# ALDOA contributes to colorectal tumorigenesis and metastasis by targeting YAP

**DOI:** 10.1038/s41420-024-02249-z

**Published:** 2025-01-05

**Authors:** Liang Sun, Ting Lu, Linhua Jiang, Huihui Yao, Qixuan Xu, Jie Sun, Xiaoqin Yang, Songbing He, Xinguo Zhu

**Keywords:** Cancer metabolism, Gastrointestinal cancer

## Abstract

Metabolic reprogramming is considered one of the hallmarks of cancer in which cancer cells reprogram some of their metabolic cascades, mostly driven by the specific chemical microenvironment in cancer tissues. The altered metabolic pathways are increasingly being considered as potential targets for cancer therapy. In this view, Aldolase A (ALDOA), a key glycolytic enzyme, has been validated as a candidate oncogene in several cancers. The current study aimed to investigate the role of ALDOA in the initiation and development of colorectal cancer (CRC). In this study, we observed an elevated expression of ALDOA in human CRC tissues and a positive correlation of elevated ALDOA expression with tumor size, invasion depth, LNM, and TNM stage. Kaplan–Meier analysis revealed that elevated ALDOA levels correlated with a poor prognosis in CRC patients with stage I-III, whereas the prognosis tends to be favorable in patients with advanced CRC. In addition, loss of function and gain of function experiments showed that ALDOA promoted CRC cell proliferation and migration in vitro and in vivo. Mechanistically, high ALDOA expression inhibited AMP-activated protein kinase (AMPK) phosphorylation possibly through regulating cellular glycolysis or the formation of v-ATPase-regulator-AXIN/LKB1 complex, which led to Yes-associated protein (YAP) unphosphorylation and enhanced the proliferative and migratory potential of CRC cells. Finally, the positive correlation between ALDOA and YAP signaling was also confirmed in clinical CRC tissues and the public data. Herein, ALDOA was identified to be a new metabolic regulator of YAP that suppresses the activation of AMPK signaling. This could suggest a novel avenue for treating CRC by inhibiting both ALDOA and YAP signaling.

## Introduction

Colorectal cancer (CRC) was the fourth-leading cause of cancer death in both men and women younger than 50 years in the late 1990s but is now first in men and second in women [1–4]. As per cancer statistics for 2024, around 152,810 cases of CRC were recorded, with 53,010 deaths expected in the United States in 2024 [4]. Multiple genes and cellular signaling cascades are implicated in the initiation and progression of CRC, according to newly discovered data [5]. Hence, finding new treatment targets and understanding the underlying molecular signaling pathways may enhance the prognostic rate of CRC patients.

Metabolic reprogramming is considered one of the hallmarks of cancer in which cancer cells reprogram their metabolic cascades, mostly driven by the specific chemical microenvironment in cancer tissues [6, 7]. Cancer cells can generate ATP without oxygen, a process described as the Warburg effect [8], which was thought to be at the basis of carcinogenesis [9]. Therefore, high-throughput biochemical techniques have discovered various glycolytic enzymes or metabolic pathways as prospective therapeutic targets for cancer therapy [10, 11].

Fructose-bisphosphate aldolase catalyzes the reversible conversion of fructose-1,6-bisphosphate (FBP) to glyceraldehyde-3-phosphate (G3P) and dihydroxyacetone phosphate (DHAP) in the glycolytic pathway [12, 13]. Aldolase A (ALDOA) is one of three aldolase isozymes (A, B, and C) involved in cellular functions, such as ATP generation [14–16]. ALDOA has been revealed to be highly expressed in numerous malignancies, including human pancreatic [16, 17], prostate [18], hepatocellular [19, 20], cervical [21], bladder [22], gastric [23], and lung cancer [24–26]. In CRC, relative to healthy glandular epithelium tissues, ALDOA was found to be substantially expressed in tumor tissues and liver metastatic CRC [27], and an elevated level of ALDOA contributed to the poor survival outcomes in CRC patients [27, 28]. However, the exact role and mechanism of ALDOA in CRC have not been fully explored.

The reported studies have revealed that the Hippo cascade has a key contribution to tumor suppression and the alteration in this cascade leading to the initiation of malignancies [29, 30]. The mammalian STE20-like protein kinase (MST1/2) and the large tumor suppressor (LATS1/2) are two of the most important inhibitory kinases in mammalian systems. While Yes-associated protein (YAP) and PDZ-binding motif (TAZ) are transcriptional co-activators that are comprised of the transcriptional module. The phosphorylation of YAP/TAZ takes place when the upstream kinase module is stimulated, resulting in 14-3-3-mediated cytoplasmic retention and proteasomal destruction of YAP and TAZ mediated by ubiquitin [31]. To activate its target genes, the translocation of unphosphorylated YAP/TAZ occurs into the nucleus and then interacts with the TEAD family of transcription factors (such as *CYR61* and *AREG*). Aside from the Hippo/LATS cascade, cellular energy stress can also regulate YAP activity via AMP-activated protein kinase (AMPK) [32–34].

In this study, ALDOA expression was substantially elevated in CRC tissues and was correlated with prognosis of CRC patients. The loss and gain of function investigations revealed that ALDOA elevated the proliferative and migratory potential of CRC cells in vitro and in vivo. High ALDOA expression leads to AMPK inhibition and YAP unphosphorylation. Unphophorylated YAP translocates into the nucleus and triggers its target genes expression that promotes CRC cell proliferation and migration. Our findings reveal that ALDOA can function as a crucial regulator of YAP and may become a novel therapeutic target for CRC.

## Results

### ALDOA is upregulated in human patients with CRC

To evaluate the role of ALDOA in CRC, the ALDOA expression level was analyzed via the public GEPIA database and GEO databases. According to the obtained results, the ALDOA mRNA level was found to be elevated in CRC tumor tissues and cancer cells, as compared to the normal tissues (Fig. 1A, B, Supplementary Fig. S1A). Additionally, the public data showed that ALDOA mRNA was upregulated in colorectal adenoma (*P* < 0.01, Fig. 1B), and was further elevated in colorectal adenocarcinoma (*P* < 0.001, Fig. 1B), suggesting the progressive elevation of ALDOA expression from adenoma to adenocarcinoma. Consistent with public data, IHC staining demonstrated an enhanced amount of ALDOA at the protein level in CRC tumor tissue samples (*P* < 0.01, Fig. 1C, D). Further analysis showed that ALDOA protein levels in CRC tumor tissues with deeper invasion (T3-4) and positive lymph node metastasis (LNM) were significantly higher compared with tissues with T1-2 and negative LNM, respectively (Fig. 1E, F). Since the tumor-node-metastasis (TNM) stage closely correlates to tumor malignancy, we investigated the correlation between the expression level of ALDOA and different stages of TNM (*i.e*., stage I, II, III, and IV). As expected, the results showed a positive correlation between ALDOA expression and the TNM stage (*P* < 0.001, Fig. 1G). Besides, our comparative analysis revealed that CRC tumor tissues with larger tumor size (*P* < 0.01, Fig. 1H), vascular invasion (*P* < 0.05, Fig. 1I), nerve invasion (*P* < 0.05, Fig. 1J) and positive serum CEA level (*P* < 0.001, Fig. 1K) showed higher ALDOA protein levels compared with their control counterparts, respectively. However, the expression of the ALDOA protein did not correlate with other factors, such as age, gender, tumor location, degree of differentiation, tumor gross classification, microsatellite stabilization or the serum CA199 level (*P* > 0.05, Supplementary Fig. S1B–H).

**Fig. 1:**
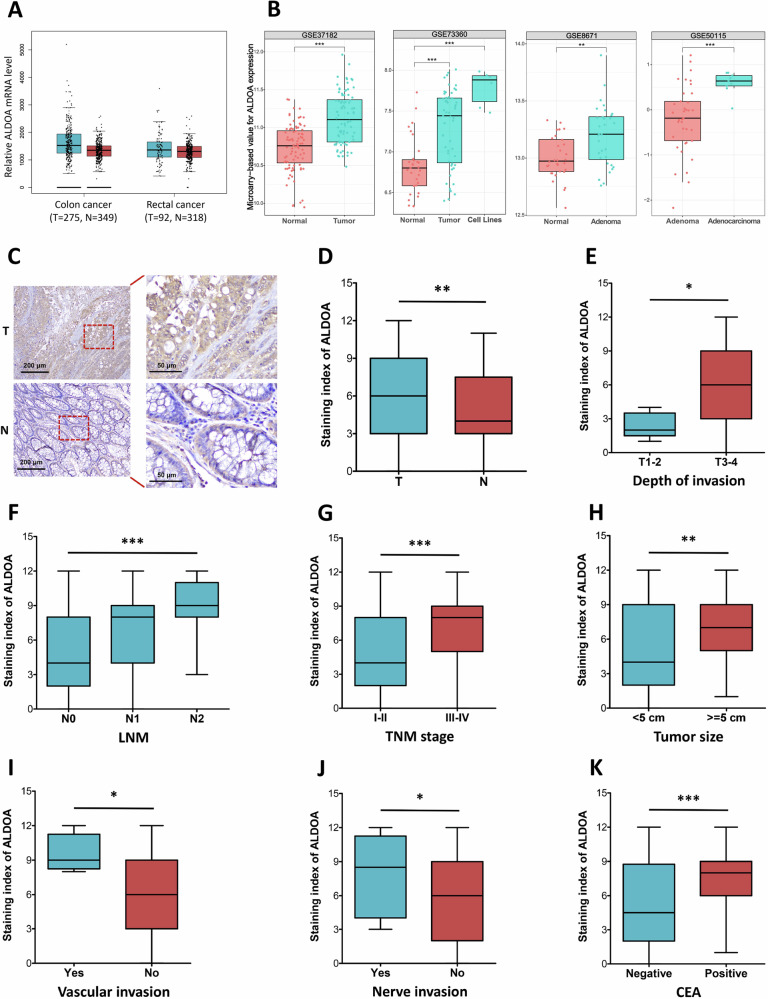
ALDOA expression in CRC tissues. **A** ALDOA gene expression in CRC derived from the GEPIA database. T: tumor tissues, N: normal tissues. **B** ALDOA gene expression in CRC tissues and cell lines derived from four published microarray datasets (GSE37182, GSE73360, GSE8671 and GSE50115). **C** Typical images of ALDOA IHC staining in CRC tumor tissues and surrounding normal tissues. **D** The IHC scores of ALDOA in CRC tissues (T) and normal tissues (N). IHC staining to analyze ALDOA expression in CRC tissues of different depth of invasion (**E**, T1-2 vs. T3-4), LNM (**F**, N1 vs. N2 vs. N3), TNM stage (**G**, I–II vs. III–IV), tumor size (**H**, < 5 cm vs. ≥ 5 cm), Vascular invasion (**I**, Yes vs. No), Nerve invasion (**J**, yes vs. no) and serum CEA level (**K**, negative vs. positive). *P < 0.05, **P < 0.01, ***P < 0.001.

The correlation between ALDOA expression levels and clinicopathological characteristics was investigated using the Chi-square test (Supplementary Table S1). Notably, ALDOA expression was considerably correlated with tumor size, invasion depth, LNM, and TNM stage (*P* = 0.001, 0.009, 0.001, and < 0.001, respectively). However, no link was found between ALDOA expression and other clinicopathological characteristics, such as age, gender, tumor location, gross classification, degree of differentiation, vascular invasion, nerve invasion or microsatellite stabilization (*P* > 0.05, Supplementary Table S1).

### ALDOA expression is correlated with survival of CRC patients

To elucidate the correlation between ALDOA expression with CRC patient’s prognosis, Kaplan–Meier curves for the overal survival (OS), relapse-free survival (RFS) and post-progression survival (PPS) of CRC patients were obtained from Kaplan–Meier plotter databases. The results indicated that the high-expression cohort had a slightly better OS than the low-expression cohort in patients with all TNM stages (HR = 0.81, *P* = 0.046, Fig. 2A), whereas there was an opposite trend in stage I–III group (HR = 1.32, *P* = 0.044, Fig. 2B). In stage IV group, patients with high ALDOA expression showed a better OS than the low cohort (HR = 0.72, *P* = 0.058, not significant, but marginal, Fig. 2C), which may explain the above contradictory finding. Besides, patients with high ALDOA expression had a remarkably shorter RFS than the low group (HR = 1.58, *P* = 8e-04, Fig. 2D), and a same trend was observed both in patients with stage I–III (HR = 1.5, *P* = 0.0018, Fig. 2E) and stage IV (HR = 1.39, *P* = 0.24, Fig. 2F). Moreover, results showed that the high-expression cohort had shorter PPS than the low-expression cohort both in patients with all stages (HR = 1.68, *P* = 0.00091, Fig. 2G) and in patients with stage I–III (HR = 2.16, *P* = 1.3e-05, Fig. 2H). However, an opposite trend was observed in stage IV group (HR = 0.6, *P* = 0.094, Fig. 2I). In addition, Kaplan–Meier curves for the OS, RFS and PPS of CRC patients with different tumor staging were showed in the Supplementary data (Supplementary Figs. S2, S3 and S4). Collectively, these results indicate that elevated ALDOA levels correlate with a poor prognosis in CRC patients with stage I-III, while the prognosis tends to be favorable in patients with advanced CRC.

**Fig. 2:**
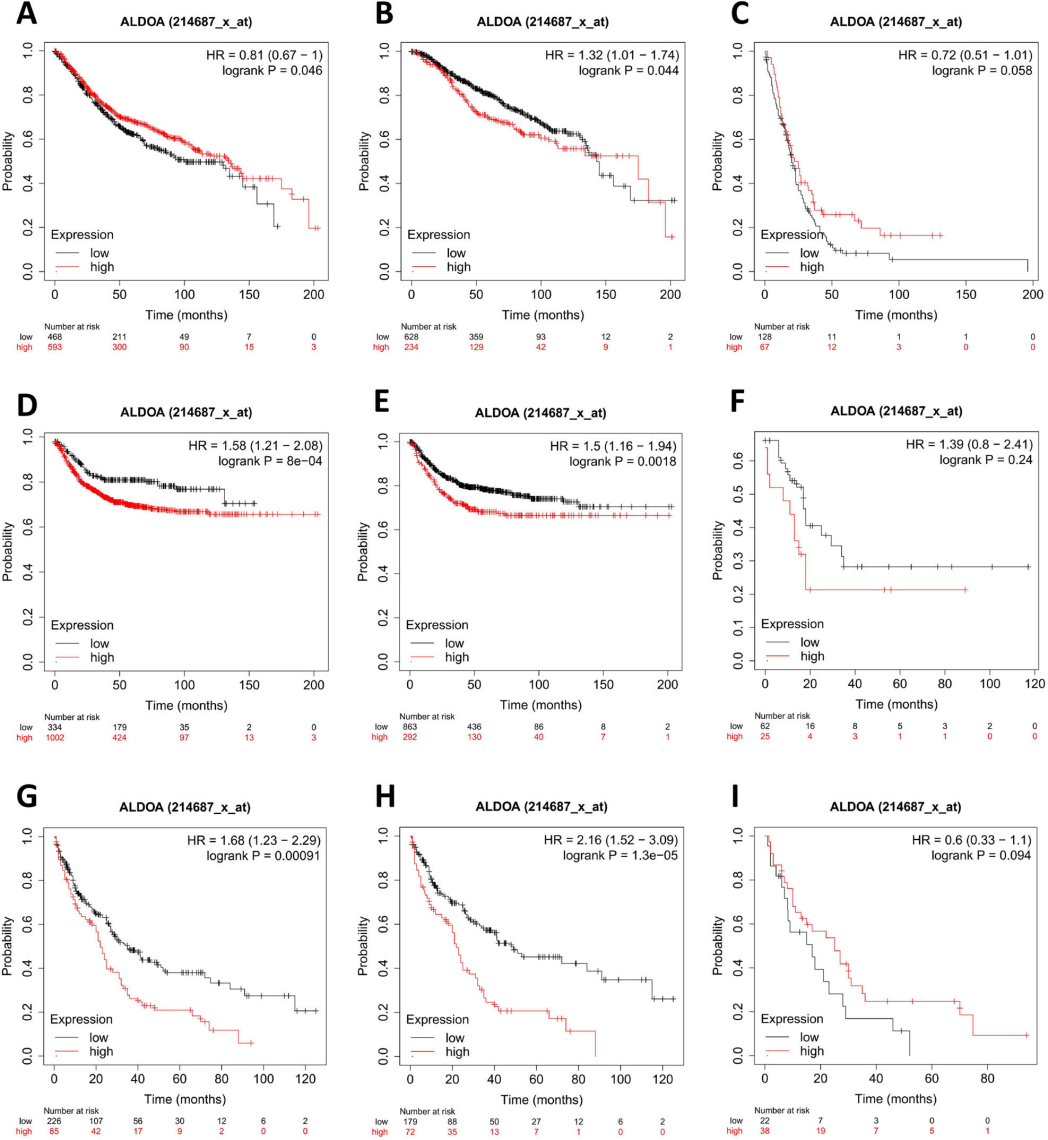
ALDOA mRNA expression is correlated with survival of CRC patients from the Kaplan–Meier plotter databases. **A** Kaplan–Meier curve for the overal survival (OS) of CRC patients. Kaplan–Meier curve for the OS of CRC patients with different tumor staging (stage I–III (**B**), stage IV (**C**)). **D** Kaplan–Meier curve for the relapse-free survival (RFS) of CRC patients. Kaplan–Meier curve for the RFS of CRC patients with different tumor staging (stage I-III (**E**), stage IV (**F**)). **G** Kaplan–Meier curve for the post-progression survival (PPS) of CRC patients. Kaplan–Meier curve for the PPS of CRC patients with different tumor staging (stage I–III (**H**), stage IV (**I**)).

### ALDOA expression in human CRC cell lines

The ALDOA expression in five CRC cell lines (HT29, CaCo2, DLD-1, SW480, SW620) was assessed. The results revealed an elevated ALDOA expression in HT29, CaCo2, and DLD-1 cells at both transcriptional (mRNA), and translational (protein) levels relative to the expression level of ALDOA in SW480 and SW620 cells (Supplementary Fig. S5A, B). Using a lentivirus-based technique, we modified the CRC cell lines with either stably silenced ALDOA or stably overexpressed ALDOA. HT29 and DLD-1 cells, which express relatively high endogenous ALDOA, were utilized for gene silencing. According to the results, ALDOA-targeting shRNA (KD) transfected HT29 and DLD-1 cells exhibited a significantly lower expression of ALDOA (at both transcriptional and translational levels) when compared to the control-shRNA group (NC, Supplementary Fig. S5C, D). Similarly, SW480 and SW620 cells (with relatively lower endogenous ALDOA expression) were used for ectopic gene expression. The results showed that the expression of ALDOA (both transcriptional and translational levels) in Lenti-ALDOA (OE) transfected cells (i.e., SW480 and SW620) was significantly increased when compared to the empty vector group (VEC, Supplementary Fig. S5E, F).

### ALDOA promotes the proliferative and migratory capabilities of CRC cells in vitro and in vivo

Considering the clinical importance of ALDOA in CRC, we next carried out the colony formation assay to study the biological roles of ALDOA in CRC. The results indicated that when cells were depleted of ALDOA, their clonogenicity was significantly reduced in HT29 and DLD-1 cells (*P* < 0.01, Fig. 3A and Supplementary Fig. S6A), whereas the ability of SW480 cells to form foci was significantly enhanced when ALDOA was overexpressed (*P* < 0.01, Fig. 3B). According to the transwell migration assays, ALDOA knockdown impaired the migratory capabilities of HT29 and DLD-1 cells (*P* < 0.01, Fig. 3C and Supplementary Fig. S6B). On the other hand, ectopic ALDOA promoted the migratory capabilities of SW480 cells (*P* < 0.01, Fig. 3D).

**Fig. 3:**
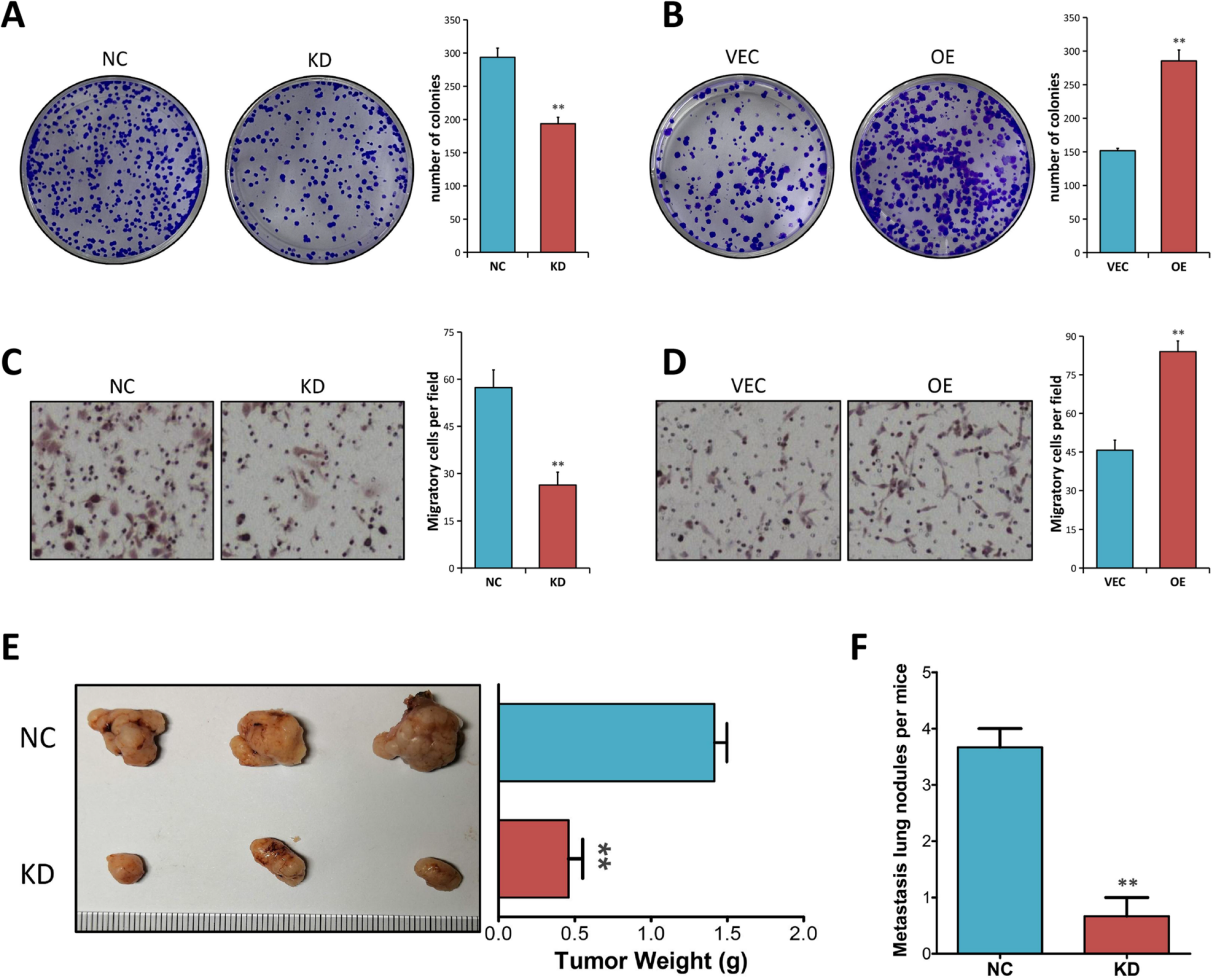
ALDOA promotes the proliferation and migration of CRC cells in vitro and in vivo. **A**, **B** The cell proliferation ability was examined by colony formation assays in HT-29 cells (NC vs. KD) and in SW480 cells (VEC vs. OE). **C**, **D** The migration capacity was evaluated by Transwell assays in HT-29 cells (NC vs. KD) and in SW480 cells (VEC vs. OE). **E** Representative images of xenograft tumors derived from HT-29 cells (NC vs. KD) in nude mice. The weight of tumors in different groups was presented (right). **F** Number of metastatic lung nodules was presented. **P < 0.01.

The in vivo effect of ALDOA was next investigated using two mouse models based on subcutaneous and tail intravenous injections of HT29 cells. Consistent with the in vitro data, xenografts with stable ALDOA knockdown grew at a slower rate and had a significantly lower tumor weight than the control group (*P* < 0.01, Fig. 3E). Furthermore, mice injected with ALDOA-suppressed HT29 cells had a reduced level of lung metastatic nodules than the control group (*P* < 0.01, Fig. 3F).

### ALDOA modulates YAP activity in CRC

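HT29 cells, a human colorectal adenocarcinoma line, were transfected with siRNA against ALDOA (siALDOA) or control siRNA (siControl), and RNA of 3 biological replicates of each was taken after 48 h. The libraries were sequenced as 150 bp paired-end reads. The authors aligned the reads to hg38 with tophat2, counted them per gene symbol with gfold and deposited the counts without normalization. The siALDOA libraries held 28166497, 28690395 and 27277538 counts on genes, with a median of 28166497. The siControl libraries held 33237914, 31973122 and 31899091 counts, with a median of 31973122. Ribosomal RNA genes took 13.1%, 7.71% and 8.11% of the siALDOA counts and 17.4%, 15.3% and 8.15% of the siControl counts. Each file listed 28278 genes, of which 15307 passed edgeR's filter on low counts and were tested. The counts were scaled by TMM normalization, expressed as CPM and compared between siALDOA and siControl with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The target of the siRNA, ALDOA (ENSG00000149925), lies on chromosome 16 of hg38 from 30064164 to 30070457. Its mRNA level was 289 ± 13.7 CPM (SD, n = 3) with siALDOA and 632 ± 38.2 CPM (SD, n = 3) with siControl. The log2 fold change of ALDOA was -1.13 (standard error 0.060, adjusted p = 6.95e-11), and its level was lower in all 3 siALDOA libraries than in any siControl library. It stayed between -1.17 and -1.09 when each library was left out in turn. The alternative that moved it most, scaling by library totals only, gave -1.06. The symbol LOC112694756, which overlaps ALDOA so that reads could have been counted on both, had a log2 fold change of -1.12 (standard error 0.059).

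**Figure D1:**
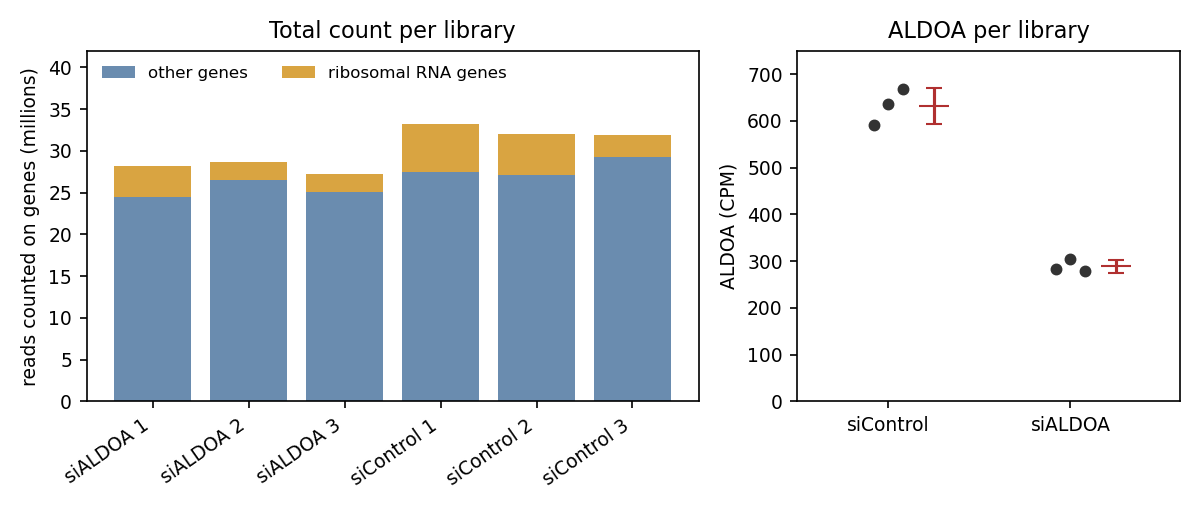
Left, reads counted on genes for each of the 6 libraries, with the part on ribosomal RNA genes in yellow. Right, ALDOA in CPM for each library (points) with the mean and SD of each group (red), showing the 3 siALDOA libraries below the 3 siControl libraries.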

To decipher the molecular mechanism underlying ALDOA expression, we performed the RNA-Seq experiment on HT29 cells. 

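At the paper's unadjusted threshold of P < 0.01, 875 genes were higher and 1031 genes were lower with siALDOA, where 153 genes would pass with no effect. At an adjusted p < 0.05, 668 genes were up-regulated and 810 genes were down-regulated. Of these, 65 up-regulated genes and 21 down-regulated genes changed at least 2-fold. In 27.7% of the tested genes the CPM of the siALDOA and siControl libraries did not overlap, against 10% by chance for 3 libraries against 3. At the paper's threshold, the alternative that moved the counts most was scaling by library totals only, with 1304 higher and 384 lower genes. Under that scaling the median log2 fold change of all tested genes was 0.075. Without siControl replicate 2, 359 genes were up-regulated and 490 down-regulated at an adjusted p < 0.05, and without siControl replicate 3 the counts were 363 and 471.

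**Figure D2:**
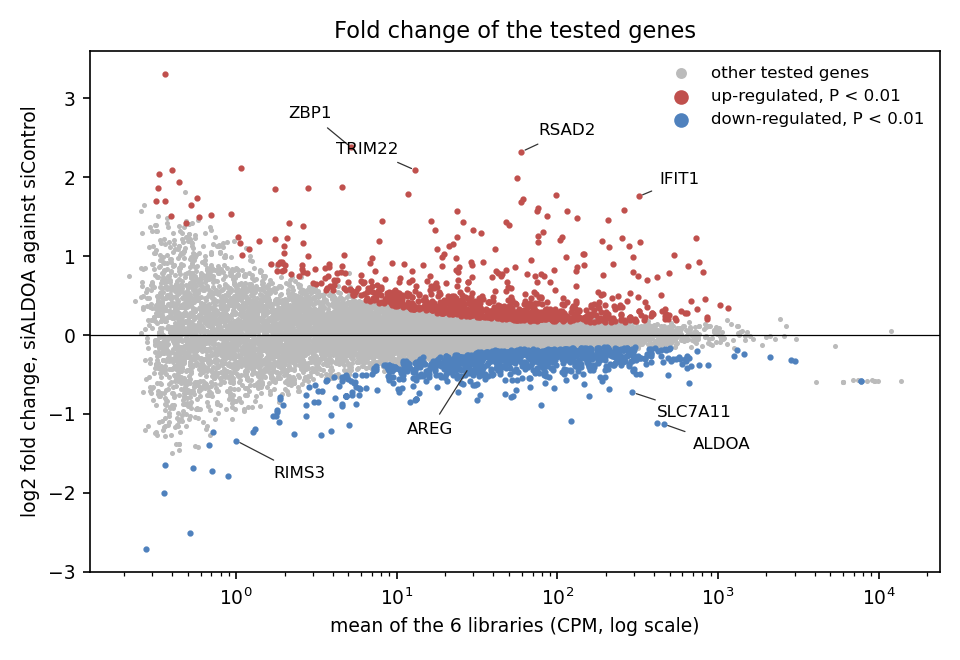
Log2 fold change between siALDOA and siControl (vertical axis) against mean CPM of the 6 libraries (horizontal axis, log scale), 1 point per tested gene. Red points are the 875 higher genes and blue points the 1031 lower genes at the paper's threshold.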

Totally, 862 up-regulated genes and 1036 down-regulated genes were identified (Fig. 4A). Following functional enrichment analyses for the differentially expressed genes were performed to investigate the potential biological processes in colon cancer influenced by the ALDOA gene. 

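Among down-regulated genes with a mean of at least 1 CPM and groups that did not overlap, RIMS3, SDC3, TRPV6, PECAM1 and UNC5B had the lowest log2 fold changes. RIMS3 (ENSG00000117016, chromosome 1, 40620680 to 40665682) changed by -1.34 (standard error 0.38, adjusted p = 0.0304), from 1.44 ± 0.275 CPM (SD, n = 3) in siControl to 0.564 ± 0.147 CPM (SD, n = 3). SDC3 changed by -1.27 (standard error 0.21, adjusted p = 4.41e-04), TRPV6 by -1.26 (standard error 0.25, adjusted p = 0.00264) and UNC5B by -1.21 (standard error 0.21, adjusted p = 7.81e-04). PECAM1 changed by -1.23 (standard error 0.38, adjusted p = 0.0429). Among the fits that each left out 1 library, PECAM1 kept an adjusted p < 0.05 only without siALDOA replicate 2. RIMS3 kept it only without siALDOA replicate 2 or without siControl replicate 1. The adjusted p of PECAM1 reached 0.178 without siControl replicate 3 and that of RIMS3 reached 0.144 without siControl replicate 2. With library totals only the adjusted p of PECAM1 was 0.0523, and RIMS3 received no adjusted p from DESeq2. RIMS3, SDC3, PECAM1 and UNC5B carry the 7-base word GAGGAGA in their 3' UTR, and TRPV6 does not. The word was found in these same data as the 7-base word whose genes ranked lowest. Its presence in lower genes is therefore no separate evidence. The 3' UTRs of these carriers are from 3587 to 5837 bases long, and that of TRPV6 has 499 bases. Apart from ALDOA and the overlapping symbol, SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349) had the smallest p of the lower genes, with a log2 fold change of -0.73 (standard error 0.056, adjusted p = 1.38e-08), and it carries the same word. For gene lists, the genes were ranked by the signal-to-noise ratio of log2 CPM, and the unweighted running sum of GSEA was compared with 10000 random lists of the same size in a two-sided permutation test of gene sets. Of 43 genes that mark S phase, 36 were higher with siALDOA, with a median log2 fold change of 0.11 and an enrichment score of 0.370. Of 54 genes that mark G2/M phase, 44 were higher, with a median of 0.087 and a score of 0.327. Over the alternatives, the S phase median ranged from 0.071 without siControl replicate 3 to 0.19 with library totals only. The G2/M median ranged from 0.057 without siALDOA replicate 3 to 0.16 with library totals only. Both lists had a permutation p = 1e-04, the smallest the random lists can give, and 1.75e-04 after Benjamini-Hochberg adjustment over the 7 lists tested. Neither list passed p < 0.05 when the correlation between genes was estimated by camera (p = 0.432 and 0.452) or in the rotation test fry (p = 0.133 and 0.136). Over all genes, 2 S phase genes were up-regulated and 1 was down-regulated, against 0 and 0 adjusted over the list alone. For G2/M phase 6 were up-regulated and 1 was down-regulated, with the same counts adjusted over the list alone.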

Down-regulated genes (Fig. 4B) enriched genes highly expressed in colon and rectal cancers, pathways in cancer, and processes including metastasis, proliferation, and invasiveness in colon cancers. 

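Among up-regulated genes chosen in the same way, ZBP1, RSAD2, AQP2, TRIM22 and IFITM1 had the highest log2 fold changes. Of these, ZBP1 carries the word GAGGAGA in its 3' UTR although it was higher, and RSAD2, AQP2, TRIM22 and IFITM1 do not. ZBP1 (ENSG00000124256, chromosome 20, 57603846 to 57620576) rose from 1.67 ± 0.562 CPM (SD, n = 3) in siControl to 8.69 ± 2.60 CPM (SD, n = 3), a log2 fold change of 2.38 (standard error 0.25, adjusted p = 1.10e-06). RSAD2 (ENSG00000134321, chromosome 2, 6865557 to 6898239) rose by 2.32 (standard error 0.10, adjusted p = 6.15e-12), TRIM22 by 2.09 (standard error 0.15, adjusted p = 3.36e-09) and IFITM1 by 1.99 (standard error 0.097, adjusted p = 2.90e-11). AQP2, at 1.08 CPM over the 6 libraries, rose by 2.11 (standard error 0.41, adjusted p = 0.00183) and received no adjusted p from DESeq2. The smallest p of the higher genes belonged to IFI44L, IFIT1 and RSAD2, with log2 fold changes of 1.77 for IFI44L and 1.76 for IFIT1. RSAD2, IFI44L and IFIT1 are interferon-response genes, and the library titles name 1 treatment against ALDOA, siALDOA. Of 25 genes that inhibit the cell cycle, 13 were higher and 12 lower with siALDOA, with an enrichment score of 0.156 (permutation p = 0.530 against random lists). Adjusted over all genes, 2 of them were up-regulated and 3 down-regulated, as they were when adjusted over the list alone. CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687337), which encodes p21, was lower by -0.50 (standard error 0.068, adjusted p = 5.02e-05). TOB2 was lower by -0.31 (standard error 0.061, adjusted p = 0.00229) and BTG1 by -0.28 (standard error 0.063, adjusted p = 0.00729). Scaling by library totals only left neither TOB2 nor BTG1 past the threshold, and TOB2 carries the word GAGGAGA in its 3' UTR. CDKN2C was higher by 0.54 (standard error 0.13, adjusted p = 0.00846), with an adjusted p of 0.0555 without siControl replicate 3. RBL2 was higher by 0.27 (standard error 0.076, adjusted p = 0.0257) and did not pass the threshold in 4 of the 6 fits that each left out 1 library.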

For the up-regulated counterpart (Fig. 4C), gene sets negatively associated with colon cancer recurrence and metastasis and negatively regulating mitotic nuclear division, cell cycle, and cell population proliferation were significantly overrepresented. Interestingly, further GSEA analysis revealed that the positive and negative signatures of YAP signaling cascade in colon cancer cells were significantly enriched (Fig. 4D, E, P were 0.002 and 0.006, respectively), which suggested the potential link between the ALDOA gene and this pathway.

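The signatures of Fig. 4D, E were taken from a dataset of another cell line and are not part of the deposited counts. A list of 26 YAP/TAZ target genes was therefore tested, of which 22 passed the filter on low counts. Of these, 16 were lower with siALDOA, with a median log2 fold change of -0.059. The enrichment score was -0.244 (permutation p = 0.124, two-sided, against random lists of the same size). Ranking the genes by the signed edgeR statistic gave a permutation p = 0.0265, also toward lower genes, and leaving out 1 library at a time gave p from 0.0327 without siALDOA replicate 3 to 0.637. Scaling by library totals only moved the median of the list to 0.012, a shift close to that of all tested genes. Adjusted over all genes 1 gene of the list was up-regulated and 1 down-regulated, and adjusted over the list alone 2 were up-regulated and 1 down-regulated. AREG (ENSG00000109321, chromosome 4, 74445136 to 74455005) was at 24.3 ± 2.48 CPM (SD, n = 3) with siALDOA and 32.2 ± 4.02 CPM (SD, n = 3) with siControl, a log2 fold change of -0.41 (standard error 0.099, adjusted p = 0.0105). Its adjusted p was 0.0647 without siALDOA replicate 3, 0.0842 without siControl replicate 2 and 0.0526 without siControl replicate 3. NT5E (ENSG00000135318, chromosome 6, 85449584 to 85495791) was higher by 0.44 (standard error 0.063, adjusted p = 8.57e-05). CTGF, listed as CCN2 (ENSG00000118523, chromosome 6, 131948176 to 131951372), was at 6.03 ± 1.27 CPM (SD, n = 3) with siALDOA and 4.48 ± 0.219 CPM (SD, n = 3) with siControl. Its log2 fold change of 0.43 (standard error 0.17, adjusted p = 0.132) did not pass the threshold, and it fell to 0.24 without siALDOA replicate 2. CYR61, listed as CCN1 (ENSG00000142871, chromosome 1, 85580761 to 85584589), changed by -0.14 (standard error 0.19, adjusted p = 0.721). LATS2, also a target gene, was higher by 0.22 (standard error 0.070, adjusted p = 0.0564) and passed the threshold under 4 alternatives, with DESeq2 at 0.0424. Its adjusted p ranged from 0.0316 to 0.178 over all alternatives. YAP1 (ENSG00000137693, chromosome 11, 102110447 to 102233424) was at 236 ± 14.0 CPM (SD, n = 3) with siALDOA and 219 ± 5.69 CPM (SD, n = 3) with siControl, a log2 fold change of 0.11 (standard error 0.058, adjusted p = 0.270). WWTR1, which encodes TAZ, changed by -0.75 (standard error 0.38, adjusted p = 0.242) at 0.916 CPM over the 6 libraries, and did not pass the threshold although the groups did not overlap. TEAD1, TEAD2, TEAD3 and TEAD4 had log2 fold changes from -0.10 to -0.034, none past an adjusted p < 0.05. From the enrichment of both signatures, the paper proposes a potential link between ALDOA and YAP signaling.

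**Figure D3:**
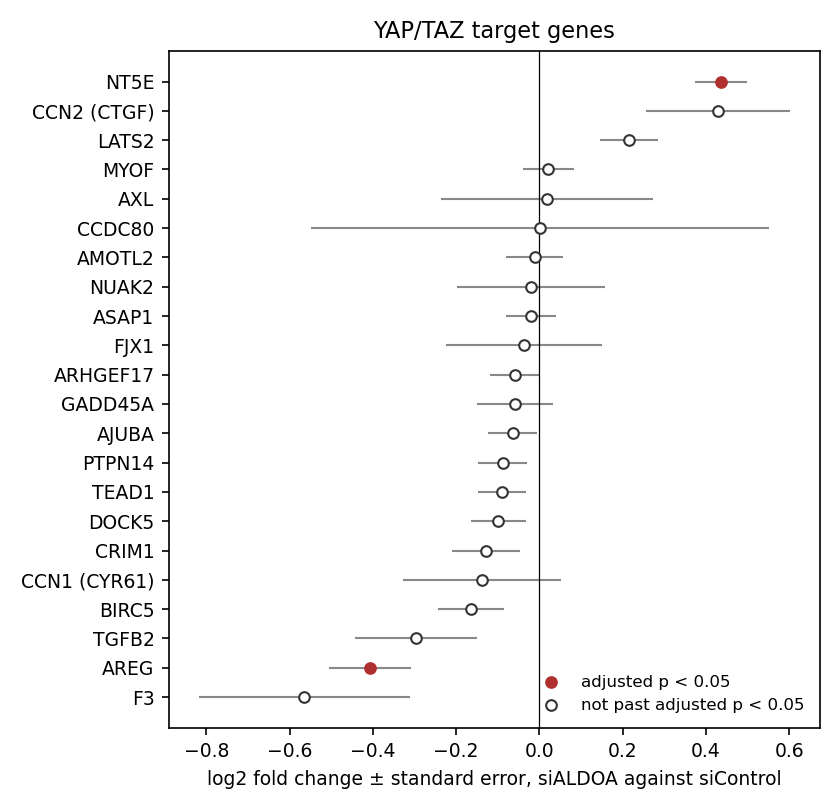
Log2 fold change between siALDOA and siControl (points, horizontal axis) with its standard error (lines) for the 22 tested YAP/TAZ target genes. NT5E at 0.44 and AREG at -0.41 are the filled points, past an adjusted p < 0.05.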

**Fig. 4:**
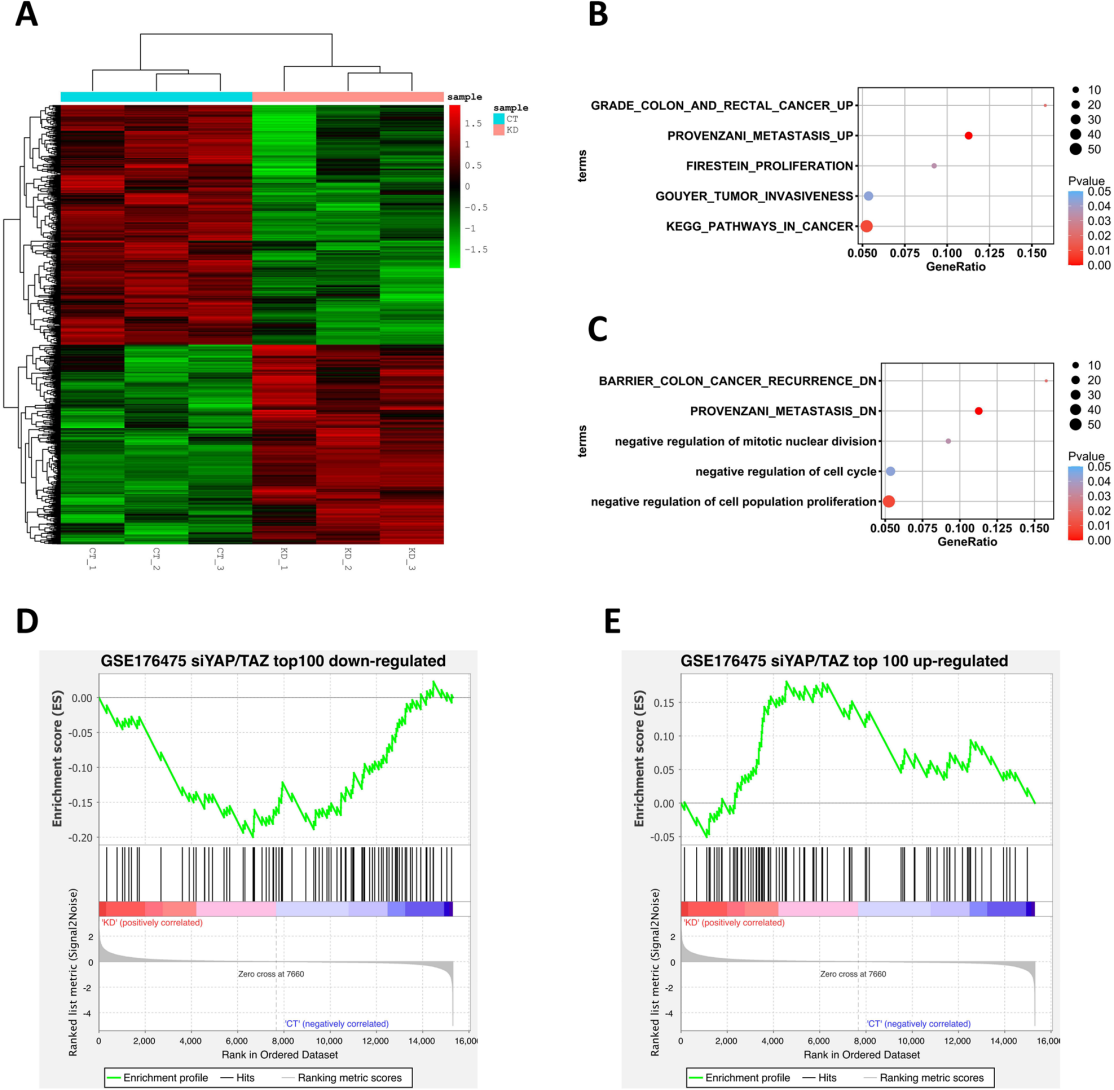
RNA-Seq experiment in HT29 cells. **A** Heatmap for differentially expressed genes (ALDOA KD vs Control) identified by the RNA-Seq assay. Functional enrichment for the up-regulated genes (**B**) and down-regulated genes (**C**). Gene set enrichment analysis (GSEA) for the RNA-Seq expression profile. The positive (**D**) and negative (**E**) signatures of the YAP signaling pathway in colon cancer cells were defined by the top 100 down-regulated genes and top up-regulated genes identified by the GSE176475 Transcriptomics dataset (siYAP/TAZ KD vs Control).

Additionally, overexpression of YAP has been shown to promote CRC development [35, 36], and cellular energy metabolism is implicated in YAP activity regulation [32–34]. Therefore, we investigated whether ALDOA is involved in the regulation of YAP activity. Results from Western blot analysis (Fig. 5A) showed a significant increase of YAP phosphorylation in ALDOA-depleted HT29 (*P* < 0.01) and DLD-1 cells (*P* < 0.001). Moreover, ALDOA knockdown had no significant effect on the total YAP protein expression. In contrast, ALDOA elevation inhibited YAP phosphorylation in SW480 and SW620 cells, with no effect on the total YAP protein expression (*P* < 0.01, Fig. 5B). To investigate whether ALDOA regulates YAP through LATS1-dependent pathway, we used Western blot analysis to test LATS1 phosphorylation by ALDOA genetic manipulation in CRC cells. Our results revealed that ALDOA knockdown or overexpression had minimal effect on LATS1 and p-LATS1 protein levels (Supplementary Fig. S7), indicating there might be other molecules or signaling involved in the regulation of YAP expression by ALDOA in CRC cells. It has been validated that YAP protein in the nucleus exists in the active form [31], we aimed to examine the effect of ALDOA on the subcellular distribution of YAP. The results indicated that ALDOA-depleted HT29 cells had decreased nuclear and elevated cytoplasmic YAP levels (*P* < 0.001, Fig. 5C). Consistent with the Western blot analysis, Immunofluorescence staining showed that ALDOA depletion prevented YAP translocation from cytoplasm to nucleus (Fig. 5D).

**Fig. 5:**
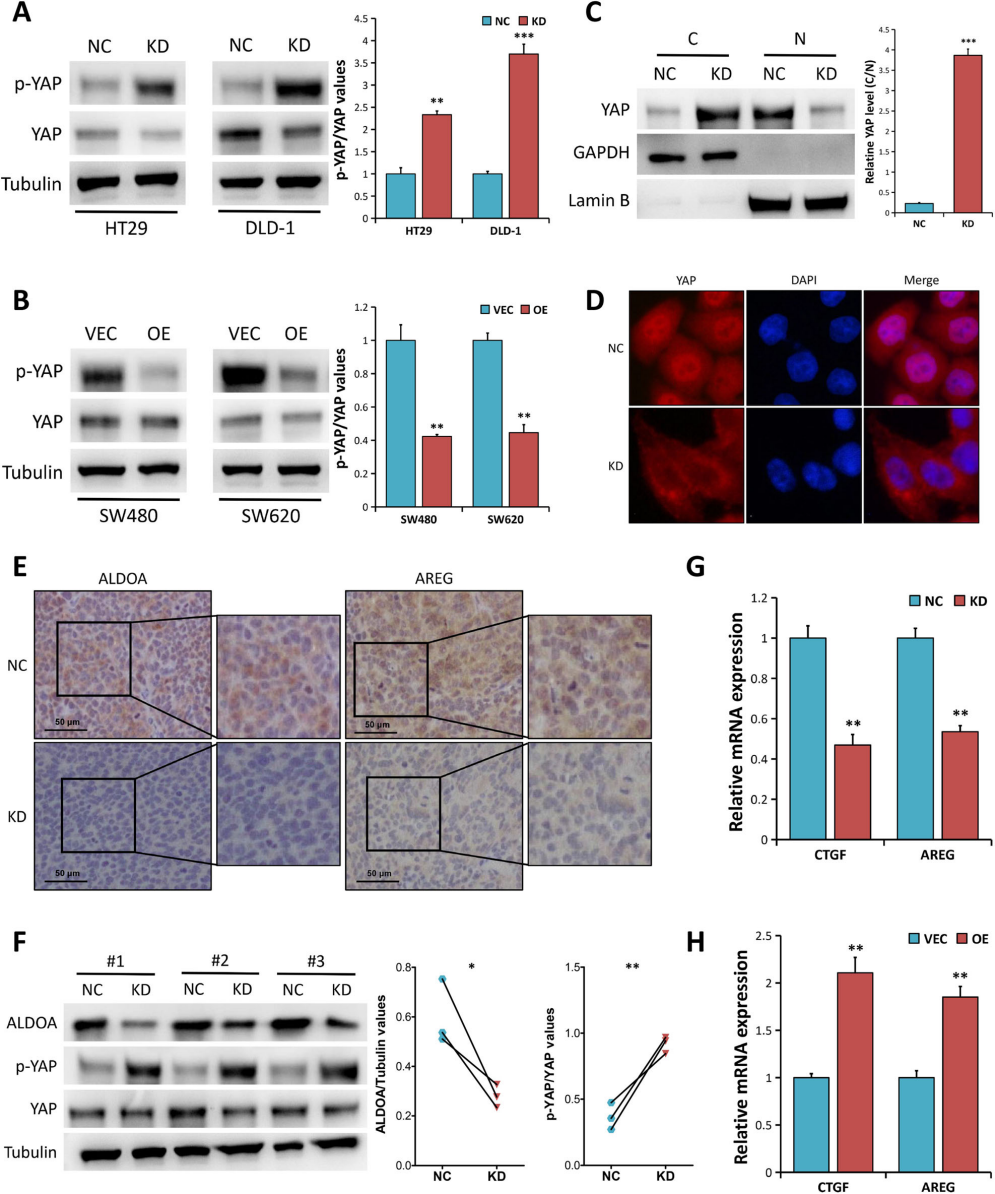
ALDOA modulates YAP activity. **A** Western blotting analysis of p-YAP and YAP expression in HT-29 and DLD-1 cells (NC vs. KD). **B** Western blotting analysis of p-YAP and YAP expression in SW480 and SW620 cells (VEC vs. OE). **C** Subcellular fractionation analysis of YAP expression in HT-29 cells (NC vs. KD). GAPDH served as control for the cytoplasmic (C) fraction, and Lamin B served as control for the nuclear (N) fractions. **D** IF staining of YAP (red) in HT-29 cells (NC vs. KD). Nuclei were stained with DAPI (blue). **E** Typical images of IHC staining of ALDOA and AREG in the xenograft tumors derived from HT-29 cells (NC vs. KD). **F** Western blotting analysis of the indicated proteins in the xenograft tumors derived from HT-29 cells (NC vs. KD). (**G** qRT-PCR analysis of CTGF and AREG mRNA levels in HT-29 cells (NC vs. KD). **H** qRT-PCR analysis of CTGF and AREG mRNA levels in SW480 cells (VEC vs. OE). *P < 0.05, **P < 0.01, ***P < 0.001.

To validate the impact of ALDOA on YAP activity, we subsequently examined the expression of AREG (a typical YAP target gene) protein in xenografted tumors using IHC staining. IHC staining revealed a significant reduction in AREG protein expression in tumors derived from ALDOA-depleted HT29 cells when compared to the control group (Fig. 5E), revealing a positive correlation between ALDOA and AREG in protein expression. Similarly, in vivo studies showed that ALDOA expression was inversely correlated with YAP phosphorylation in HT-29-derived xenograft tumors (Fig. 5F). Since nuclear YAP functions as a transcriptional co-activator, the mRNA expression levels of typical YAP target genes (*CTGF* and *AREG*) were detected by qRT-PCR. The results revealed that silencing ALDOA expression inhibited the expression of CYR61 and AREG mRNA in HT29 cells (*P* < 0.01, Fig. 5G), whereas, overexpression of ALDOA promoted their expression in SW480 cells (*P* < 0.01, Fig. 5H).

### CRC cell proliferative and migratory capabilities are promoted by ALDOA in a YAP-dependent manner

We used two siRNAs targeting YAP to knock down YAP expression in SW480 cells with or without ALDOA overexpression to detect whether YAP is involved in the oncogenesis of ALDOA in CRC. The results obtained from Western blotting showed that the YAP protein expression was suppressed in cells treated with siYAP, compared to the siControl group (Fig. 6A and Supplementary Fig. S8A). Ectopic ALDOA significantly enhanced the proliferative and migratory capabilities of SW480 cells in colony formation and transwell migration assays (*P* < 0.01, Fig. 6B, C, Supplementary Fig. S8B, C). However, ALDOA overexpression failed to enhance cell proliferation and migration in YAP-depleted SW480 cells (*P* > 0.05, Fig. 6B, C, Supplementary Fig. S8B, C). Given the underlined results, ALDOA’s oncogenic properties in CRC are YAP-dependent.

**Fig. 6:**
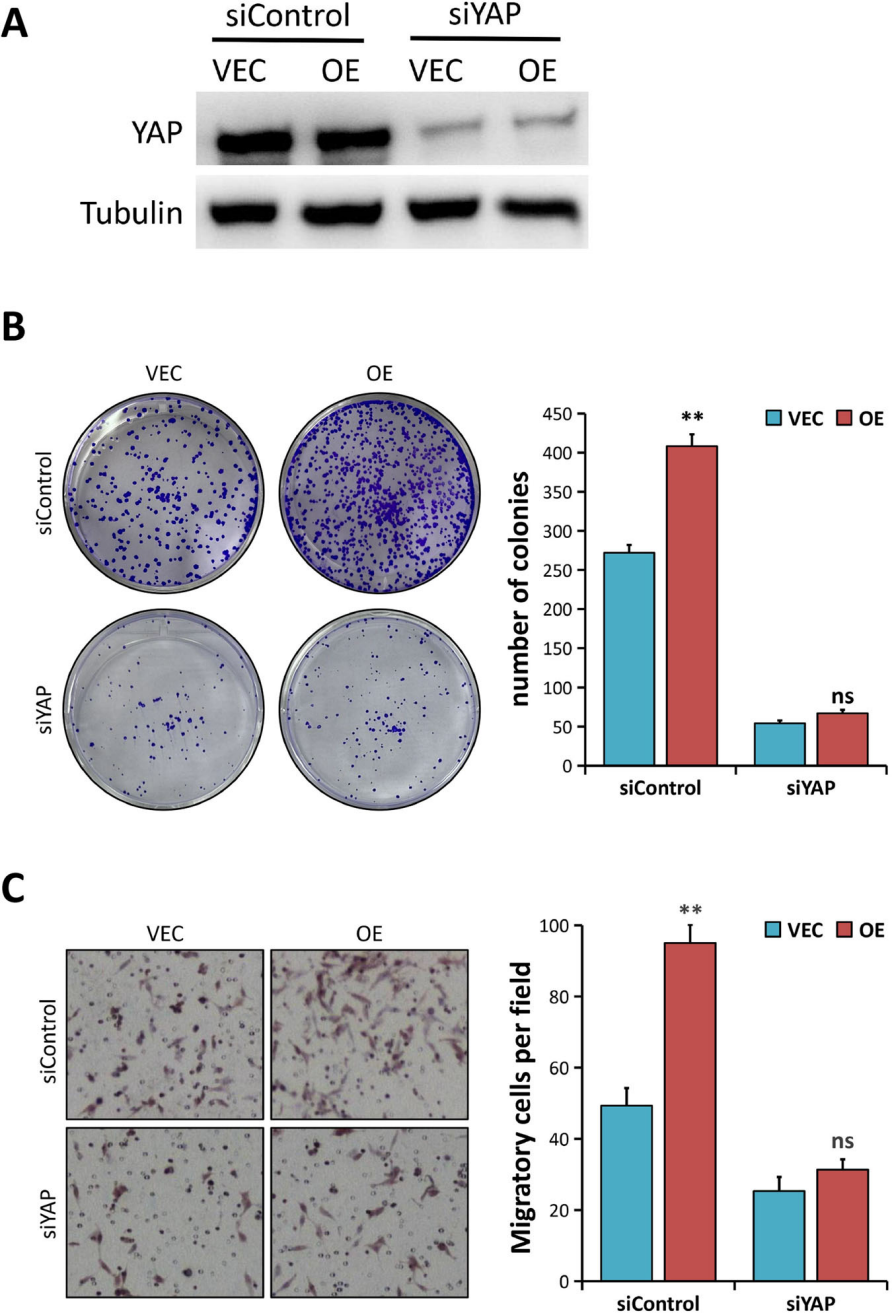
ALDOA promotes CRC cell proliferation and migration in a YAP-dependent manner. **A** Western blotting analysis of YAP expression in SW480 cells (VEC vs. OE) treated with siRNA against YAP (siYAP) and siControl. **B** The cell proliferation ability was examined by colony formation assays in SW480 cells (VEC vs. OE) treated with siYAP and siControl. **C** The migration capacity was evaluated by Transwell assays in SW480 cells (VEC vs. OE) treated with siYAP and siControl. ns, nonsignificant, **P < 0.01.

### ALDOA regulates YAP activity through the AMPK pathway in CRC cells

ALDOA has been shown to inhibit AMPK activation in a variety of cell types [37–40], and cellular energy depletion induces AMPK-mediated regulation of YAP [32–34]. Therefore, we speculated that AMPK might be implicated in ALDOA-mediated YAP activation. Western blot analysis was used to investigate the effect of ALDOA on AMPK phosphorylation in CRC cells. The results showed a significant increase of AMPK phosphorylation in ALDOA-depleted HT29 and DLD-1 cells (*P* < 0.01, Fig. 7A). On the other hand, ectopic ALDOA inhibited AMPK phosphorylation in SW480 and SW620 cells while not affecting total AMPK protein expression (Fig. 7B), implying that ALDOA inhibited AMPK activation in CRC cells.

**Fig. 7:**
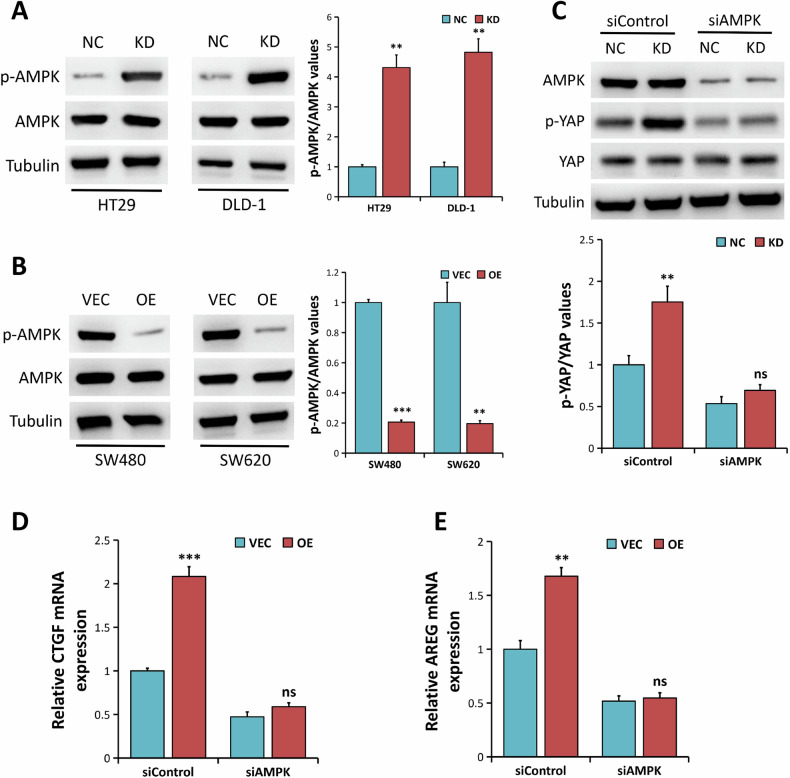
ALDOA regulates YAP activity through AMPK pathway. **A** Western blot analysis of p-AMPK and AMPK expression in HT-29 and DLD-1 cells (NC vs. KD). **B** Western blot analysis of p-AMPK and AMPK expression in SW480 and SW620 cells (VEC vs. OE). **C** Western blotting analysis of the indicated proteins in HT-29 cells (NC vs. KD) treated with siRNA against AMPK (siAMPK) and siControl. **D** qRT-PCR analysis of CTGF mRNA expression in SW480 cells (VEC vs. OE) treated with siAMPK and siControl. **E** qRT-PCR analysis of AREG mRNA expression in SW480 cells (VEC vs. OE) treated with siAMPK and siControl. ns, nonsignificant, **P < 0.01, ***P < 0.001.

To investigate whether AMPK is involved in the ALDOA activation of YAP, we utilized two AMPK-specific siRNAs (siAMPK) to knock down AMPK expression in HT29 cells with or without ALDOA depletion. Western blot analysis revealed that siAMPK significantly inhibited AMPK protein expression in cells transfected with siAMPK, compared to the siControl group (Fig. 7C and Supplementary Fig. S9). Moreover, we found that ALDOA knockdown significantly promoted the phosphorylation of YAP in siControl-treated HT29 cells (*P* < 0.01, Fig. 7C and Supplementary Fig. S9). However, ALDOA depletion could not phosphorylate YAP when AMPK was silenced (*P* > 0.05, Fig. 7C and Supplementary Fig. S9). Hence, the underlined results suggest that AMPK plays a key role in the ALDOA associated regulation of YAP. We then used qRT-PCR to determine the mRNA expression levels of YAP target genes (*CTGF* and *AREG*). The results indicated that ectopic ALDOA expression increased the expression of CTGF and CYR61 mRNA in siControl-treated SW480 cells (Fig. 7D, E). However, when AMPK was depleted, the increased levels of CTGF and CYR61 mRNA expression induced by ALDOA overexpression were reversed (*P* > 0.05, Fig. 7D, E), indicating that AMPK is involved in ALDOA-mediated YAP activation.

### ALDOA expression is positively correlated with CTGF and AREG expression in clinical CRC tissues

To further confirm ALDOA regulation of YAP, the correlation between ALDOA expression with the critical molecules downstream of YAP signaling (CTGF and AREG) expression was analyzed via clinical specimens and the public GEO databases. Our results from IHC analysis showed ALDOA expression was positively correlated with CTGF and AREG expression in CRC tumor tissues (Fig. 8A–C). Similarly, a positive correlation between ALDOA with CTGF and AREG was also observed in normal colorectal mucosal tissue (Fig. 8D–F). To further confirm the correlation, we detected the mRNA expression in the published GEO databases. Consistent with the IHC analysis, the public data further confirmed the positive correlation between ALDOA mRNA expression with CTGF and AREG mRNA expression in GSE37182 and GSE73360 datasets (Fig. 8G–J). These data indicate a potential role for ALDOA in regulating YAP activity in human CRC tissues.

**Fig. 8:**
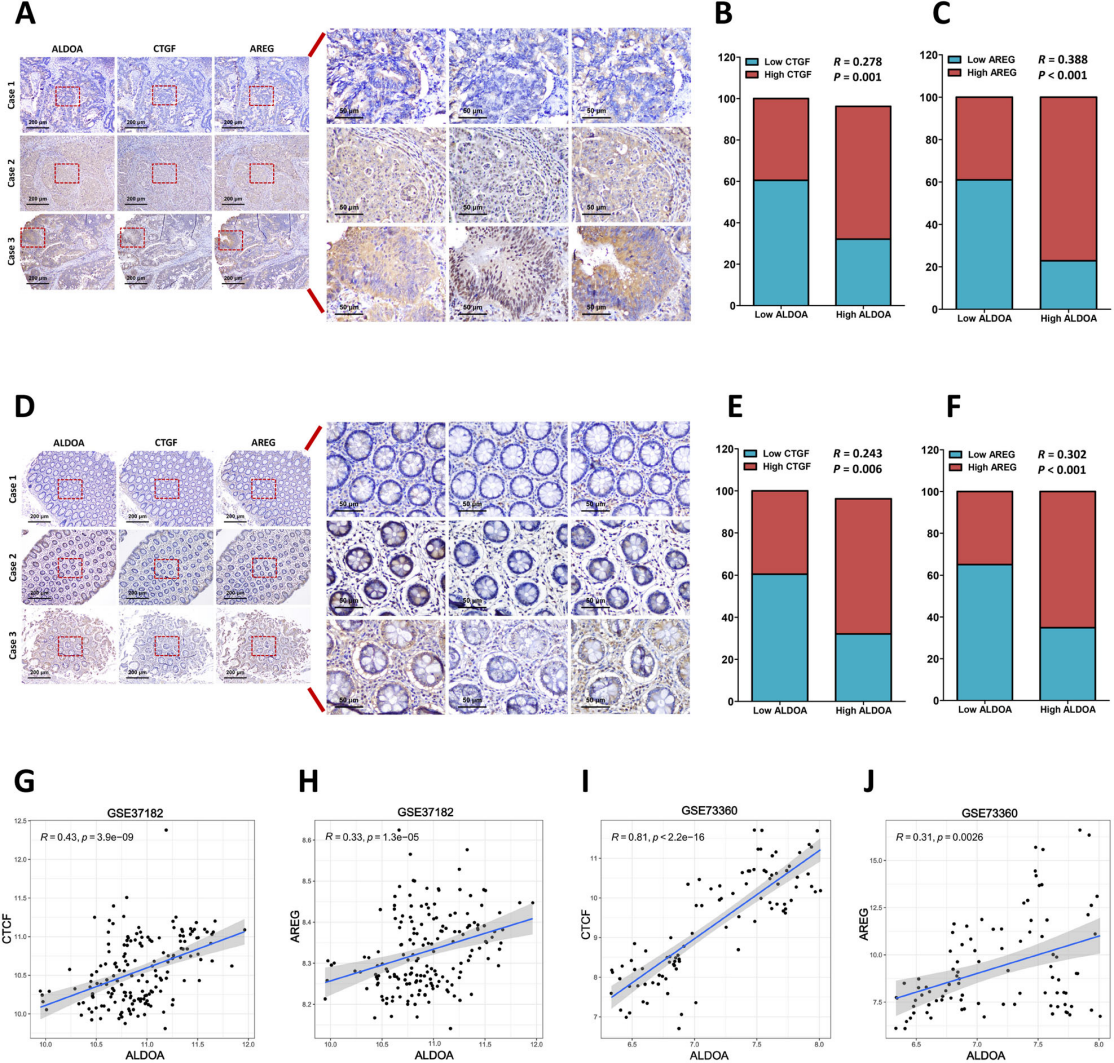
The expression levels of ALDOA, CTGF and AREG in clinical CRC tissues. **A** IHC staining of ALDOA, CTGF and AREG in CRC tumor tissues. Spearman correlation analysis between ALDOA and CTGF (**B**), and ALDOA and AREG (**C**) in CRC tumor tissues. **D** IHC staining of ALDOA, CTGF and AREG in normal tissues. Spearman correlation analysis between ALDOA and CTGF (**E**), and ALDOA and AREG (**F**) in normal tissues. **G** Correlation analysis of ALDOA and CTGF gene expression based on the published microarray dataset (GSE37182). **H** Correlation analysis of ALDOA and AREG gene expression based on the published microarray dataset (GSE37182). **I** Correlation analysis of ALDOA and CTGF gene expression based on the published microarray dataset (GSE73360). **J** Correlation analysis of ALDOA and AREG gene expression based on the published microarray dataset (GSE73360).

### ALDOA regulates cellular glycolysis and ATP production in CRC cells

Since ALDOA is a key enzyme in the glucose metabolic pathway, we wondered whether ALDOA affected glycolysis in CRC cells. Our results from seahorse extracellular flux analysis showed that ALDOA depletion significantly inhibited basic glycolytic capacity (*P* < 0.01), maximum glycolytic capacity (*P* < 0.01) and glycolytic reserve (*P* < 0.05, Fig. 9A, B), while ectopic ALDOA did the opposite in SW480 cells (Fig. 9C, D). Metabolic product detection revealed that ALDOA silence reduced cellular ATP level (Fig. 9E), glucose uptake (Fig. 9F), pyruvate production (Fig. 9G) and lactate production (Fig. 9H) in HT29 cells, while ALDOA overexpression exerted the opposite effects in SW480 cells (Fig. 9I–L). Collectively, our results indicate that ALDOA regulates the glycolysis pathway in CRC cells. In summary, we reveal ALDOA as a novel metabolic regulator of YAP via inhibiting the AMPK signaling cascade (Fig. 10).

**Fig. 9:**
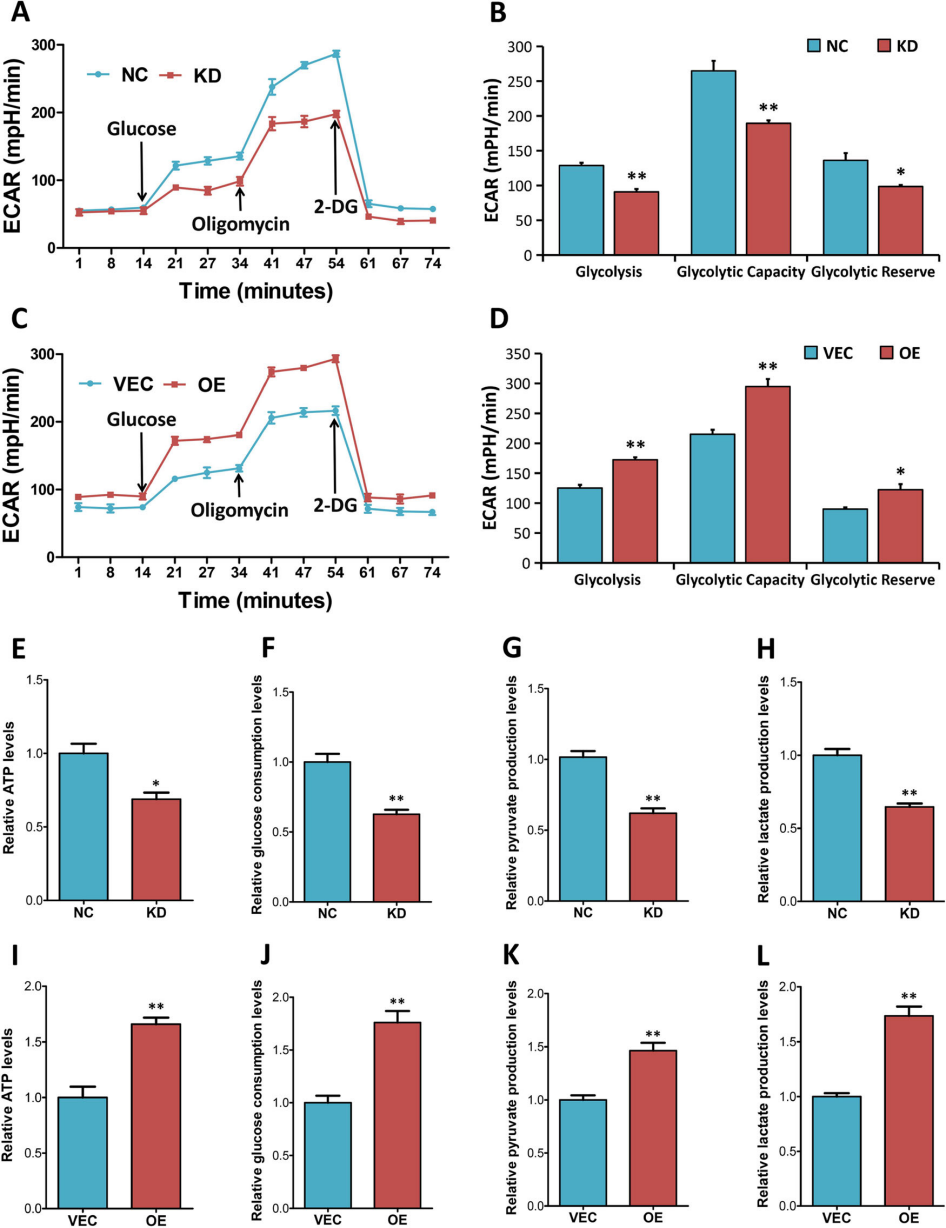
ALDOA regulates cellular glycolysis and ATP production in CRC cells. **A**, **B** Knockdown of ALDOA effectively decreased ECAR in HT29 cells. **C**, **D** ALDOA overexpression significantly increased ECAR in SW480 cells. Determination of ATP level (**E**, **F**), glucose consumption (**G**, **H**), pyruvate production (**I**, **J**) and lactate production (**K**, **L**) in HT-29 cells (NC vs. KD) and SW480 cells (VEC vs. OE). *P < 0.05, **P < 0.01.

**Fig. 10:**
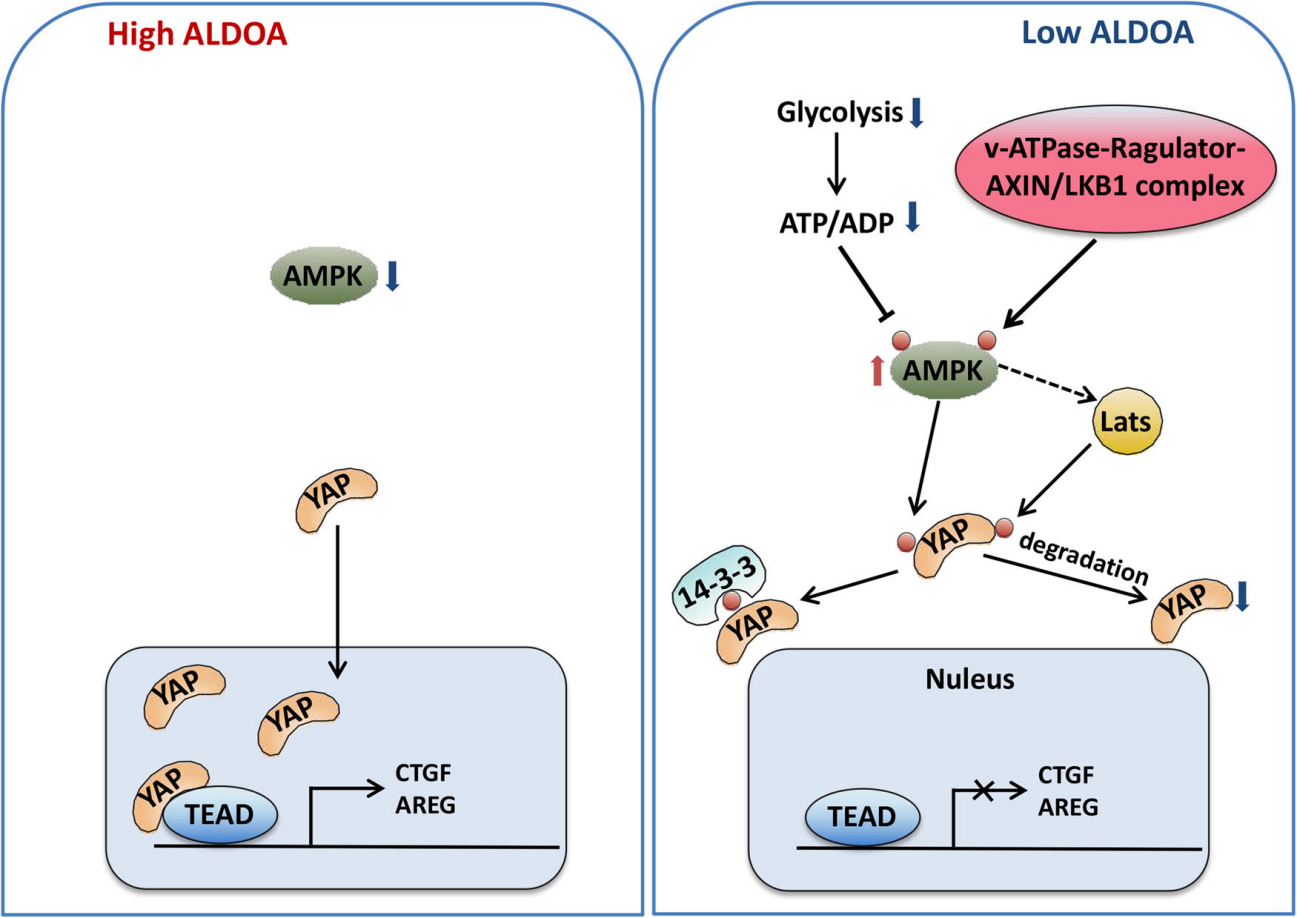
Schematic diagram of the molecular mechanism of ALDOA regulation of AMPK/YAP pathway. High ALDOA expression leads to AMPK inhibition and YAP unphosphorylation. Unphophorylated YAP translocates into the nucleus and functions as a transcriptional co-activator by binding to the TEAD family of transcription factors. The YAP-TEAD complex triggers its target genes (*CTGF* and *AREG*) expression that promote cell proliferation and migration. Under low expression of ALDOA, cellular ATP formation is decreased due to low glycolysis. A decreased ratio of ATP/ADP leads to phosphorylation of AMPK. Knockdown of ALDOA can also trigger the formation of v-ATPase-Ragulator-AXIN/LKB1 complex, which activates AMPK in an AMP/ADP-independent manner. Activated AMPK then phosphorylates YAP, promoting its binding to 14-3-3, thus resulting in its cytoplasmic localization and functional inactivation. Moreover, phosphorylated YAP is also targeted for ubiquitylation and degradation.

## Discussion

Tumor cells are actively involved in aerobic glycolysis to fuel their unrestrained proliferation and migration; as metabolic reprogramming is thought to be a distinguishing feature of carcinoma [6–9]. Therefore, metabolic manipulation, such as targeting some glycolytic enzymes or metabolic pathways, may provide a strategy for cancer treatment. FBP is converted to G3P and DHAP by ALDOA, which is considered to be a major enzyme in the glycolytic pathway [12, 13]. In addition to its glycolytic function, ALDOA has been validated as a candidate oncogenic protein in a variety of cancers [16–26]. In CRC tissues, ALDOA was found to be with elevated expression [27], which is positively correlated with the aggressiveness and low survival outcome of CRC patients [27, 28]. However, the precise function and underlying mechanisms of ALDOA in CRC are not fully explored and require further investigation.

In the current study, we demonstrated that ALDOA expression was increased in human CRC tissues. Additionally, clinical evaluation demonstrated a positive correlation between high ALDOA expression and tumor size, invasion depth, LNM, and TNM stage. K-M analysis revealed that elevated ALDOA levels correlated with a poor prognosis in CRC patients with stage I-III, whereas the prognosis tends to be favorable in patients with advanced CRC. Furthermore, the loss and gain of function assay suggested that ALDOA depletion inhibited CRC cell proliferation and migration while ectopic ALDOA showed the opposing results, indicating the oncogenic roles of ALDOA in CRC.

ALDOA exerts oncogenic activity in cancers via different signaling pathways. The function of ALDOA in pancreatic cancer [16] could be attributed to its regulatory role of HIF1α and c-Myc. In lung cancer, ALDOA exhibits a tumor-promoting effect through the EGFR/MAPK signaling cascade and modulation of HIF-1α signaling [24, 25]. Moreover, it may interact with γ-actin to promote lung cancer metastasis [26]. Finally, ALDOA increases malignant potentials by inducing the epithelial-mesenchymal transition (EMT) progress [22]. Herein, we demonstrated for the first time that ALDOA acts as a key regulator of YAP in CRC and that ALDOA’s carcinogenic properties are dependent on YAP.

YAP is usually regulated by the canonical Hippo/LATS cascade, but it can also be activated by other pathways, such as the AMPK signaling cascade [32–34]. Previous studies [32–34] indicated that AMPK-mediated regulation of YAP occurs in response to cellular energy stress and an oncogenic function of YAP activates the glycolytic pathway, thereby providing critical crosstalk between energy homeostasis and the Hippo cascade in the occurrence of carcinoma. In the present study, RNA-Seq experiment on HT29 cells (siALDOA and control) revealed that the positive and negative signatures of YAP signaling cascade in cells were significantly enriched (Fig. 4D, E, *P* were 0.002 and 0.006, respectively), suggesting the potential link between the ALDOA gene and YAP signaling pathway. Following multiple experiments confirmed the regulation of YAP by ALDOA. To investigate whether ALDOA regulates YAP through the canonical LATS1-dependent pathway, we examined LATS1 phosphorylation by ALDOA genetic manipulation in CRC cells. The results showed that ALDOA had minimal effect on LATS1 phosphorylation, indicating there might be other molecules involved in the regulation of YAP by ALDOA in CRC cells.

ALDOA, as a central enzyme in the glycolysis process, was identified as a metabolic regulator of cardiac hypertrophy by inhibiting AMPK activation [37]. ALDOA has also been shown to inhibit AMPK activation in cancer cells, possibly as a result of higher cellular ATP levels caused by enhanced glycolysis [38–40]. Our study further confirmed the inhibitory effect of ALDOA in AMPK activation in CRC cells and evidenced that ALDOA-induced YAP activation is dependent on AMPK. However, a recent study [41] demonstrated that ALDOA triggered the activation of AMPK, which was responsible for the promalignant activities in ALDOA-expressing cells. In this view, the underlined data suggest that ALDOA’s effect on various tumor tissues may be context-dependent, and the precise molecular pathways driving the discrepancy will require further investigation in the future.

The canonical activation of AMPK is dependent on a decreasing cellular energy state, which is shown by increasing AMP/ATP and ADP/ATP concentrations [42, 43]. The AMPK cascade can also be activated by glucose depletion via a non-canonical pathway involving a complex comprising the v-ATPase, regulators, AXIN, LKB1, and AMPK (v-ATPase-regulator-AXIN/LKB1 complex) [44, 45], which occurs regardless of the AMP/ATP or ADP/ATP concentrations. In low cellular glucose, the absence of FBP from aldolase induces conformation changes in its interaction with the AXIN-based AMPK-activation complex, which triggers AMPK phosphorylation [42, 43]. These results indicate that aldolase is a sensor of glucose availability and regulates AMPK in an AMP/ADP-independent manner [43]. Taken together, we suggest that two possible mechanisms are underlying the ALDOA regulation of AMPK. First, silencing ALDOA expression inhibits cellular glycolysis and ATP production, hence decreased levels of ATP/ADP leads to phosphorylation of AMPK. Second, knockdown of ALDOA triggers the formation of v-ATPase-regulator-AXIN/LKB1 complex, which activates AMPK in an AMP/ADP-independent manner.

Although extensive research is needed to elucidate the processes underlying ALDOA’s modulation of AMPK, our study revealed ALDOA as a new metabolic regulator of YAP via inhibiting the AMPK signaling cascade. The combination of ALDOA and YAP inhibition may provide a novel approach for CRC treatment.

## Materials and methods

### Clinical data

The appropriate clinical information was acquired from the GEPIA database (http://gepia.cancer-pku.cn/) and the public GEO (Gene Expression Omnibus) databases (https://www.ncbi.nlm.nih.gov/gds/). The Kaplan–Meier (K–M) curves involved were downloaded from the K–M Plotter (https://kmplot.com) database. Fresh tissue samples were obtained from the First Affiliated Hospital of Soochow University from May 2022 to December 2023. Before the surgical procedure, the patients have not received radiation or chemotherapy. All patients gave their written informed consent. The Institute Research Medical Ethics Committee at the First Affiliated Hospital of Soochow University approved this study. This research was conducted following the Helsinki Declaration. Supplementary Table S1 illustrates the clinical features of patients.

### Cell culture and transfection

The Chinese Academy of Sciences Committee Type Culture Collection cell bank (Shanghai, China) provided the five human CRC cell lines (CaCo2, HT29, SW480, DLD-1, and SW620). The culturing of cells was carried out in DMEM or RPMI media (at 37 °C and 5% CO_2_) enriched with Fetal Bovine Serum (FBS, 10%) and streptomycin/penicillin (1%), and all these reagents were obtained from Gibco, USA.

Genechem Company produced the Lentivirus vectors expressing ALDOA or short hairpin RNA (shRNA) targeting ALDOA, as well as their control vectors. The transfection was carried out following the suggestions provided by the manufacturer, as detailed in our previous study [46, 47]. Genepharma Company generated the small interfering RNAs (siRNAs). Lipofectamine RNAiMax (Invitrogen) was utilized to transfect siRNAs (at 20 nM concentration), based on the manufacturer’s recommendations. 

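The shRNA against ALDOA has the target CCATGCTTGCACTCAGAAGTT, which matches the ALDOA transcript ENST00000642816 exactly in its coding sequence. The match lies in exon 8 of 10, on the plus strand of chromosome 16 of hg38 from 30069585 to 30069605. The reference sequence from 30069555 to 30069635, with 30 bases on each side of the target, is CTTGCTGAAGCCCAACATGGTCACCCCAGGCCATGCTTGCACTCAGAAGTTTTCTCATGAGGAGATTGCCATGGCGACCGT. In GENCODE the sequence occurs in transcripts of 2 genes, ALDOA and the overlapping ENSG00000285043. The qRT-PCR primers for ALDOA lie elsewhere in the transcript, the forward primer ATGCCCTACCAATATCCAGCA in exon 3 from 30067255 to 30067275 and the reverse primer GCTCCCAGTGGACTCATCTG across exons 3 and 4. Both primers match ALDOA and ENSG00000285043. The reverse primer also matches the pseudogenes ALDOAP1 and ALDOAP2, of which the forward primer has no exact match. The ALDOA siRNA of the RNA-Seq experiment is not given as a sequence in the paper's text.

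**Figure D4:**
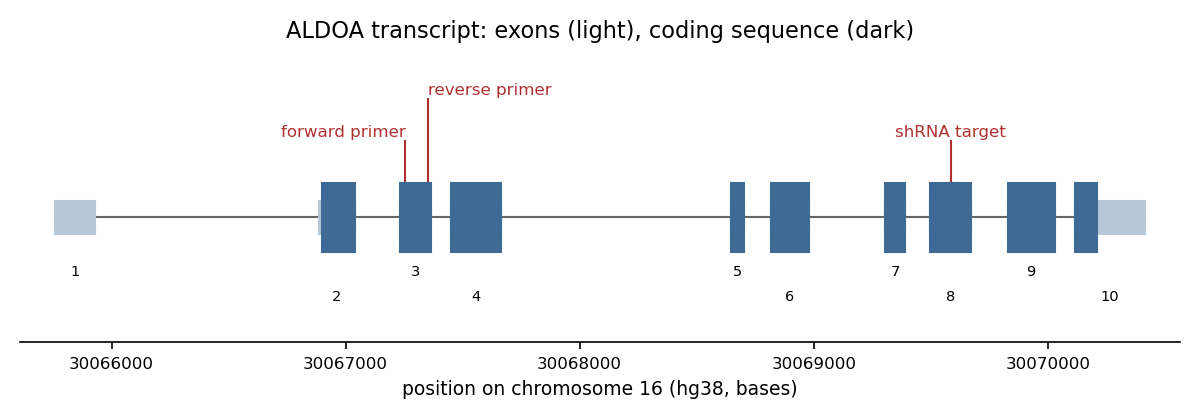
Exons (light) and coding sequence (dark) of the ALDOA transcript along chromosome 16 (hg38, position in bases), numbered 1 to 10. The shRNA target lies in exon 8, and the primers start in exon 3.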

The human ALDOA shRNA sequence is 5′-CCA TGC TTG CAC TCA GAA GTT-3′. The human AMPK siRNA sequence is 5′-GCA GAA GUA UGU AGA GCA AUC-3′ and 5′-CGC TGA GTA CTT CGA AAT GTC-3′ (siAMPK#2). 

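The sequence of siAMPK, GCAGAAGTATGTAGAGCAATC with T for U, matches transcripts of 1 gene, PRKAA1 (ENSG00000132356), which encodes the α1 subunit of AMPK. The match lies in the coding sequence in exon 7 of 9, on the minus strand of chromosome 5 of hg38 from 40764776 to 40764796. The printed sequence of siAMPK#2, CGCTGAGTACTTCGAAATGTC, had no exact match in any GENCODE transcript on either strand, nor did its first 19 bases. The longest stretch it shared with a transcript of PRKAA1 was 7 bases, and with PRKAA2, the gene of the α2 subunit, 8 bases. In the HT29 libraries PRKAA1 was at 231 ± 9.11 CPM (SD, n = 3) with siALDOA and 237 ± 3.34 CPM (SD, n = 3) with siControl. PRKAA2 had 2 counts in 1 siALDOA library and 0 in the other 5 libraries.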

The human YAP siRNA sequence is 5′-GGA AUU GAG AAC AAU GAC GUU-3′ and 5′-GGU CAG AGA UAC UUC UUA AAU-3′ (siYAP#2). 

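The first 19 bases of siYAP, GGAATTGAGAACAATGACG with T for U, match the coding sequence of YAP1 in exon 7 of 9, on chromosome 11 of hg38 from 102223705 to 102223723. The last 2 bases of the printed strand are not part of the match. The sequence of siYAP#2, GGTCAGAGATACTTCTTAAAT, spans exons 2 and 3 of YAP1, with 102114375 to 102114394 in exon 2 and its last base at 102162456. It also matches the pseudogene YAP1P1.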

A scrambled siRNA 5′-UUC UCC GAA CGU GUC ACG UTT-3′ was used as a negative control.

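Without its last 2 bases and with T for U, the scrambled sequence TTCTCCGAACGTGTCACGT had no exact match in the GENCODE transcripts on either strand.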

### Cell viability and migration assay

Colony-forming and Transwell migration assays were conducted to evaluate the proliferative and migratory potential of the cells, accordingly as described earlier [46, 47].

### ATP measurement, glucose consumption, pyruvate production and lactate production

ATP production, glucose consumption, pyruvate production and lactate production were detected using ATP content assay kit (Solarbio), Glucose Uptake Colorimetric Assay Kit (BioVision), pyruvate content detection kit (Solarbio) and lactate content detection kit (Solarbio), respectively, according to the manufacturer’s protocol.

### Seahorse metabolic measurements

Cells were cultured in a conditioned medium and the glucose, oligomycin and 2-DG were added into the XF cell culture microplate. Then, the extracellular acidification rate (ECAR) was measured with the Seahorse XFe/XF analyzer.

### Immunohistochemistry (IHC)

The paraffin-embedded samples were stained with IHC as previously described [46, 47]. Briefly, 4-μm paraffin-embedded sections were deparaffinized and rehydrated, and then hydrogen peroxide (0.3%) was utilized to block these sections. Next, the incubation of these sections was carried out with the primary antibodies for 24 h at 4 °C, followed by washing with PBS. The incubation of these sections was then carried out with a Histostain Streptavidin-Peroxidase kit (SP9001), followed by observing through a staining kit, and these kits were obtained from Zhongshanjinqiao Biotechnology, China. In this study, the primary antibodies detecting human ALDOA, AREG and CTGF (dilution 1:100; Proteintech) were used.

### Immunofluorescence (IF) assay

The cells fixation was carried out with paraformaldehyde (4%) for 0.5 h, followed by extraction with 0.5% Triton X-100 solution (Sigma-Aldrich) at ~25 °C for 10 min. The cells were treated with the primary antibodies YAP (dilution 1:100; #14074, Cell Signaling Technology (CST)) for 60 min at ~25 °C after being blocked with goat serum (Zsbio, Beijing, China) for 0.5 h. at ~25 °C. PBS was used for washing purposes. The cells incubation was then carried out with a secondary antibody (Alexa Fluor-488 anti-rabbit) for 60 min at ~25 °C, followed by staining with DAPI at ~25 °C for 10 min. The anti-fade solution was being used to mount the coverslips onto glass slides, which were then examined using an epifluorescence microscope (Nikon).

### Western blotting

RIPA lysis buffer (Beyotime, China) was utilized to extract whole-cell lysates, which were then evaluated using a BCA protein assay kit (Pierce, USA). Proteins were separated using SDS-PAGE, followed by moving onto PVDF membranes. The membrane incubation was then carried out with the primary and secondary antibodies, accordingly, followed by visualizing through chemiluminescence. Antibodies used are provided in Supplementary Table S2.

### Quantitative real-time PCR (qRT-PCR)

TRIzol reagent (Thermo Fisher Scientific) was utilized to extract total RNAs, followed by reverse transcription using cDNA Synthesis SuperMix (TransGen Biotech), as suggested by the manufacturer. qPT-PCR was conducted with SYBR Green RT-PCR kits (ABI, USA) using an ABI 7500 Fast Real-Time PCR System (Applied Biosystems, UK), as suggested by the manufacturer. The sequencing information for the primers are provided in Supplementary Table S3.

### In vivo mouse model

Nanjing University’s Nanjing Biomedical Research Institute provided four-week-old male nude mice (BALB/c, SPF grade). For the tumorigenesis assay, the subcutaneous implantation of cells (5 × 10^6^ cells in 200 μL of PBS) was carried out into the groin of the mice (two groups, 3 mice/group). The mice were euthanized post 28 days, followed by weighing the subcutaneous tumors. For metastasis assay, cells (5 × 10^6^ cells/150 μL of PBS) were injected into the tail veins of the mice (two groups, 3 mice/group). Next, the mice were euthanized post 6 weeks, followed by measuring the metastatic nodules. The approval for in vivo experiments was provided by the Animal Ethics Committee of Soochow University (Suzhou, Jiangsu, PR China).

### RNA-Seq experiment

Total RNA was isolated from the HT29 cells (siALDOA and control) using Lipofectamine RNAiMax (Invitrogen; ThermoFisher) according to the manufacturer’s instructions. RNA-Seq libraries (with both siALDOA and control in triplicate) were constructed according to standard Illumina protocols. Novogene Biotech Co., Ltd (Beijing, China) generated Illumina sequencing reads (150 bp, paired-end) on the NovaSeq X Plus platform (Illumina). The raw data of this RNA-Seq experiment have been deposited on GEO with the accession number GSE277845.

### Bioinformatics analysis

Gene expression analysis and gene set enrichment analysis (GSEA) were performed as described in the Supplementary Materials and Methods.

### Statistical evaluations

All experiments were repeated for three times and data were indicated as means ± SEM. Student’s *t-test* or one way ANOVA was used to evaluate the variations between groups. The association between the expression of ALDOA and clinicopathological characteristics was identified using Fisher’s exact or *χ*^2^ test. Spearman rank correlation analysis was used to calculate the correlations between protein expression levels. *P*-value < 0.05 was regarded as statistically considerable.

## Supplementary information

ALDOA CRC Supplementary data

Original Western Blots

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: ALDOA contributes to colorectal tumorigenesis and metastasis by targeting YAP
**Source:** Cell Death Discov. 2025 Jan 5;10:489. doi: 10.1038/s41420-024-02249-z
**Supplement:** Supplementary file 1 — ALDOA CRC Supplementary data

**ALDOA contributes to colorectal tumorigenesis and metastasis by targeting YAP**

Liang Sun^1,#^, Ting Lu^2,#^, Linhua Jiang^1,#^, Huihui Yao^1^, Qixuan Xu^1^, Jie Sun^1^, Xiaoqin Yang^3^, Songbing He^1^ and Xinguo Zhu^1^

^#^ Co-first author

**Materials and Methods**

**Bioinformatics analysis**

Raw reads were aligned back to the human reference genome (hg38) by tophat2 software (version 2.1.1). [1] Read counts for each gene were calculated by gfold software (version 1.1.4). [2] Further differentially expressed genes were identified by the R language workflow of “limma” (version 3.60.4) [3] and “edgeR” (version 4.2.1) [4] packages. A P < 0.01 indicated a significantly differentially expressed gene. Function enrichment analyses for the differential genes were conducted by Toppgene webserver (https://toppgene.cchmc.org/enrichment.jsp). [5] For the published RNA-Seq dataset for YAP/TAZ Knockdown in the HCT116 cell line (GSE176475)[6], the top 100 up-regulated and top 100 down-regulated genes ranked according to the P-values were defined as the signatures for YAP signaling pathways in colon cancer. Further gene set enrichment analysis (GSEA) was performed to determine the functional character difference between the ALDOA knockdown and control treatments (Scoring scheme: classic model; Permute: gene set). [7] A P < 0.05 indicated a significant enrichment.

[1] Kim, D.; Pertea, G.; Trapnell, C.; Pimentel, H.; Kelley, R.; Salzberg, S. L., TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology 2013, 14 (4), R36.

[2] Feng, J.; Meyer, C. A.; Wang, Q.; Liu, J. S.; Shirley Liu, X.; Zhang, Y., GFOLD: a generalized fold change for ranking differentially expressed genes from RNA-seq data. Bioinformatics 2012, 28 (21), 2782-8.

[3] Ritchie, M. E.; Phipson, B.; Wu, D.; Hu, Y.; Law, C. W.; Shi, W.; Smyth, G. K., limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res 2015, 43 (7), e47.

[4] Robinson, M. D.; McCarthy, D. J.; Smyth, G. K., edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 2010, 26 (1), 139-40.

[5] Chen, J.; Bardes, E. E.; Aronow, B. J.; Jegga, A. G., ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res 2009, 37 (Web Server issue), W305-11.

[6] Guo, Y.; Zhu, Z.; Huang, Z.; Cui, L.; Yu, W.; Hong, W.; Zhou, Z.; Du, P.; Liu, C. Y., CK2-induced cooperation of HHEX with the YAP-TEAD4 complex promotes colorectal tumorigenesis. Nat Commun 2022, 13 (1), 4995.

[7] Subramanian, A.; Tamayo, P.; Mootha, V. K.; Mukherjee, S.; Ebert, B. L.; Gillette, M. A.; Paulovich, A.; Pomeroy, S. L.; Golub, T. R.; Lander, E. S.; Mesirov, J. P., Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 2005, 102 (43), 15545-50.

**
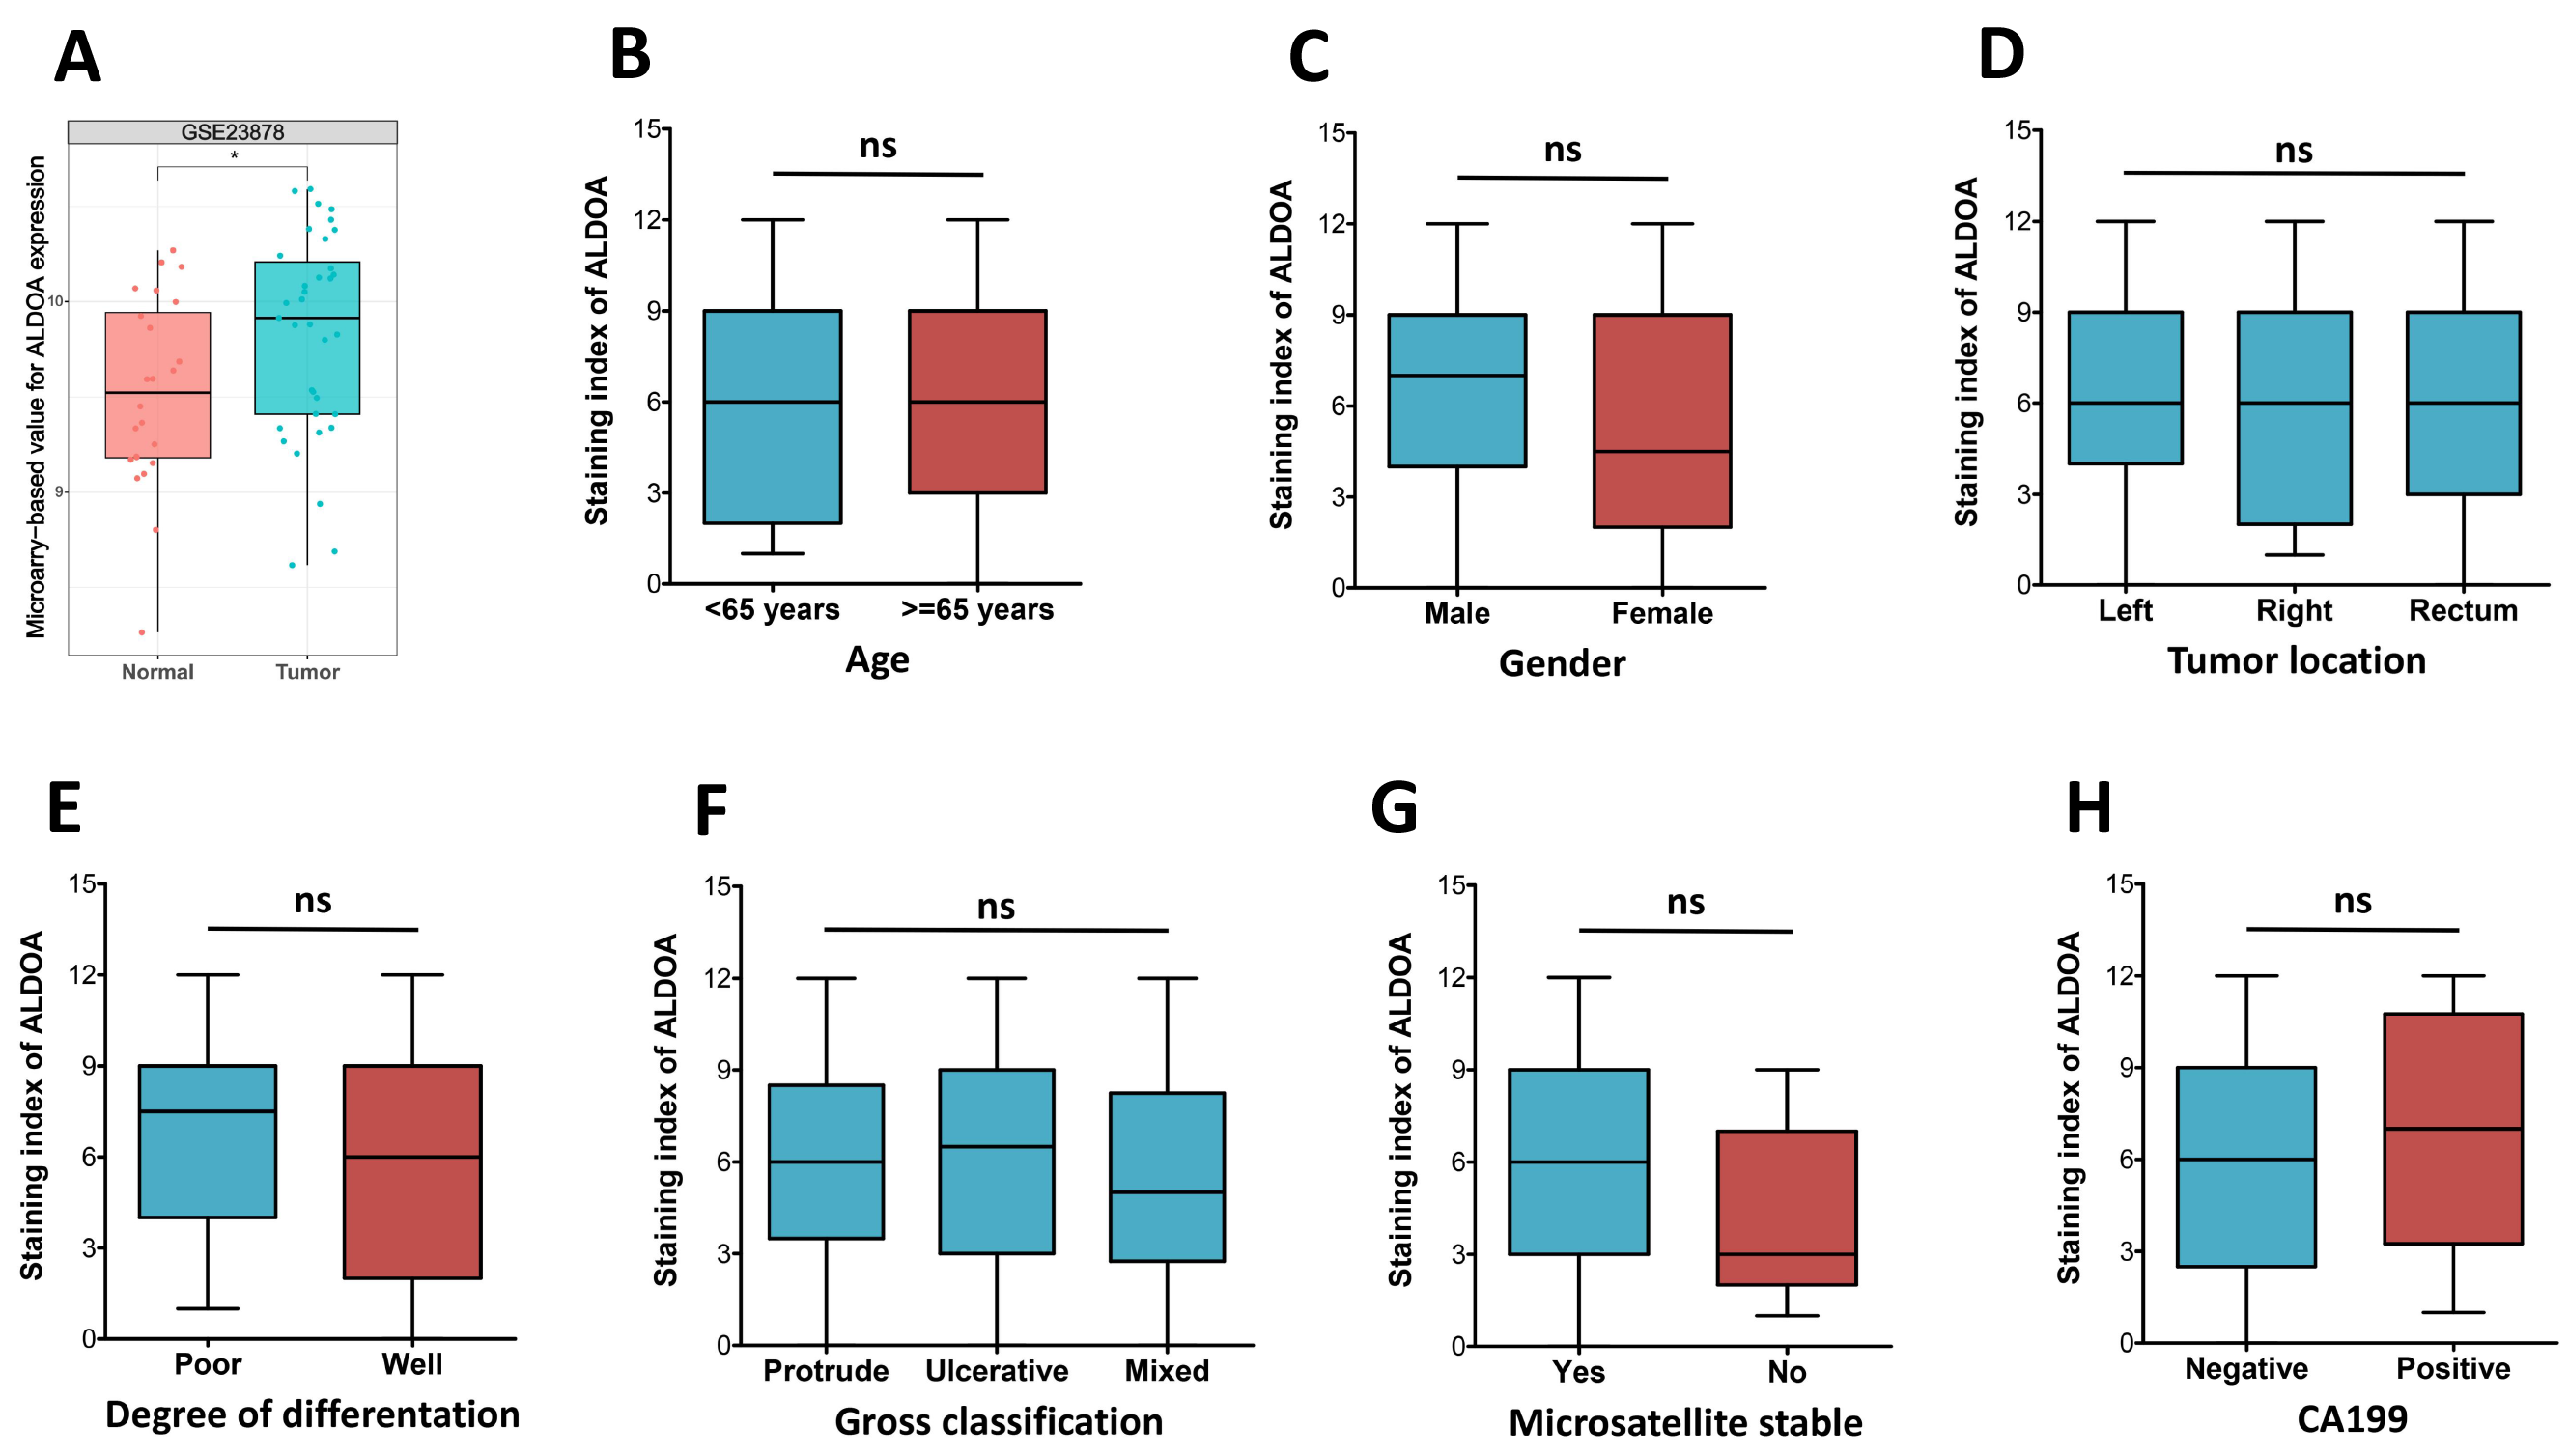
**

**Supplementary Figure S1**. ALDOA expression in CRC tissues. (A) ALDOA gene expression in CRC tissues and cell lines derived from the GSE23878 dataset. (B-H) IHC staining to analyze ALDOA expression in CRC tissues of different age (B, < 65 years vs. >= 65 years), gender (C, Male vs. Female), Tumor location (D, Left vs. Right vs. Rectum), Degree of differentiation (E, Poor vs. Well), Gross classification (F, Protrude type vs. Ulcerative type vs. Mixed type), Microsatellite stable (G, Yes vs. No) and serum CA199 level (H, Negative vs. Positive). ns, nonsignificant, **P* < 0.05.

**
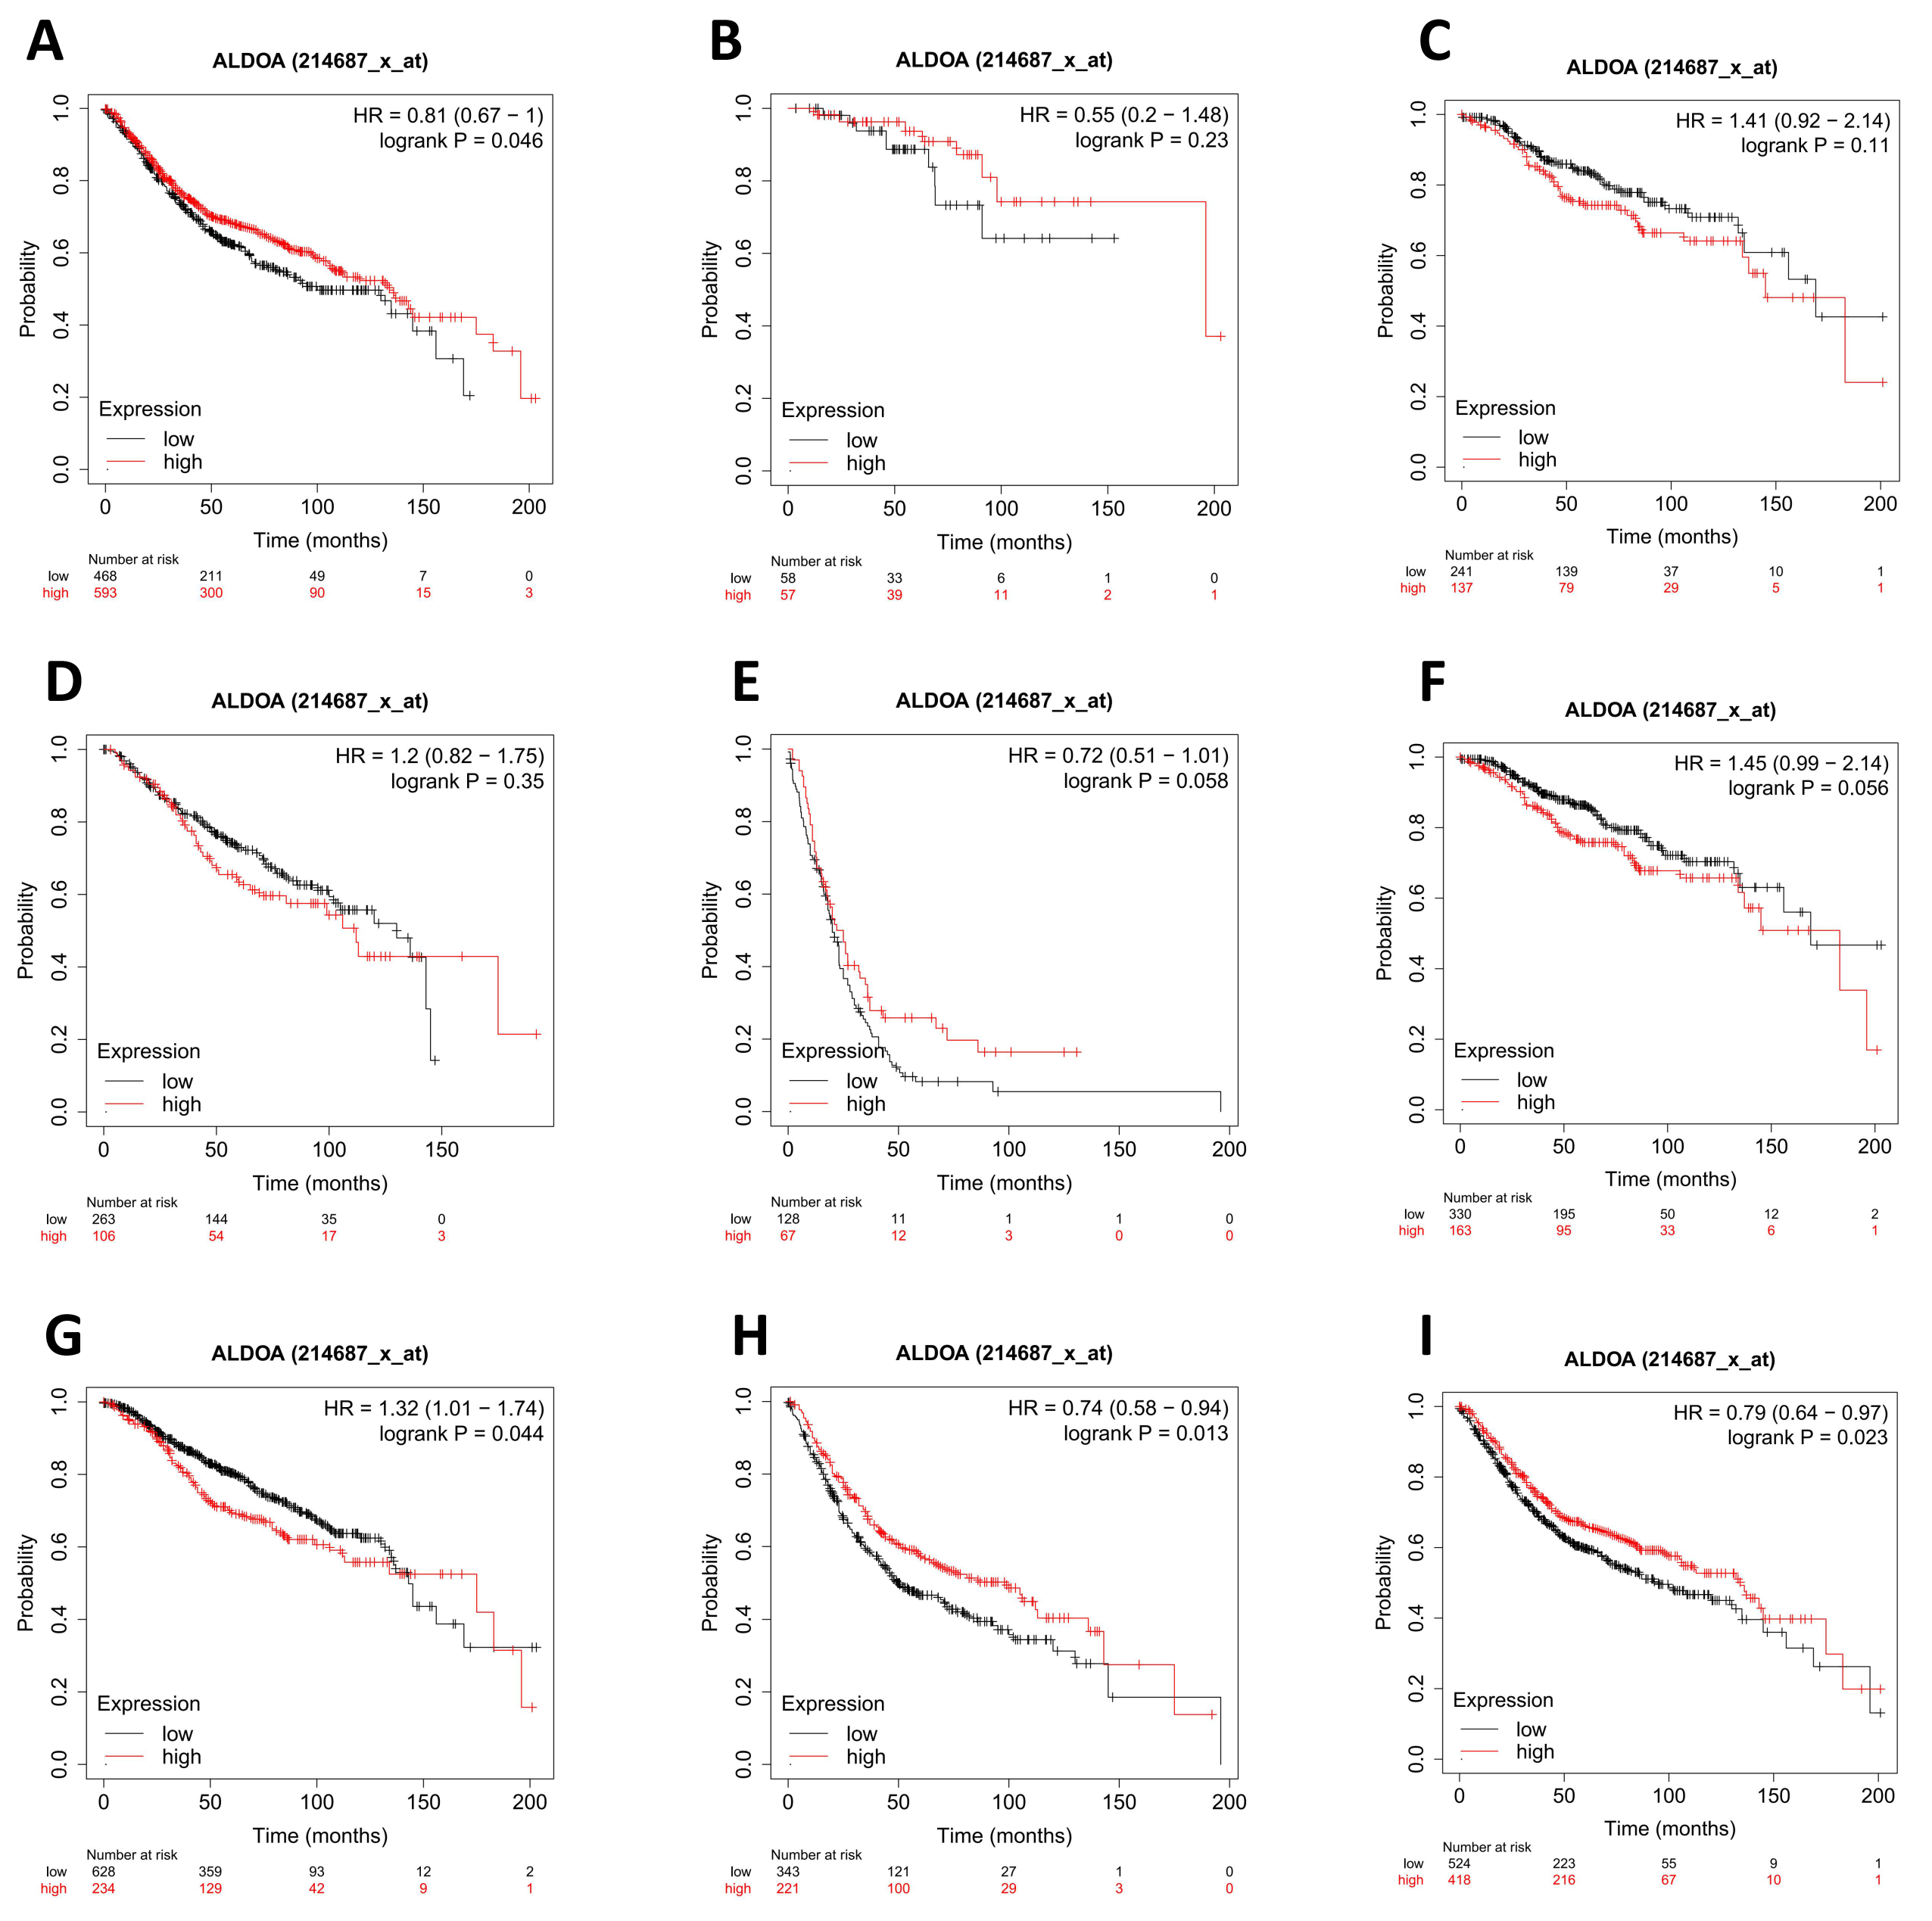
**

**Supplementary Figure S2**. ALDOA mRNA expression in different stages of CRC correlates with overal survival (OS) of CRC patients from the Kaplan-Meier plotter databases. (A) Kaplan-Meier curve for the OS of CRC patients. (B-E) Kaplan-Meier curve for the OS of CRC patients with different tumor staging (stage I (B), stage II (C), stage III (D), stage IV (E)). (F-I) Kaplan-Meier curve for the OS of CRC patients with different tumor staging (stage I-II (F), stage I-III (G), stage III-IV (H), stage II-IV (I)).

**
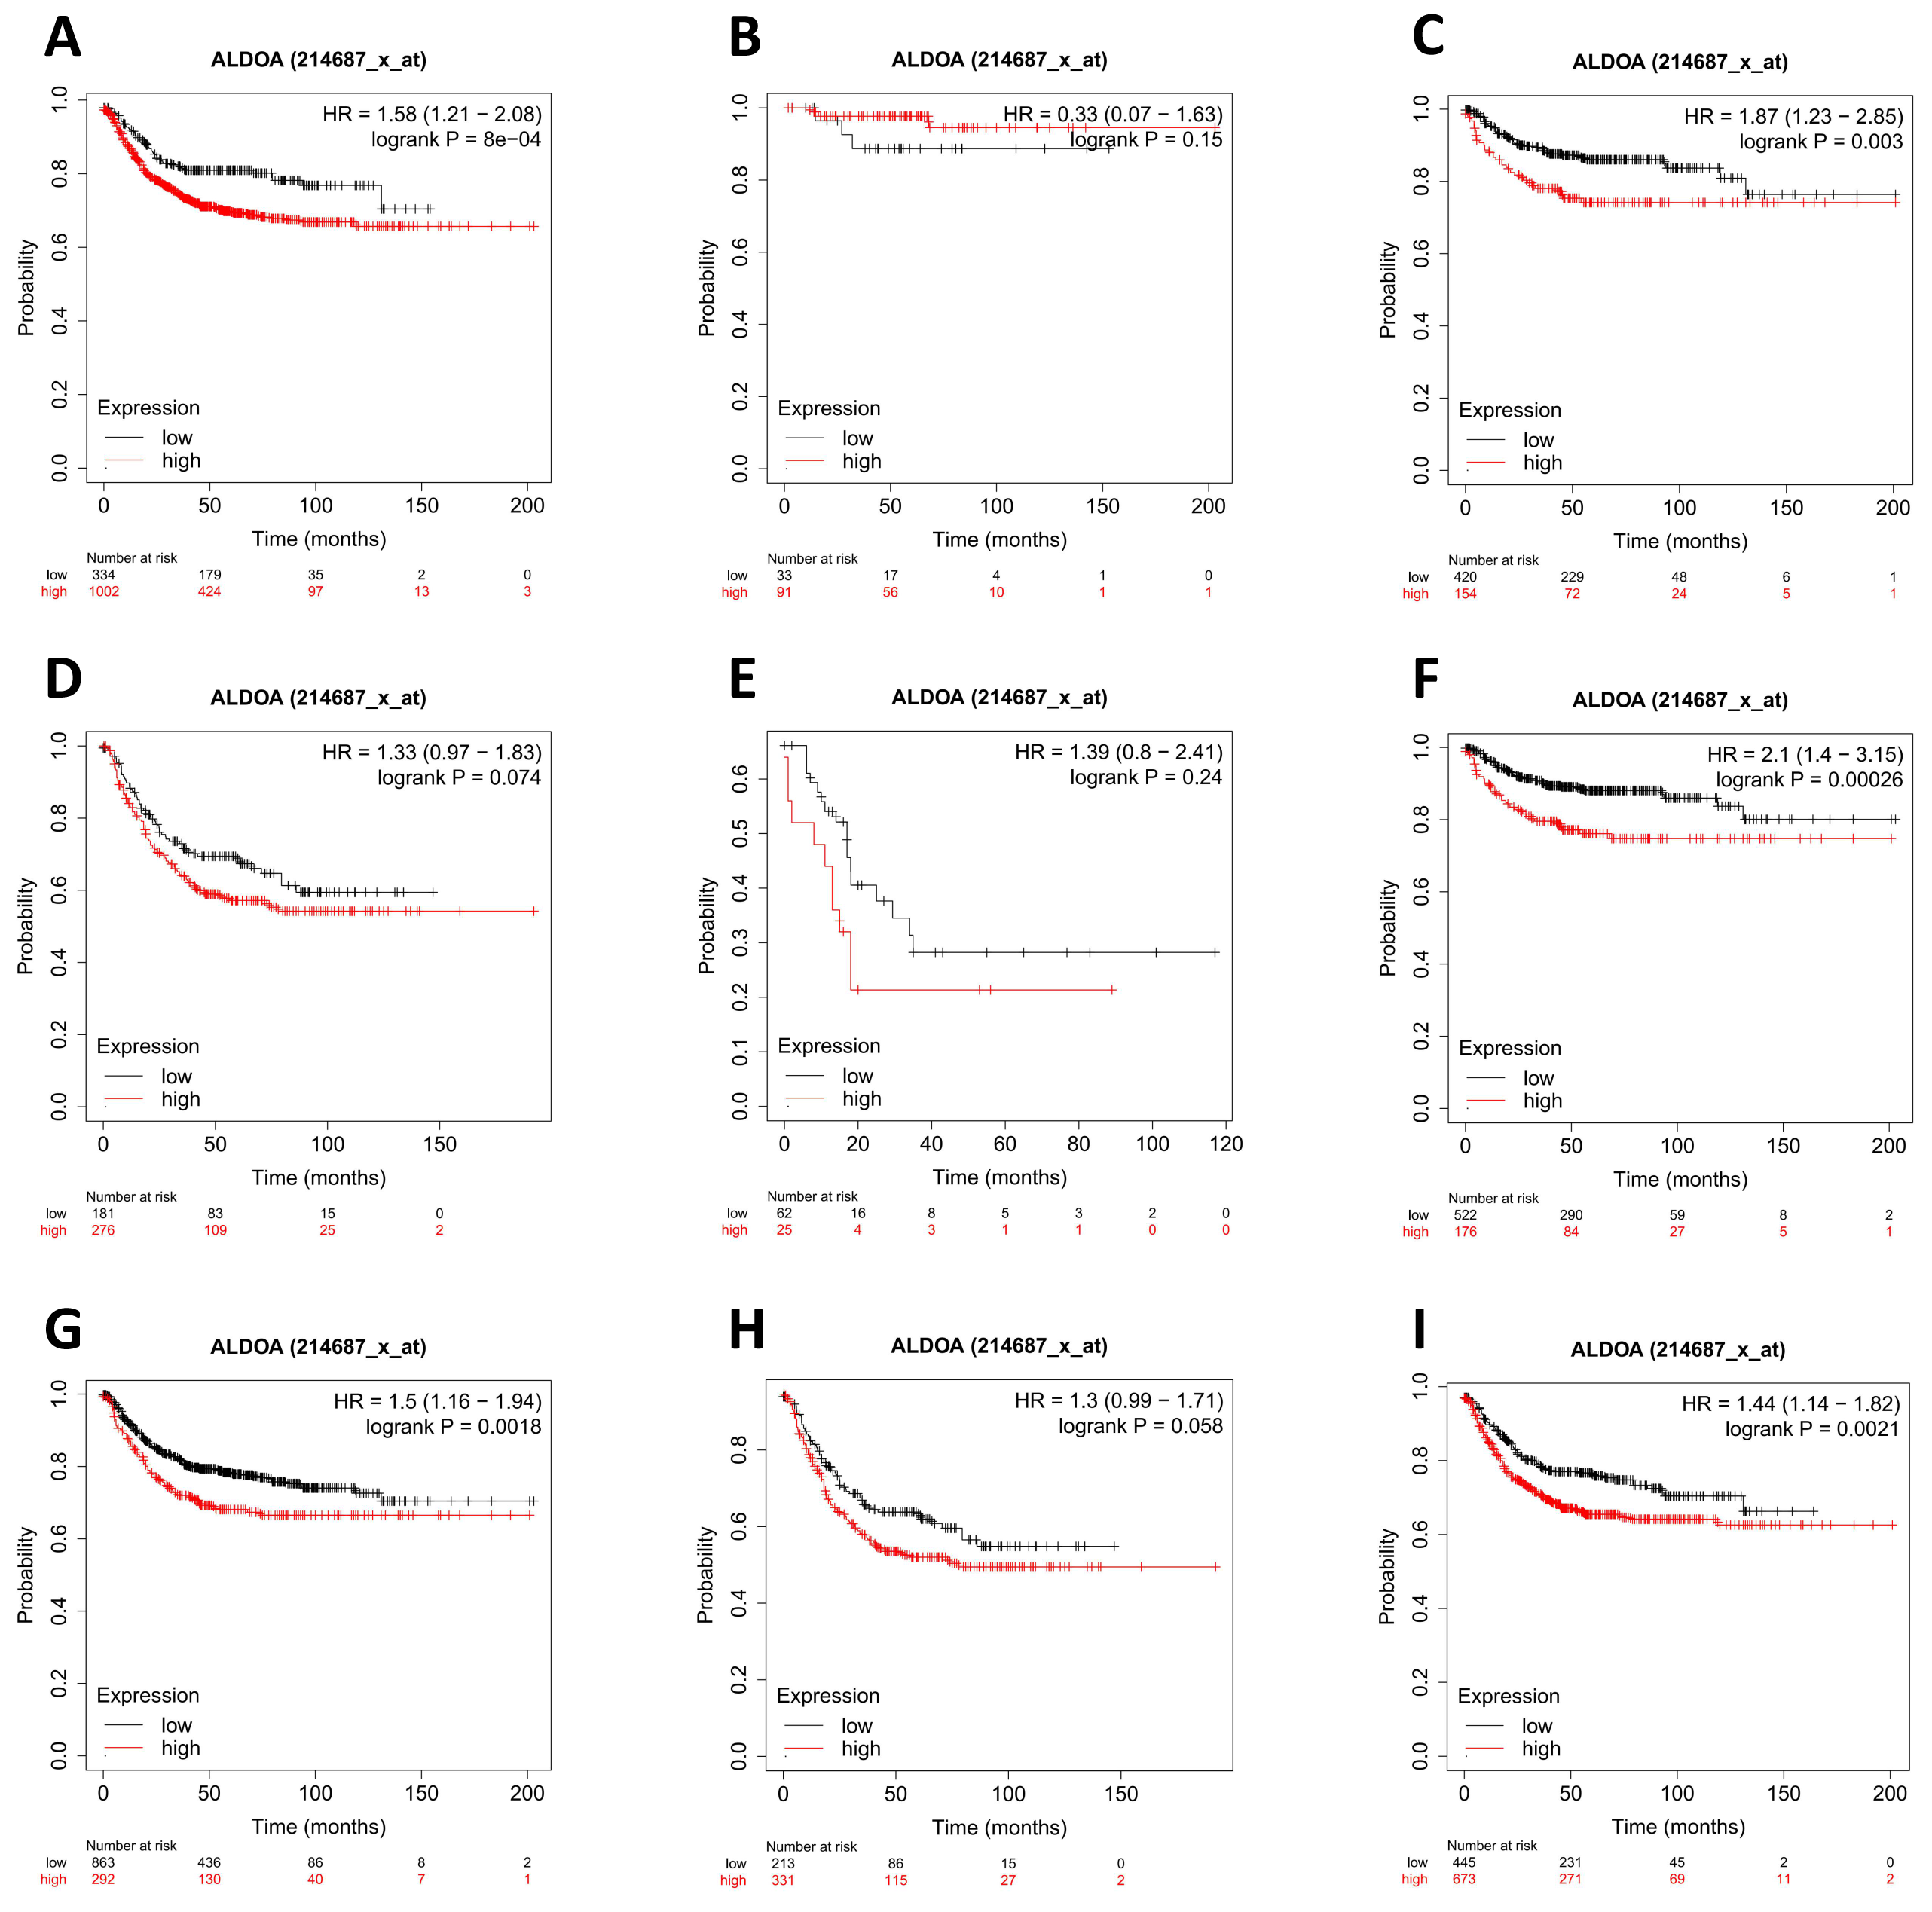
**

**Supplementary Figure S3**. ALDOA mRNA expression in different stages of CRC correlates with relapse-free survival (RFS) of CRC patients from the Kaplan-Meier plotter databases. (A) Kaplan-Meier curve for the RFS of CRC patients. (B-E) Kaplan-Meier curve for the RFS of CRC patients with different tumor staging (stage I (B), stage II (C), stage III (D), stage IV (E)). (F-I) Kaplan-Meier curve for the RFS of CRC patients with different tumor staging (stage I-II (F), stage I-III (G), stage III-IV (H), stage II-IV (I)).

**
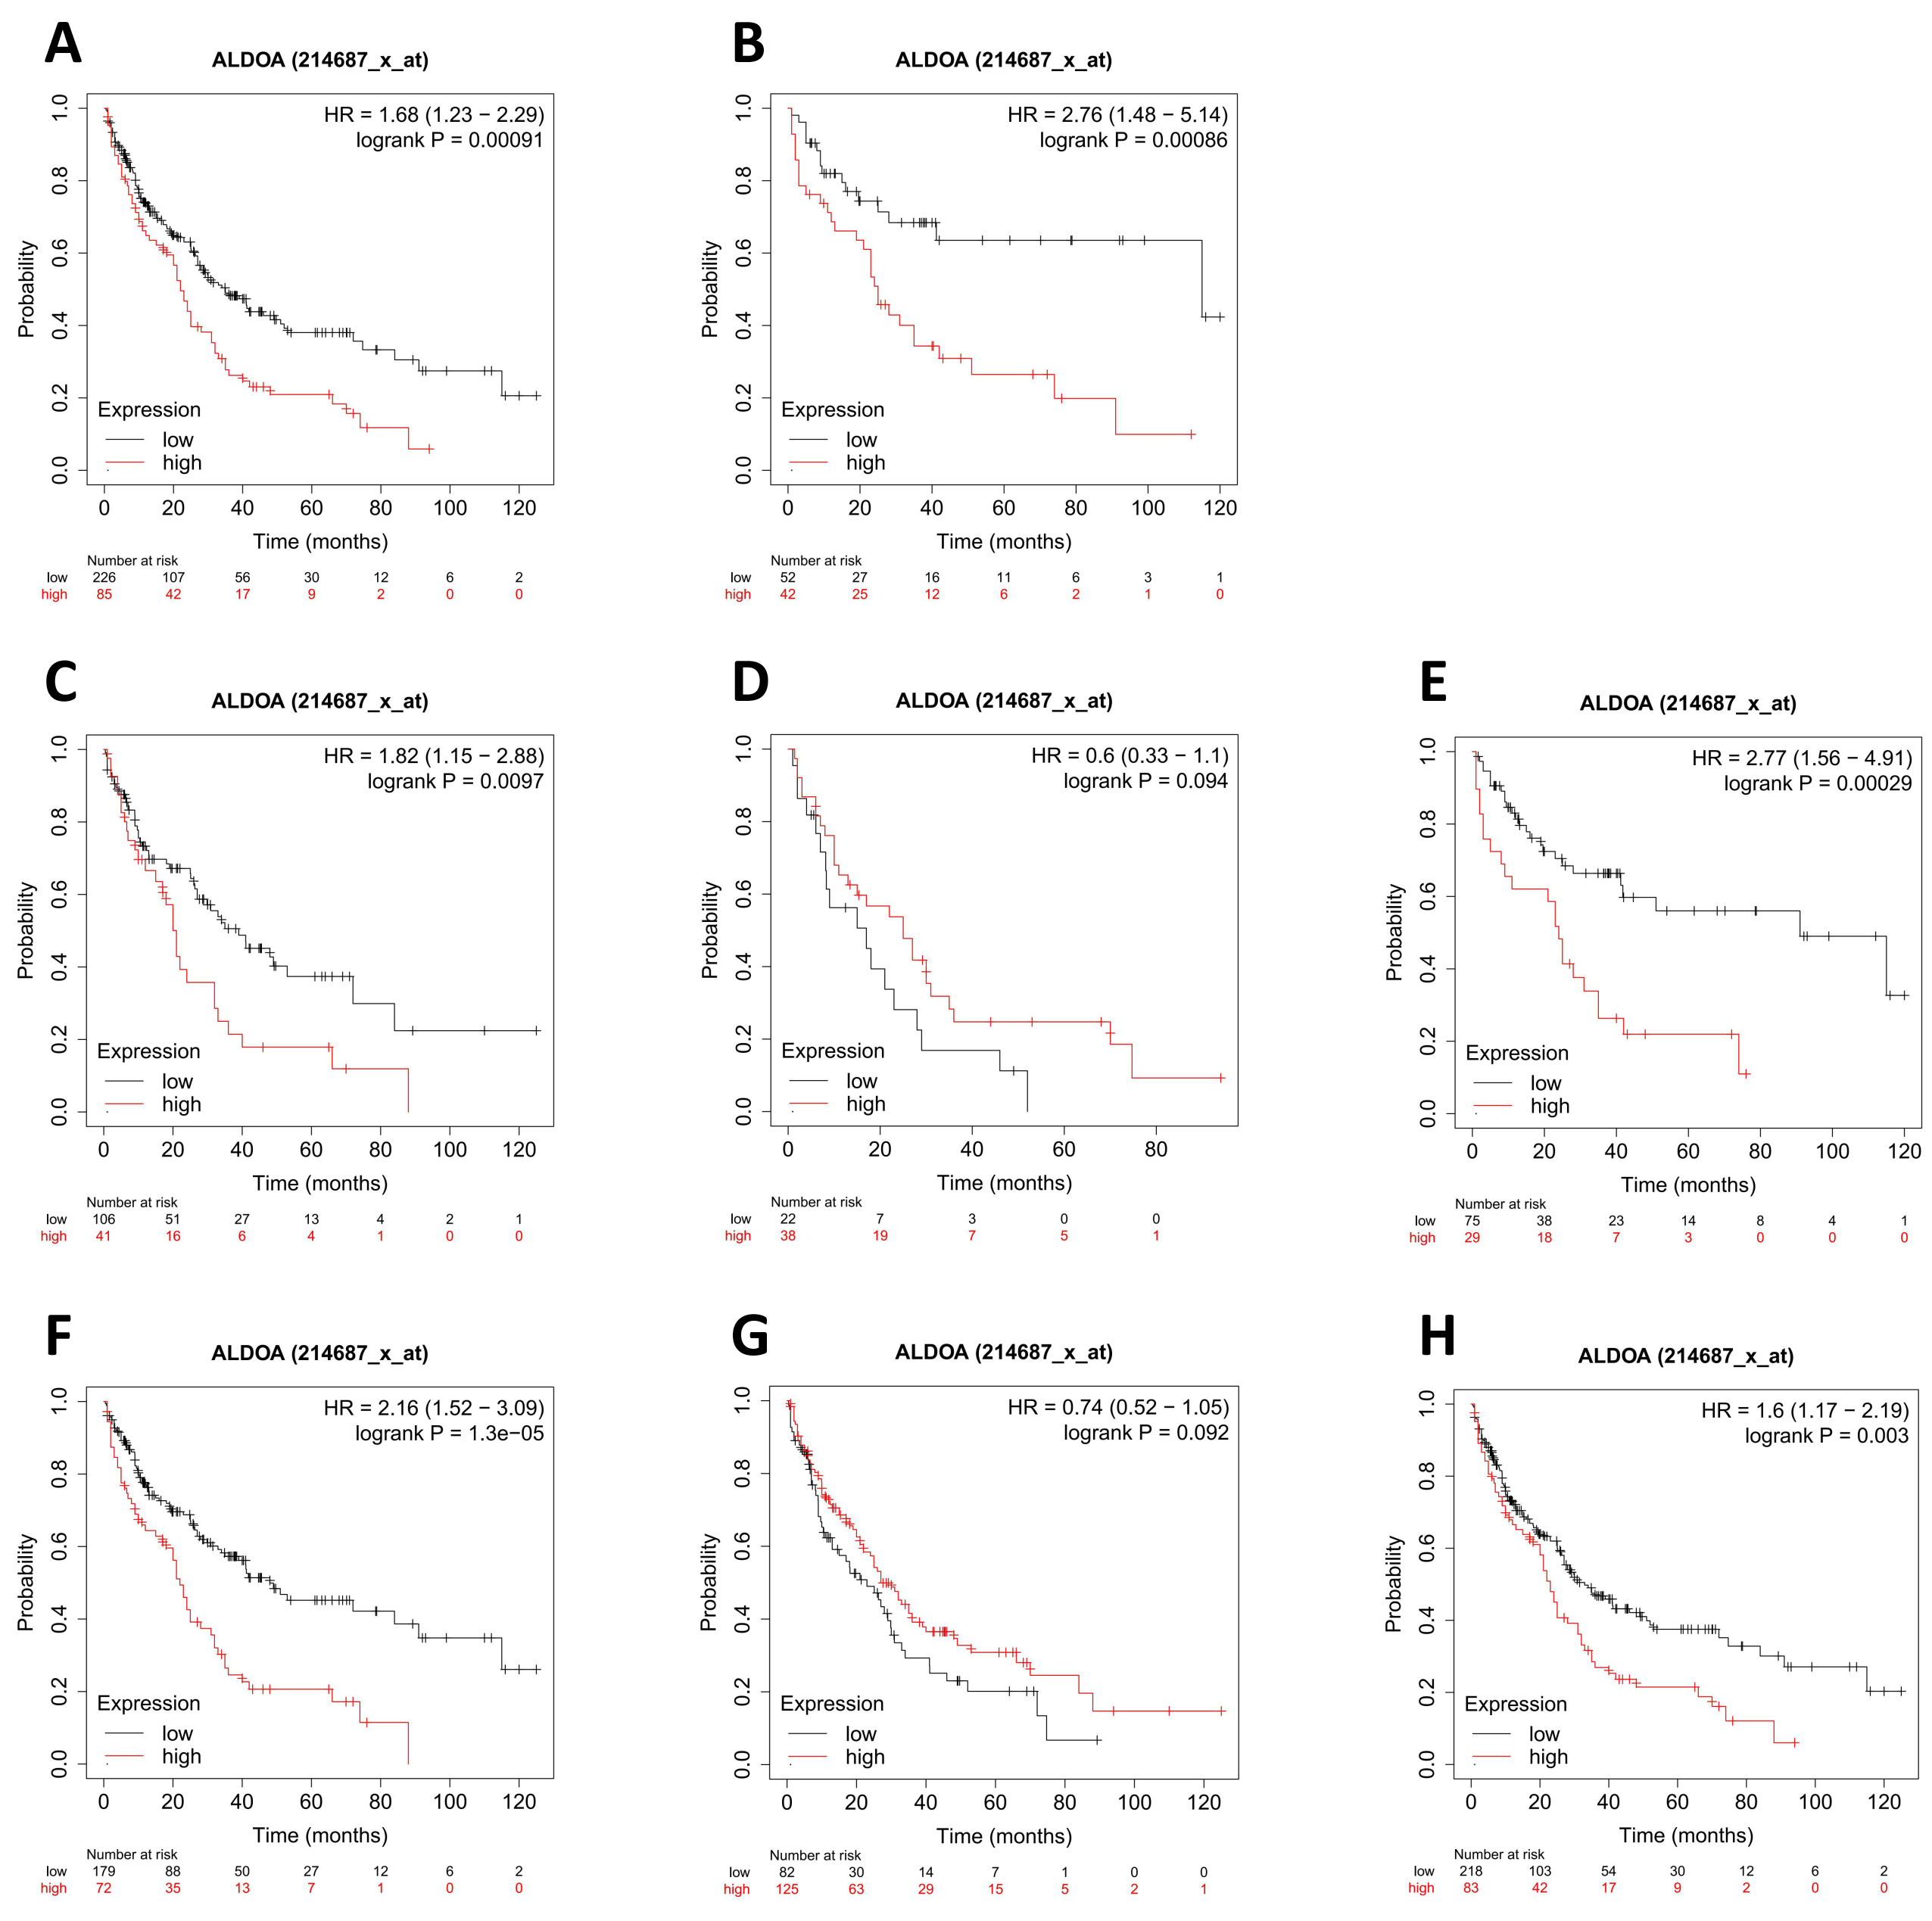
**

**Supplementary Figure S4**. ALDOA mRNA expression in different stages of CRC correlates with post-progression survival (PPS) of CRC patients from the Kaplan-Meier plotter databases. (A) Kaplan-Meier curve for the PPS of CRC patients. (B-D) Kaplan-Meier curve for the PPS of CRC patients with different tumor staging (stage I (B), stage III (C), stage IV (D)). (E-H) Kaplan-Meier curve for the PPS of CRC patients with different tumor staging (stage I-II (E), stage I-III (F), stage III-IV (G), stage II-IV (H)).

**
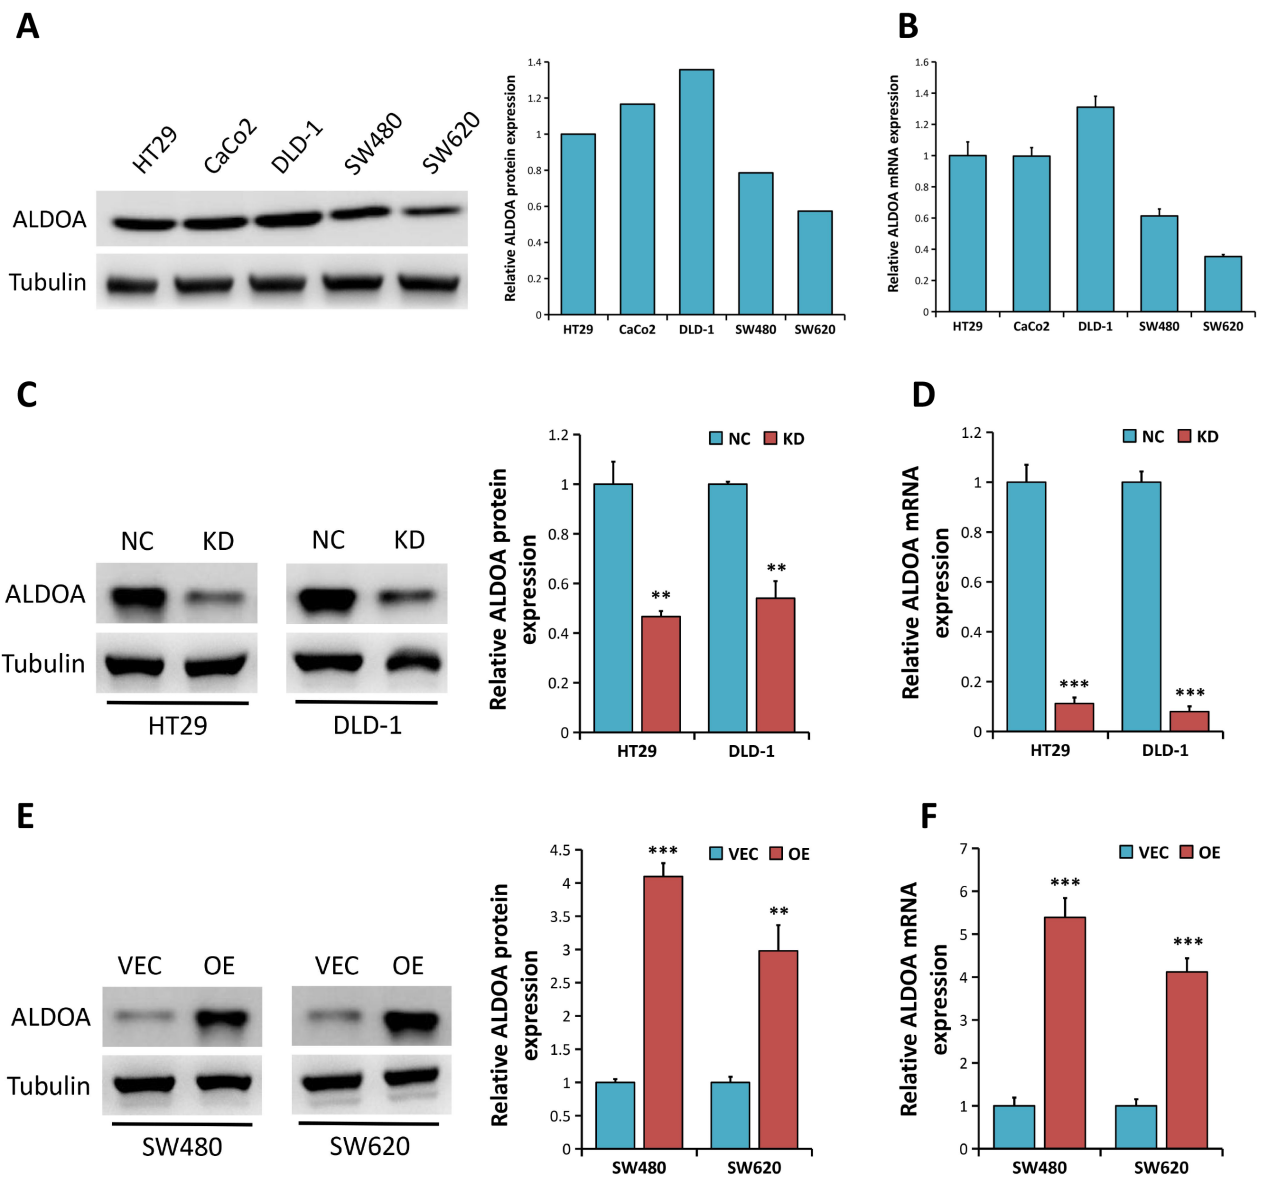
**

**Supplementary Figure S5.** ALDOA expression in CRC cell lines. (A) Western blotting analysis of ALDOA protein level in five CRC cell lines (HT29, CaCo2, DLD-1, SW480, SW620). (B) qRT-PCR analysis of ALDOA mRNA level in five CRC cell lines (HT29, CaCo2, DLD-1, SW480, SW620). (C-D) Western blotting (C) and qRT-PCR (D) analysis of ALDOA expression in control (NC) and shALDOA-infected (KD) HT29 and DLD-1 cells. (E-F) Western blotting (E) and qRT-PCR (F) analysis of ALDOA expression in SW480 and SW620 cells transfected with empty vector (VEC) and Lenti-ALDOA (OE). ***P* < 0.01, ****P* < 0.001.

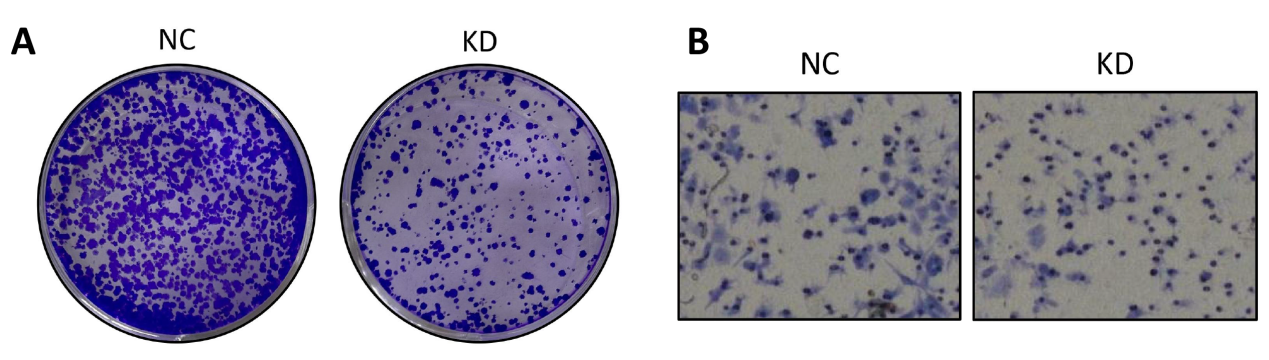

**Supplementary Figure S6.** ALDOA knockdown inhibits the proliferation and migration of DLD-1 cells. (A) The cell proliferation ability was examined by colony formation assays in DLD-1 cells (NC vs. KD). (B) The migration capacity was evaluated by Transwell assays in DLD-1 cells (NC vs. KD).

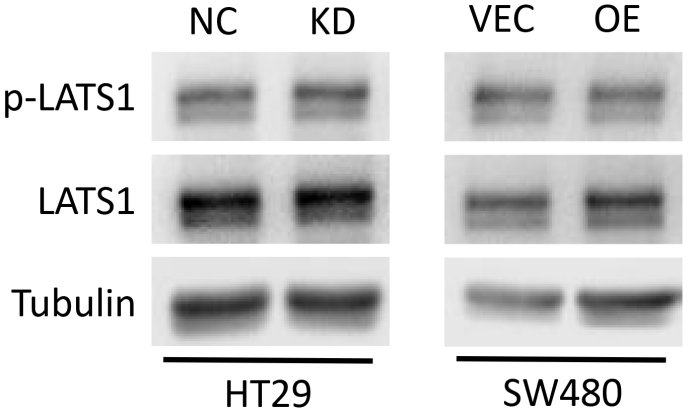

**Supplementary Figure S7.** Western blotting analysis of p-LATS1 and LATS1 expression in HT-29 cells (NC vs. KD) SW480 cells (VEC vs. OE).

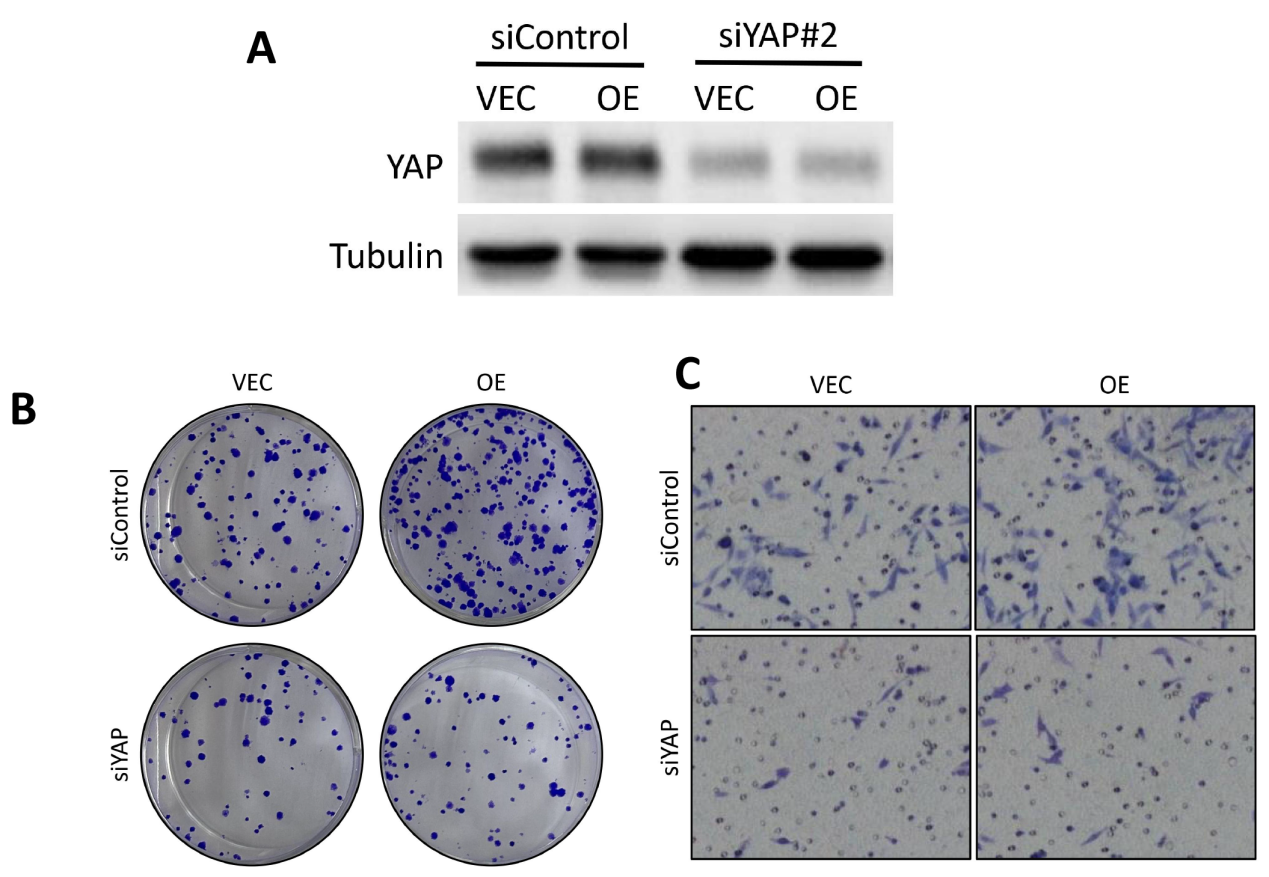

**Supplementary Figure S8.** ALDOA promotes CRC cell proliferation and migration in a YAP-dependent manner. (A) Western blotting analysis of YAP expression in SW480 cells (VEC vs. OE) treated with siRNA against YAP (siYAP#2) and siControl. (B) The cell proliferation ability was examined by colony formation assays in SW480 cells (VEC vs. OE) treated with siYAP#2 and siControl. (C) The migration capacity was evaluated by Transwell assays in SW480 cells (VEC vs. OE) treated with siYAP#2 and siControl.

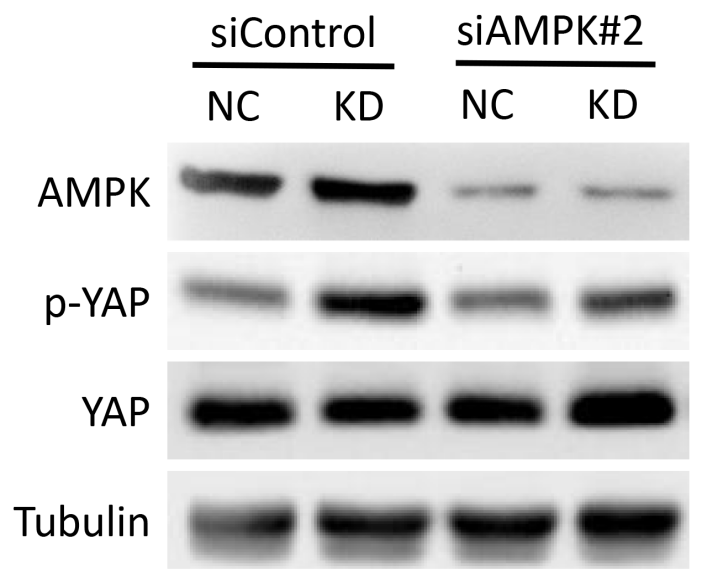

**Supplementary Figure S9.** Western blotting analysis of the indicated proteins in HT-29 cells (NC vs. KD) treated with siRNA against AMPK (siAMPK#2) and siControl.

**Supplementary Table S1.** Relationship between ALDOA and clinico-pathological features of CRC patients.

|  | **No.** | **ALDOA expression** | | ***χ*^2^** | ***P* value** |
| --- | --- | --- | --- | --- | --- |
|  |  | **None or low** | **High** |  |  |
| **Total** | 129 | 52 (40.3%) | 77 (59.7%) |  |  |
| **Age (years)** |  |  |  |  |  |
| <65 | 46 | 18 (39.1%) | 28 (60.9%) | 0.041 | 0.839 |
| >=65 | 83 | 34 (41.0%) | 49 (59.0%) |  |  |
| **Gender** |  |  |  |  |  |
| Male | 83 | 29 (34.9%) | 54 (65.1%) | 2.790 | 0.095 |
| Female | 46 | 23 (50.0%) | 23 (50.0%) |  |  |
| **Tumor size** |  |  |  |  |  |
| <5cm | 76 | 40 (52.6%) | 36 (47.4%) | 11.672 | 0.001** |
| >=5cm | 53 | 12 (22.6%) | 41 (77.4%) |  |  |
| **Tumor location** |  |  |  |  |  |
| Left-sided colon | 36 | 13 (36.1%) | 23 (63.9%) | 1.949 | 0.377 |
| Right-sided colon | 43 | 21 (48.8%) | 22 (51.2%) |  |  |
| Rectum | 50 | 18 (36.0%) | 32 (64.0%) |  |  |
| **Gross classification** |  |  |  |  |  |
| Protrude type | 37 | 15 (40.5%) | 22 (59.5%) | 0.049 | 0.976 |
| Ulcerative type | 88 | 31 (35.2%) | 47 (64.8%) |  |  |
| Mixed type | 14 | 6 (42.9%) | 8 (57.1%) |  |  |
| **Degree of differentiation** |  |  |  |  |  |
| Poor | 46 | 16 (34.8%) | 30 (65.2%) | 0.908 | 0.341 |
| Well | 83 | 36 (43.4%) | 47 (56.6%) |  |  |
| **Vascular invasion** |  |  |  |  |  |
| Yes | 4 | 0 (0.0%) | 4 (100.0%) | - | 0.148 |
| No | 125 | 52 (41.6%) | 73 (58.4%) |  |  |
| **Nerve invasion** |  |  |  |  |  |
| Yes | 18 | 5 (27.8%) | 13 (72.2%) | 1.365 | 0.243 |
| No | 111 | 47 (42.3%) | 64 (57.7%) |  |  |
| **Microsatellite stable** |  |  |  |  |  |
| Yes | 120 | 47 (39.2%) | 73 (60.8%) | - | 0.483 |
| No | 9 | 5 (55.6%) | 4 (44.0%) |  |  |
| **Depth of invasion** |  |  |  |  |  |
| T1-2 | 5 | 5 (100.0%) | 0 (0.0%) | - | 0.009** |
| T3-4 | 124 | 47 (37.9%) | 77 (62.1%) |  |  |
| **Lymph node metastasis** |  |  |  |  |  |
| N0 | 71 | 39 (54.9%) | 32 (45.1%) | 13.851 | 0.001** |
| N1 | 43 | 11 (25.6%) | 32 (74.4%) |  |  |
| N2 | 15 | 2 (13.3%) | 13 (86.7%) |  |  |
| **TNM stage** |  |  |  |  |  |
| I-II | 70 | 39 (55.7%) | 31 (44.3%) | 15.094 | 0.000*** |
| III-IV | 59 | 13 (22.0%) | 46 (78.0%) |  |  |

** *P* < 0.01, *** *P* < 0.001

**Supplementary Table S2.** Antibody information

| **Name** | **Company** | **Catalog Number** |
| --- | --- | --- |
| ALDOA | Proteintech | 11217-1-AP |
| CTGF | Proteintech | 23936-1-AP |
| AREG | Proteintech | 16036-1-AP |
| Tubulin | Proteintech | 11224-1-AP |
| Lamin B | Proteintech | 12987-1-AP |
| GAPDH | Beyotime | AG019 |
| Phospho-YAP (Ser127) | Cell Signaling Technology | 57706 |
| YAP | Cell Signaling Technology | 14074 |
| Phospho-AMPKα (Thr172) | Cell Signaling Technology | 2535 |
| AMPKα | Cell Signaling Technology | 2532 |
| Phospho-LATS1 | Cell Signaling Technology | 8654 |
| LATS1 | Cell Signaling Technology | 3477 |

**Supplementary Table S3.** Primers used for qRT-PCR analysis.

| **Gene** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** |
| --- | --- | --- |
| *ALDOA* | ATGCCCTACCAATATCCAGCA | GCTCCCAGTGGACTCATCTG |
| *CTGF* | CCTGGTCCAGACCACAGAGT | TGTCTTCATGCTGGTGCAG |
| *AREG* | GCTCTTGATACTCGGCTCAG | CCCGAGGACGGTTCACTAC |
| *18s* | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |

# Supplementary material for: ALDOA contributes to colorectal tumorigenesis and metastasis by targeting YAP
**Source:** Cell Death Discov. 2025 Jan 5;10:489. doi: 10.1038/s41420-024-02249-z

**Figure 5A p-YAP**

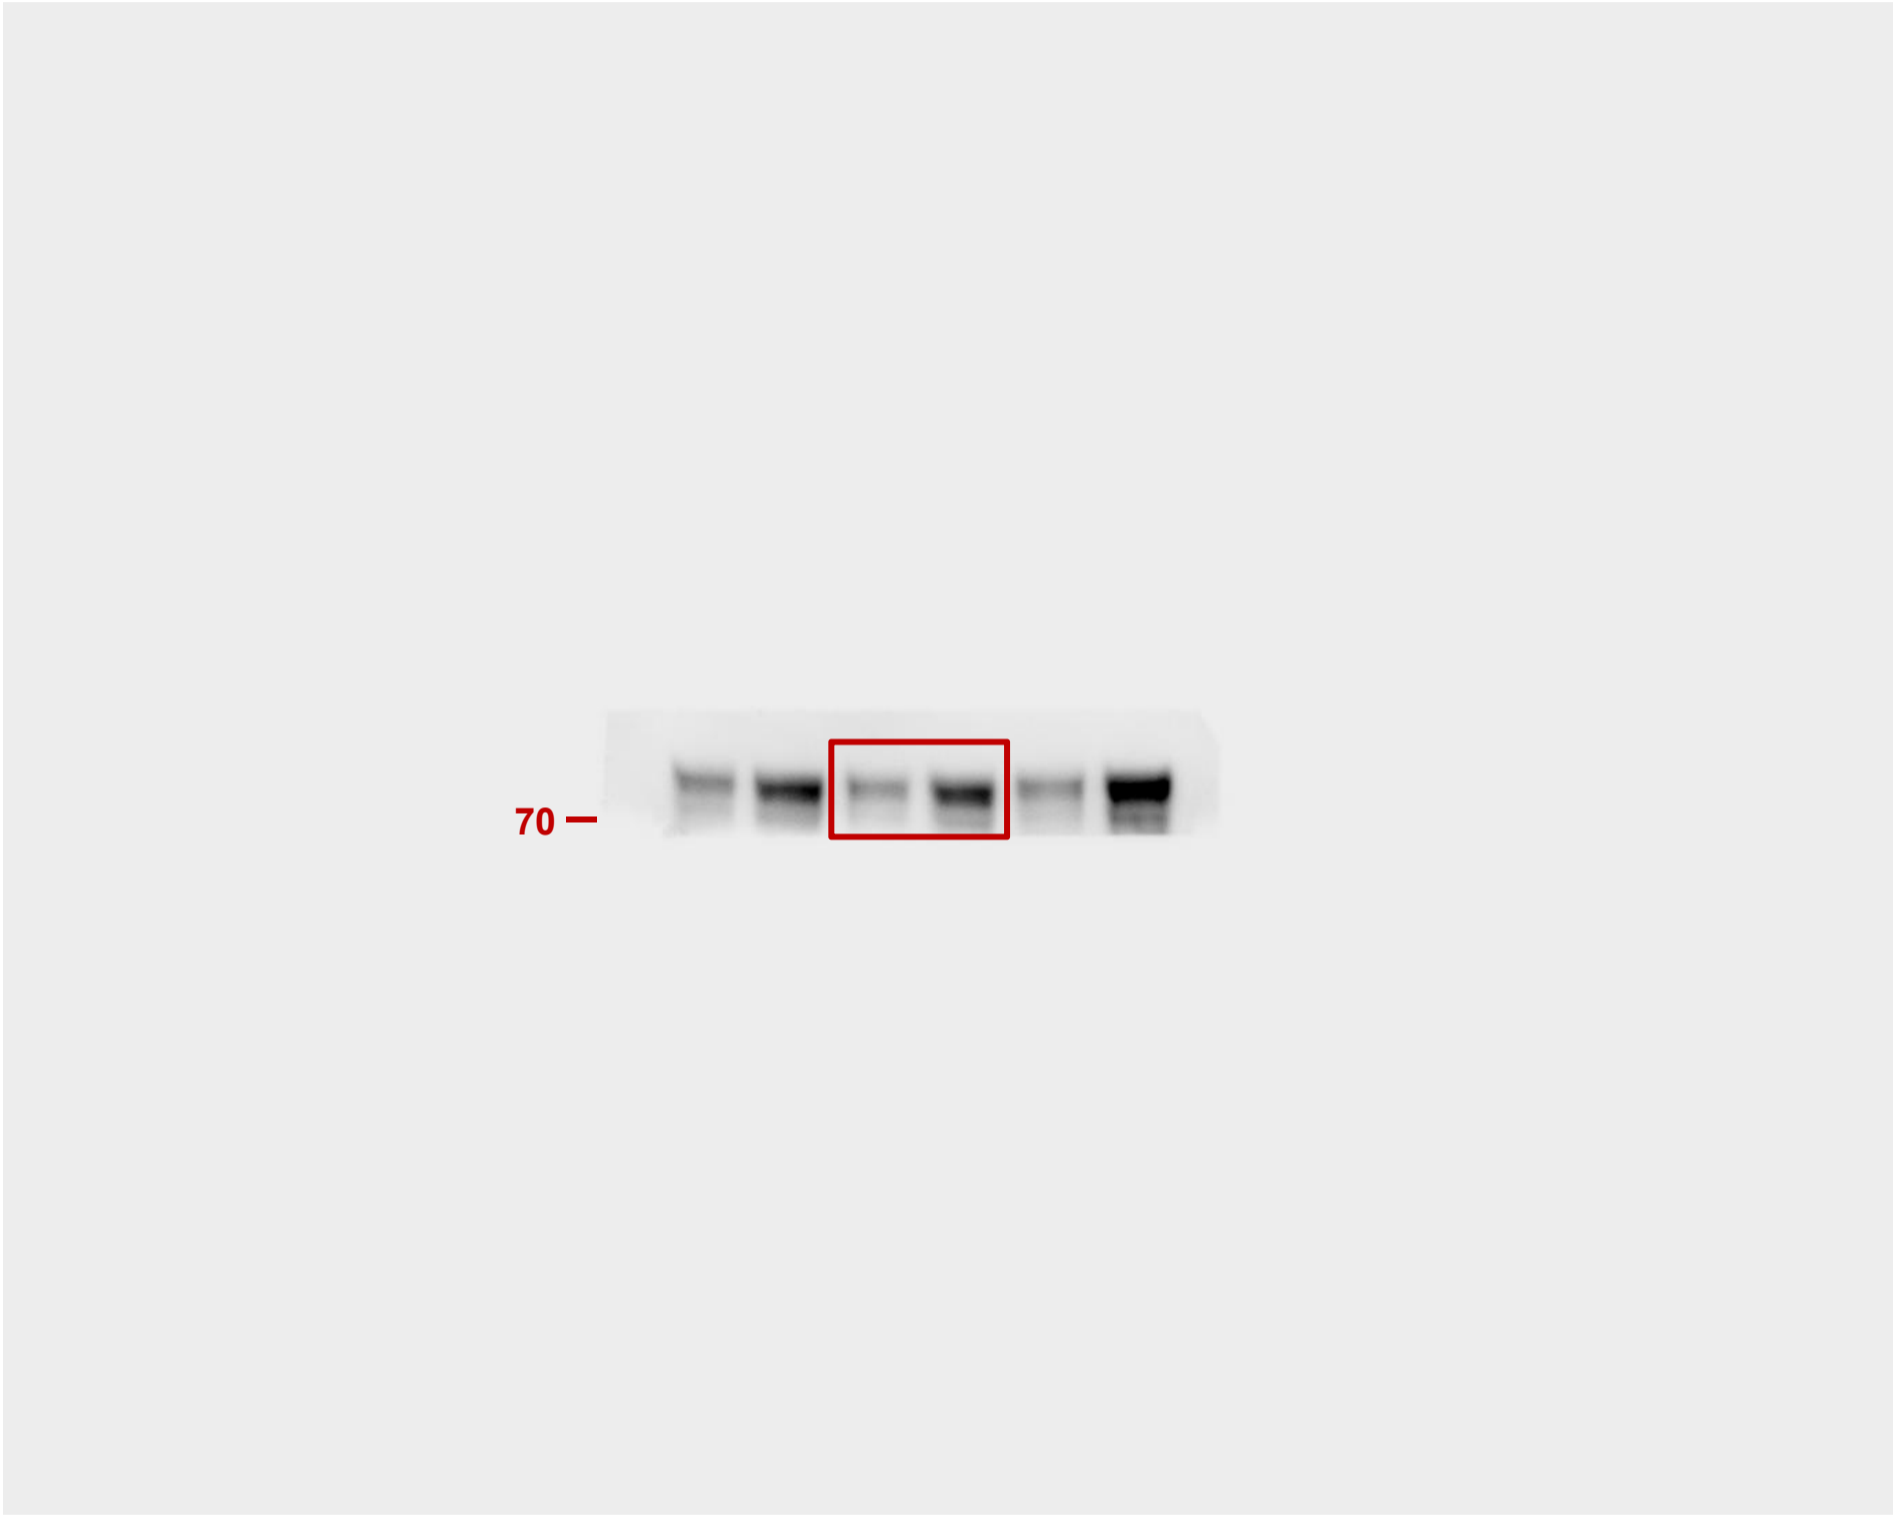

**Figure 5A p-YAP**

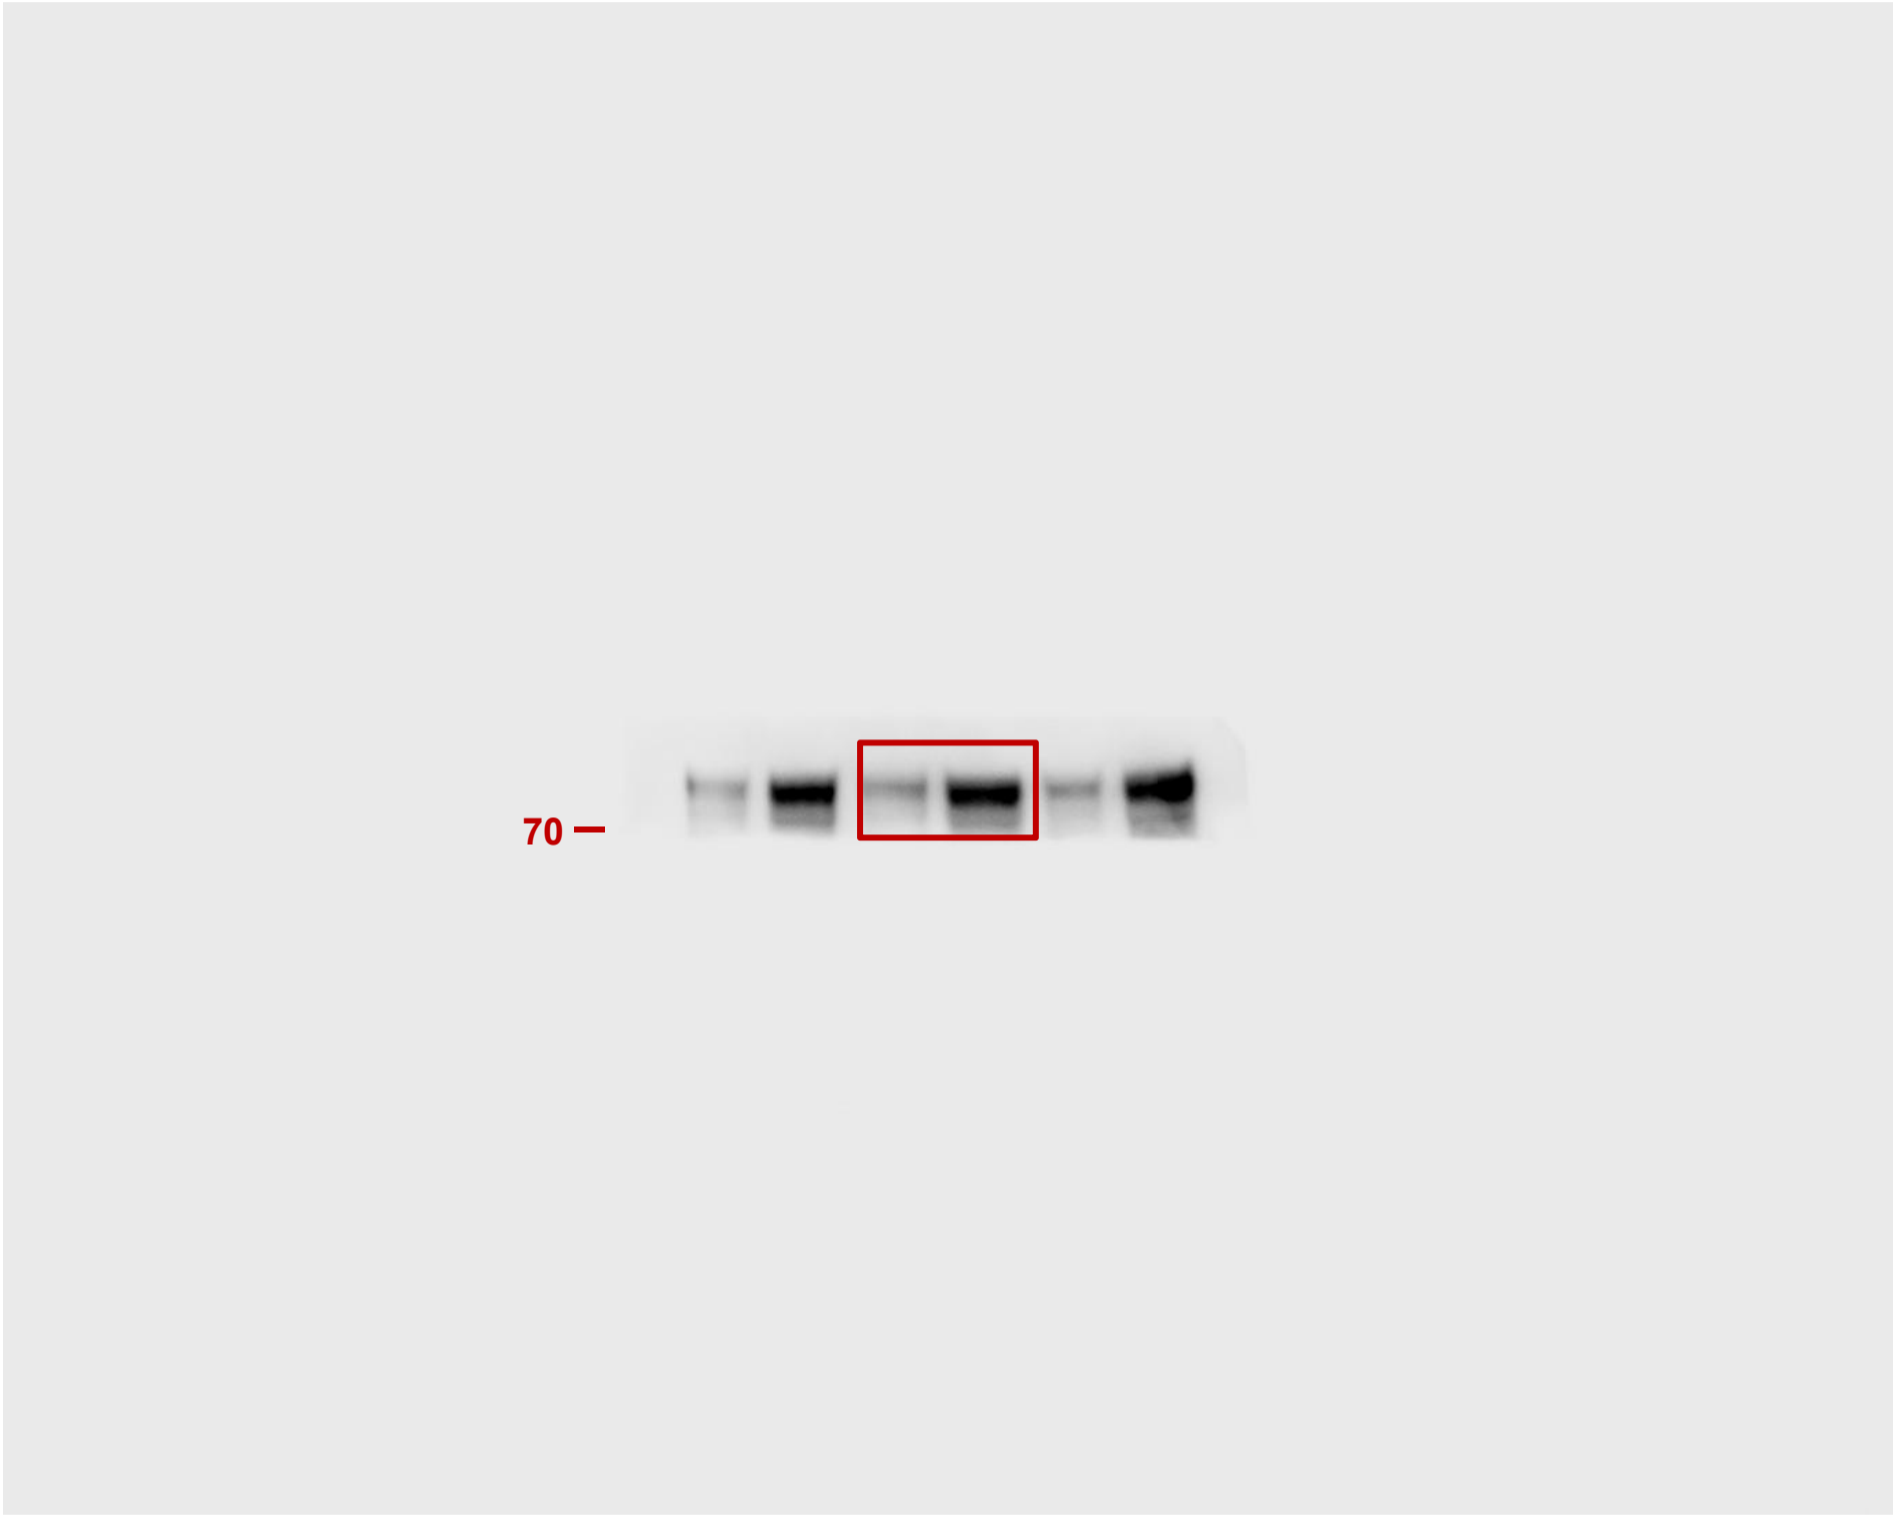

**Figure 5A Tubulin**

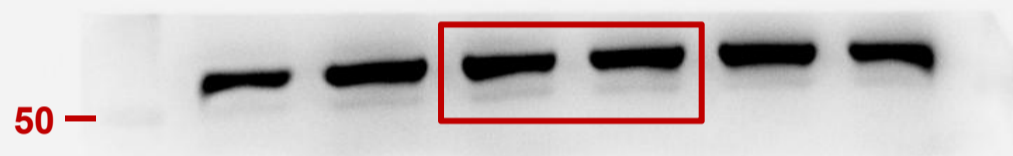

**Figure 5A Tubulin**

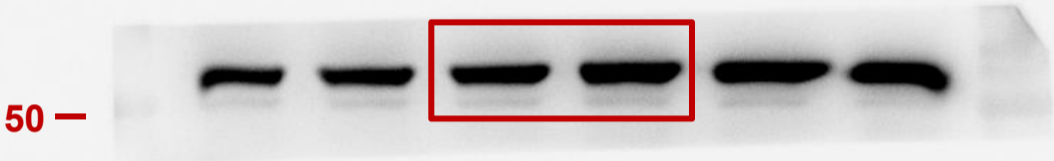

**Figure 5B p-YAP**

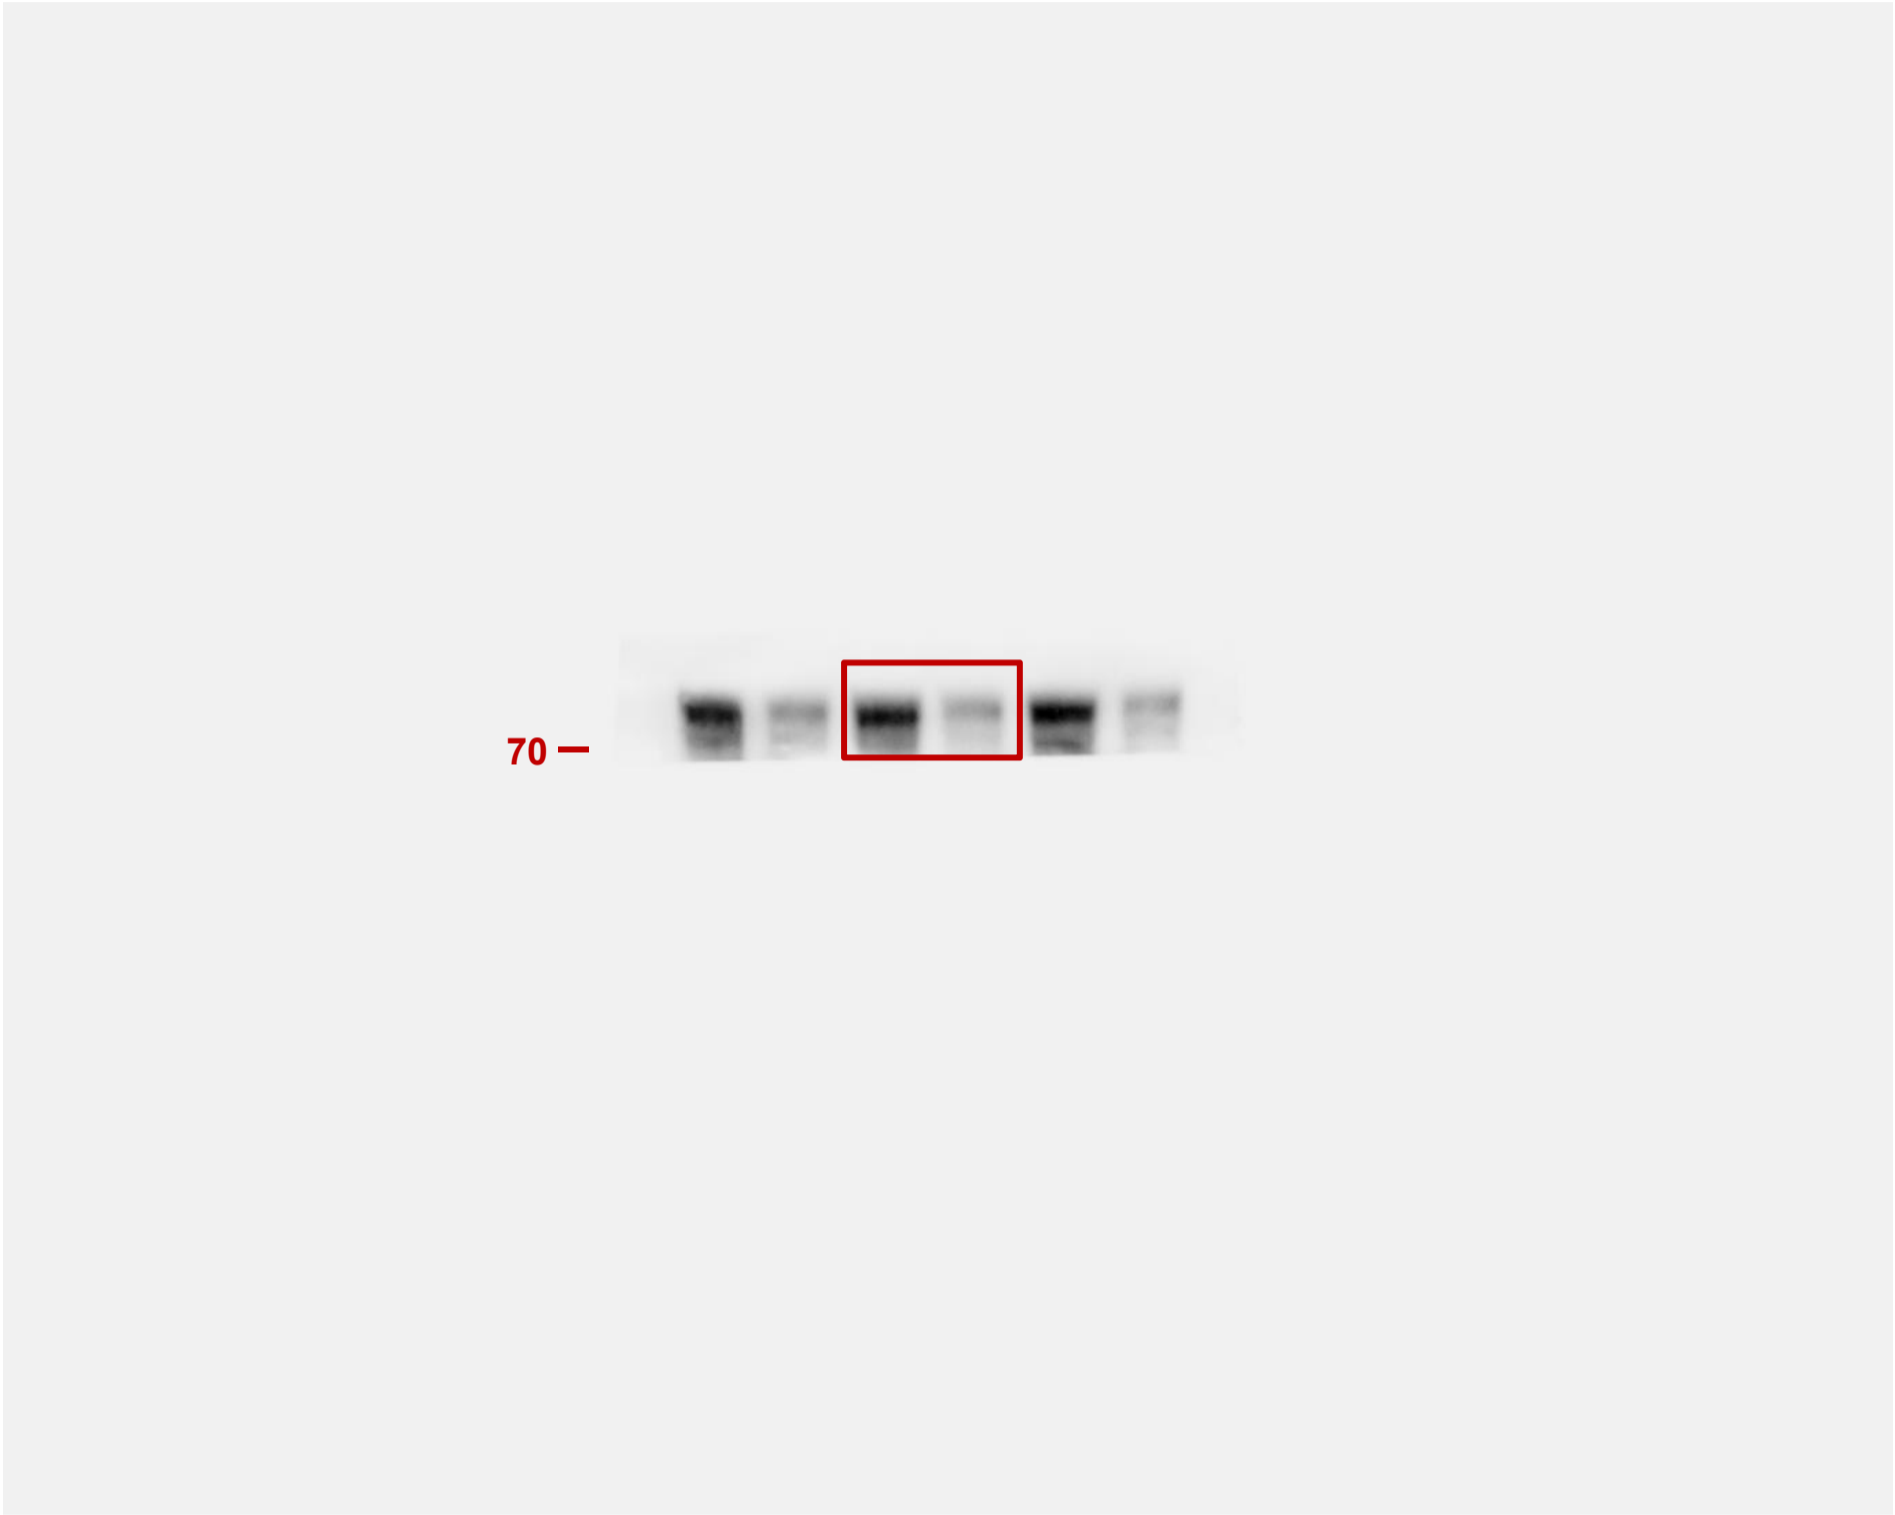

**Figure 5B p-YAP**

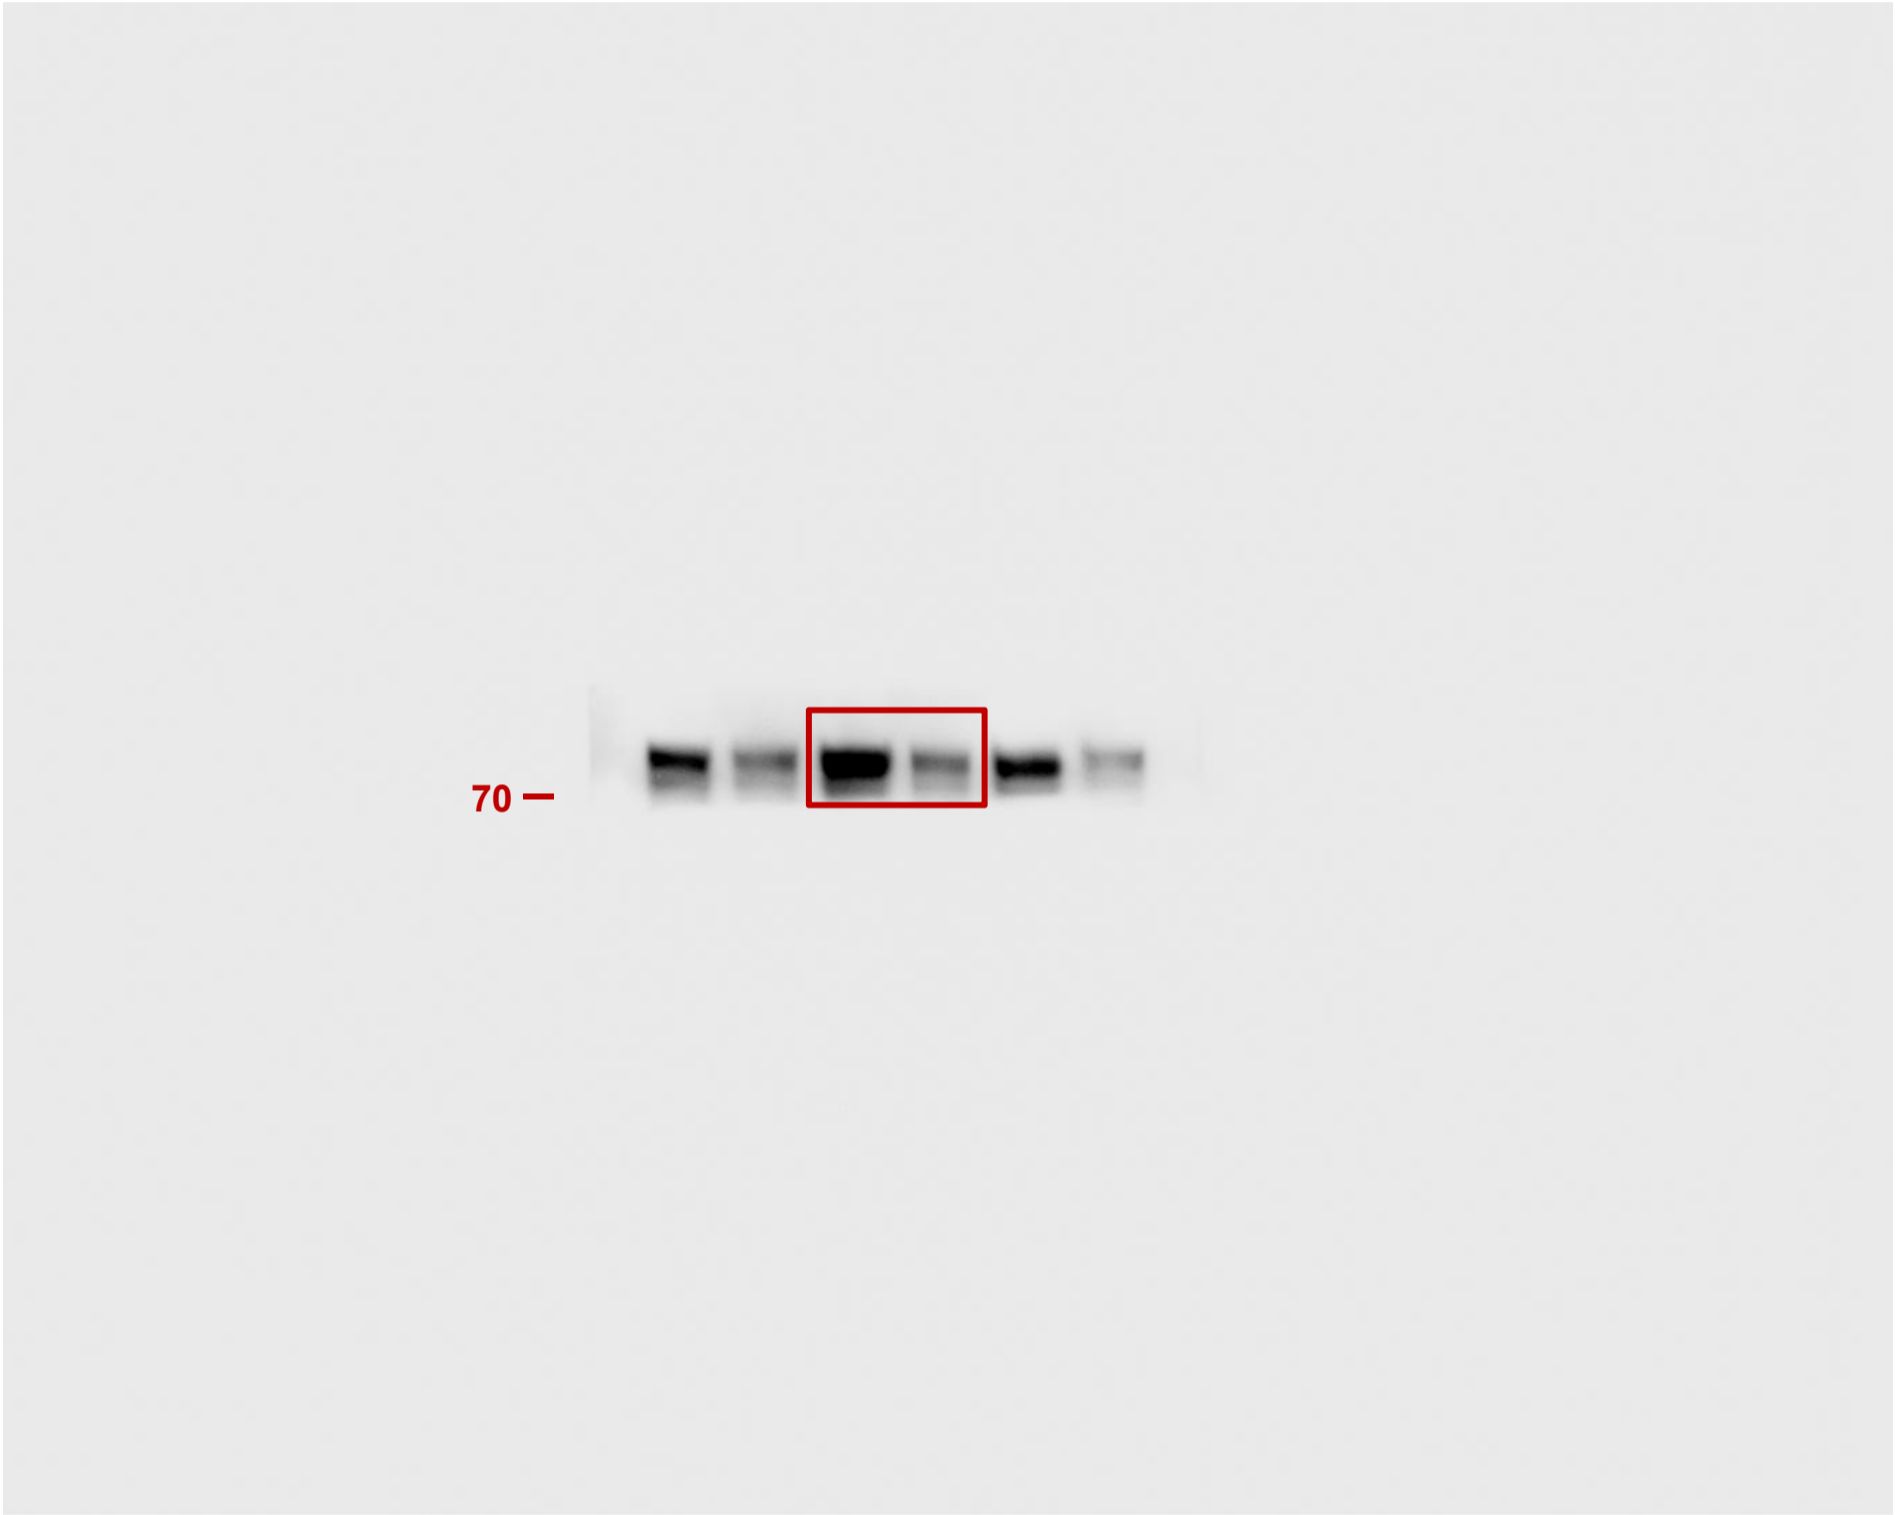

**Figure 5A and 5B YAP**

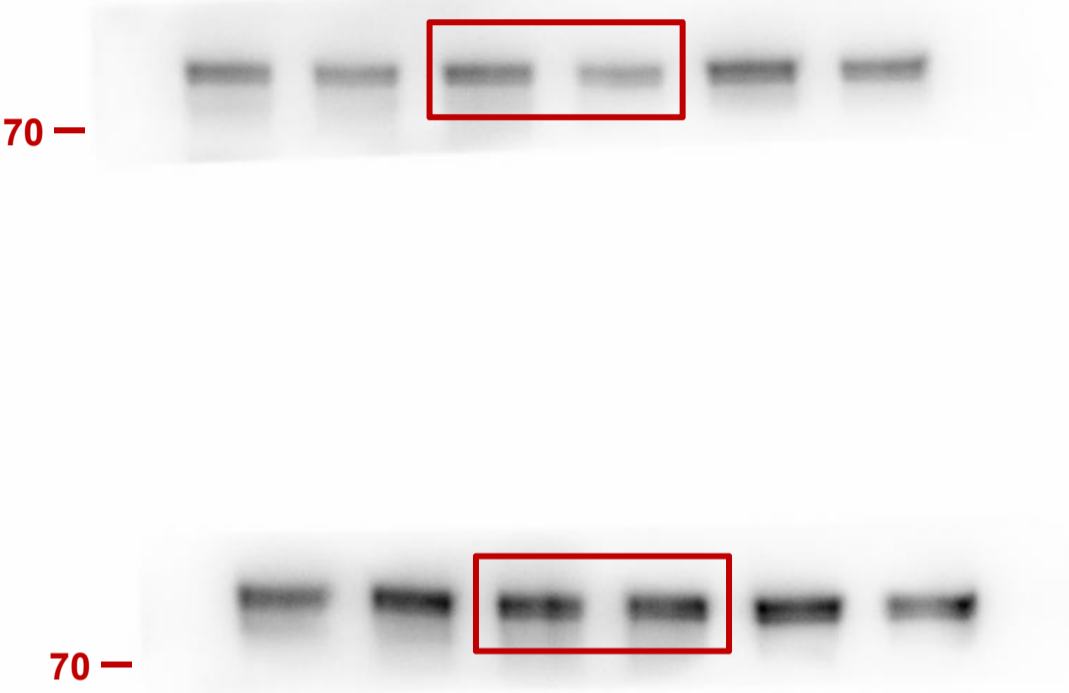

**Figure 5A and 5B YAP**

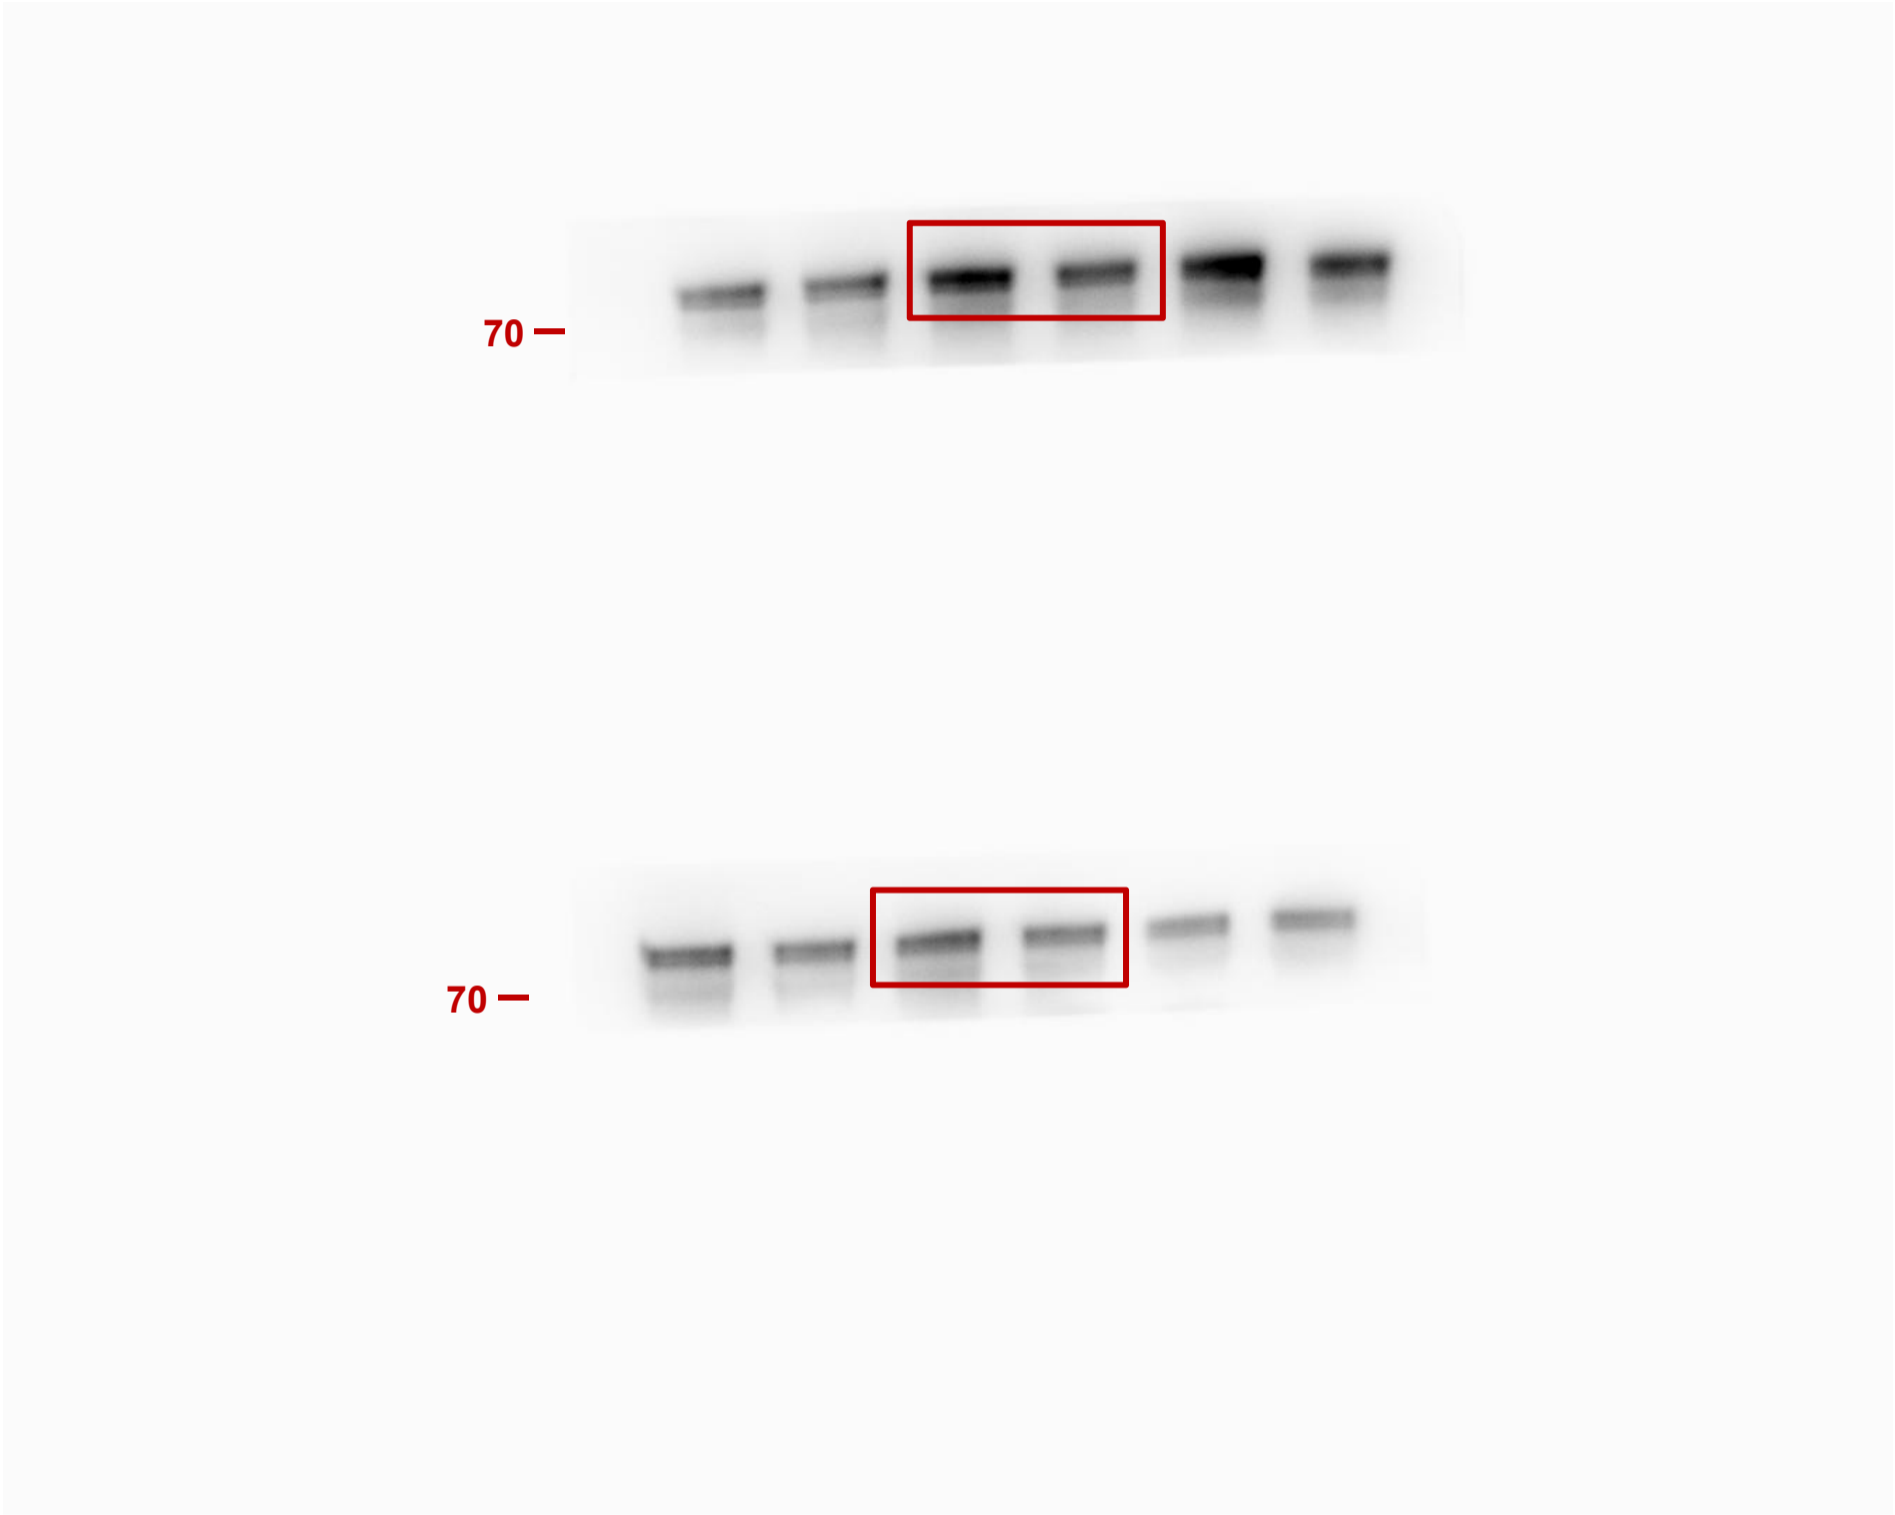

**Figure 5B Tubulin**

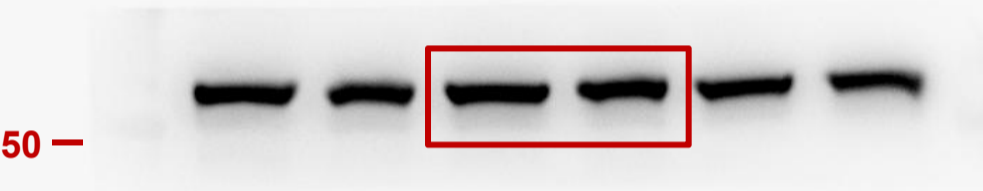

**Figure 5B Tubulin**

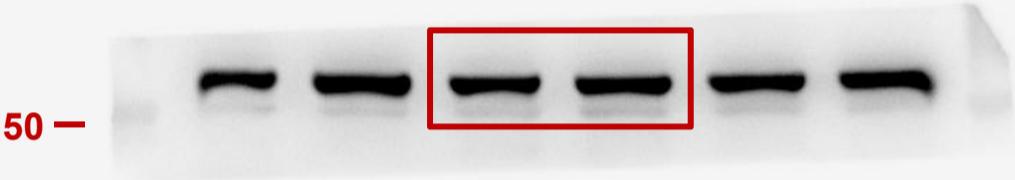

**Figure 5C YAP**

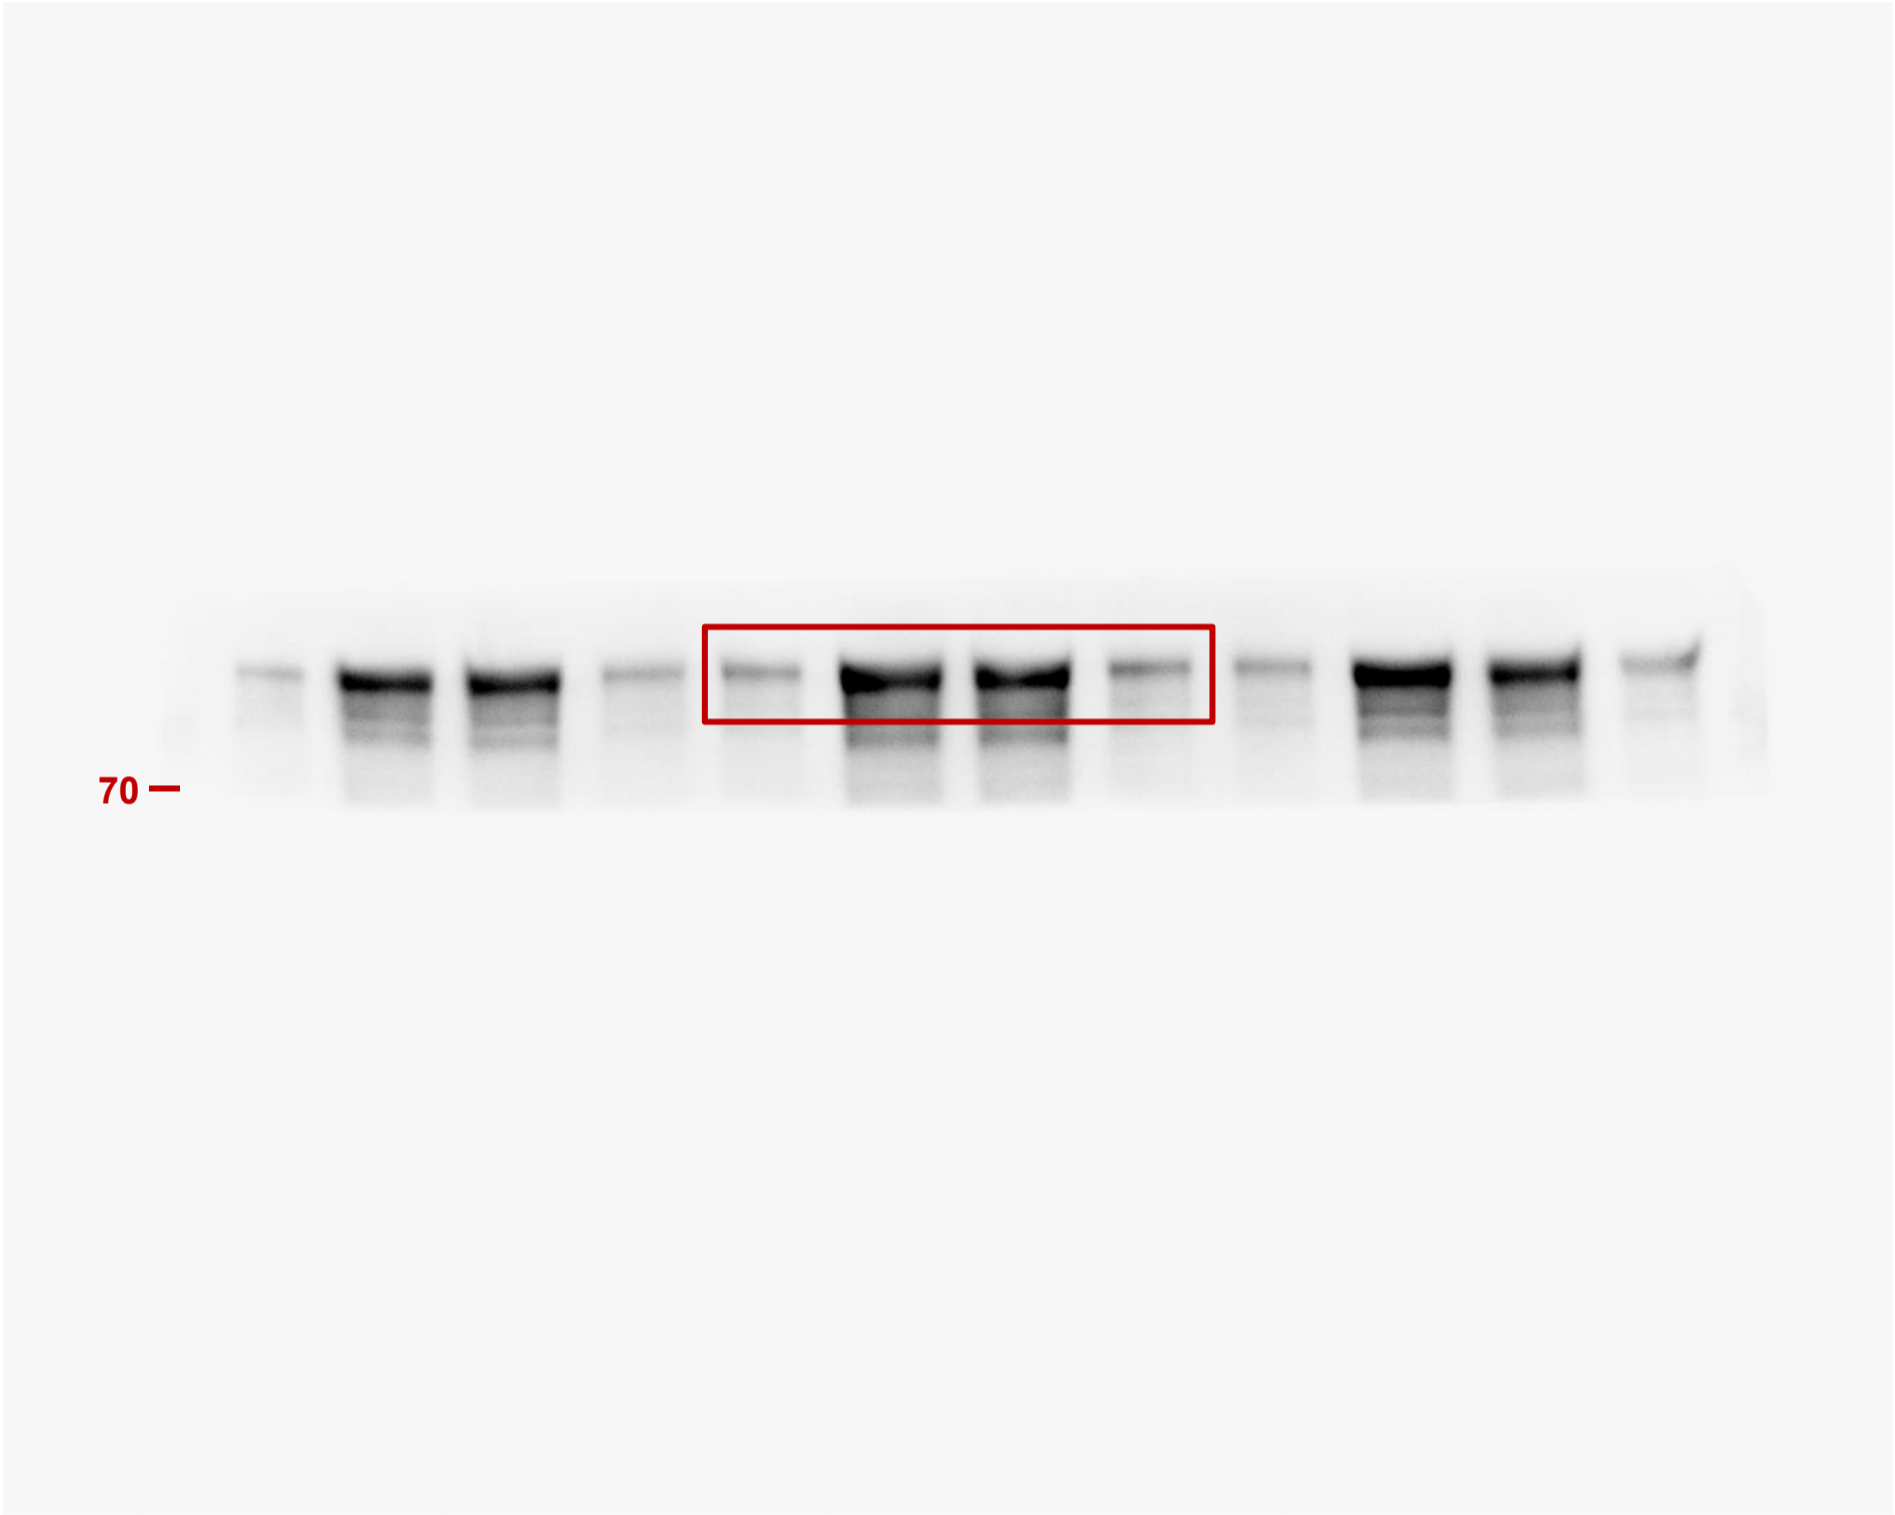

**Figure 5C GAPDH**

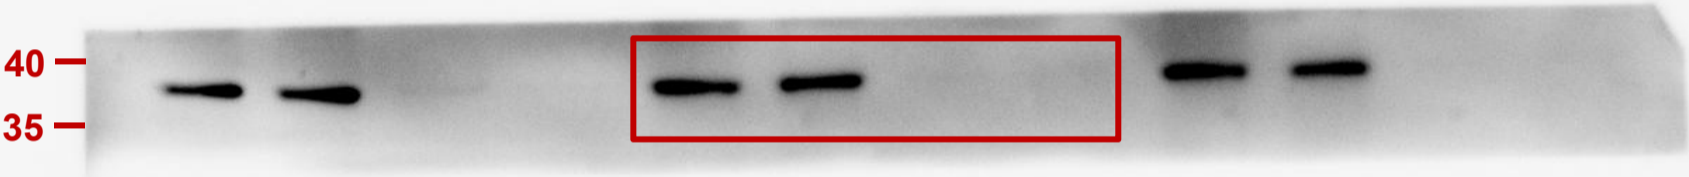

**Figure 5C Lamin B**

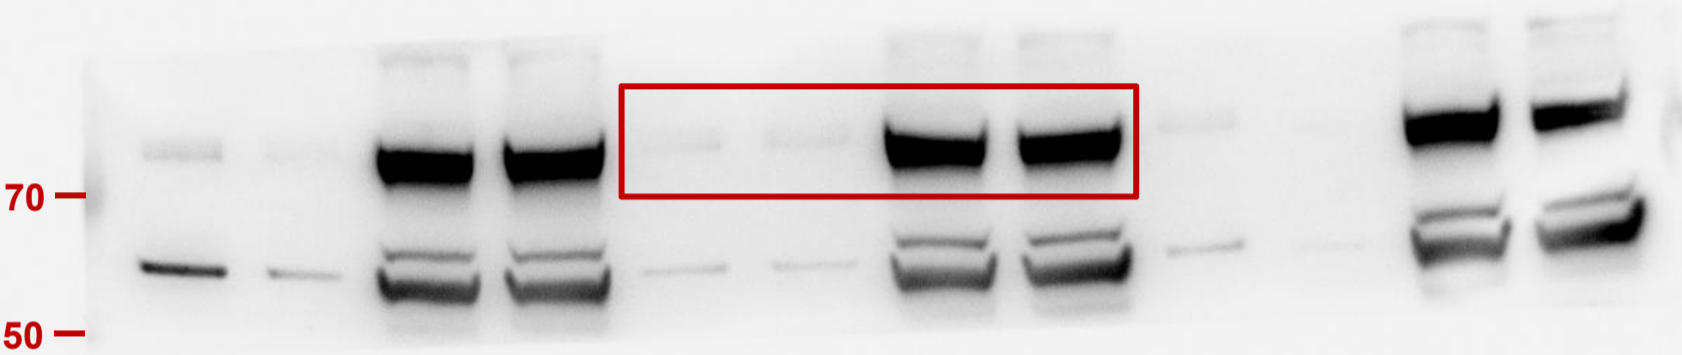

**Figure 5F ALDOA**

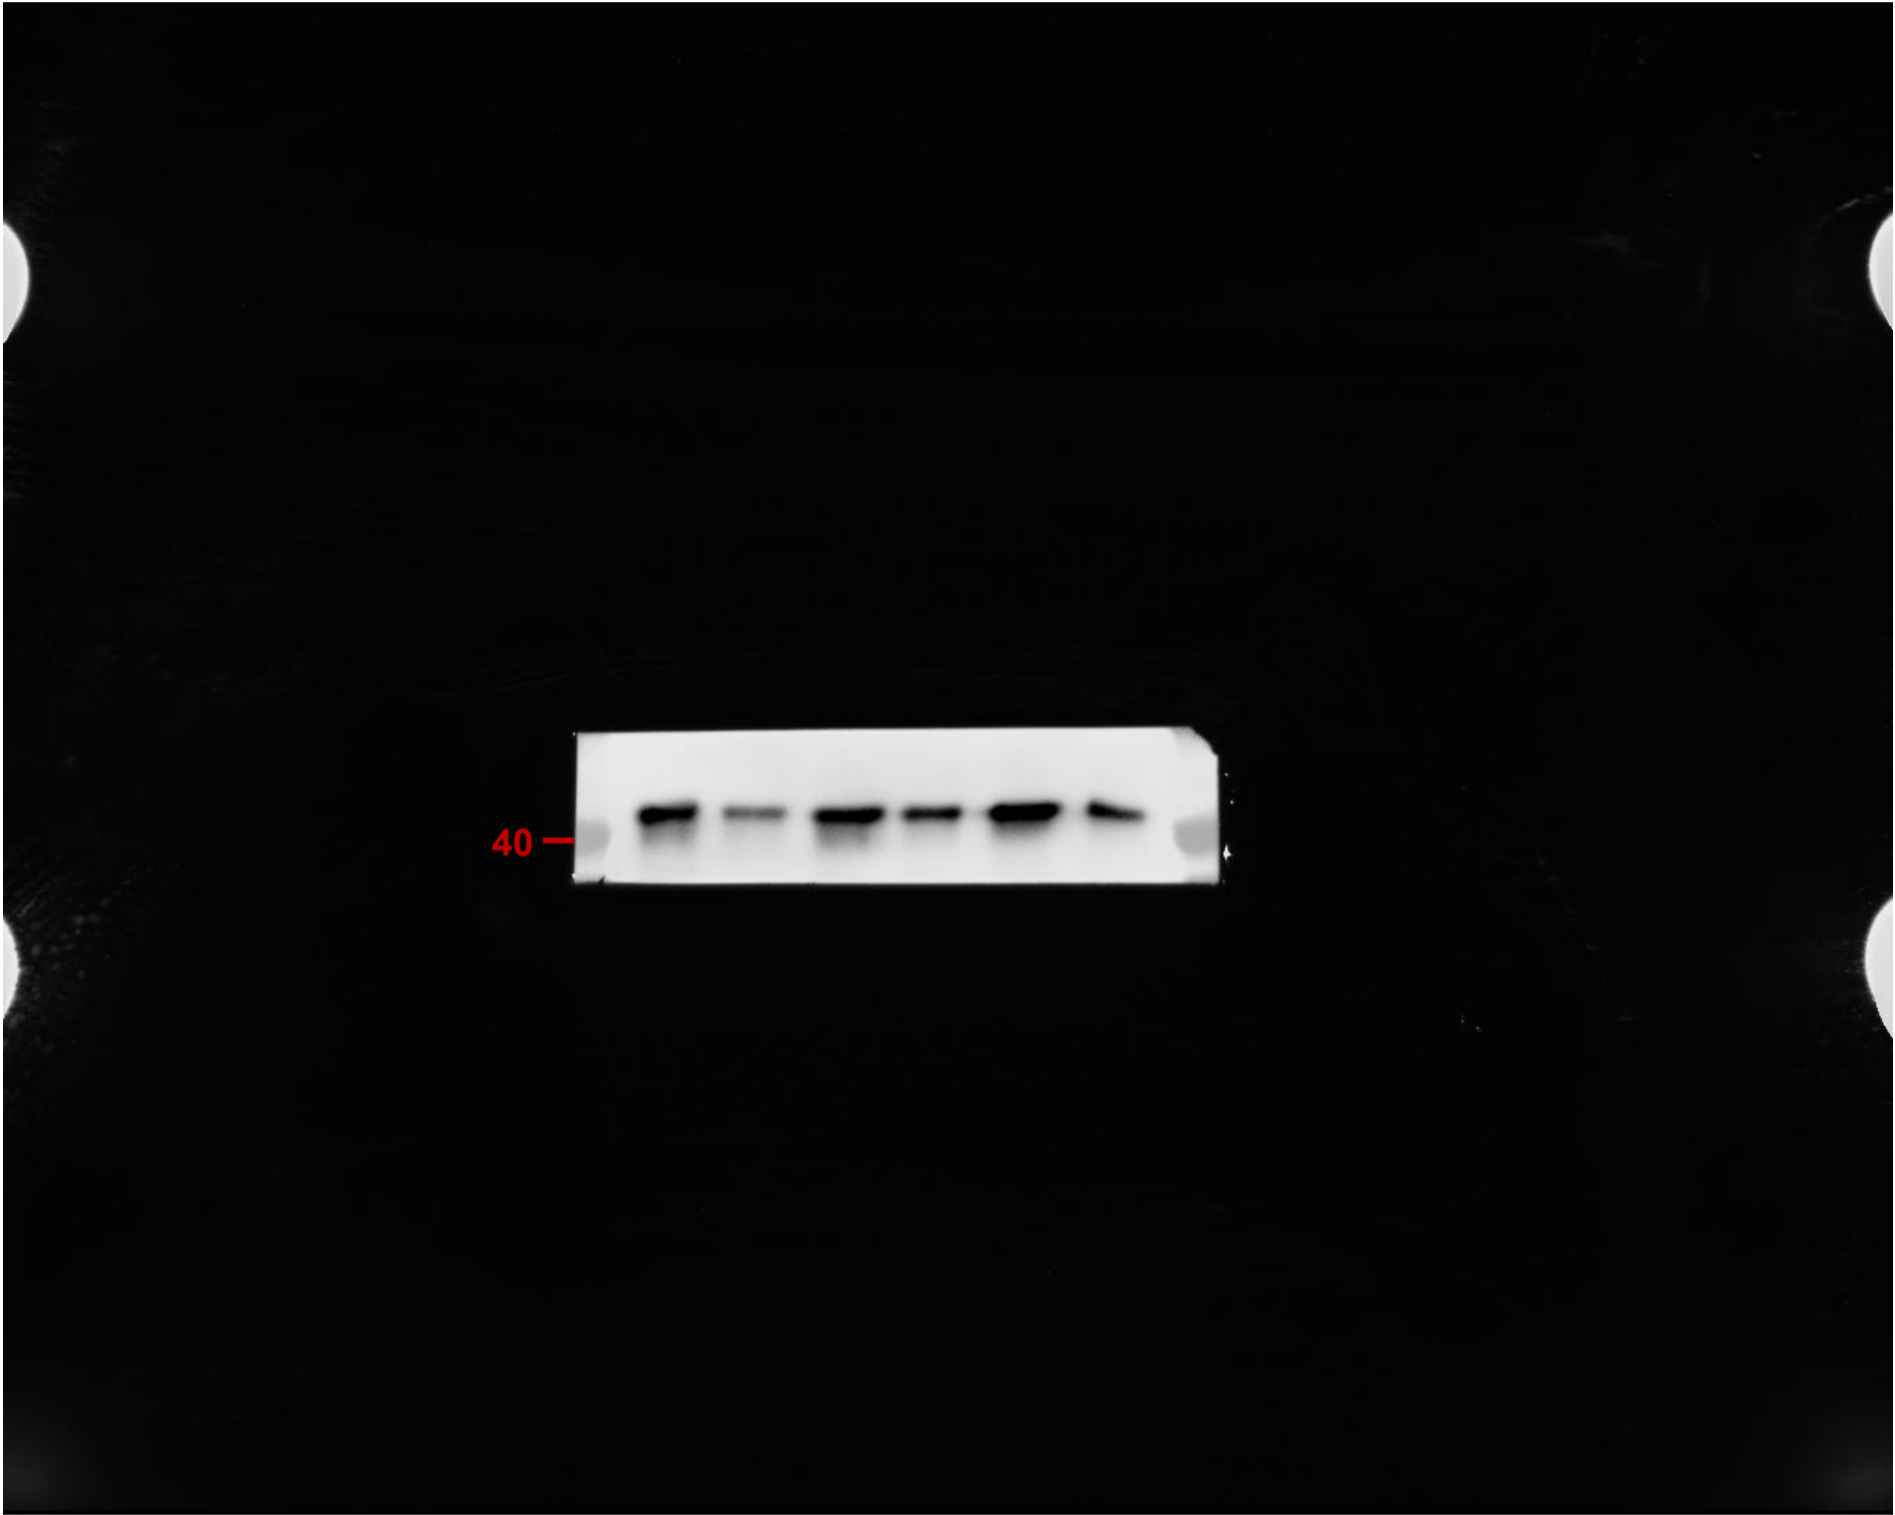

**Figure 5F p-YAP**

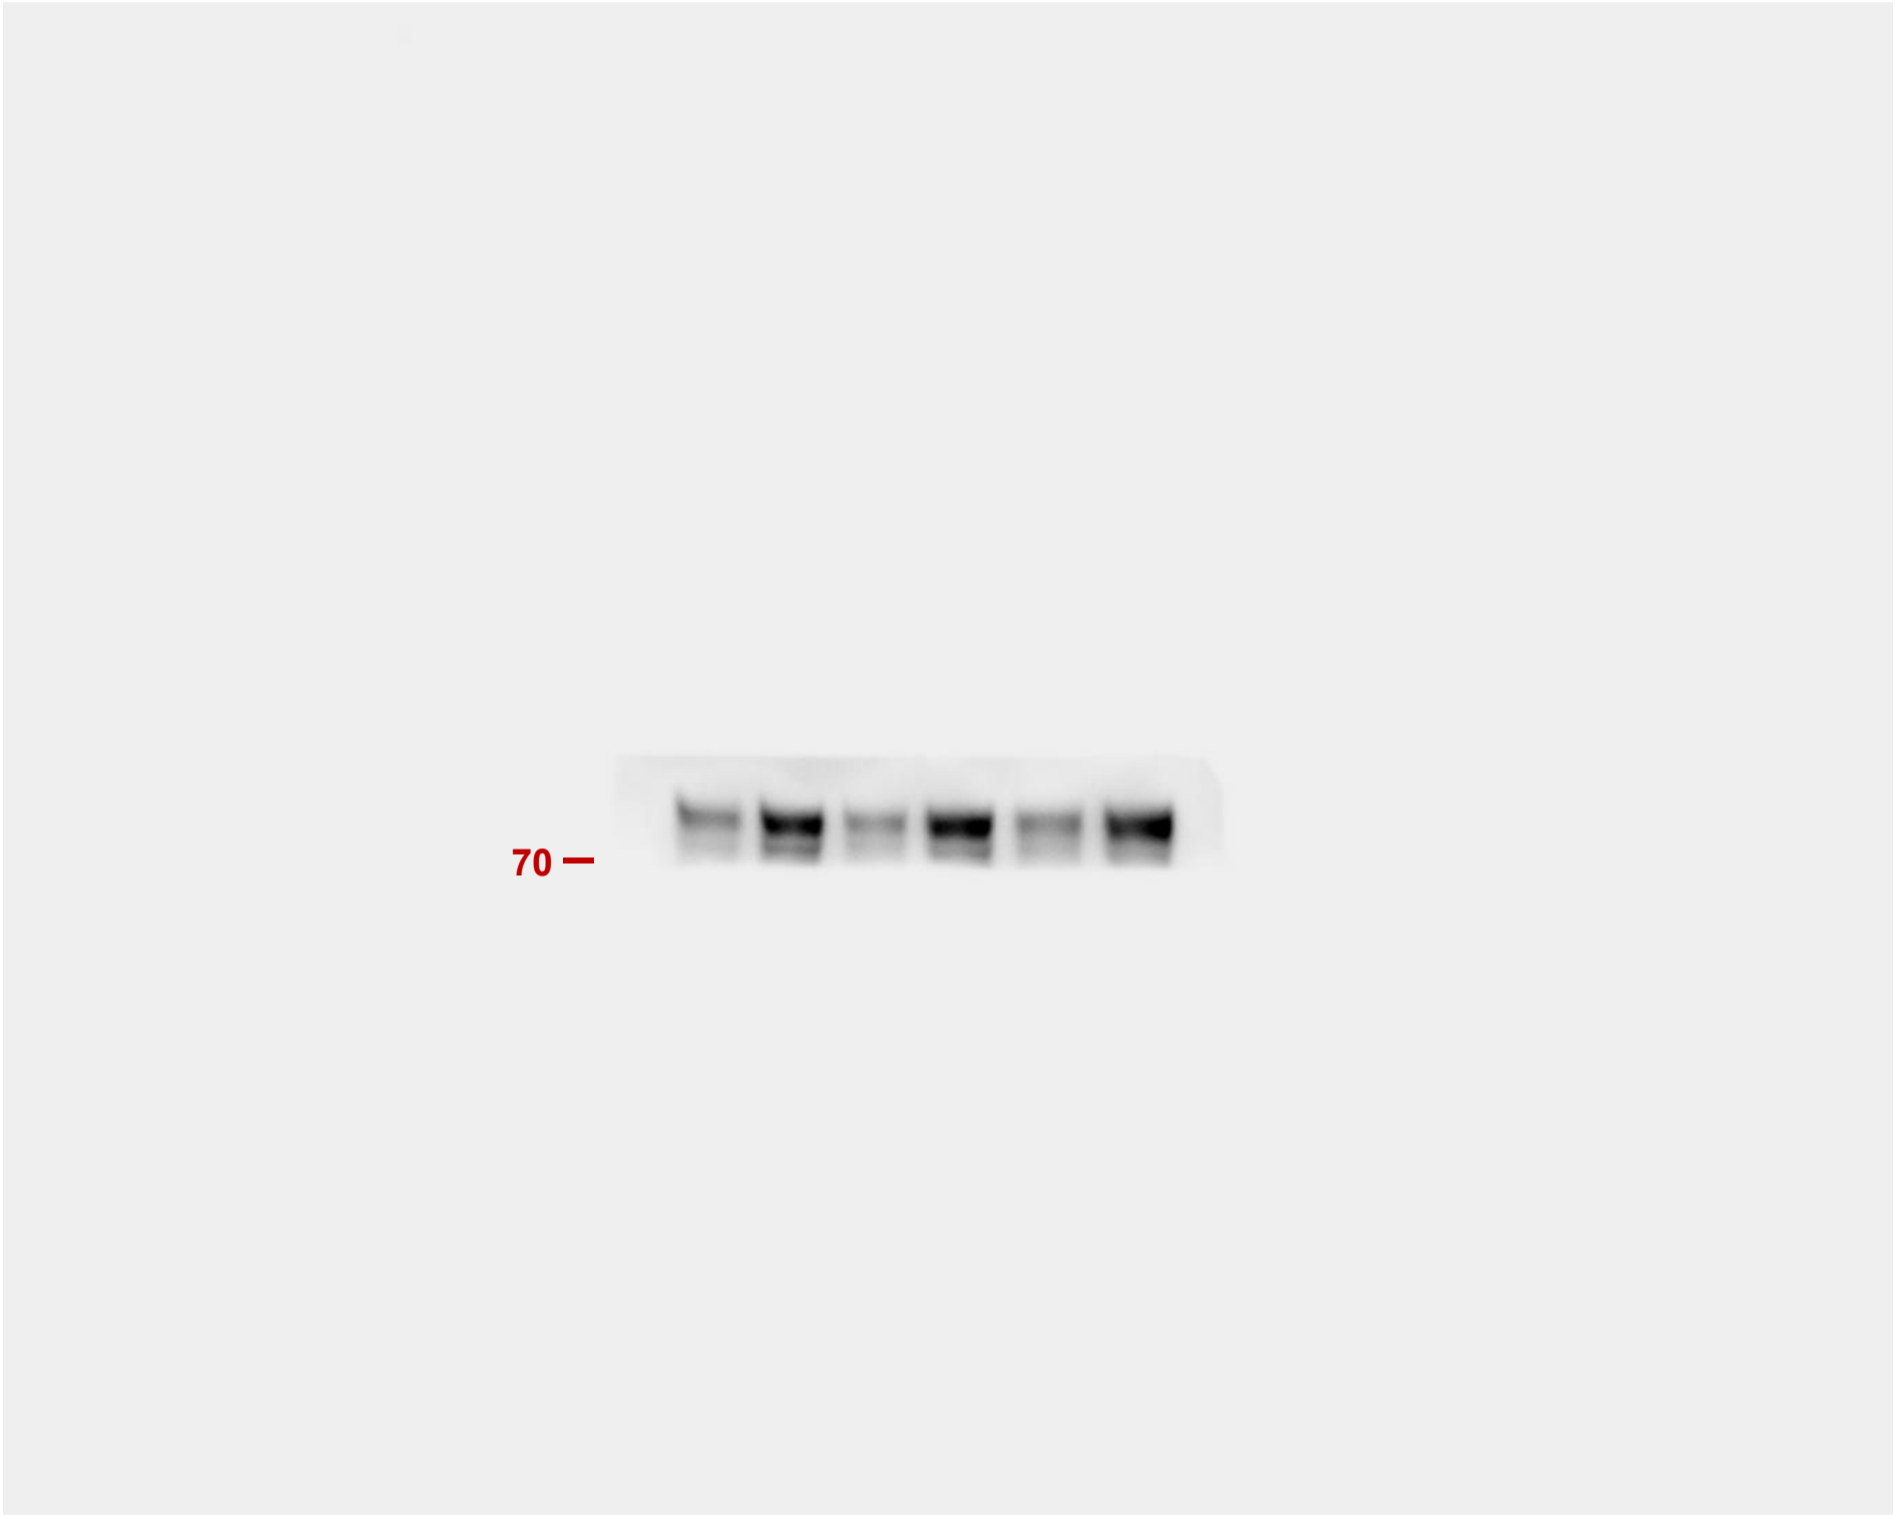

**Figure 5F YAP**

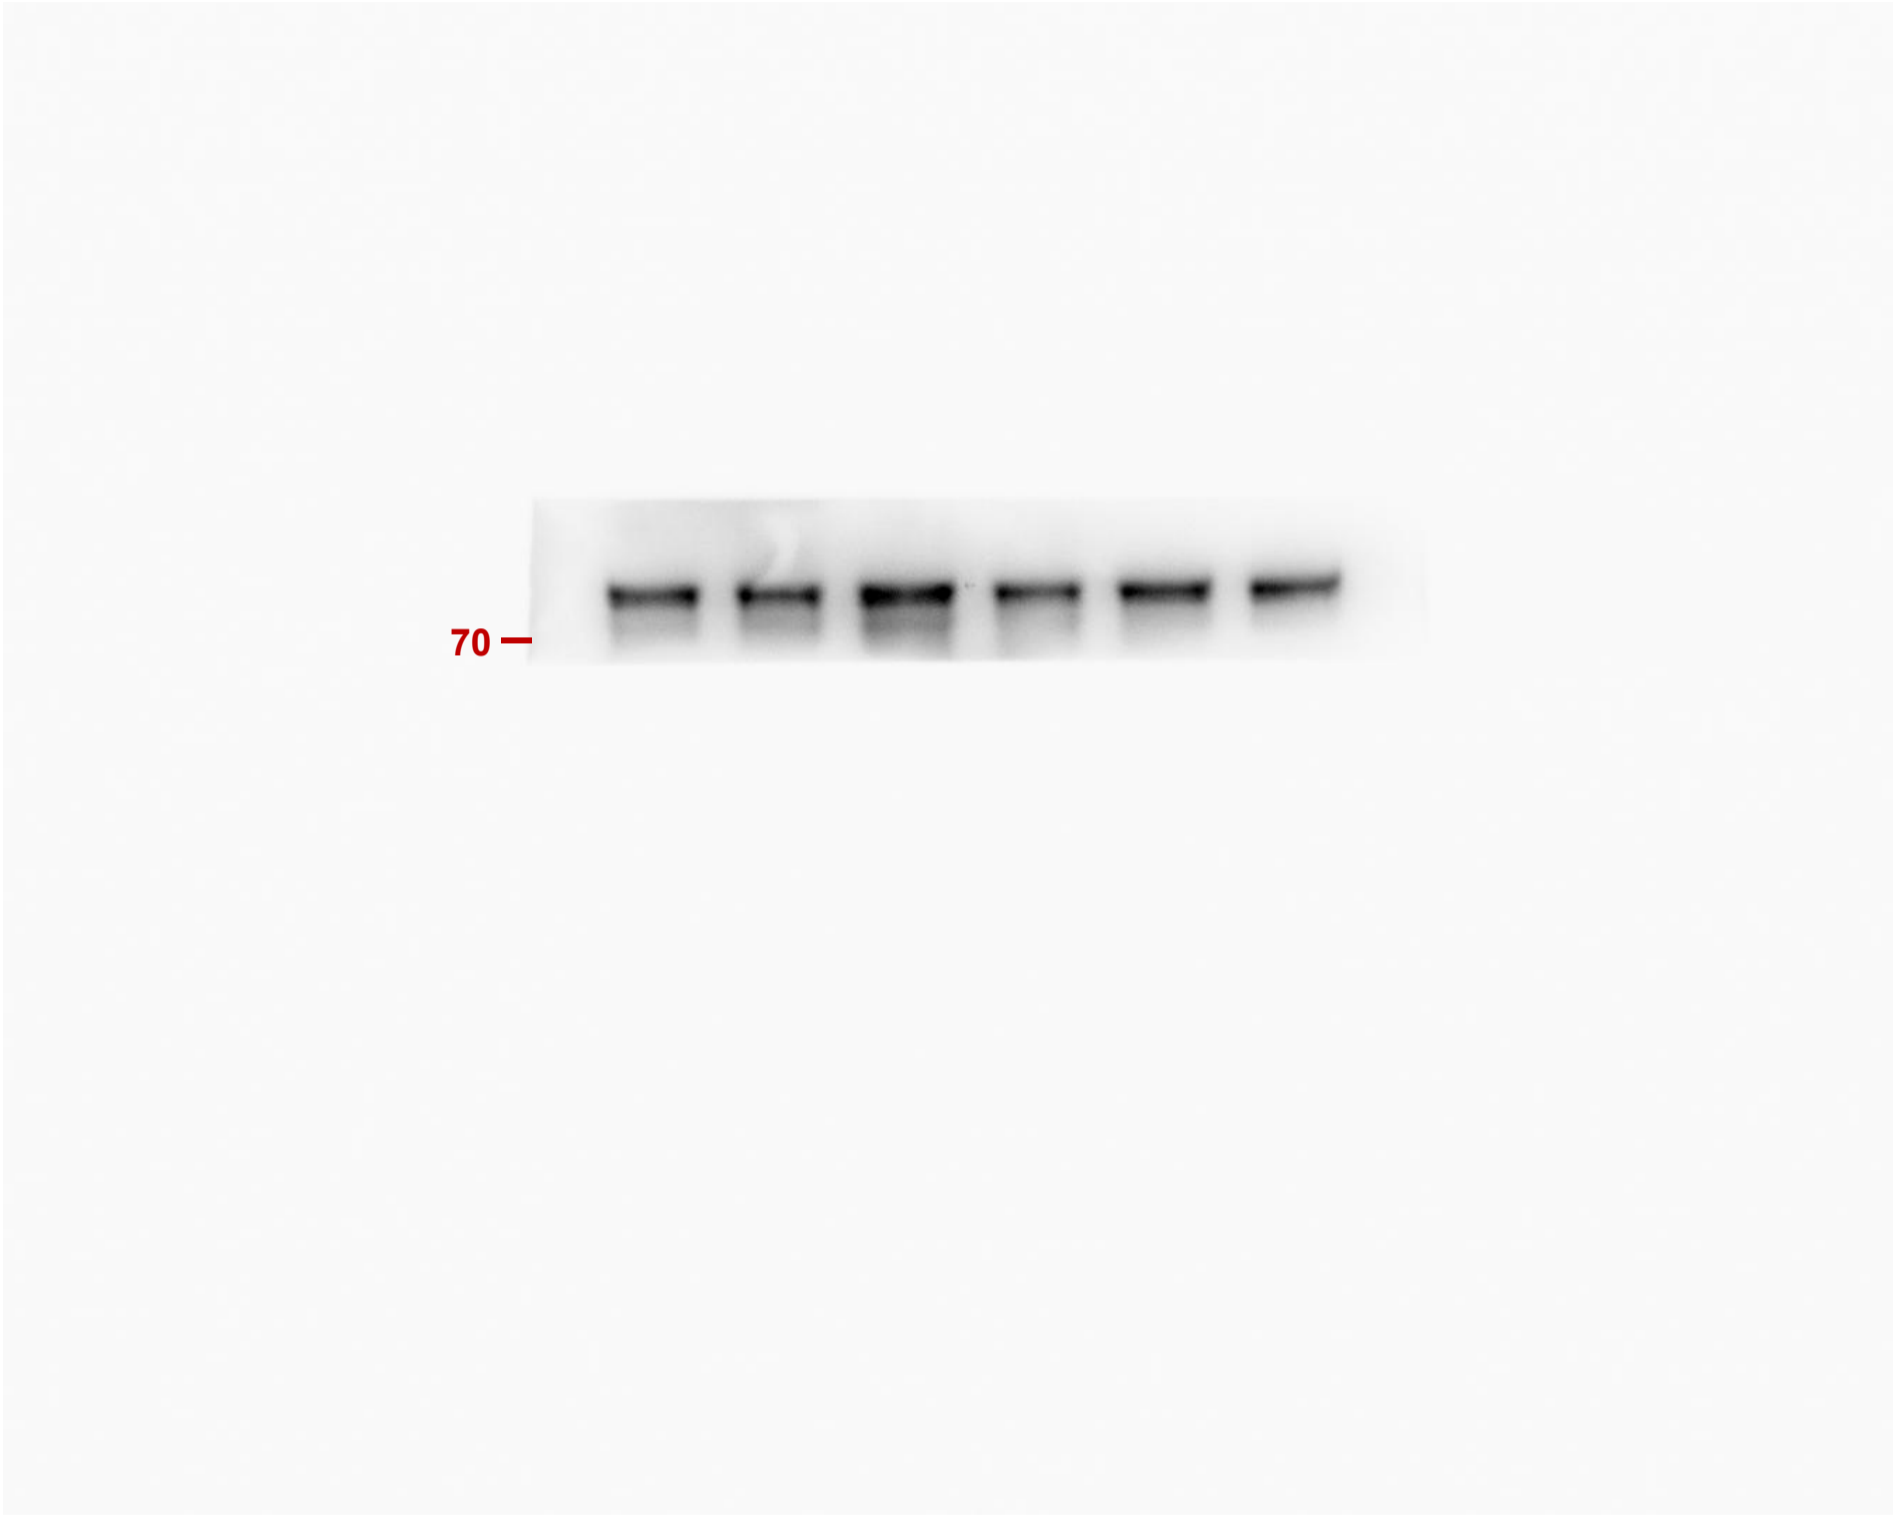

**Figure 5F Tubulin**

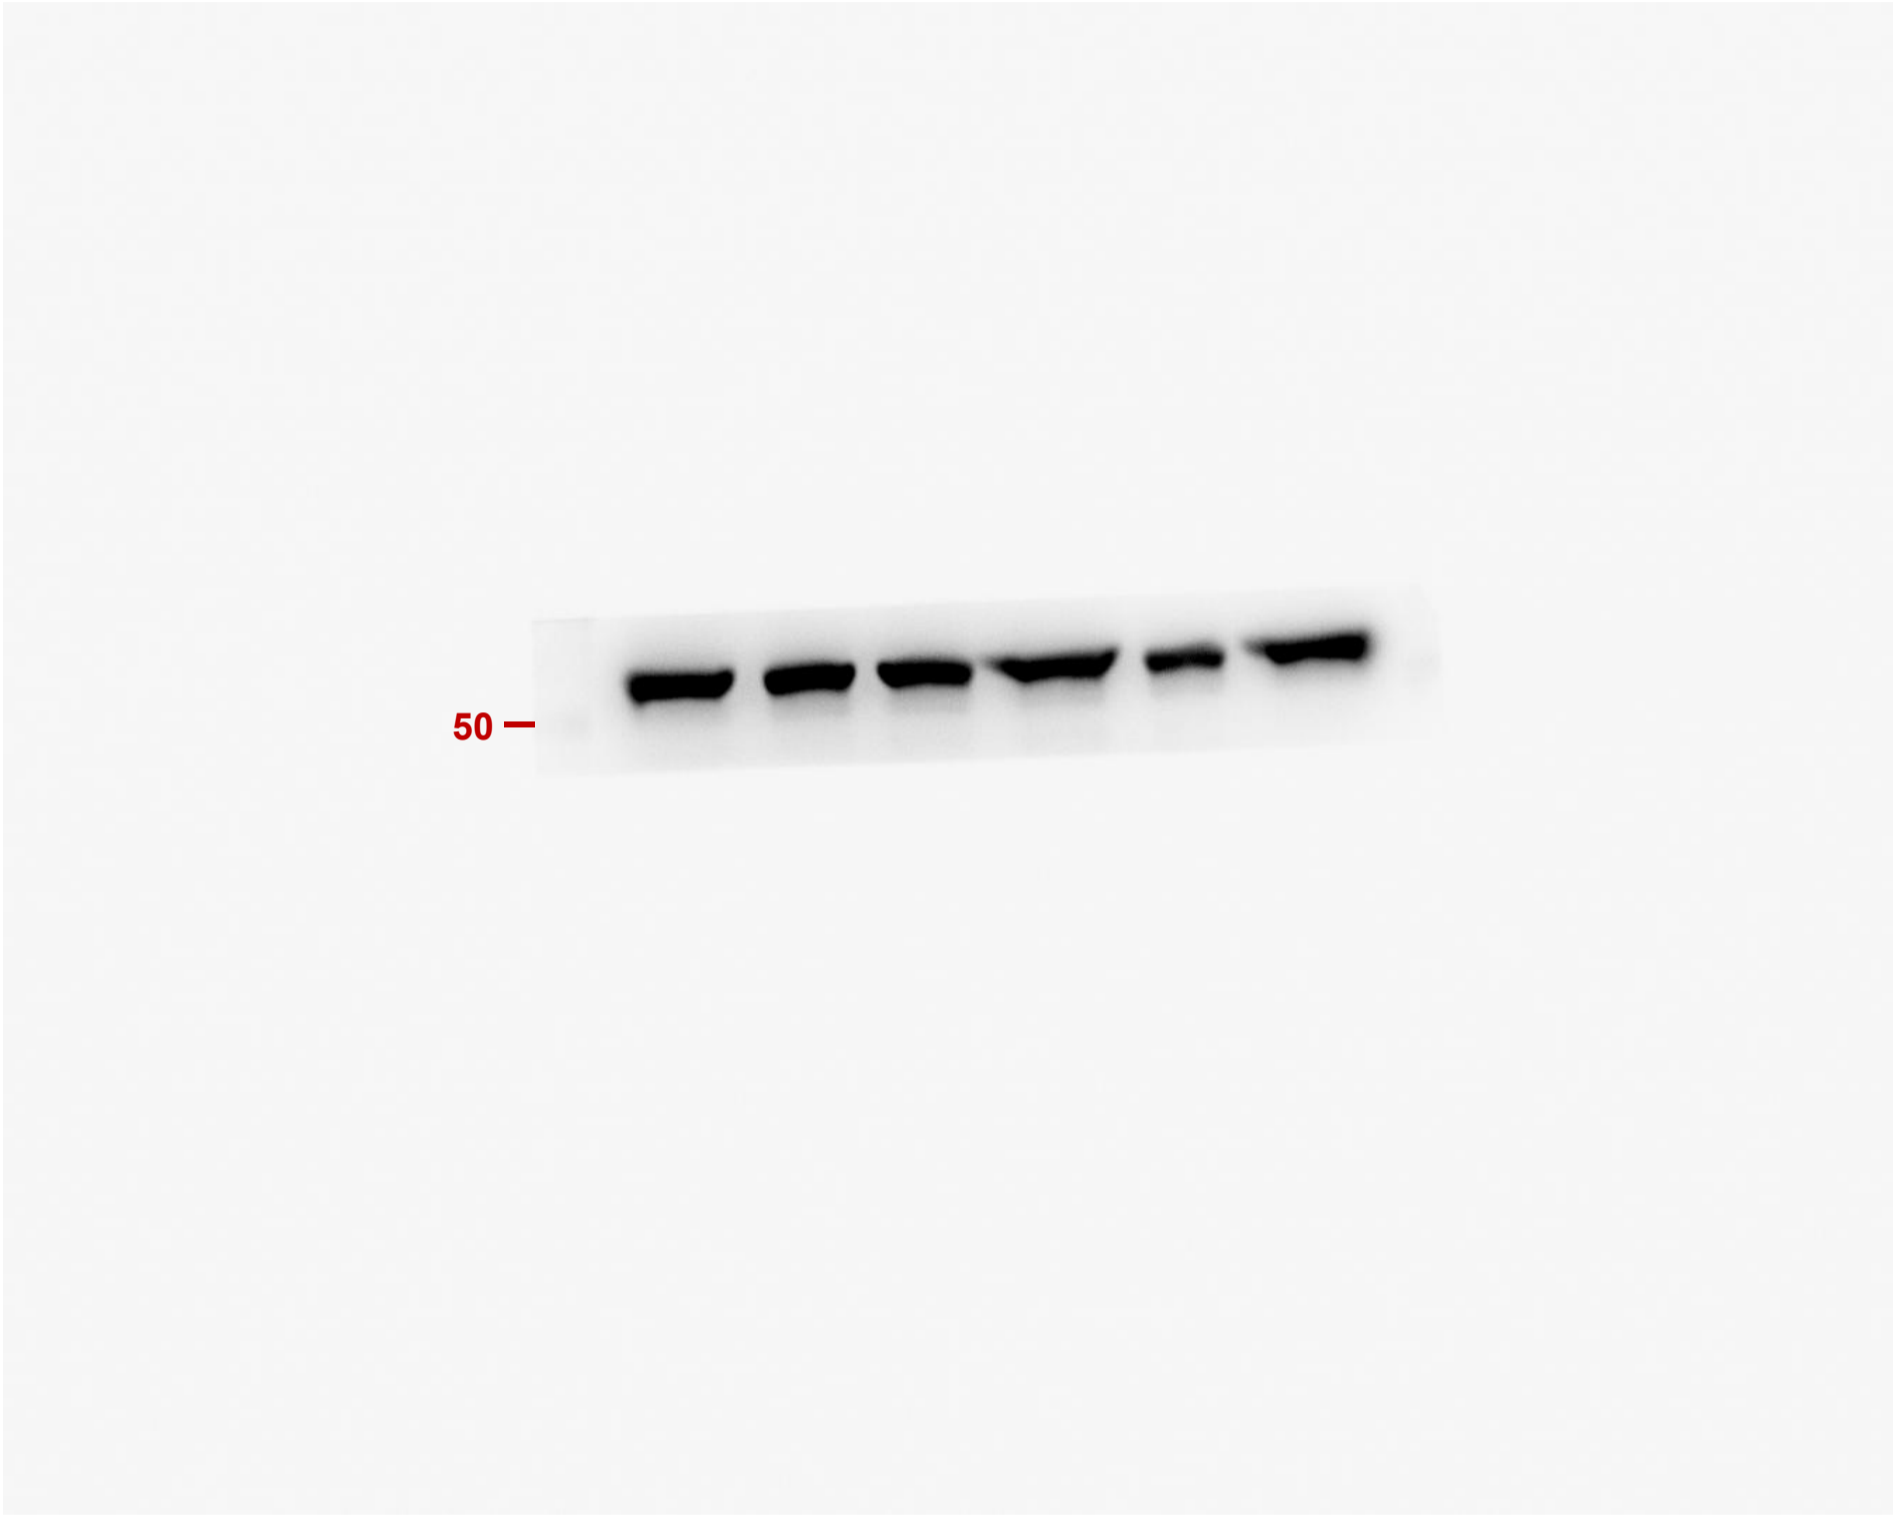

**Figure 6A YAP**

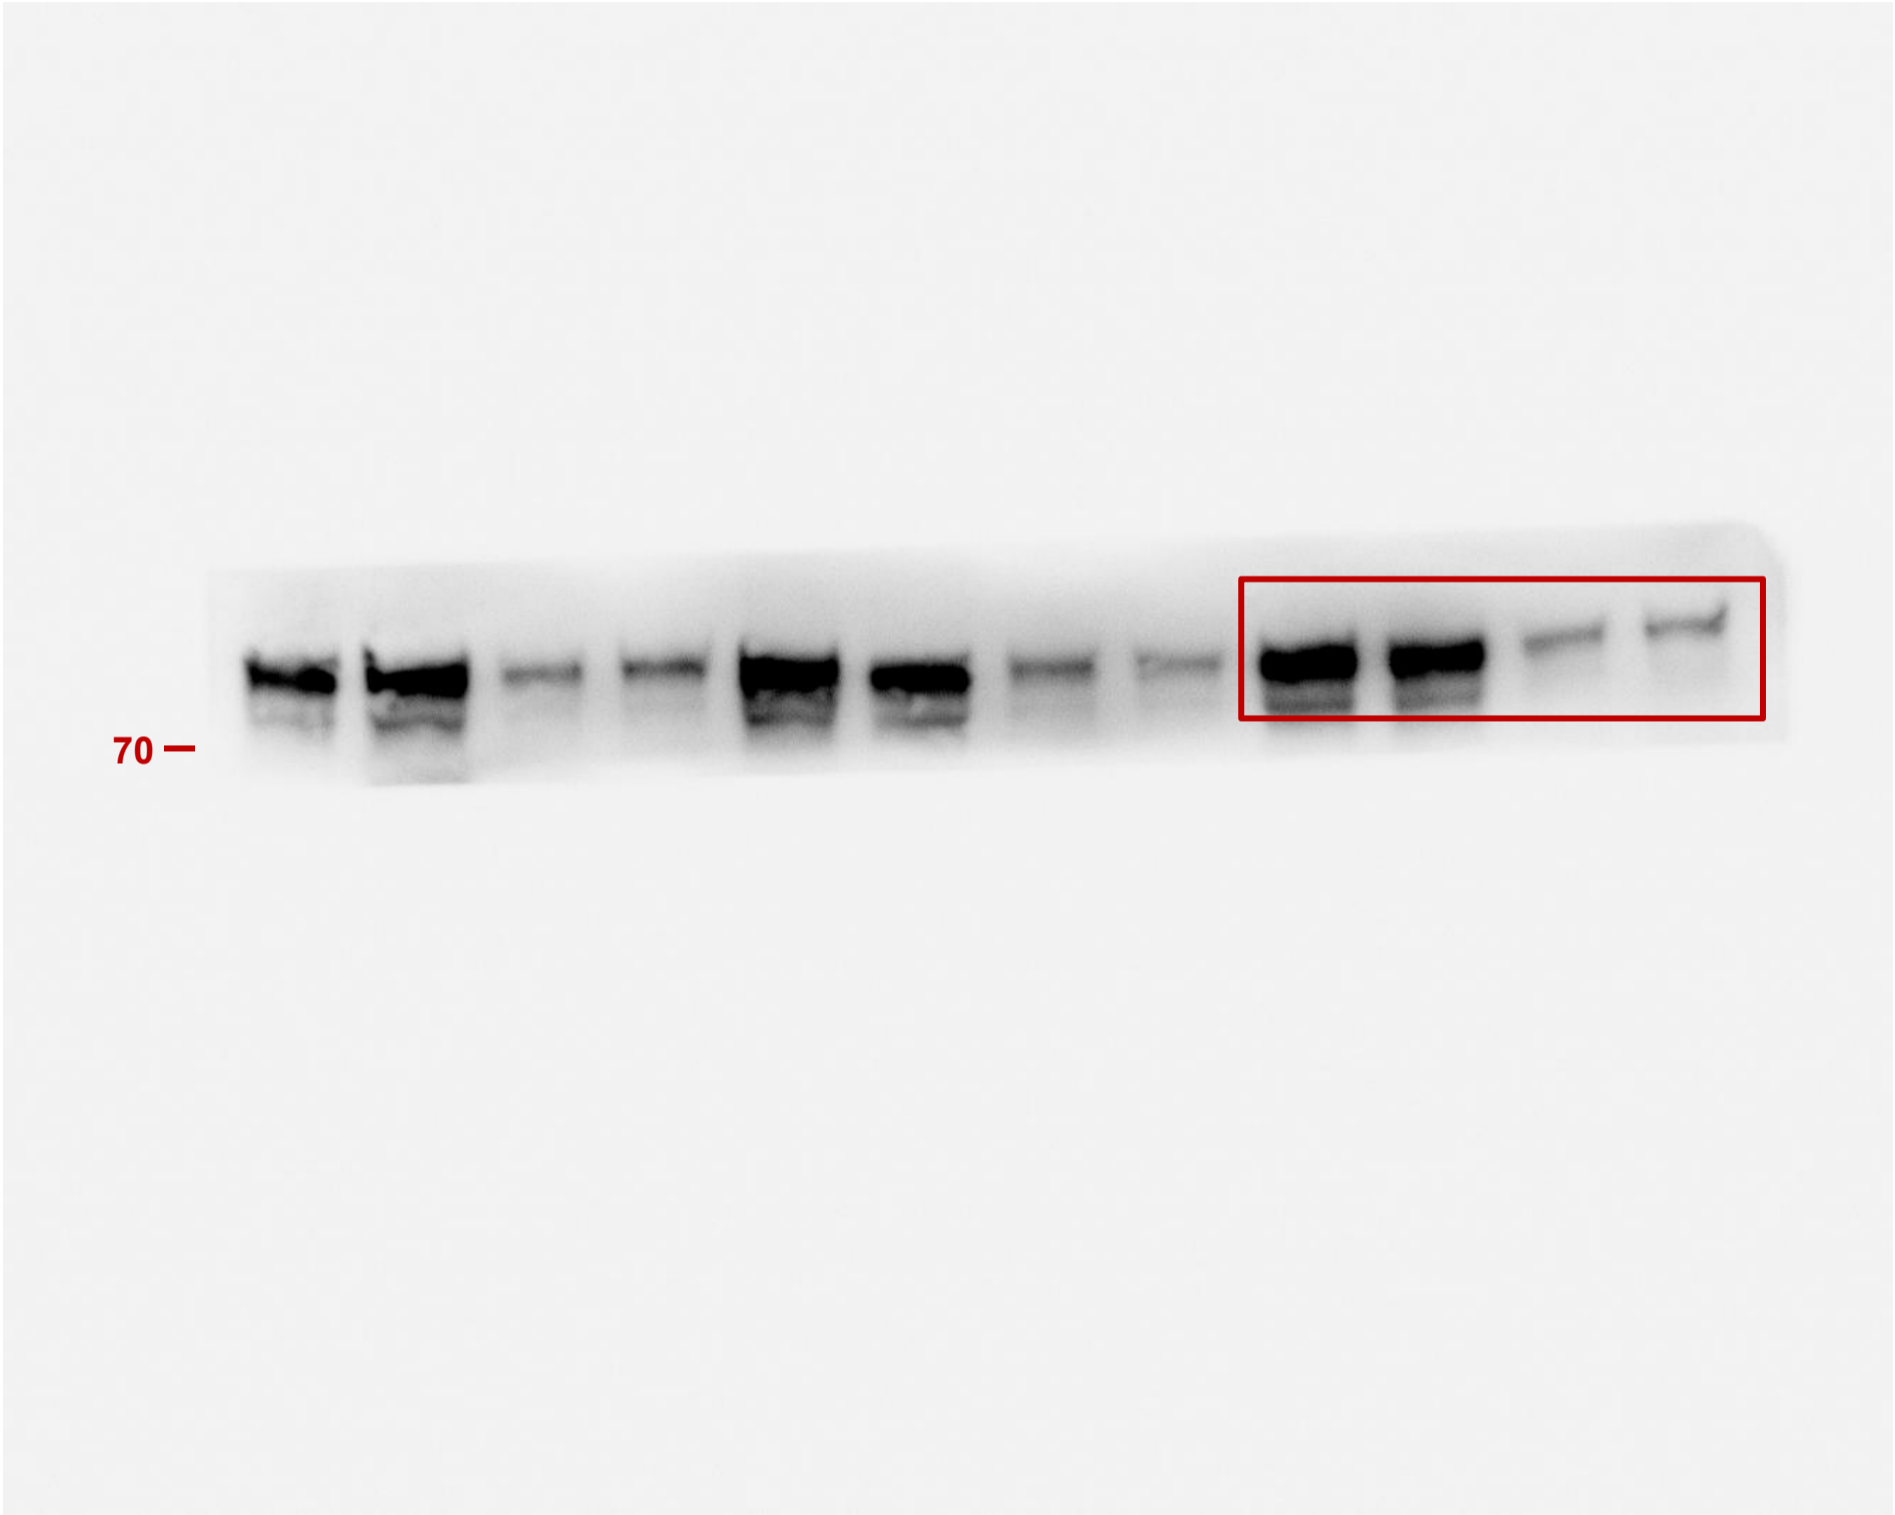

**Figure 6A Tubulin**

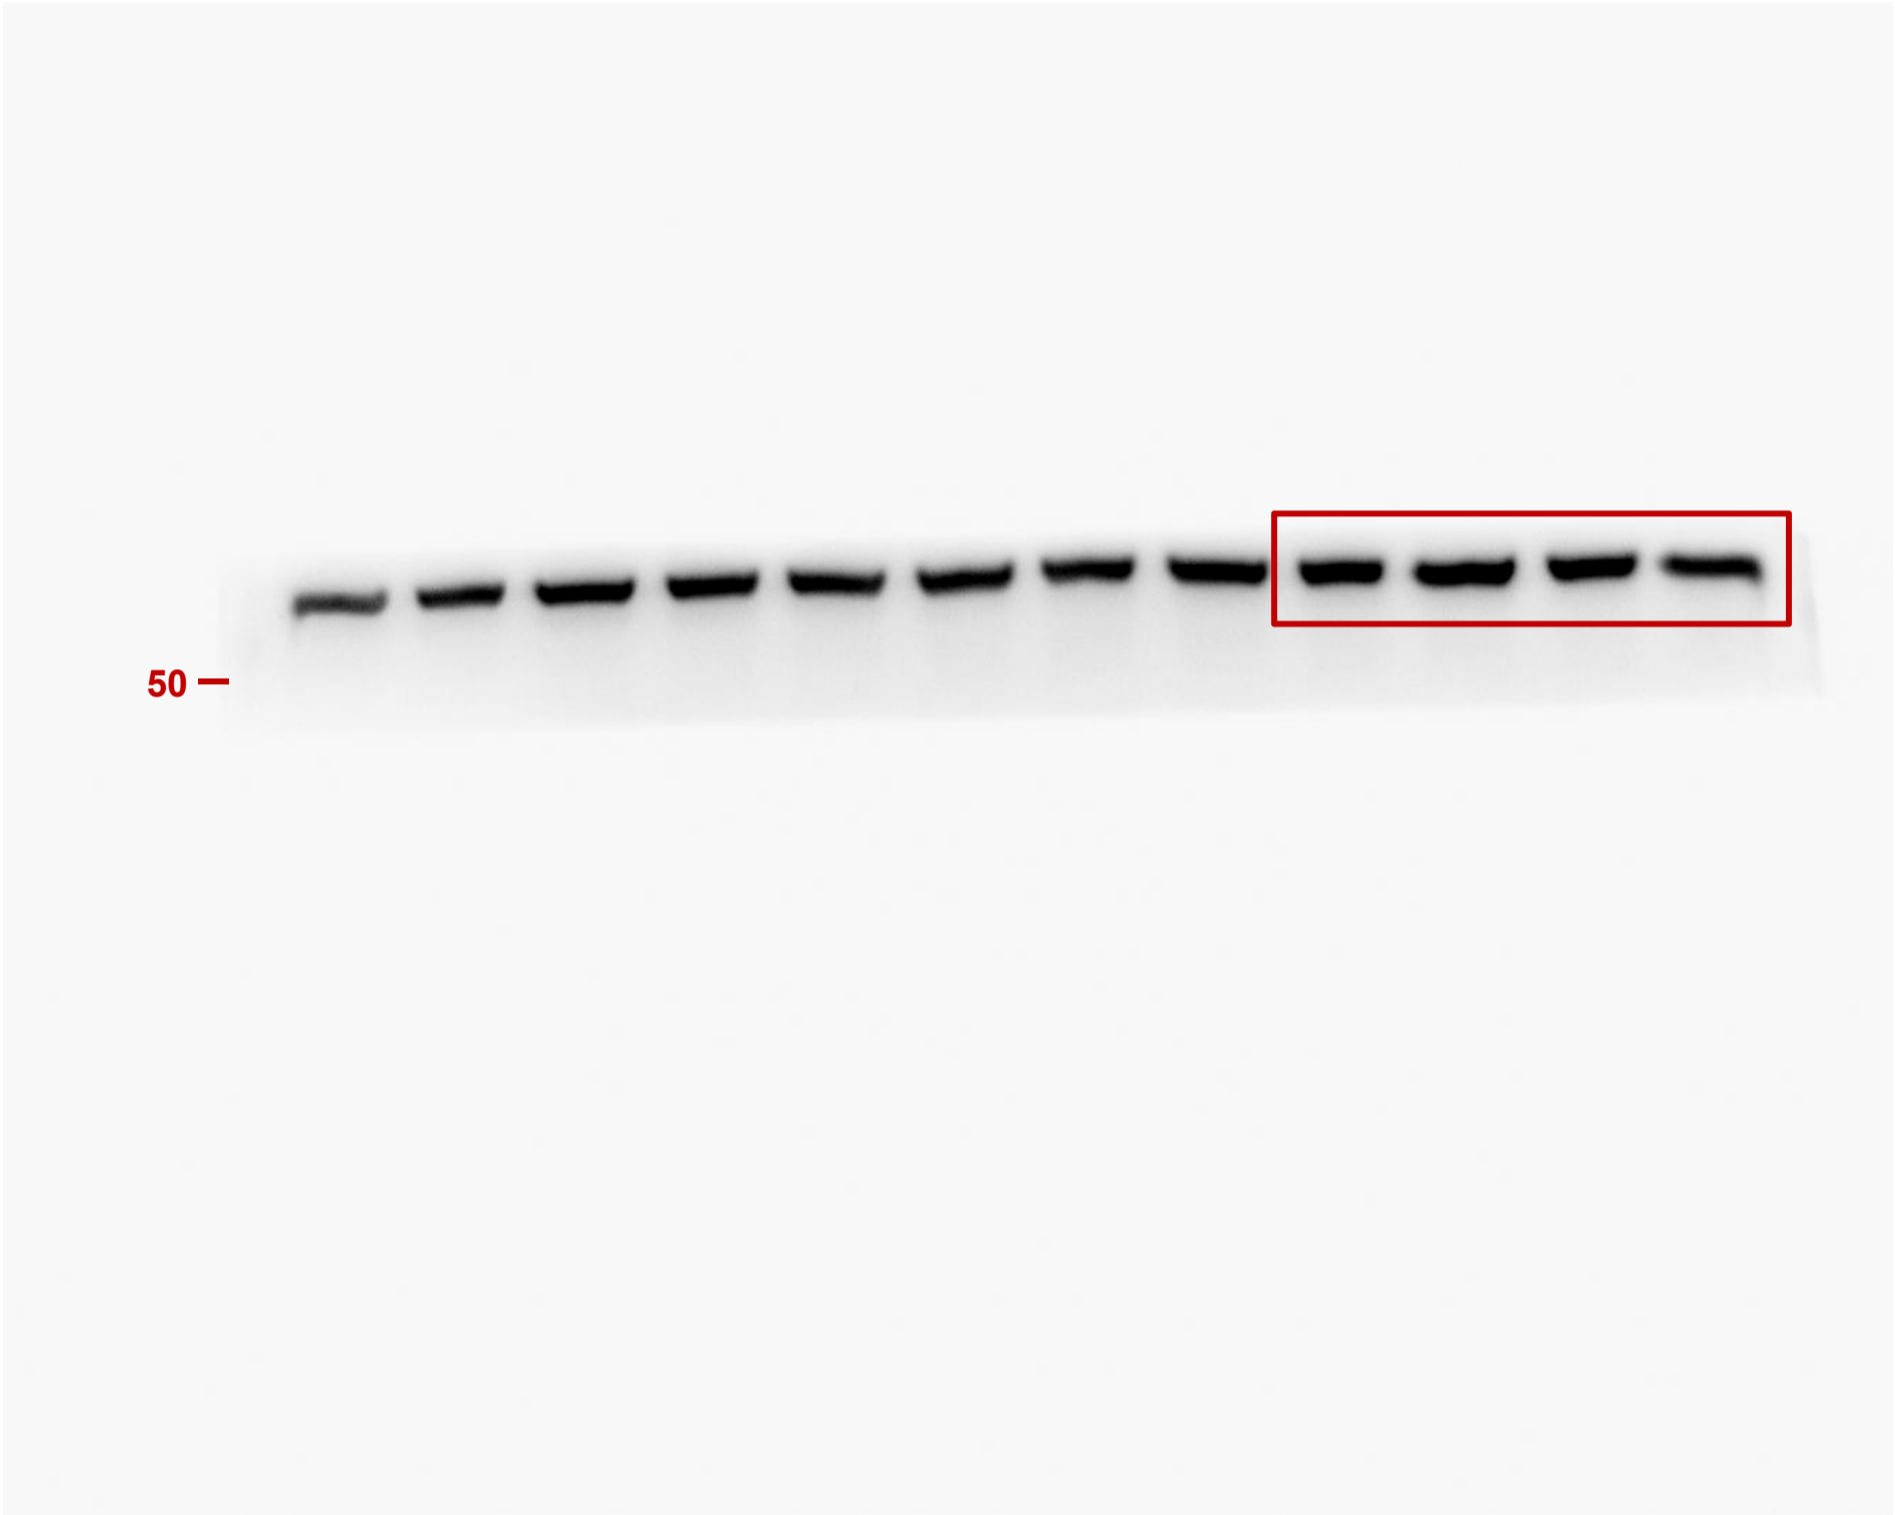

**Figure 7A p-AMPK**

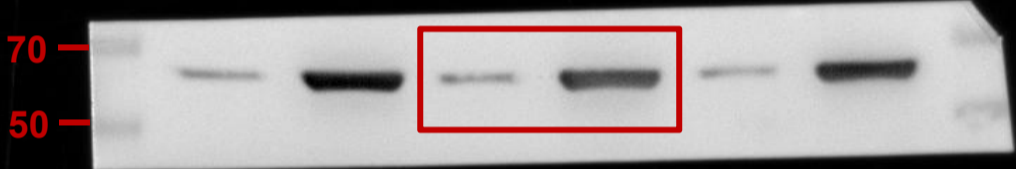

**Figure 7A AMPK**

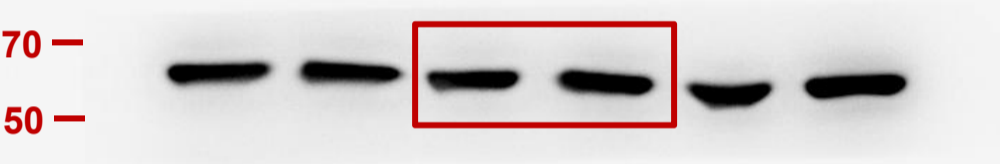

**Figure 7A p-AMPK**

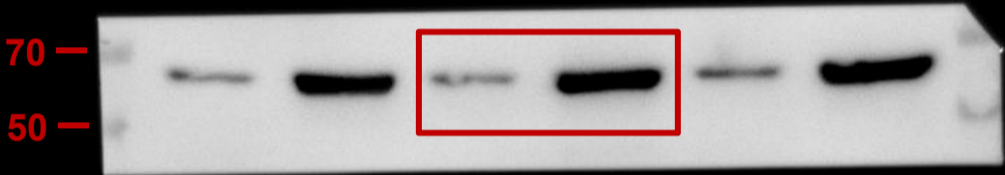

**Figure 7A AMPK**

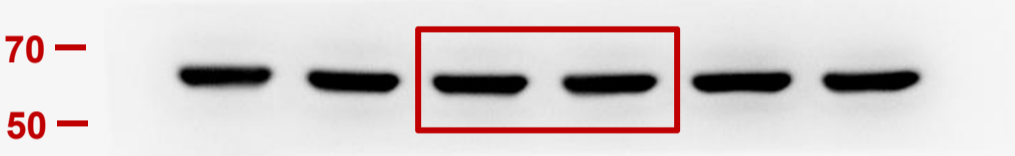

**Figure 7B p-AMPK**

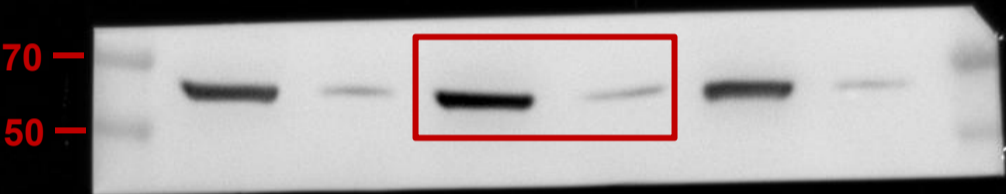

**Figure 7B AMPK**

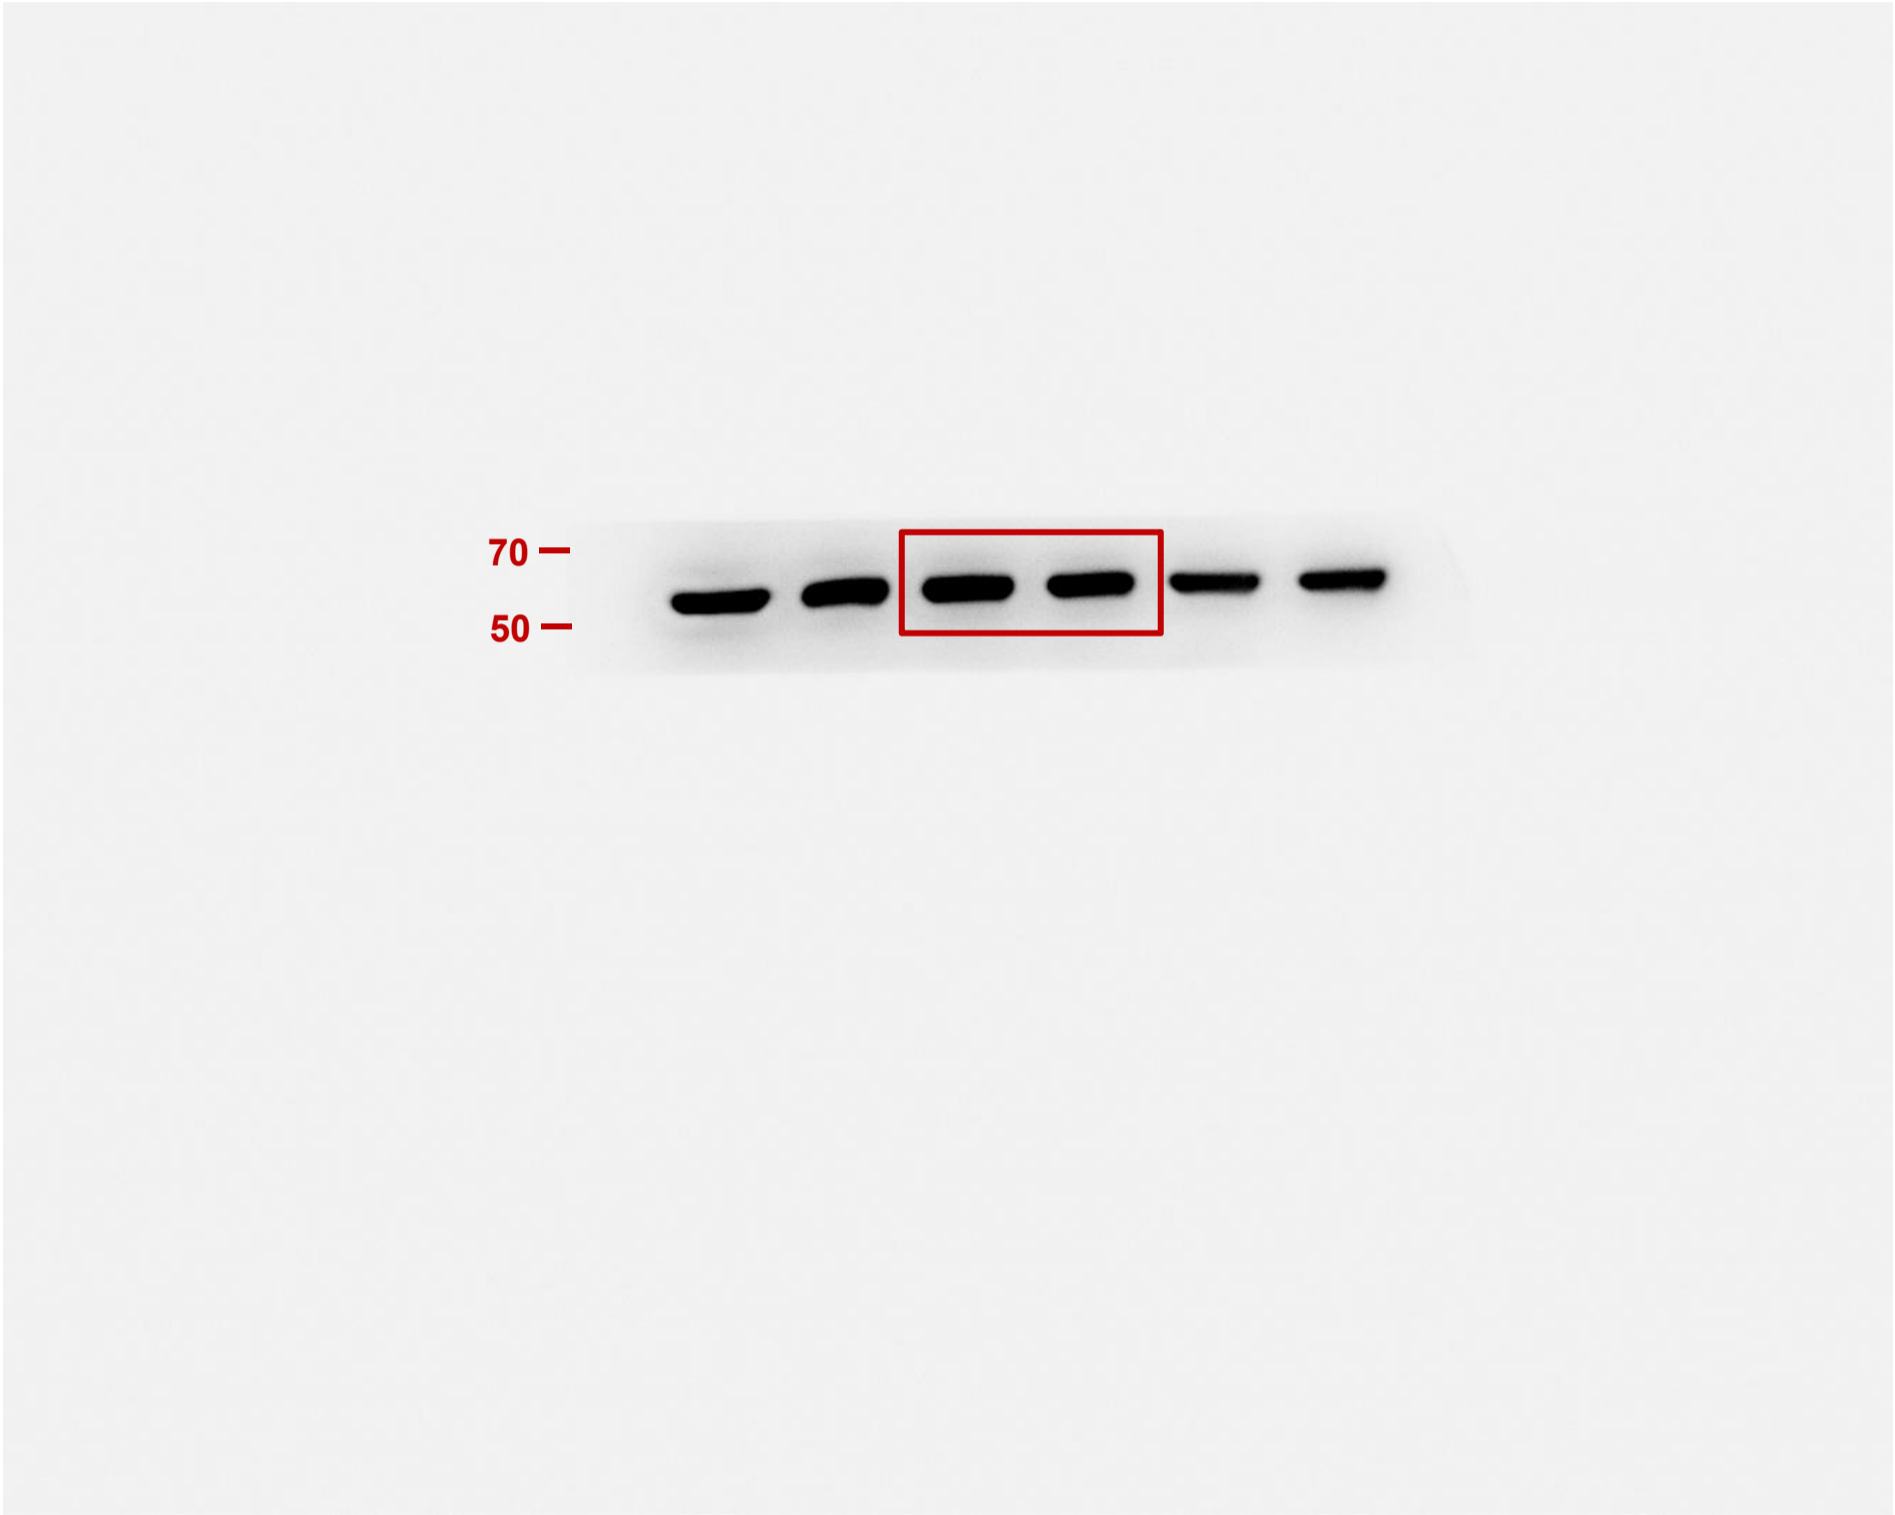

**Figure 7B p-AMPK**

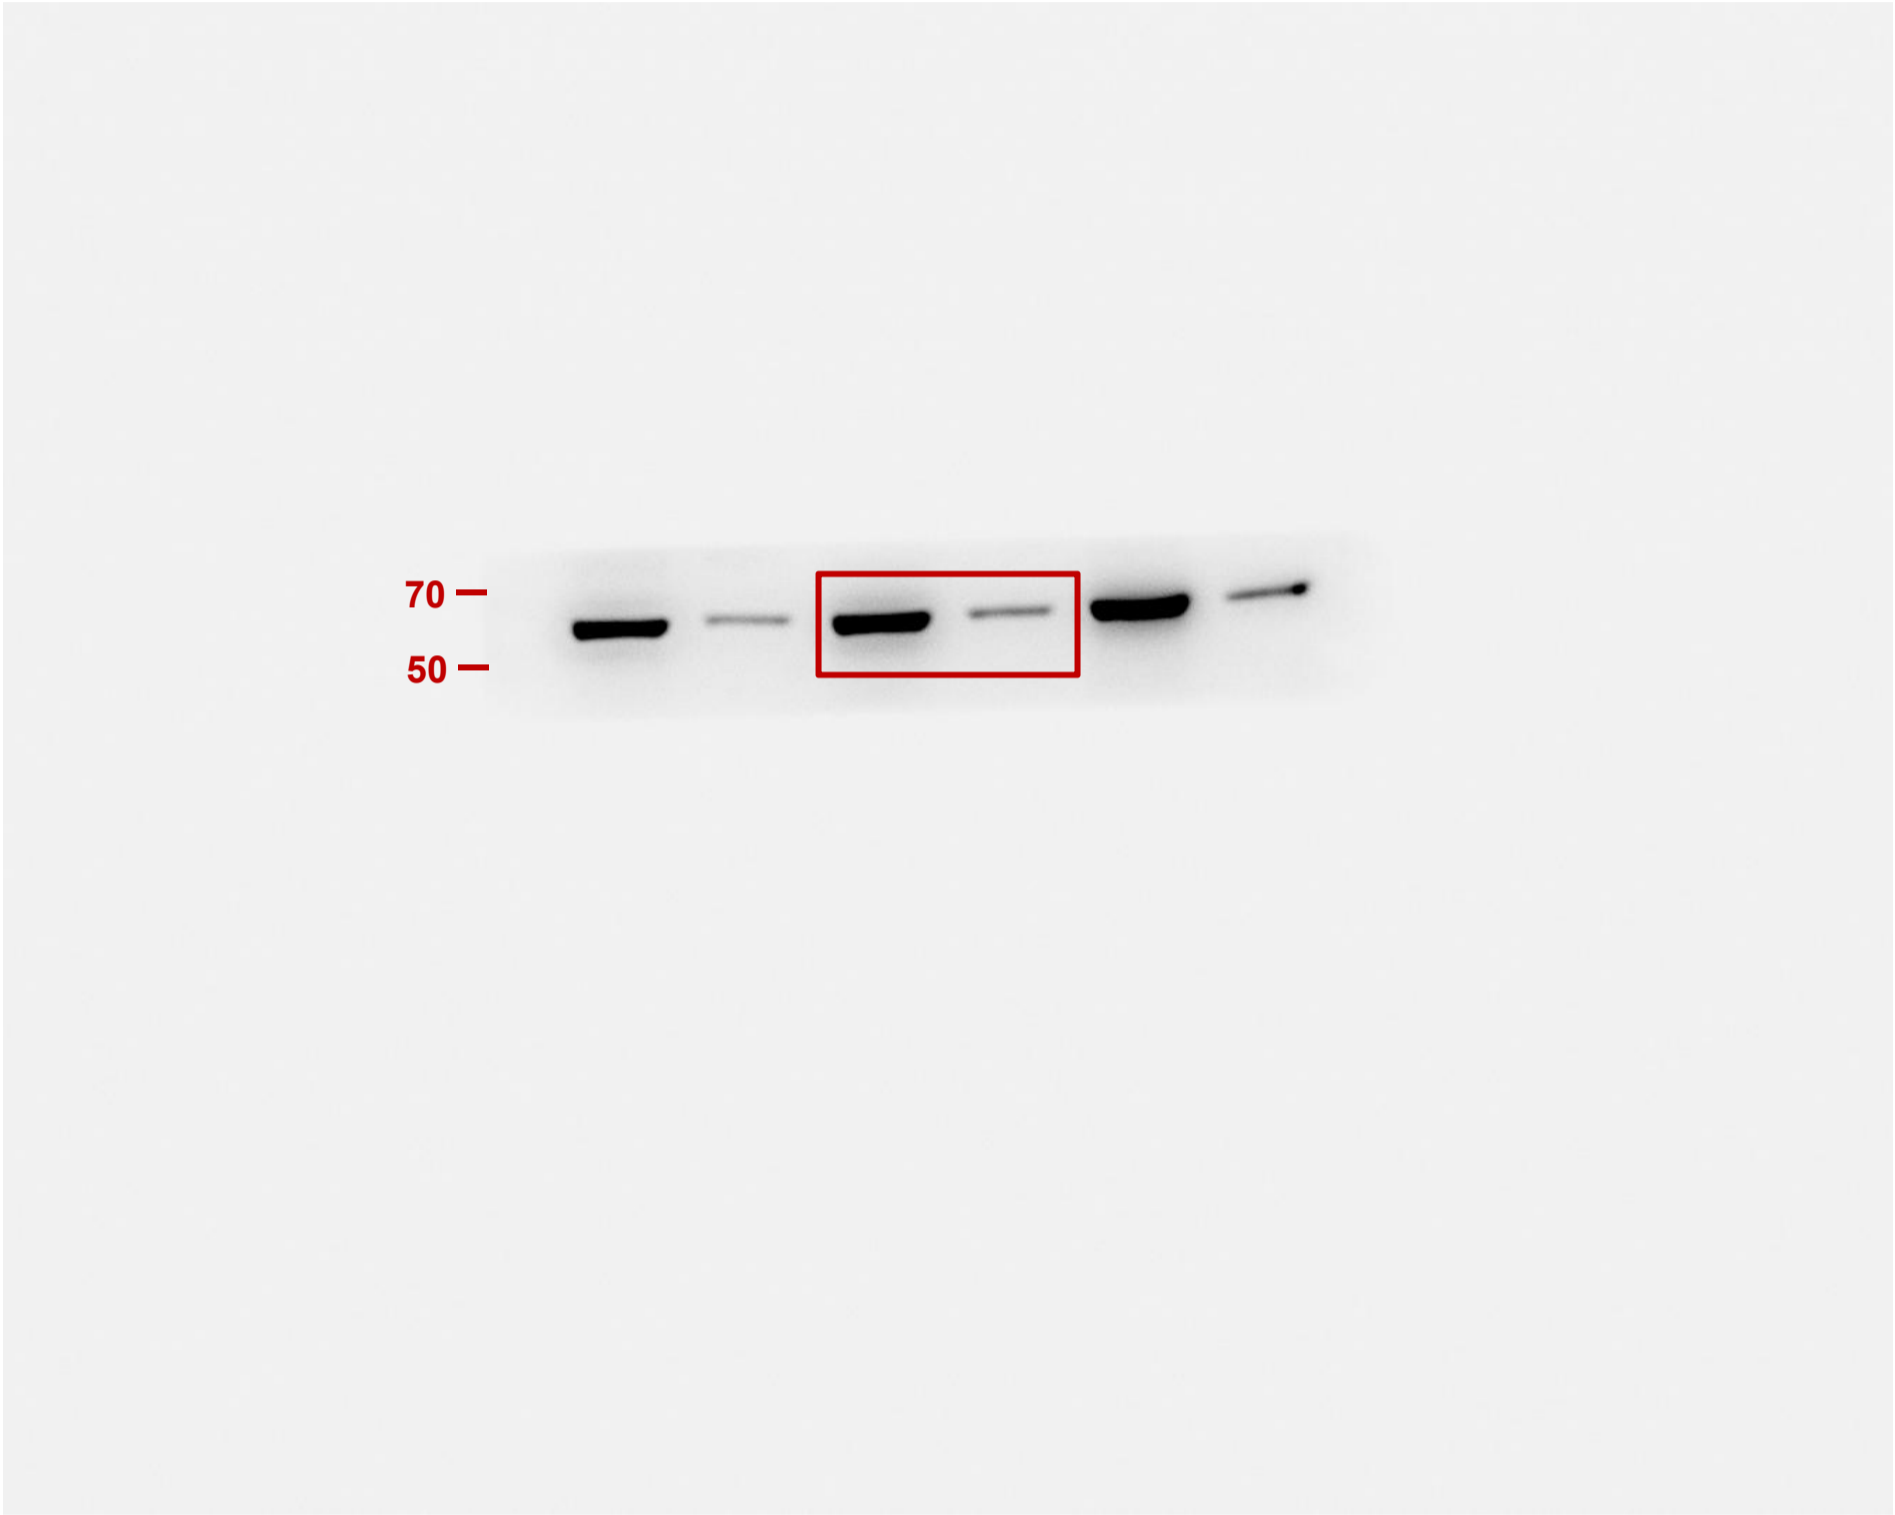

**Figure 7B AMPK**

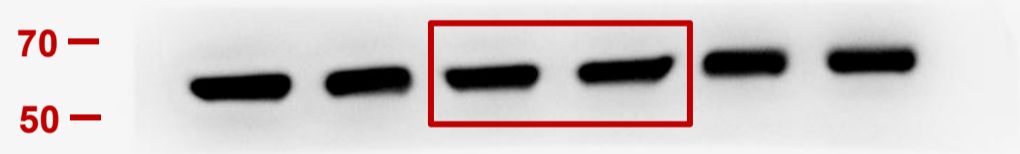

### Figure 7A and 7B Tubulin

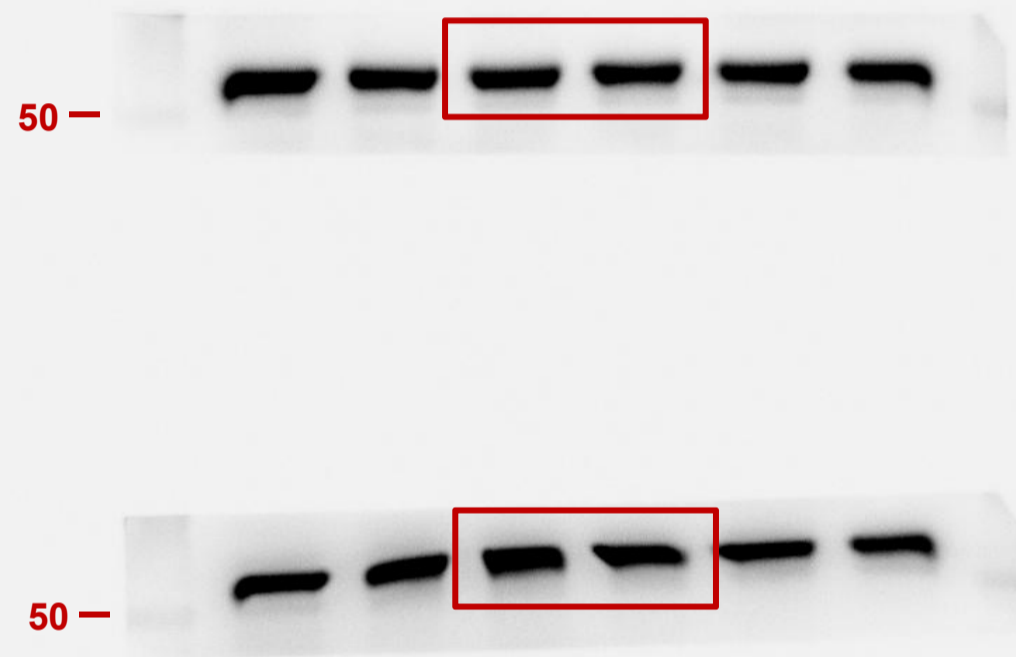

### Figure 7A and 7B Tubulin

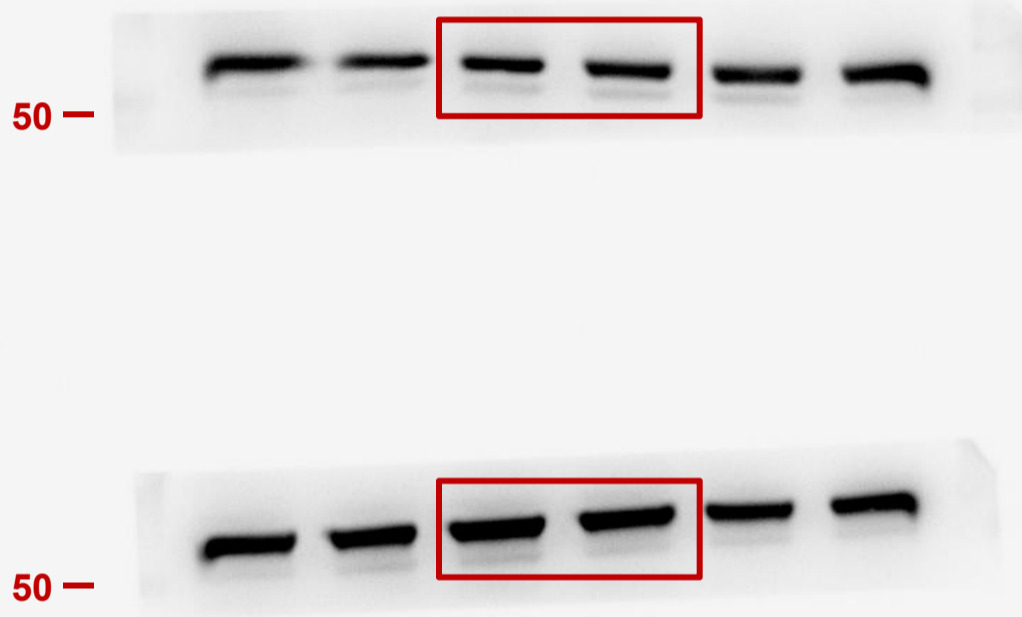

**Figure 7C AMPK**

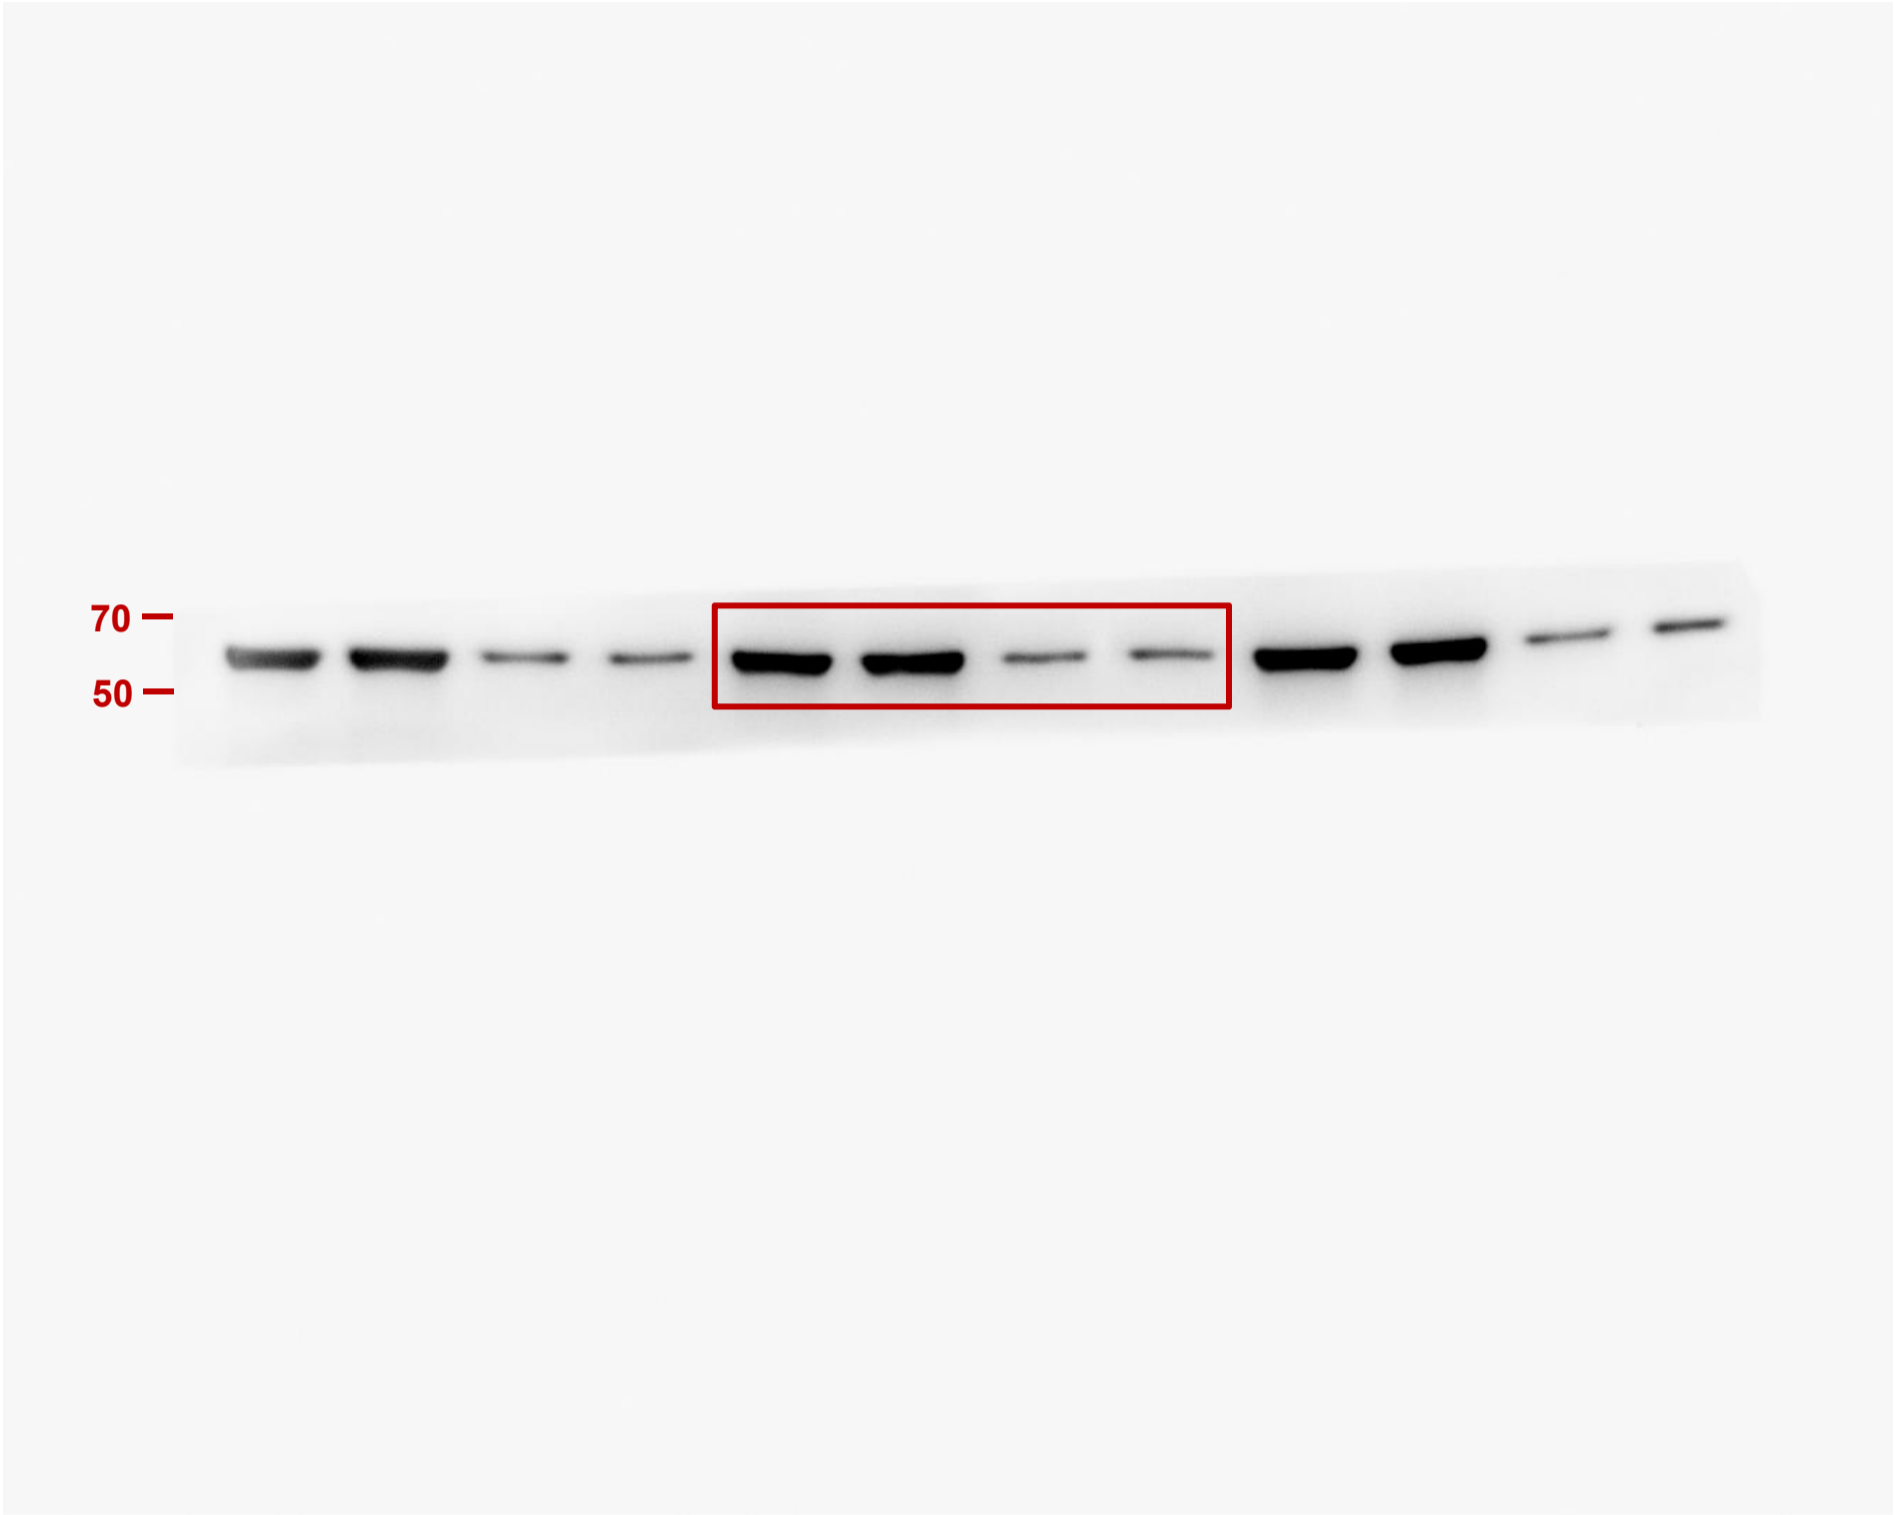

**Figure 7C p-YAP**

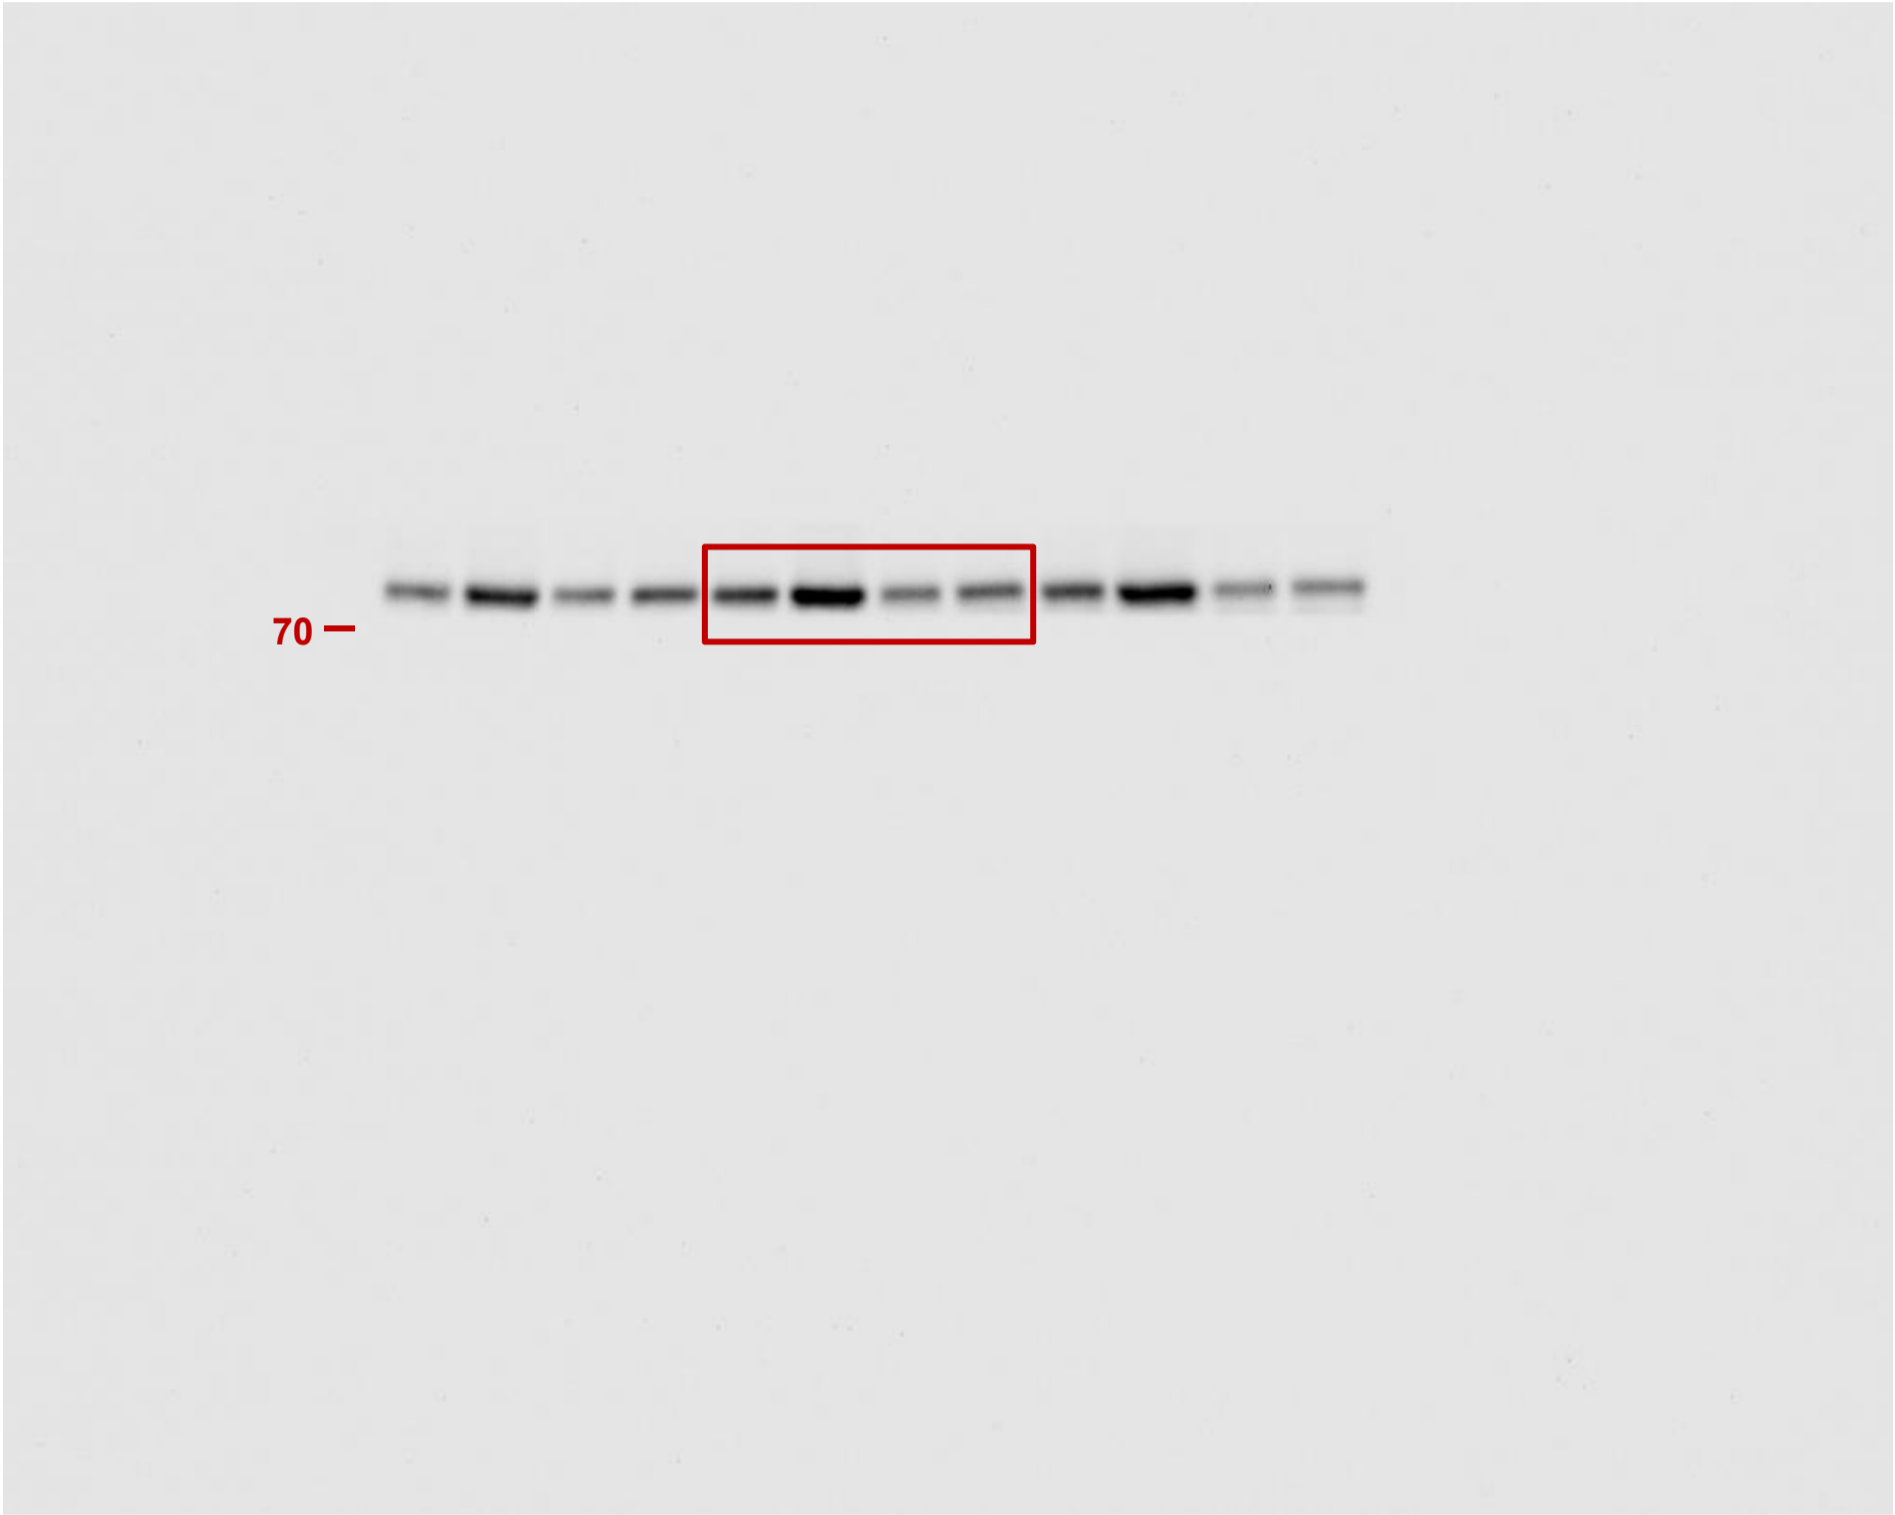

**Figure 7C YAP**

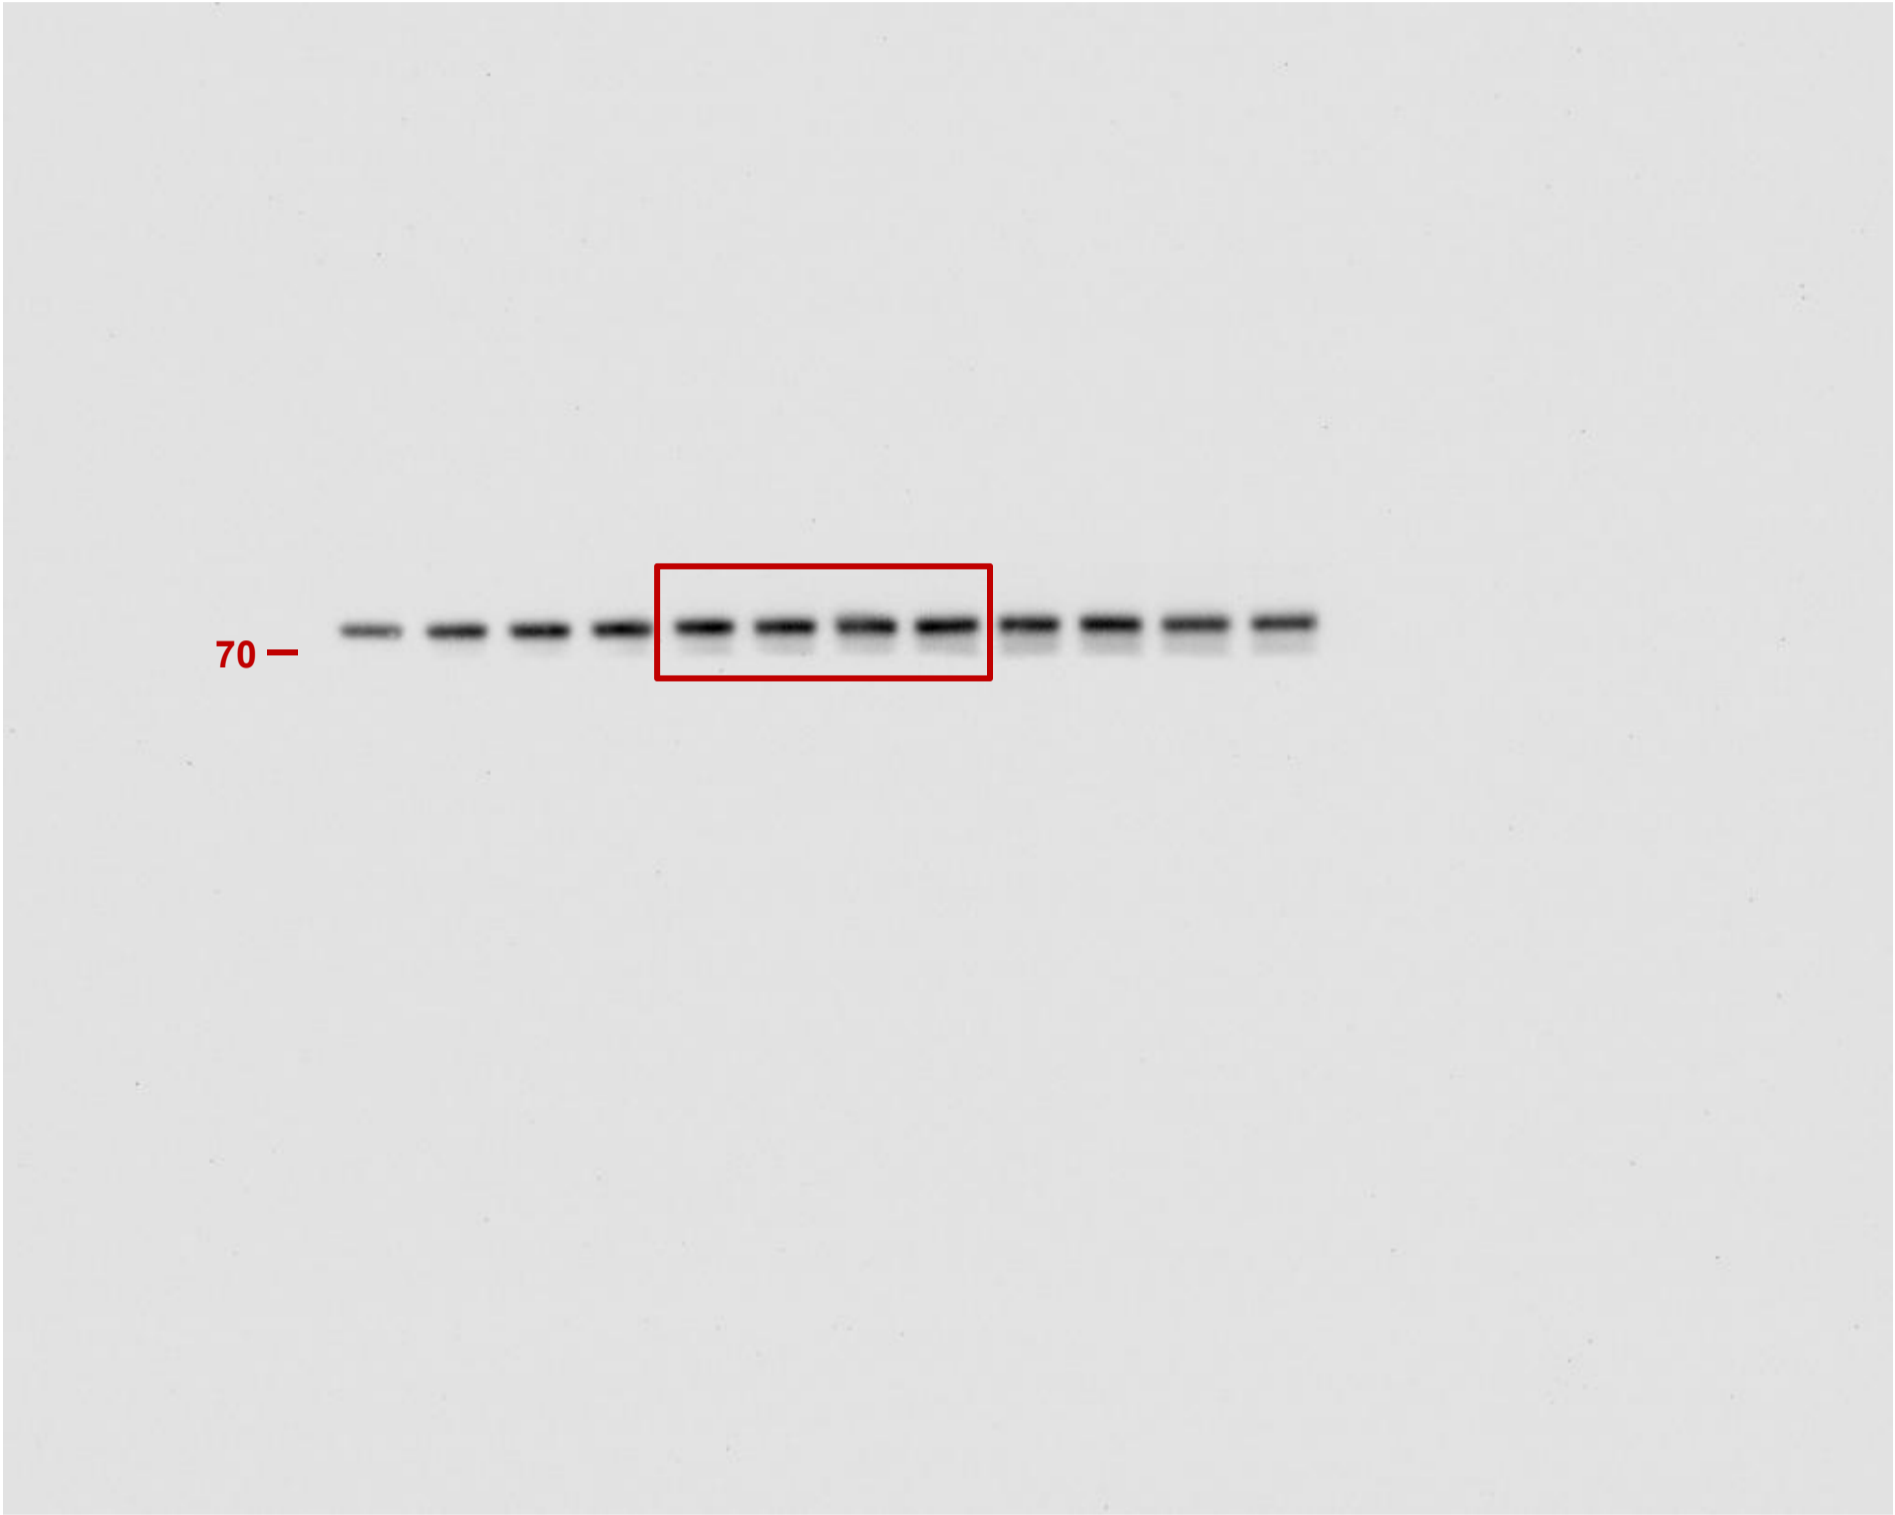

**Figure 7C Tubulin**

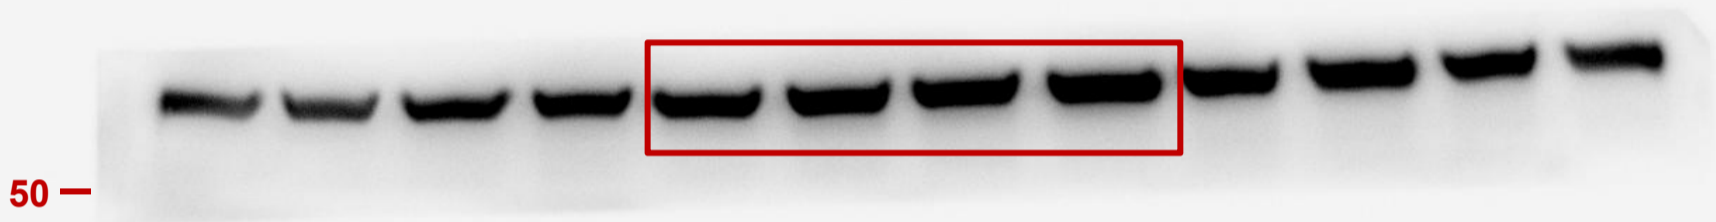

**Figure S5A ALDOA**

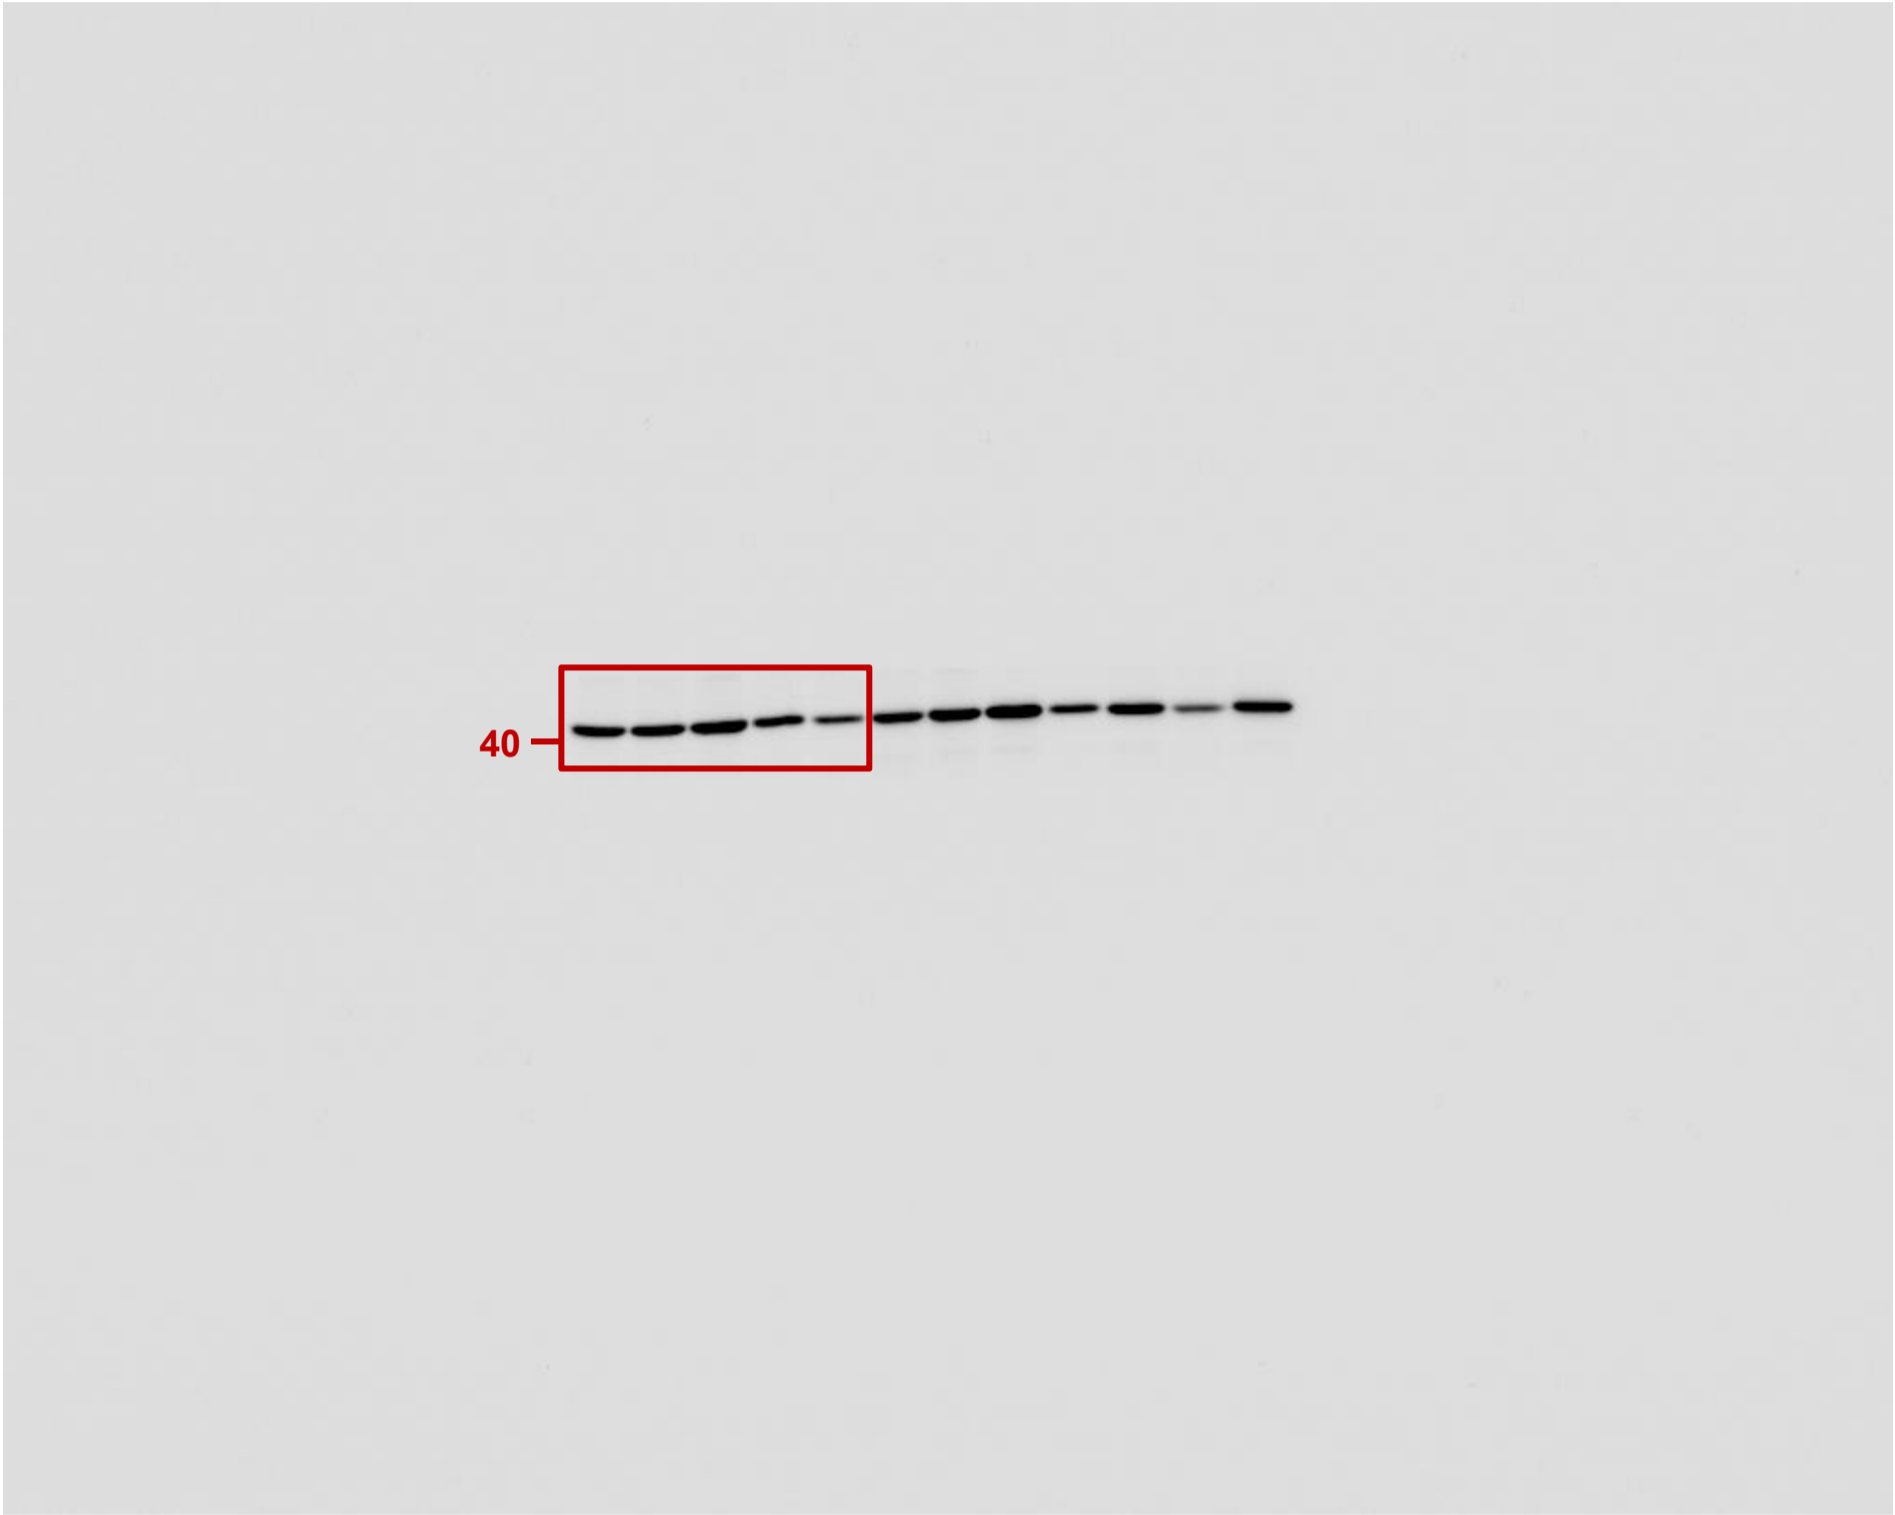

**Figure S5A Tubulin**

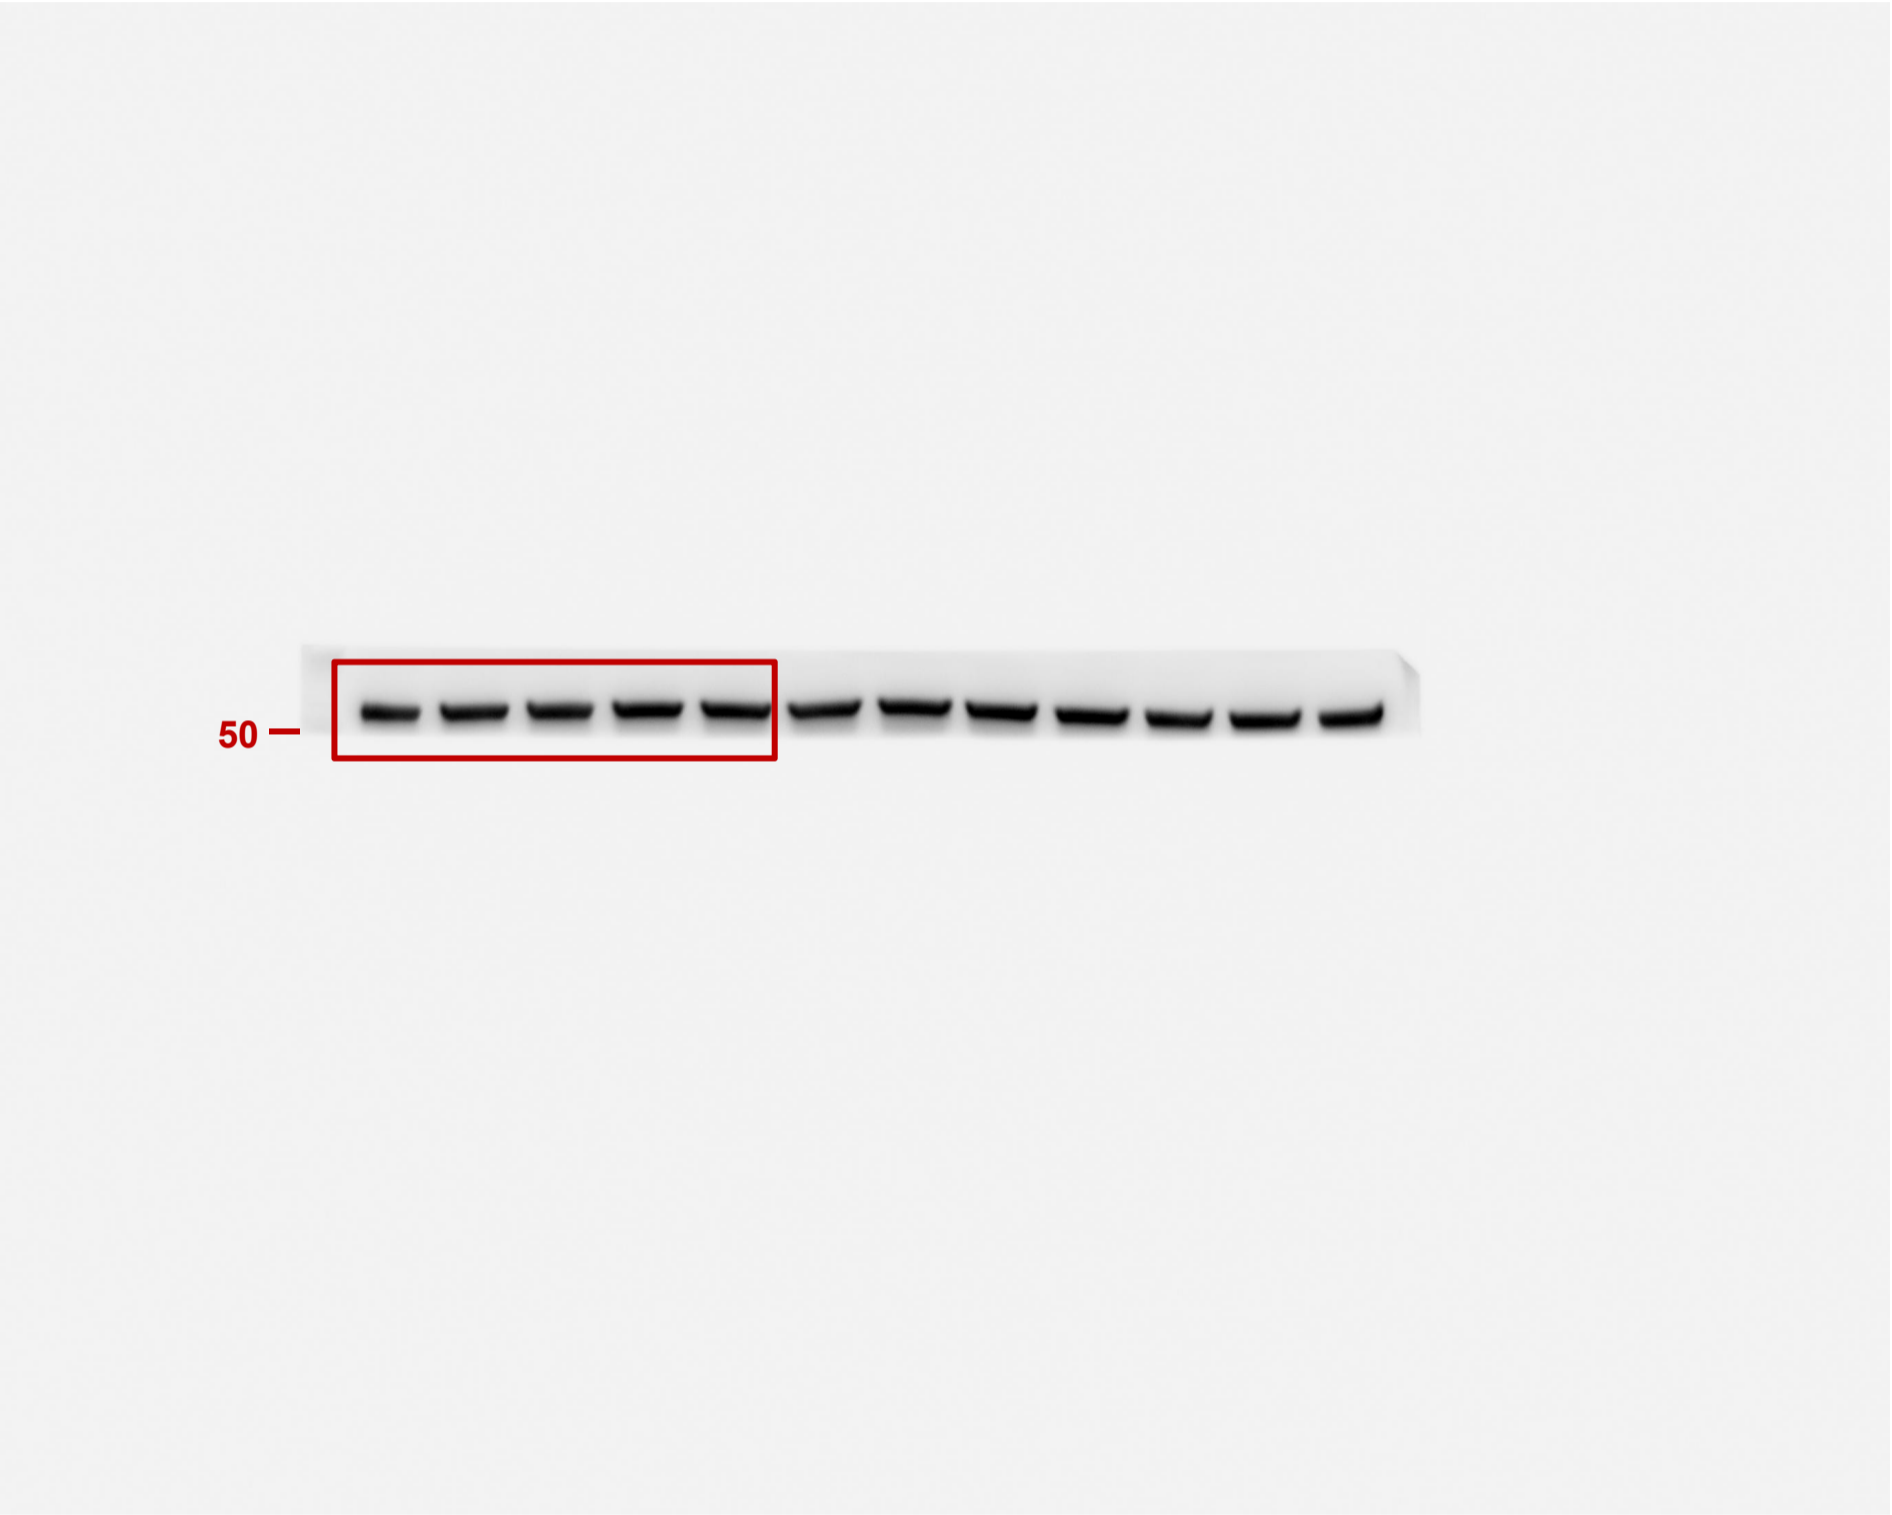

**Figure S5C ALDOA**

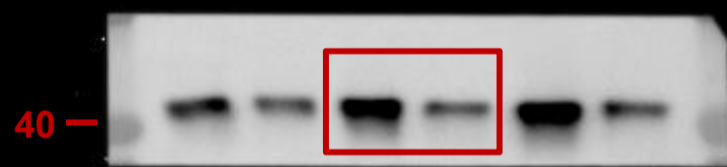

**Figure S5C ALDOA**

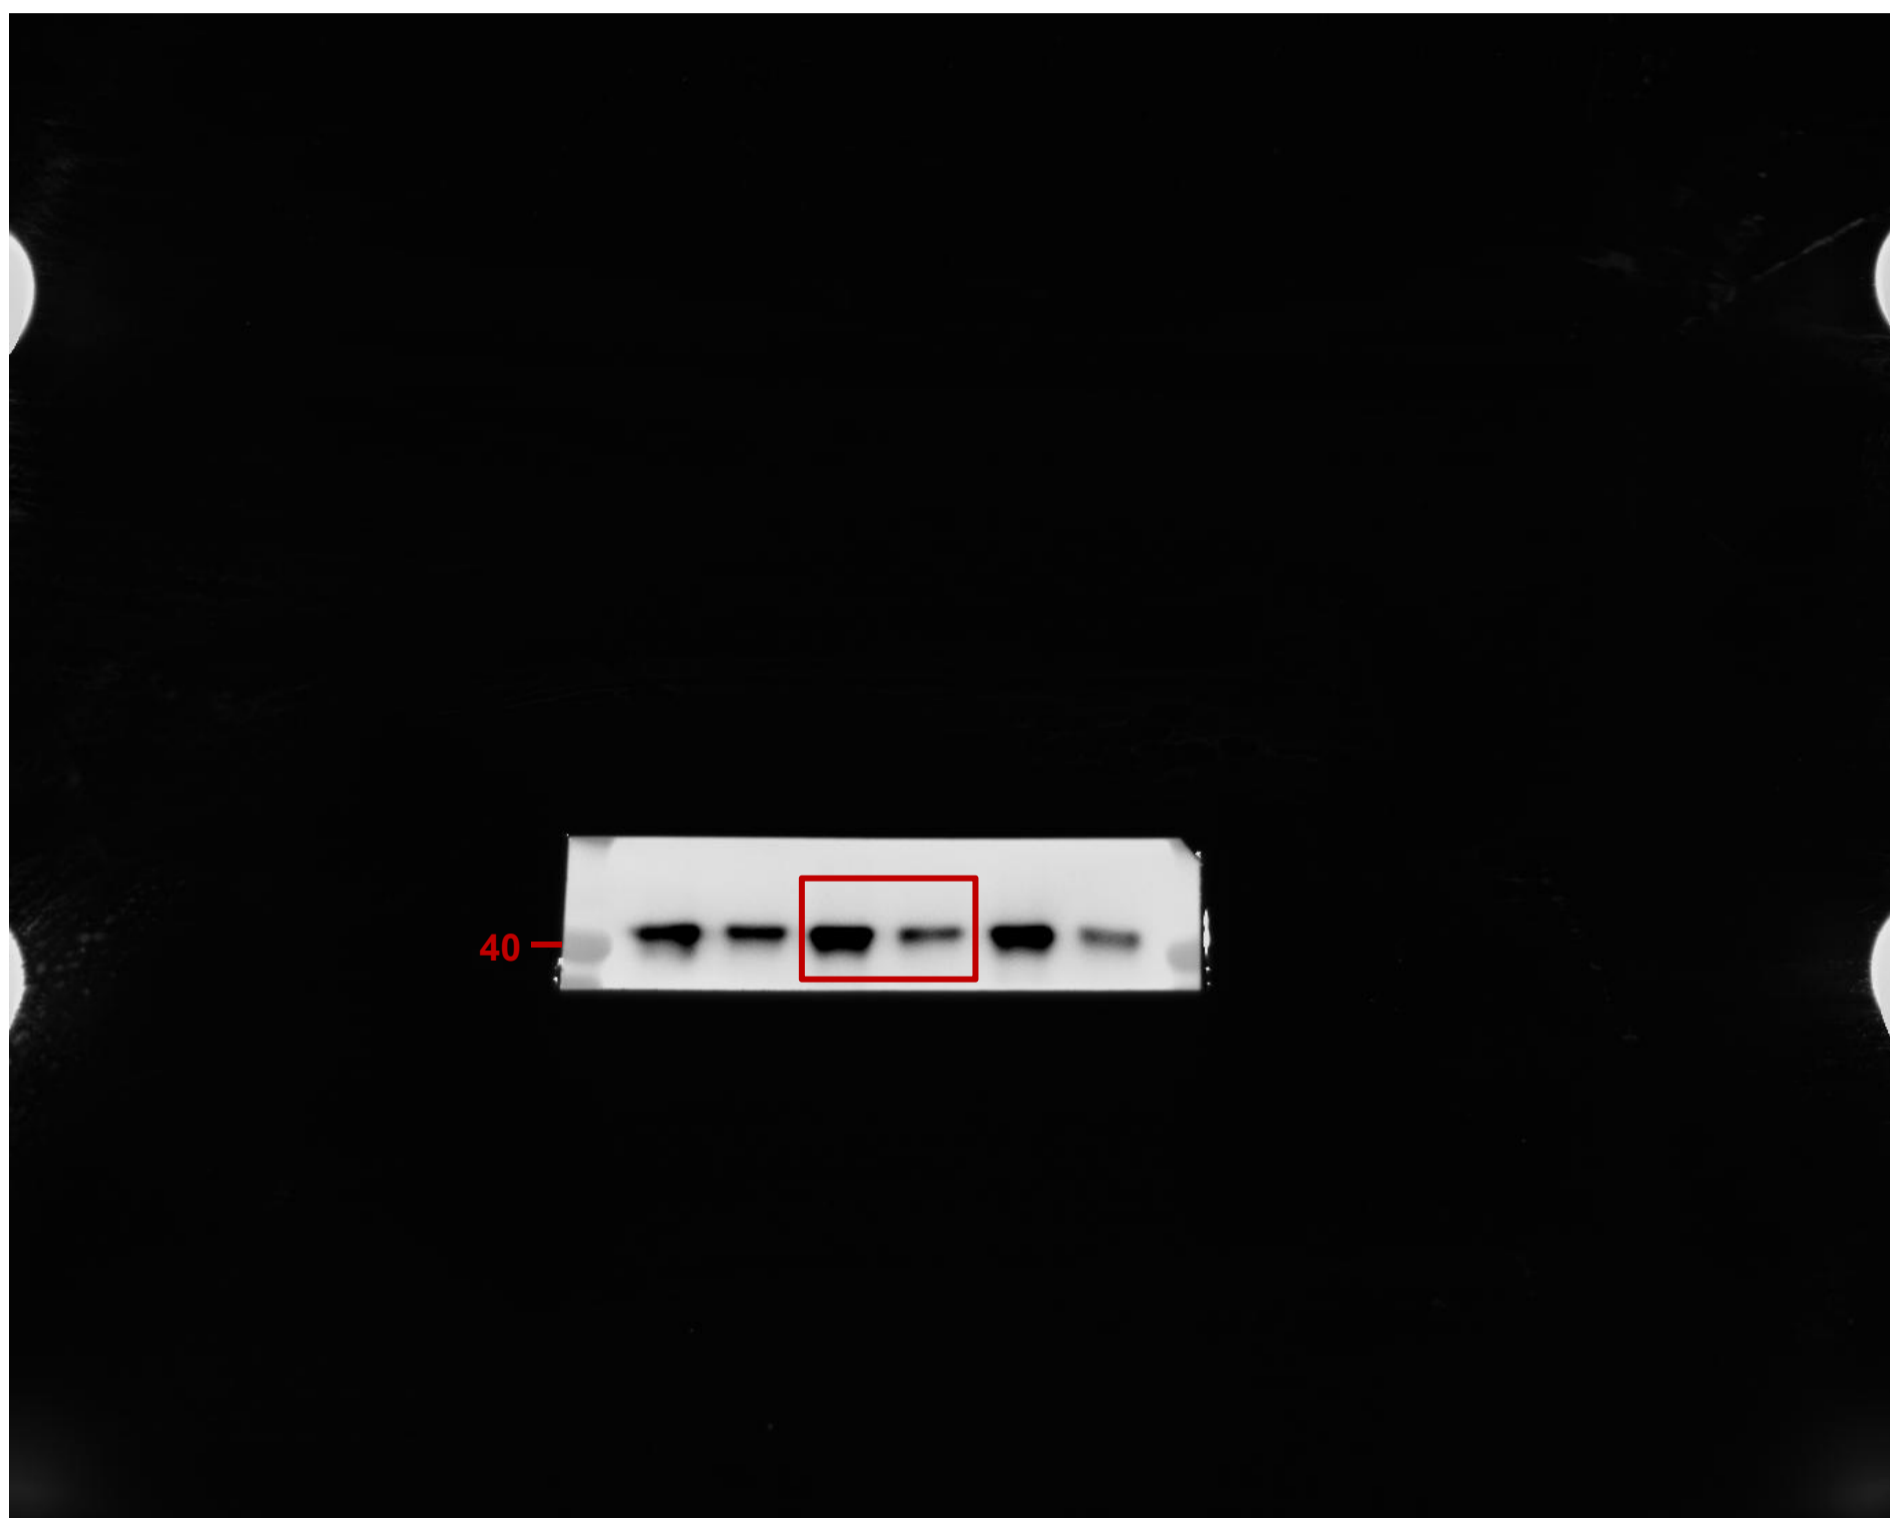

**Figure S5C Tubulin**

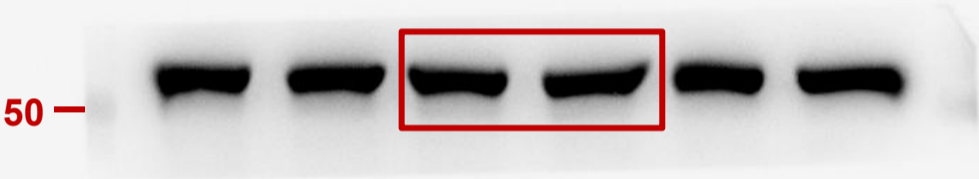

**Figure S5C Tubulin**

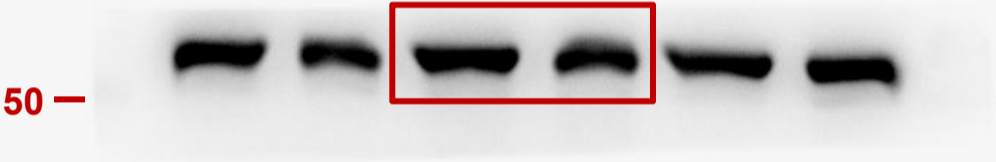

**Figure S5E ALDOA**

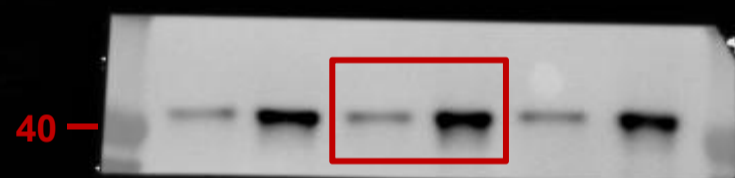

**Figure S5E ALDOA**

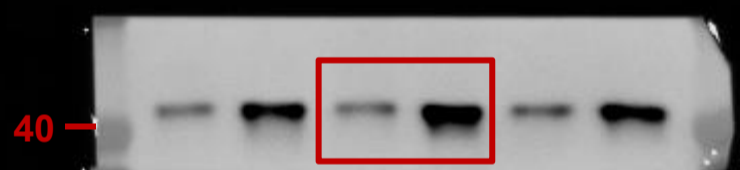

**Figure S5E Tubulin**

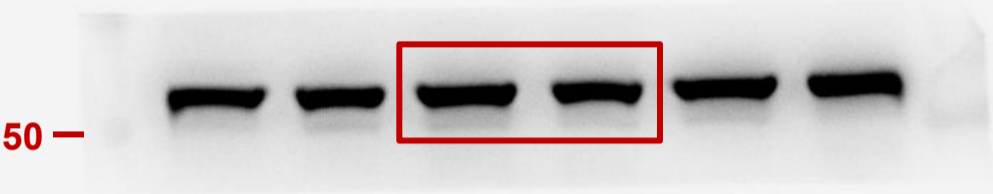

**Figure S5E Tubulin**

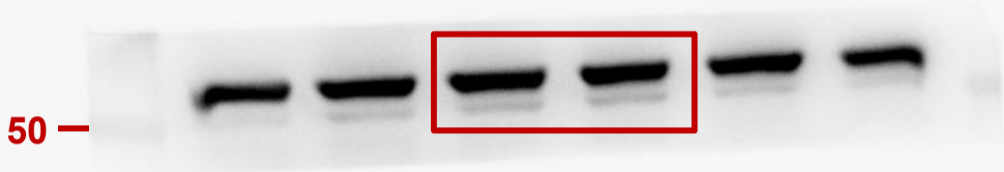

**Figure S7 p-LATS1 HT29**

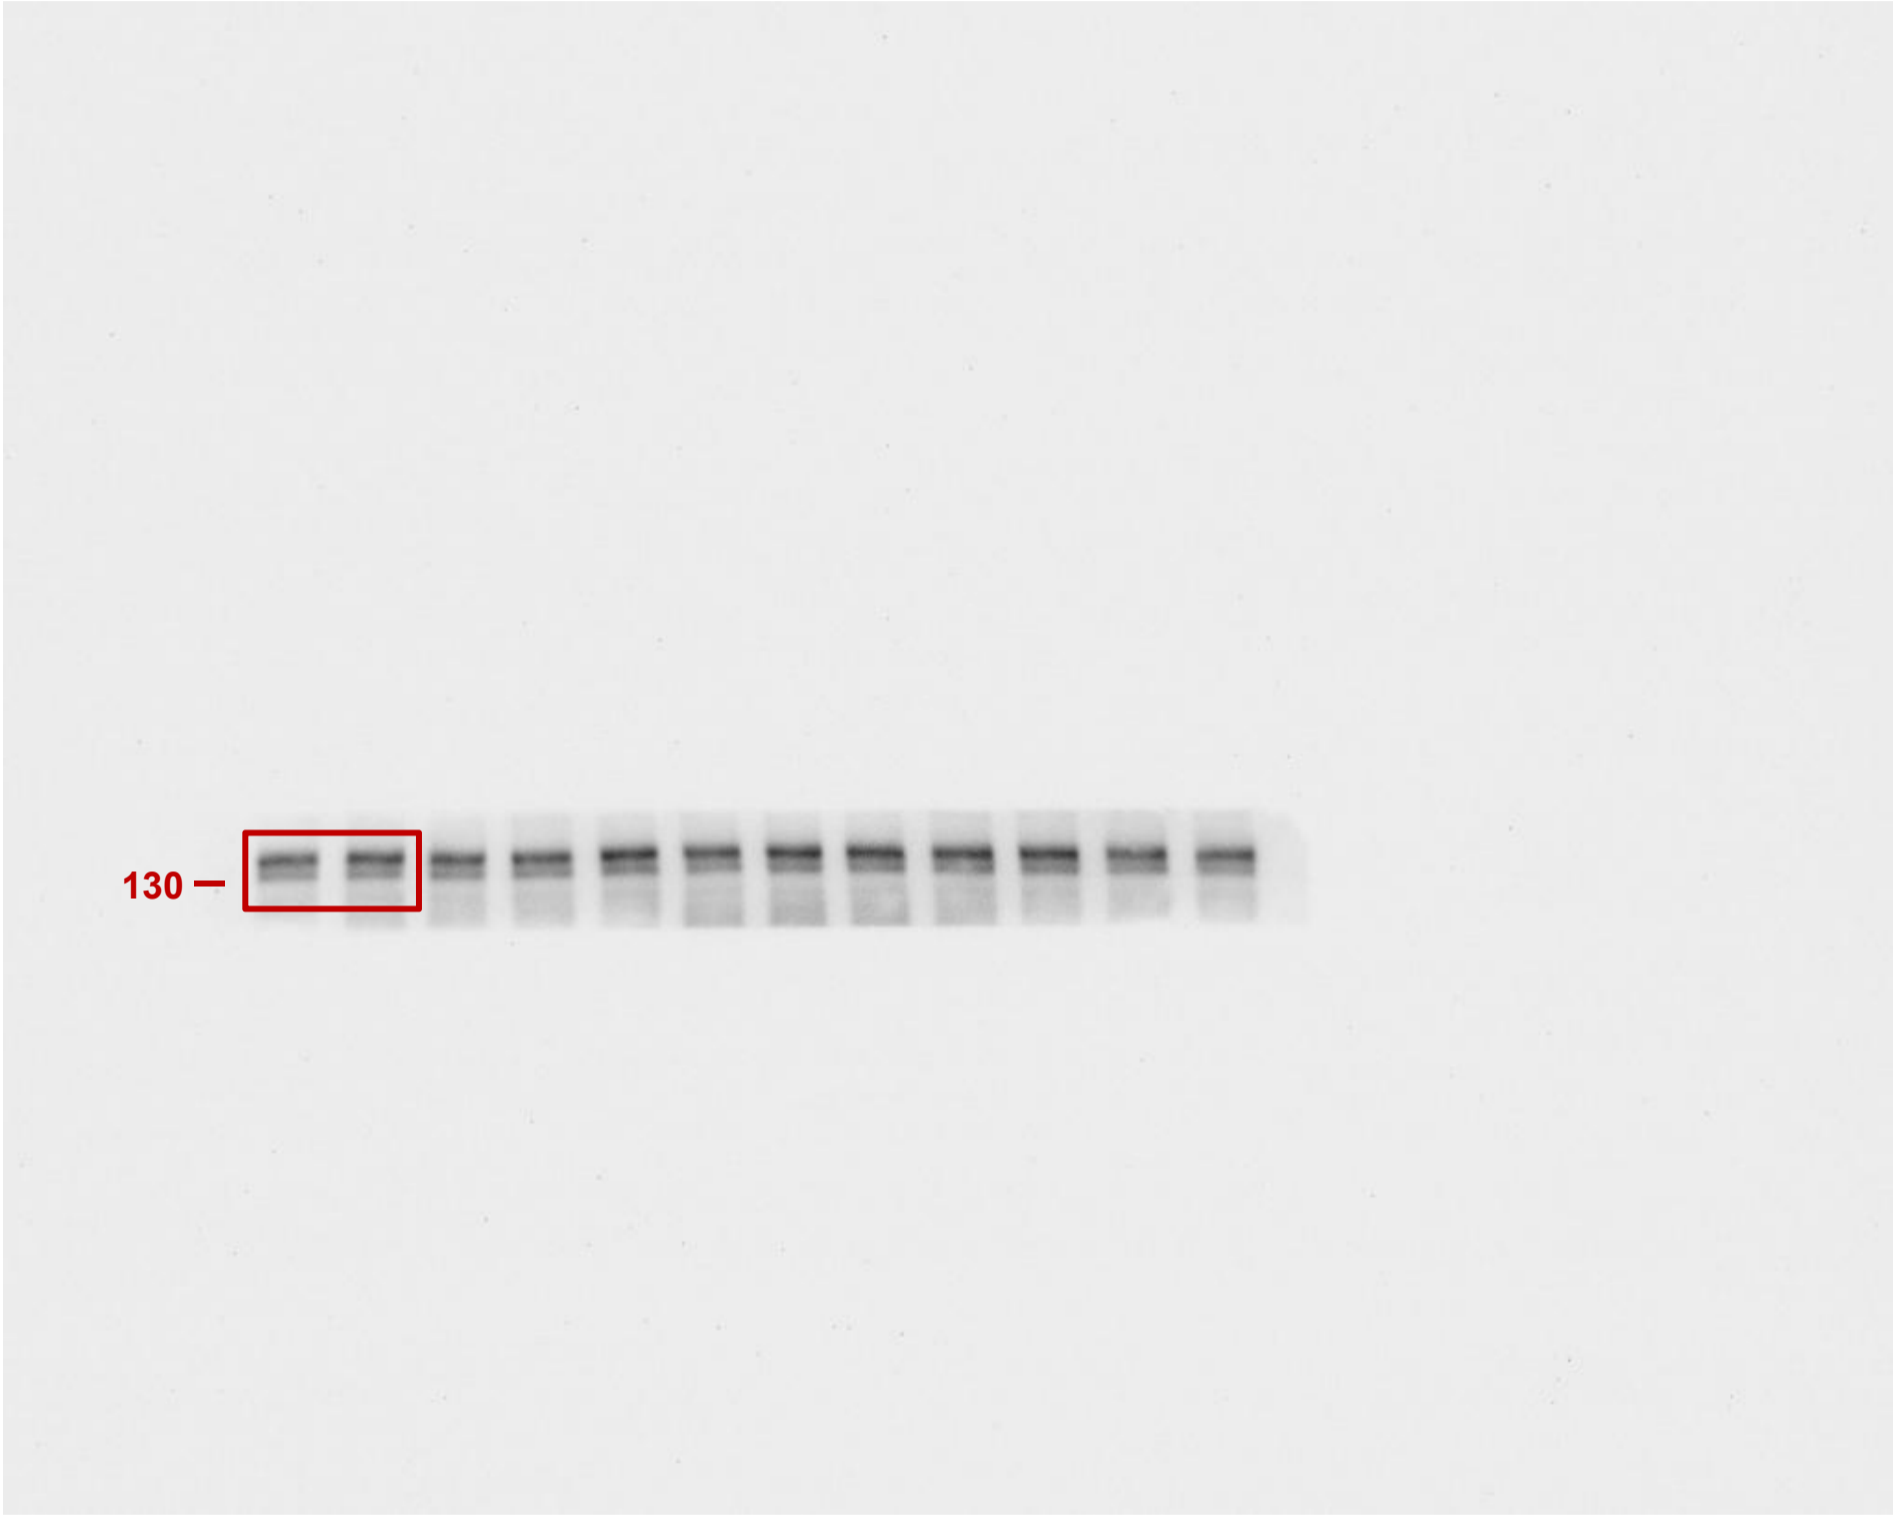

**Figure S7 LATS1 HT29**

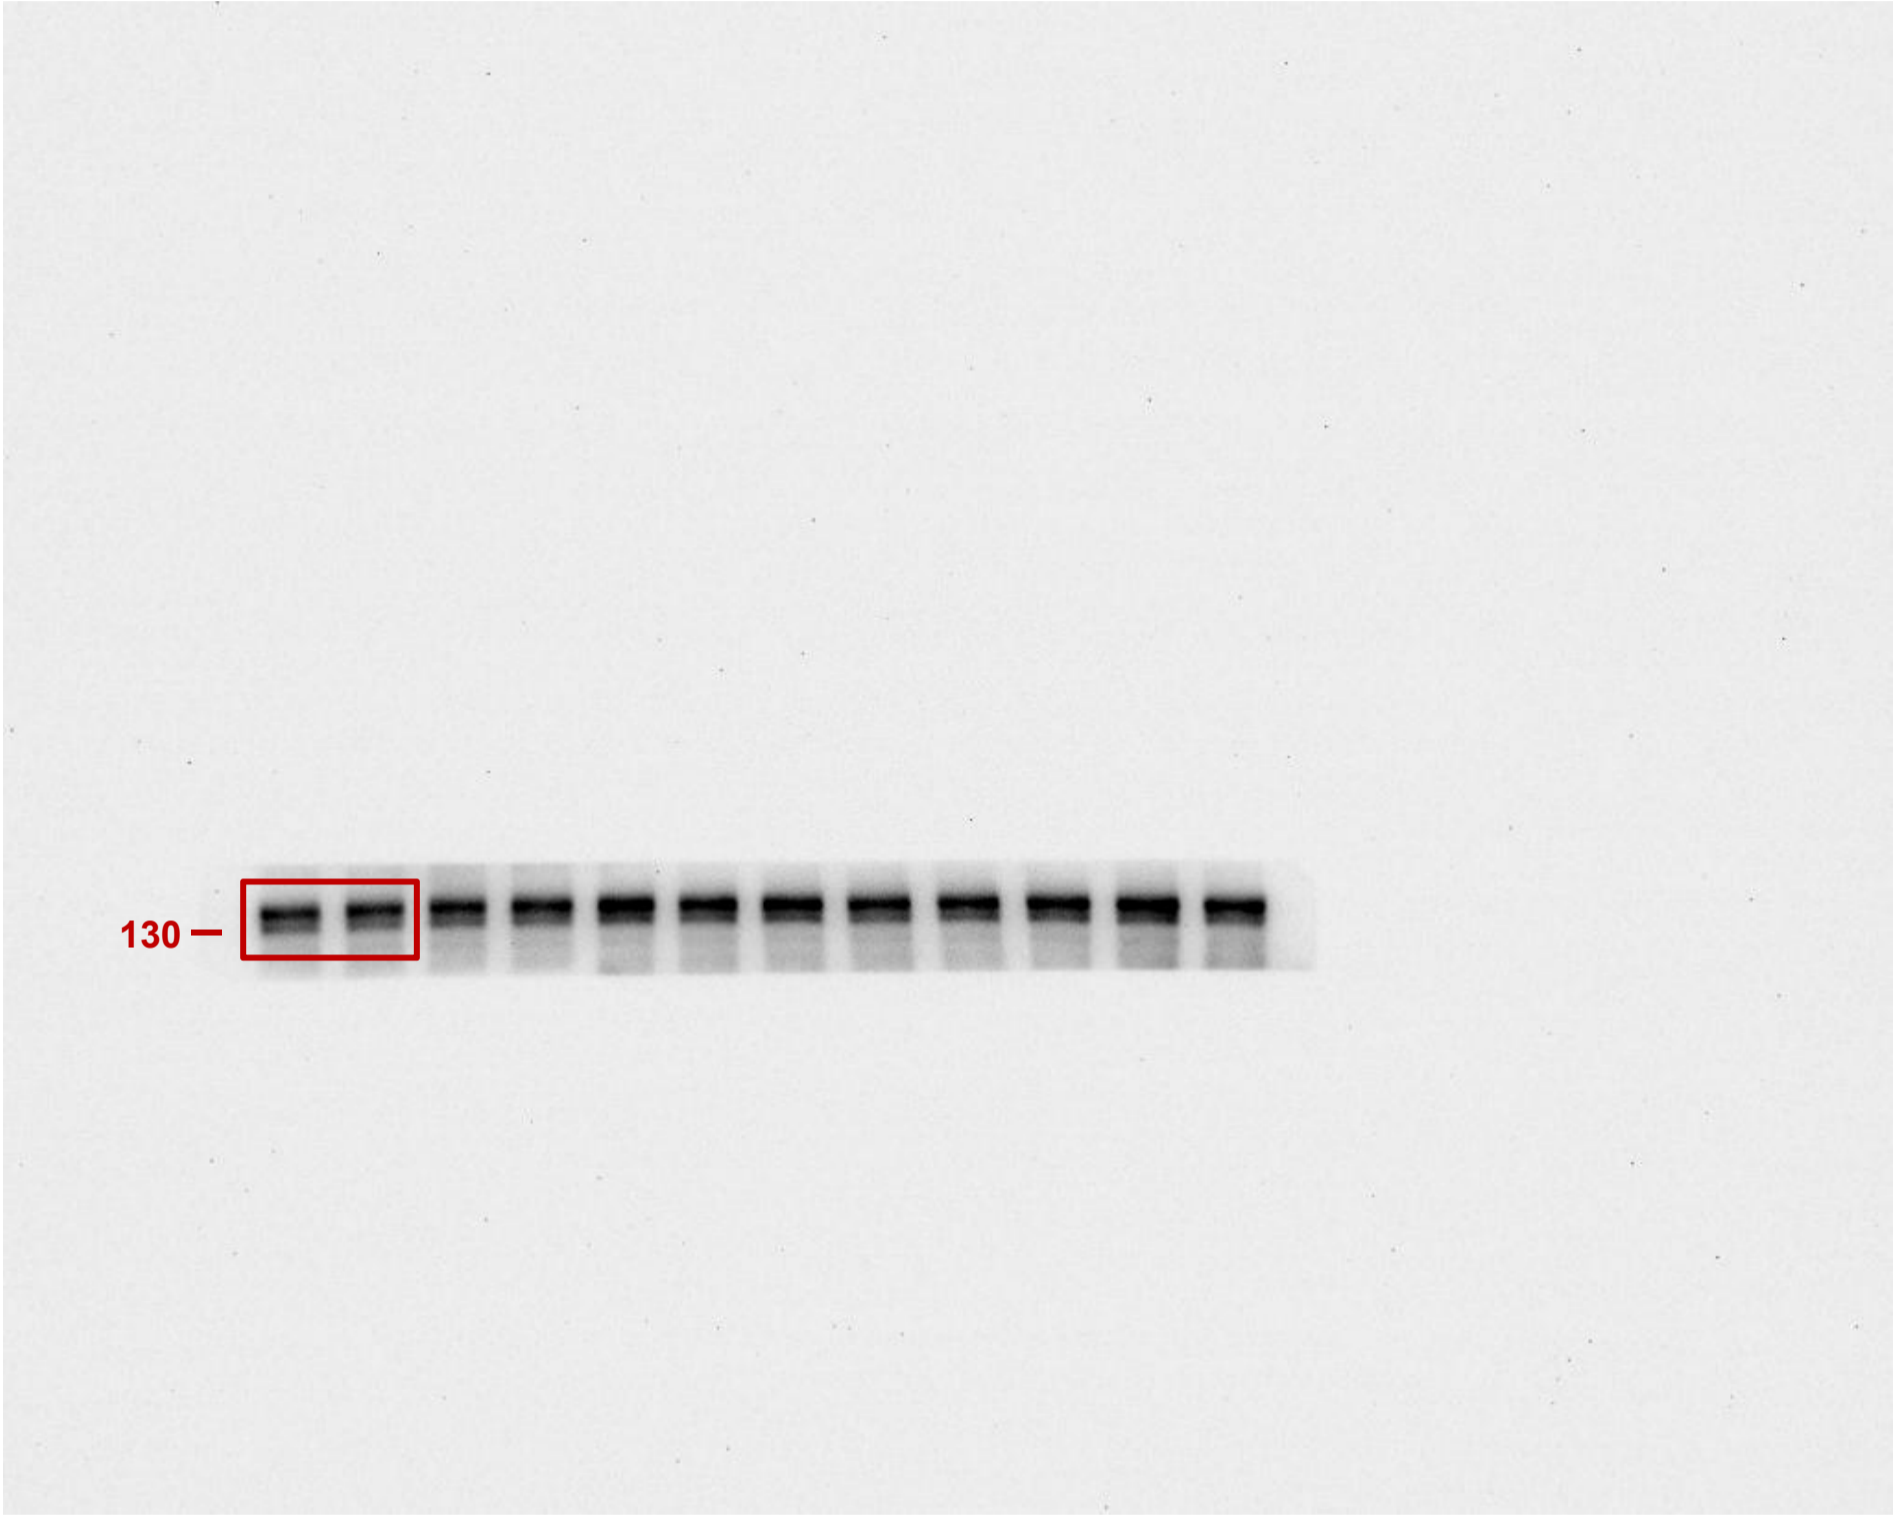

**Figure S7 p-LATS1 SW480**

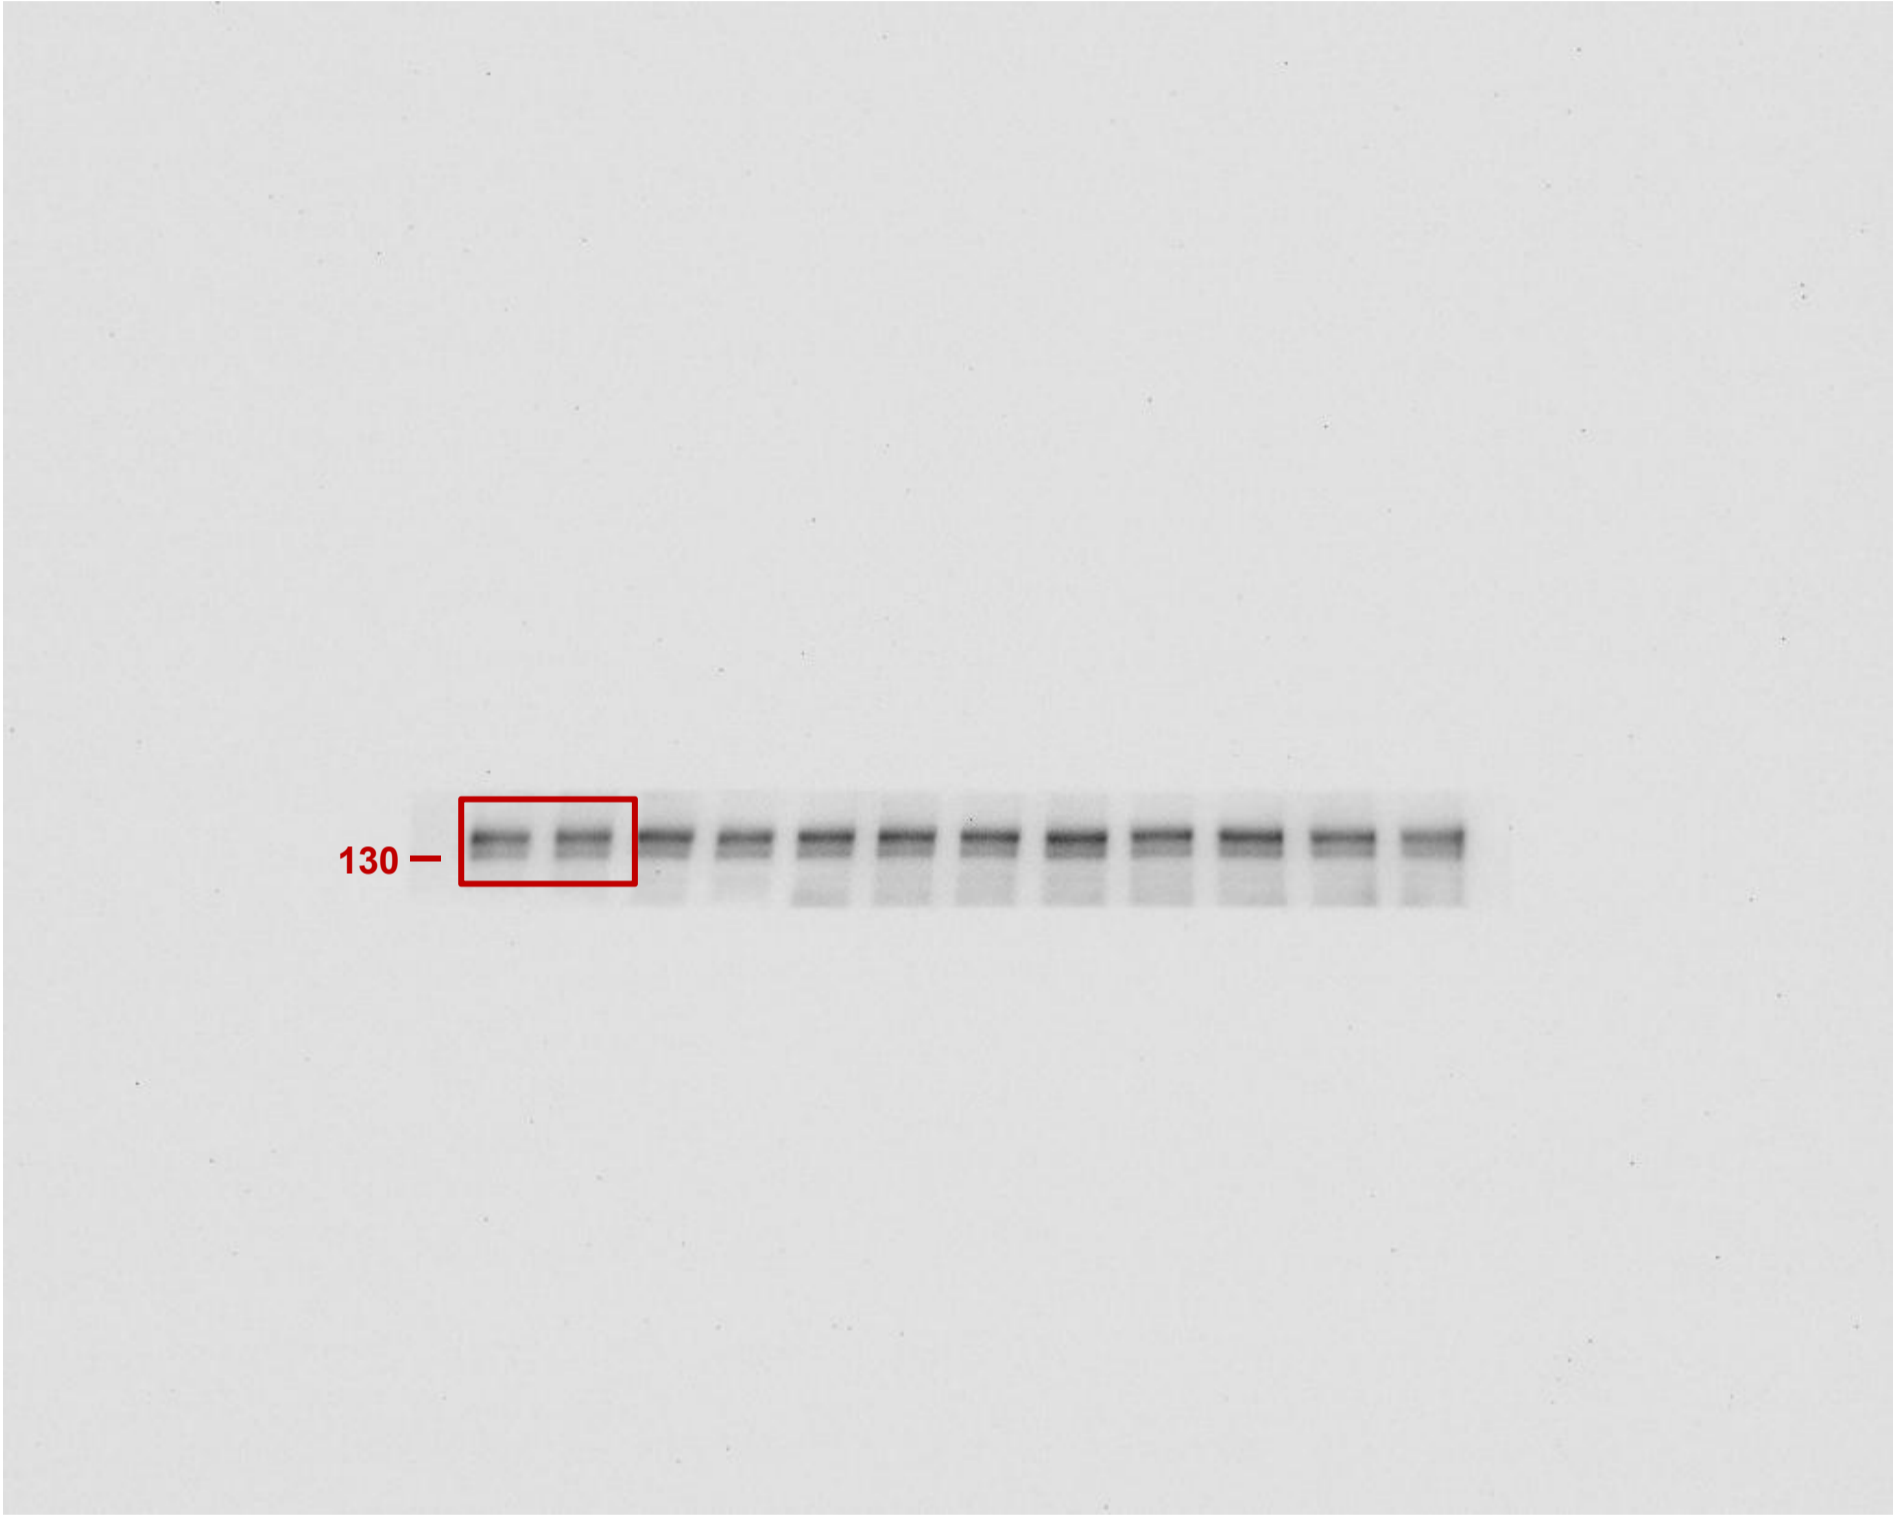

**Figure S7 LATS1 SW480**

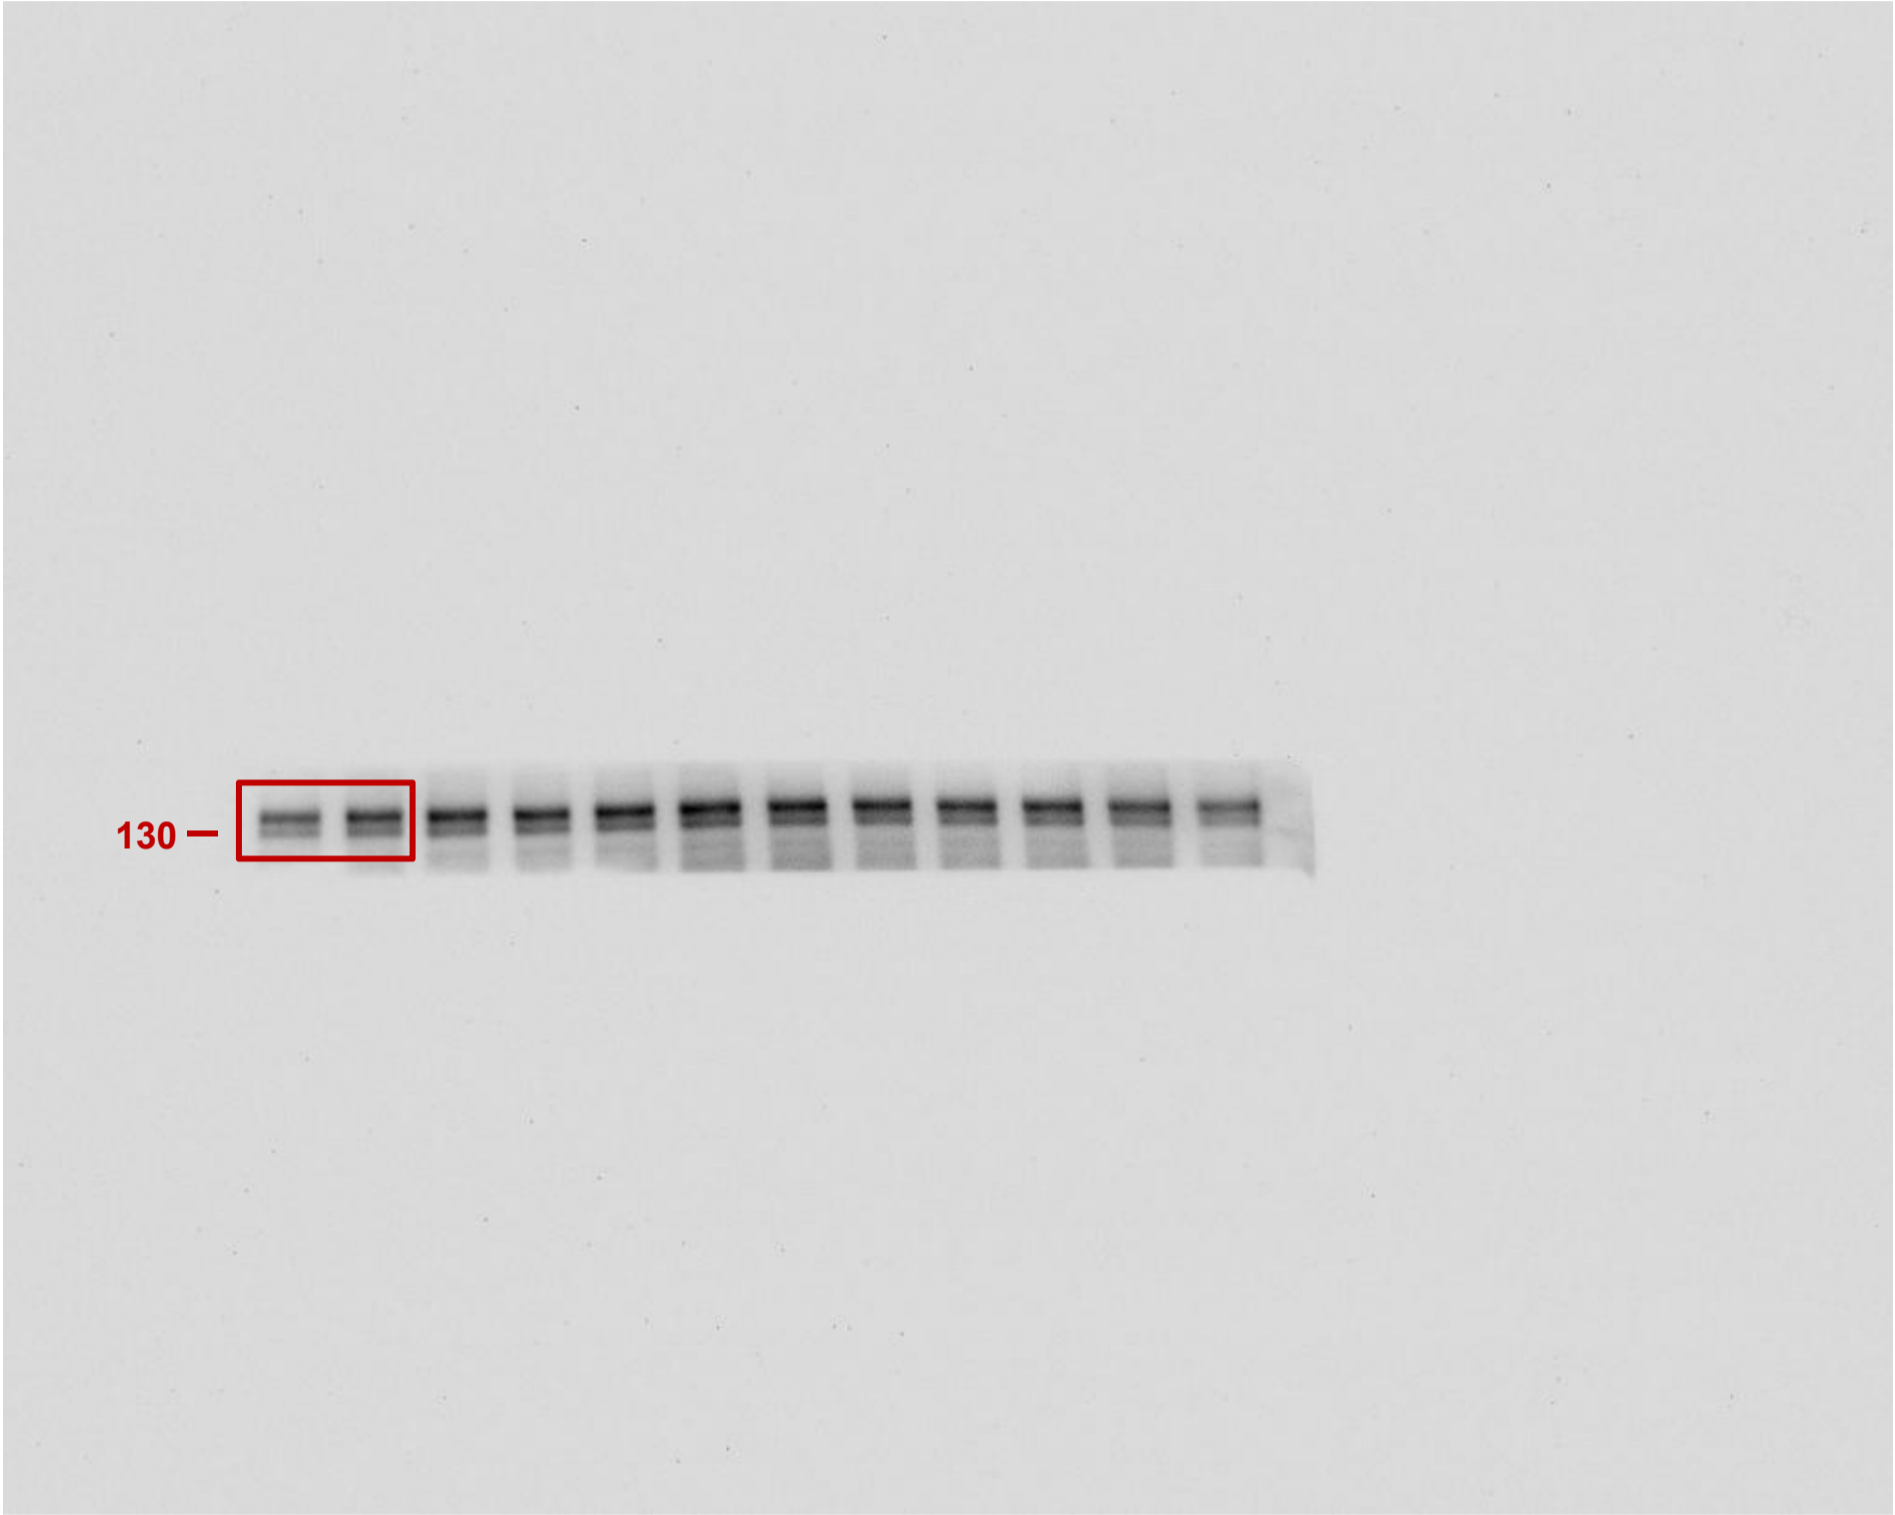

**Figure S7 Tubulin HT29**

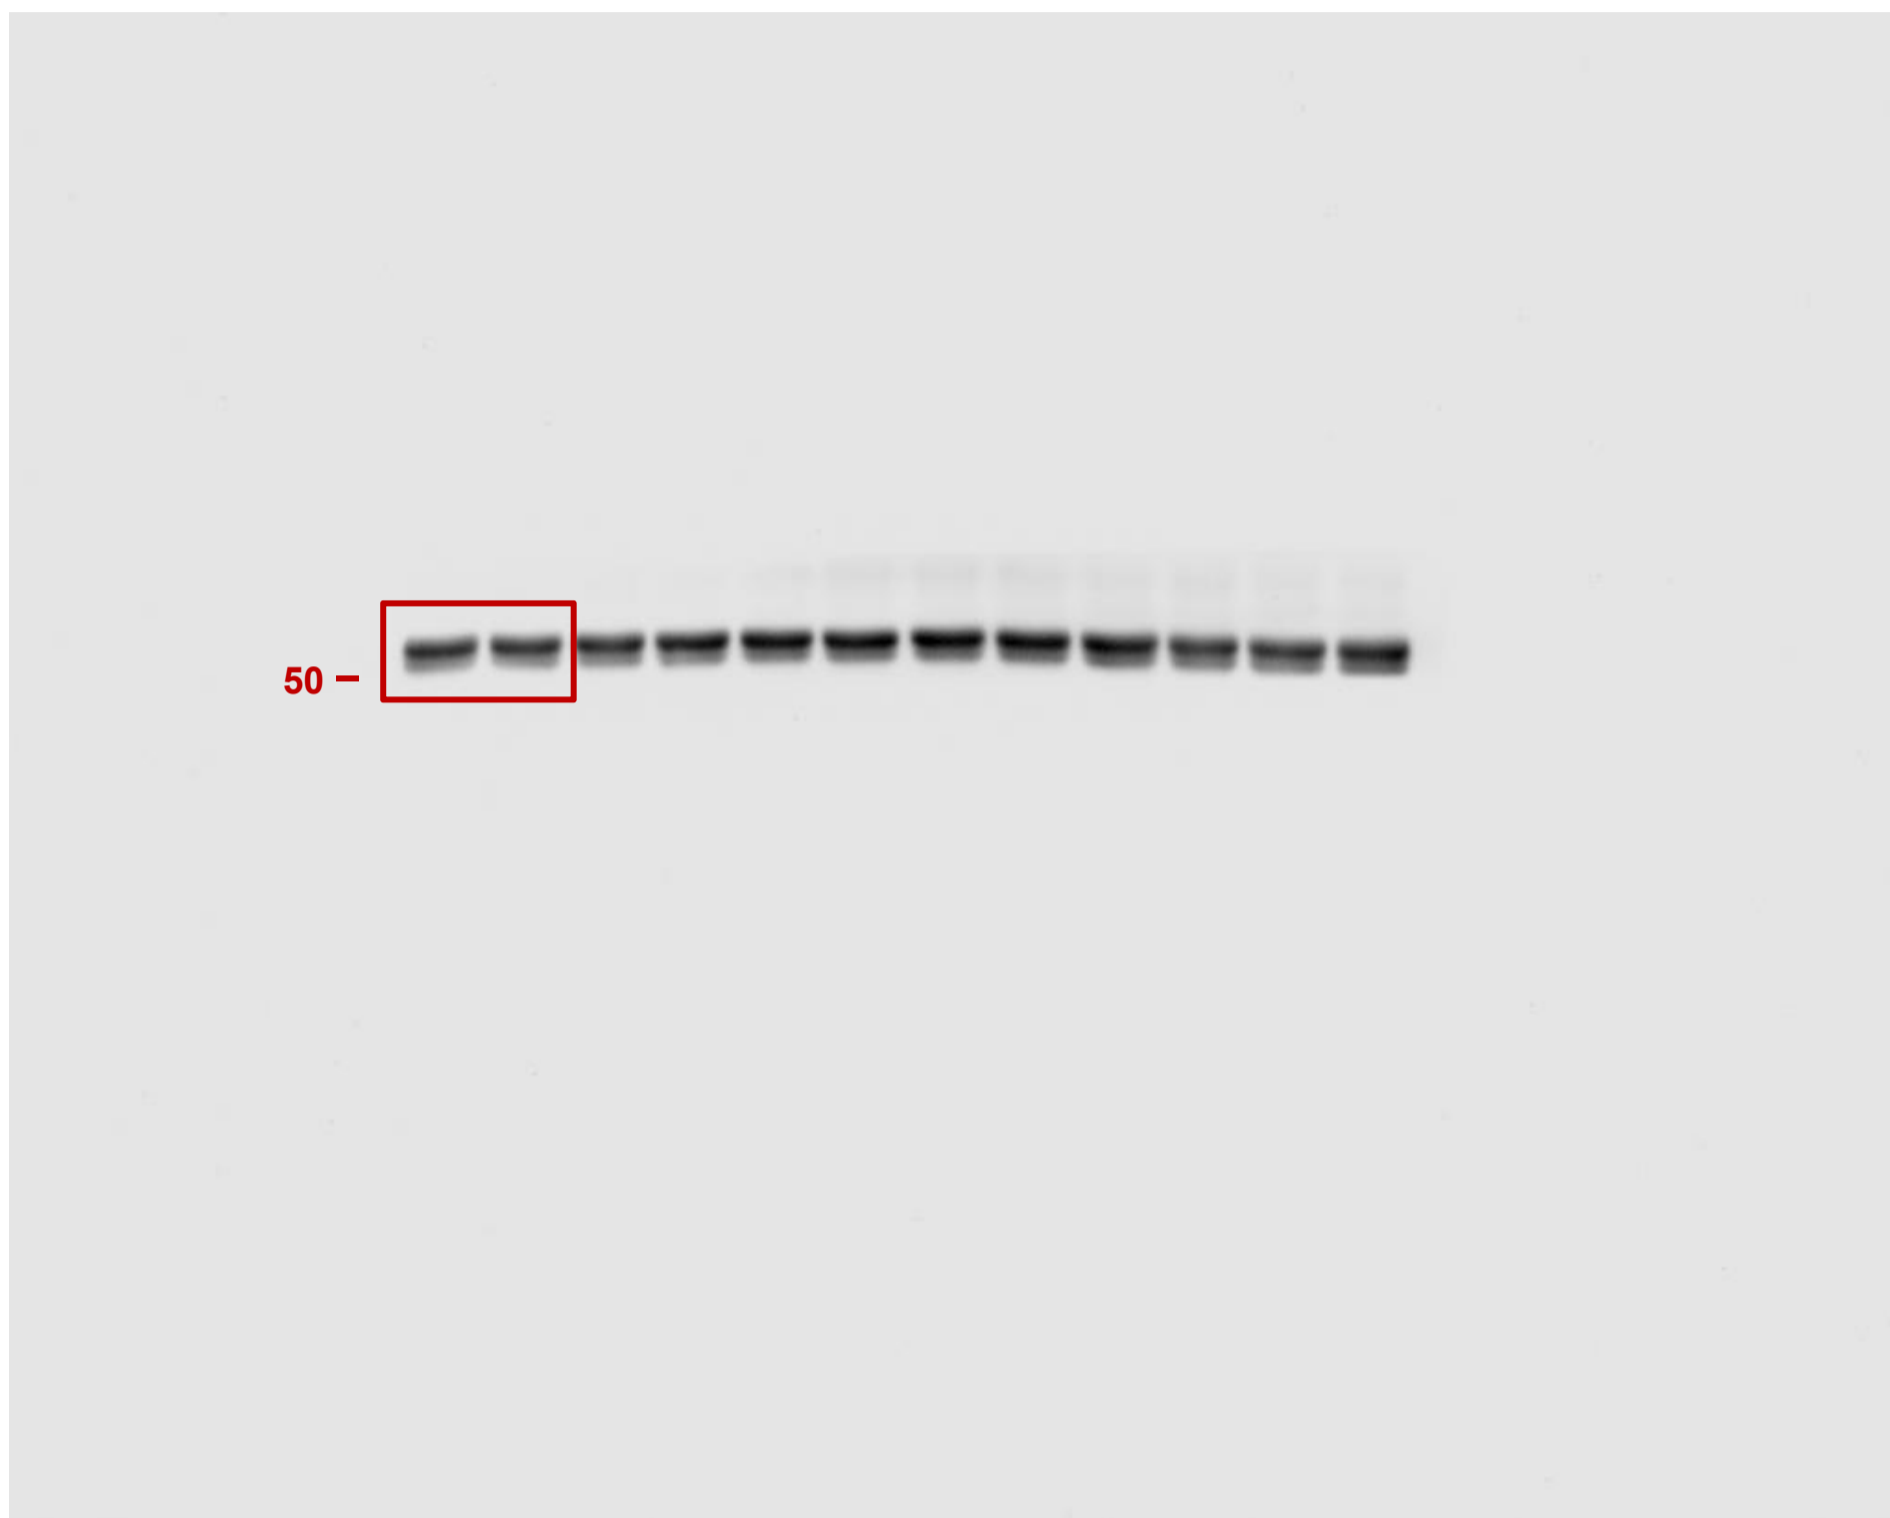

**Figure S7 Tubulin SW480**

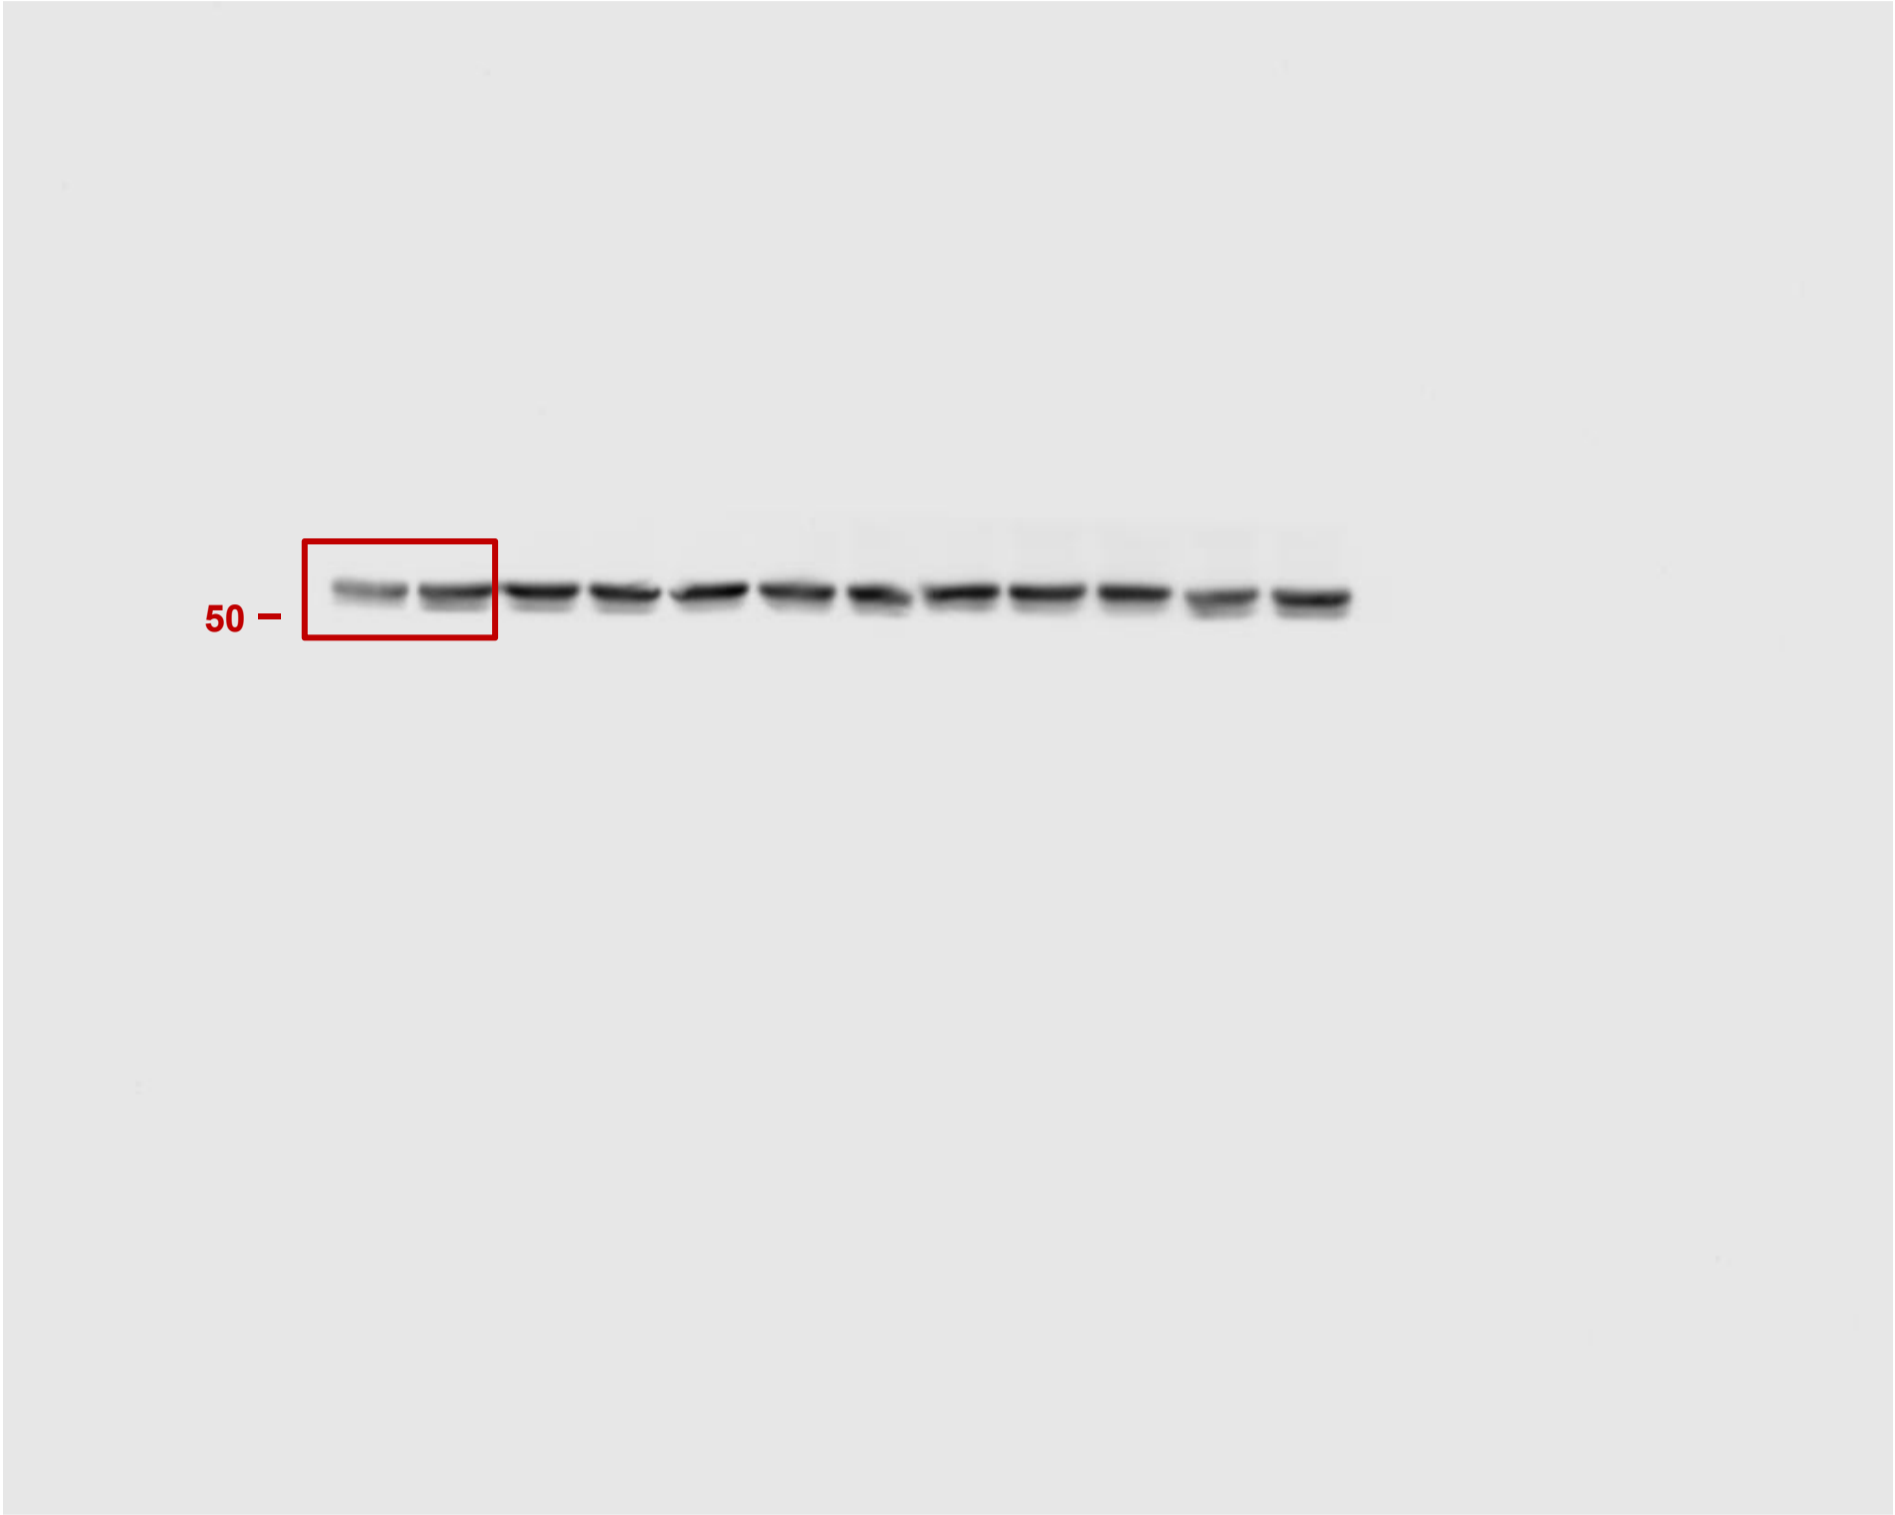

**Figure S8A YAP**

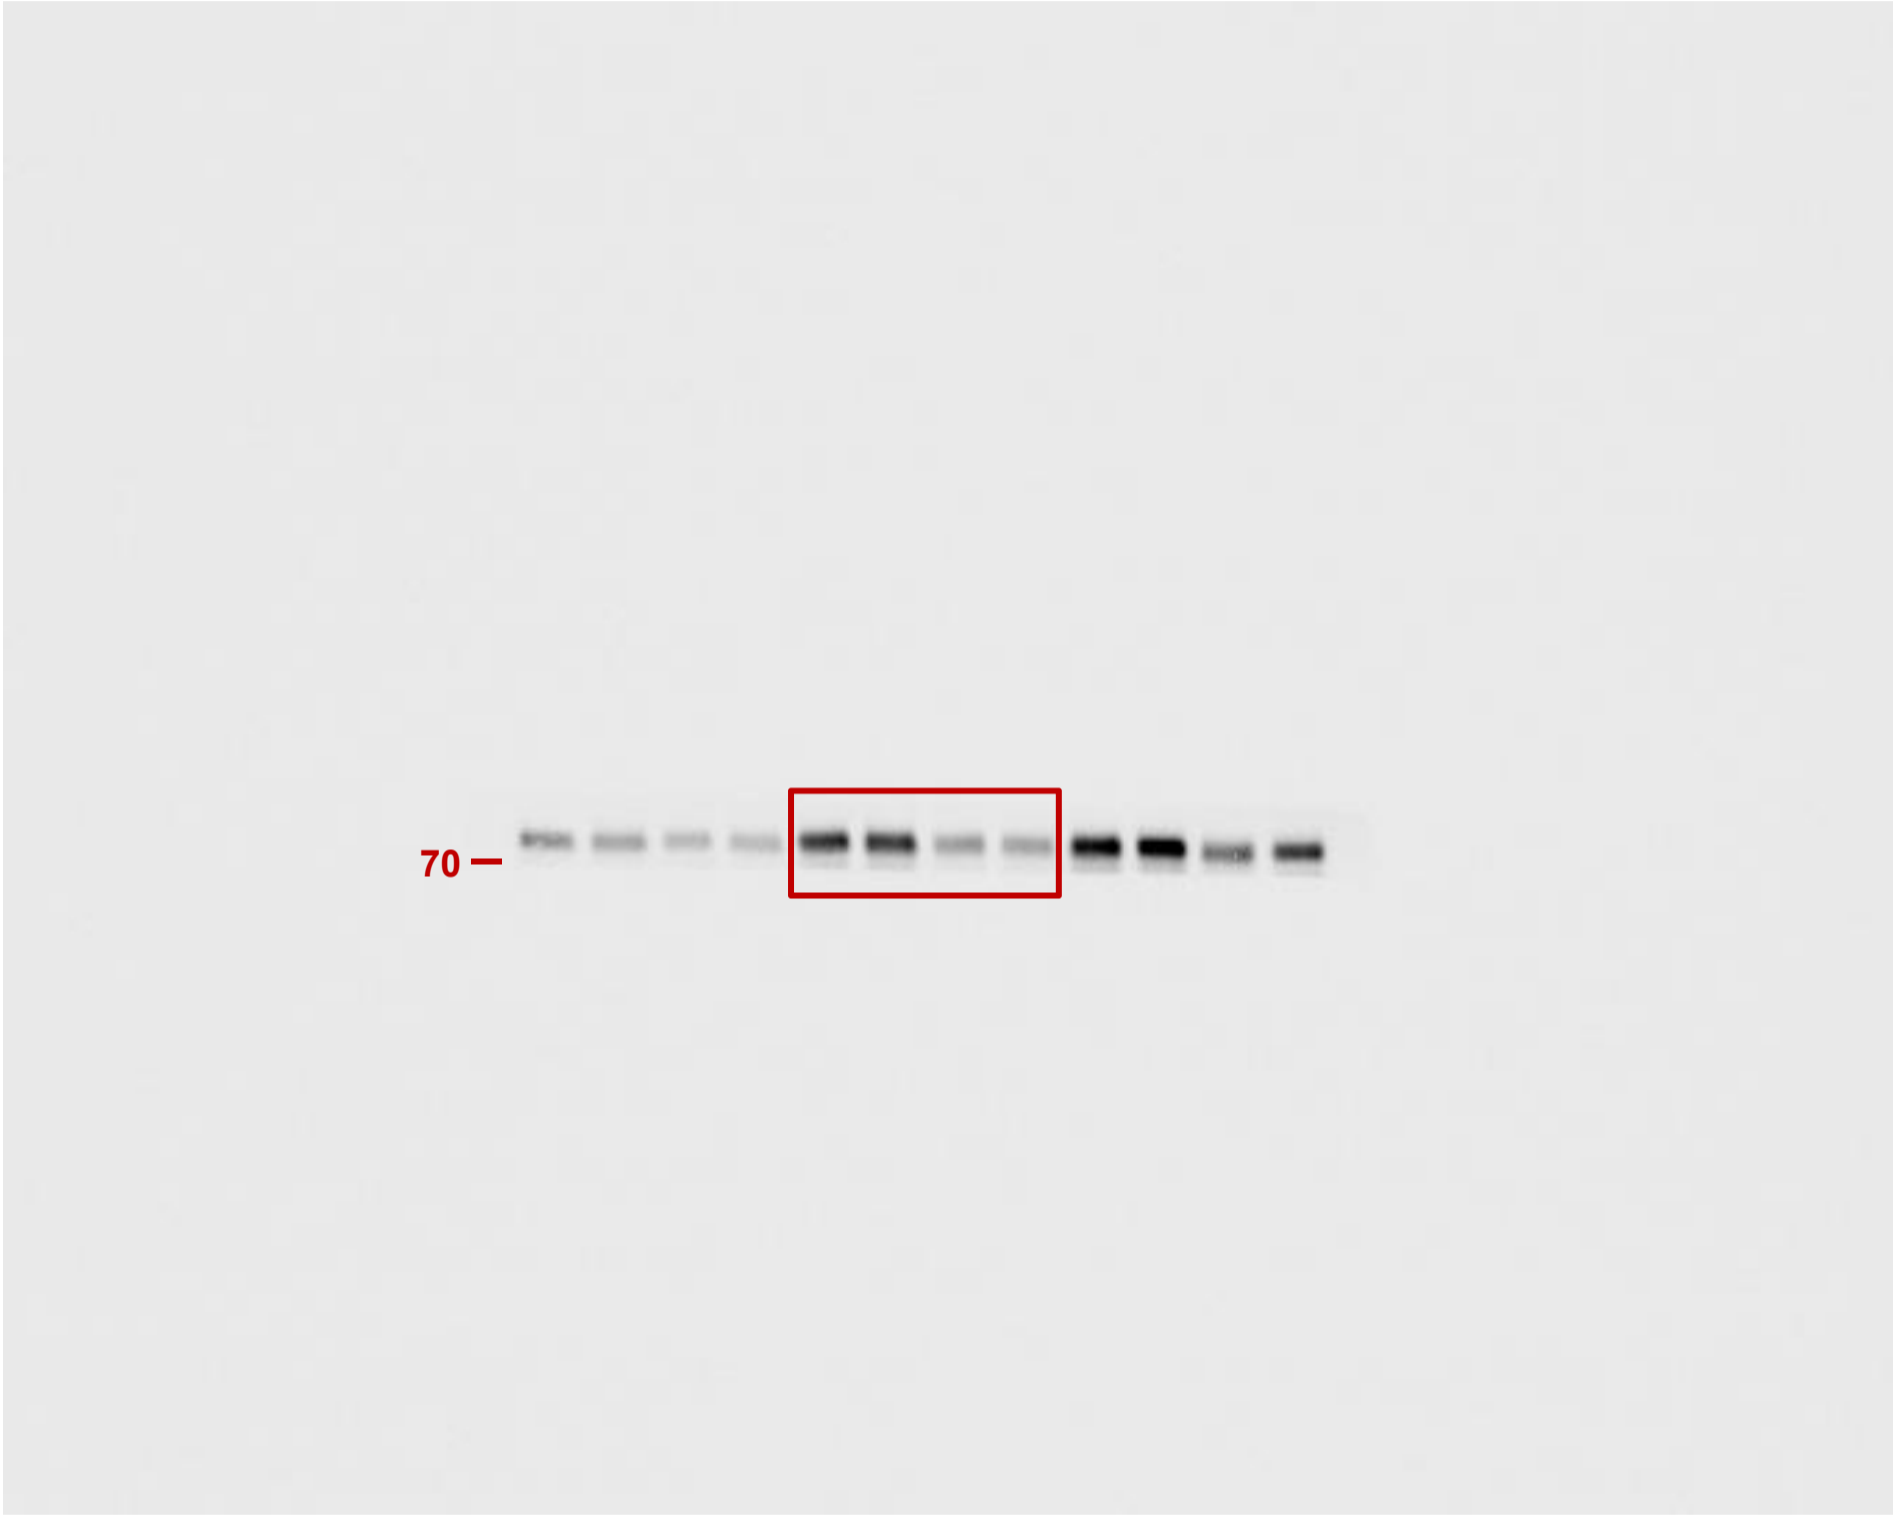

**Figure S8A Tubulin**

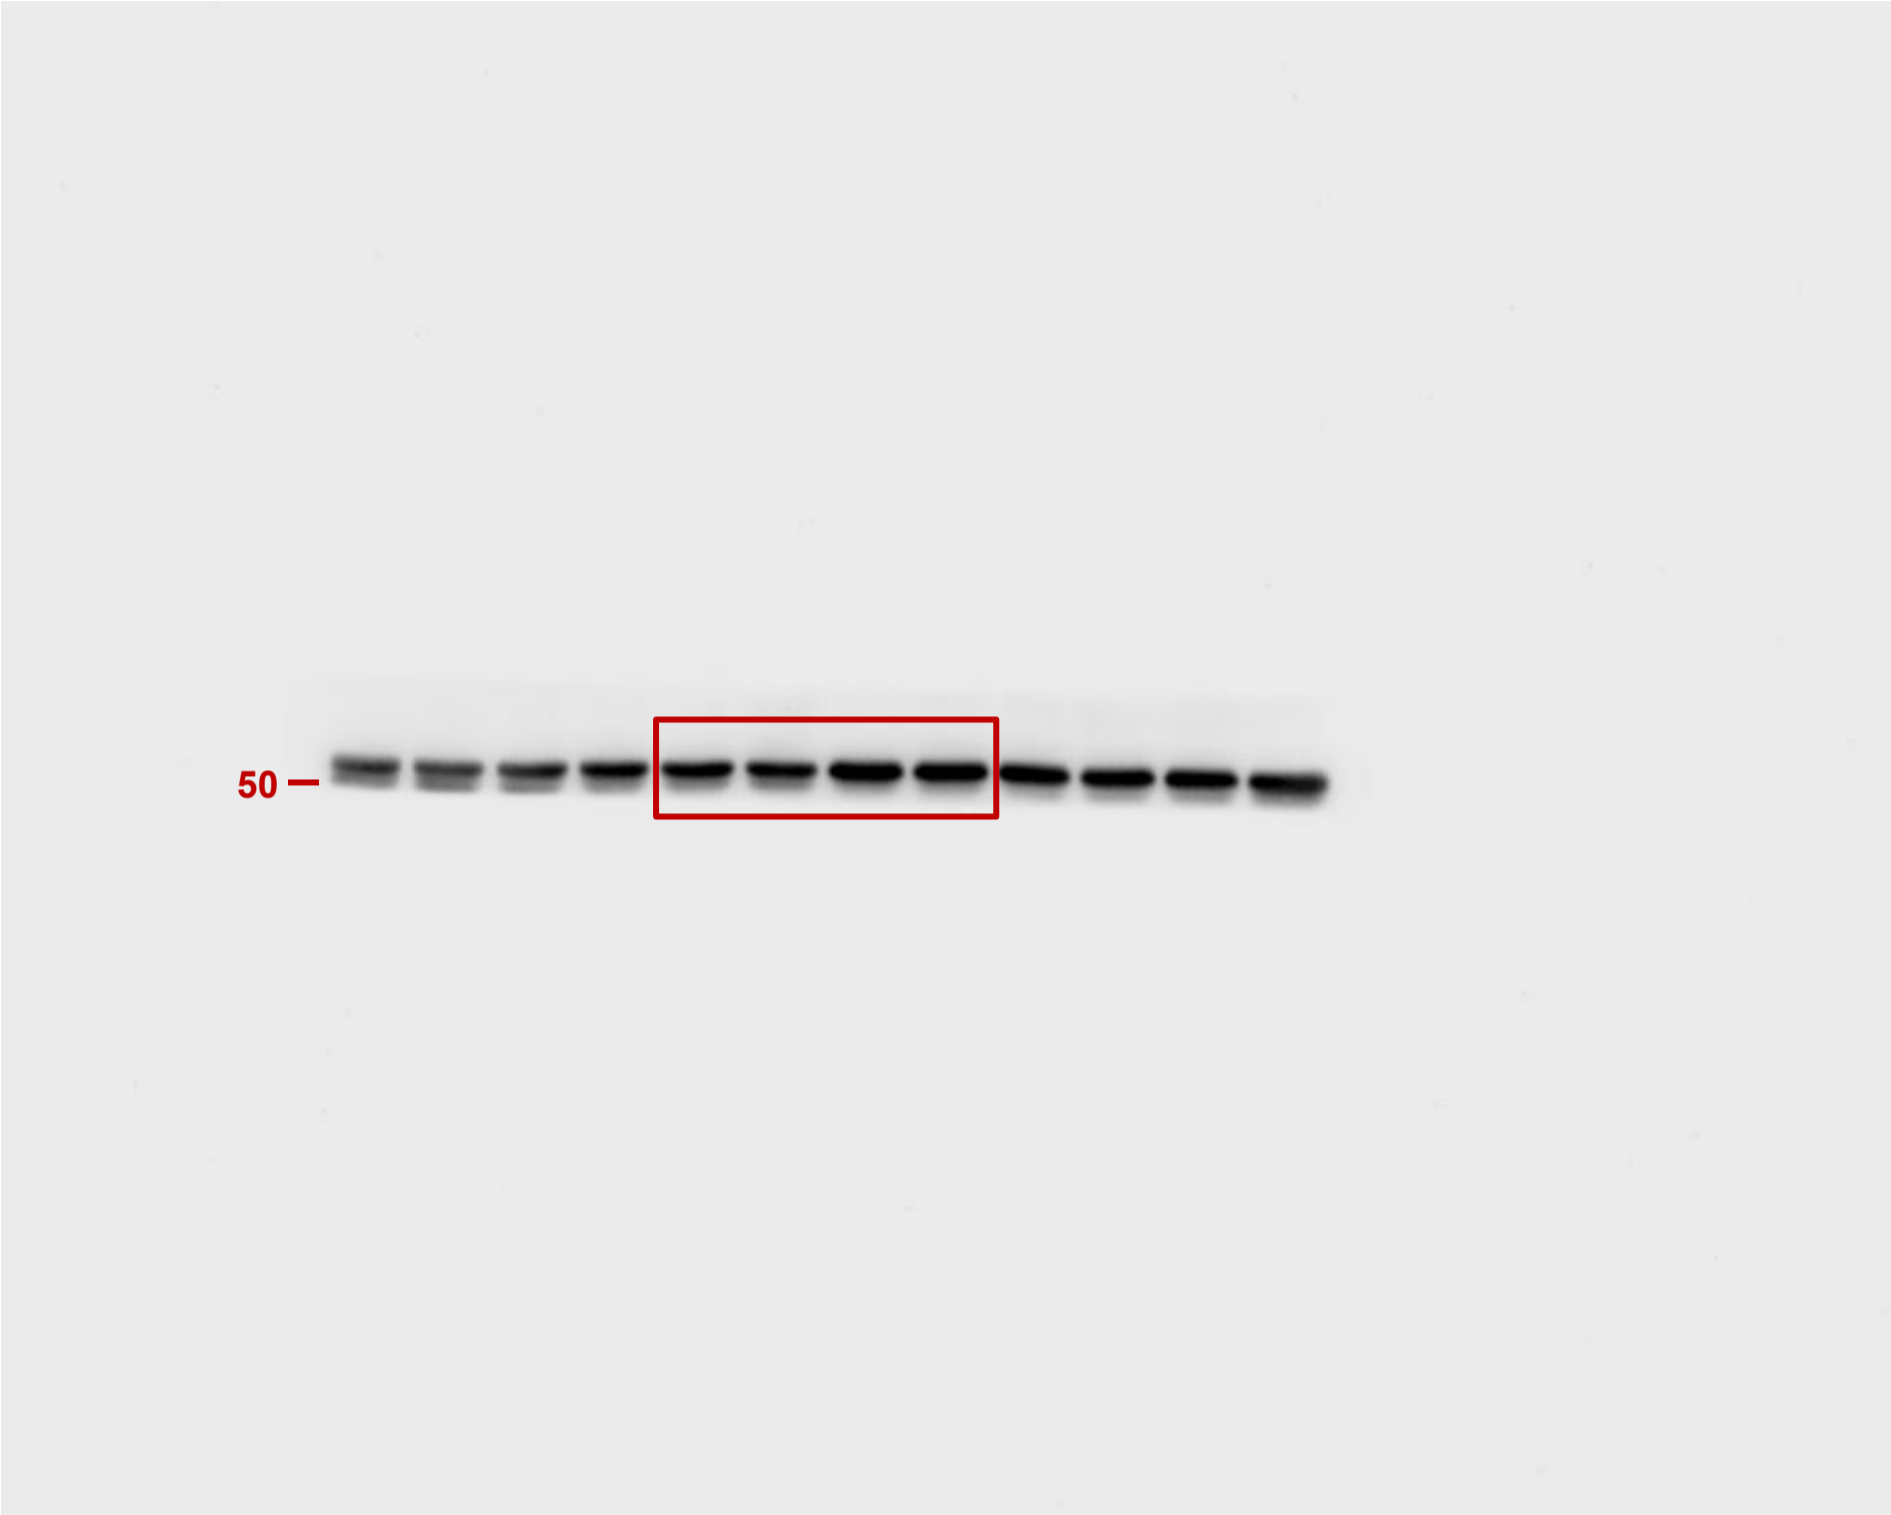

**Figure S9 AMPK**

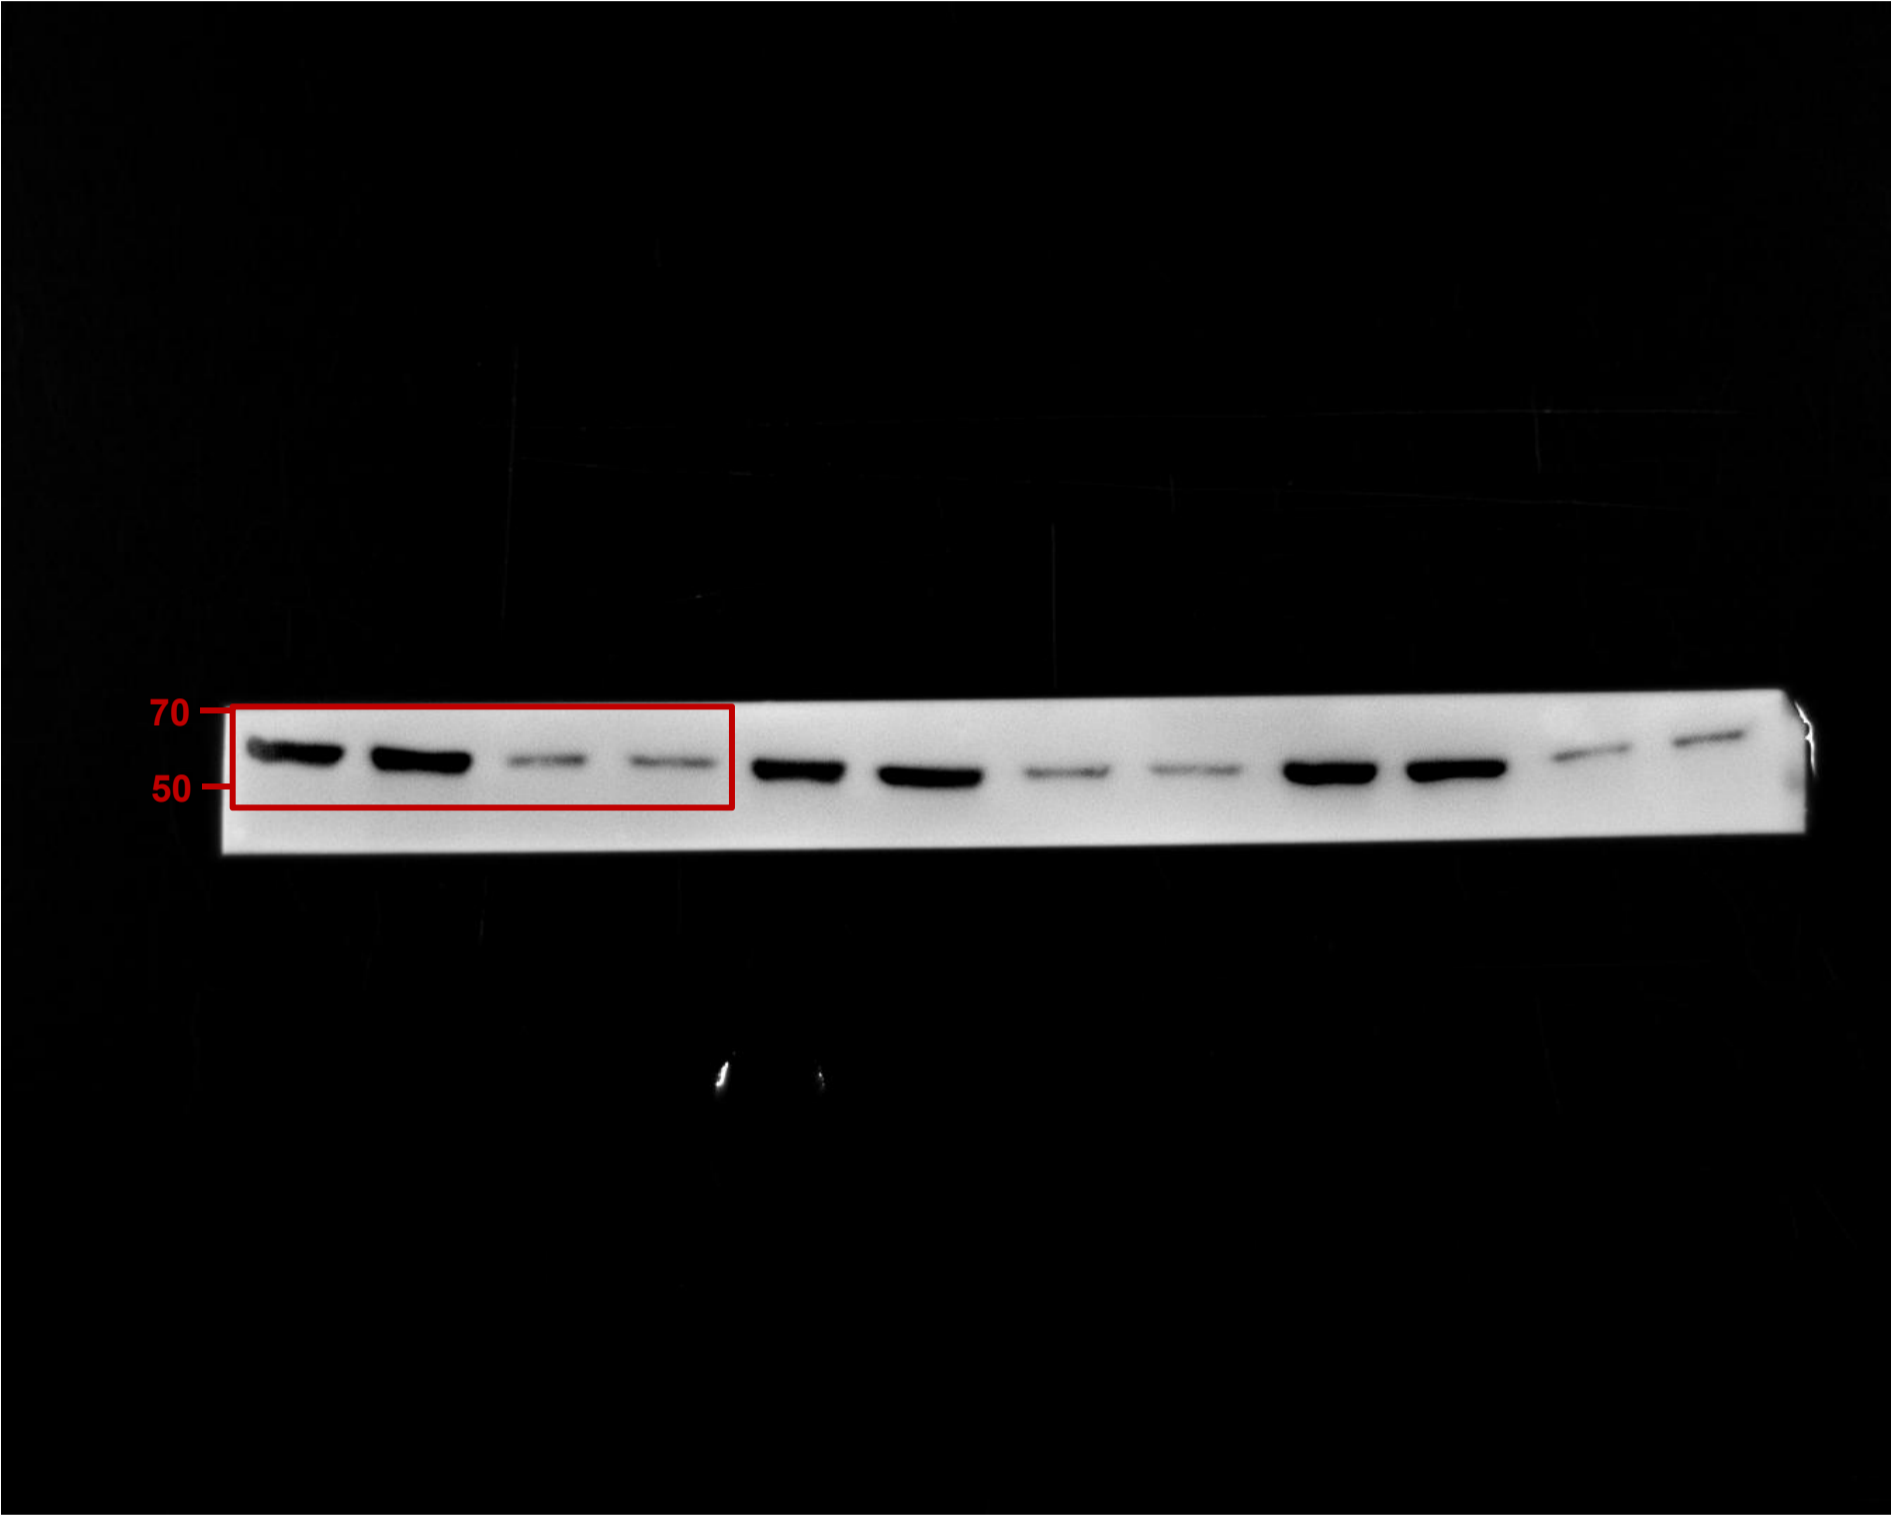

**Figure S9 p-YAP**

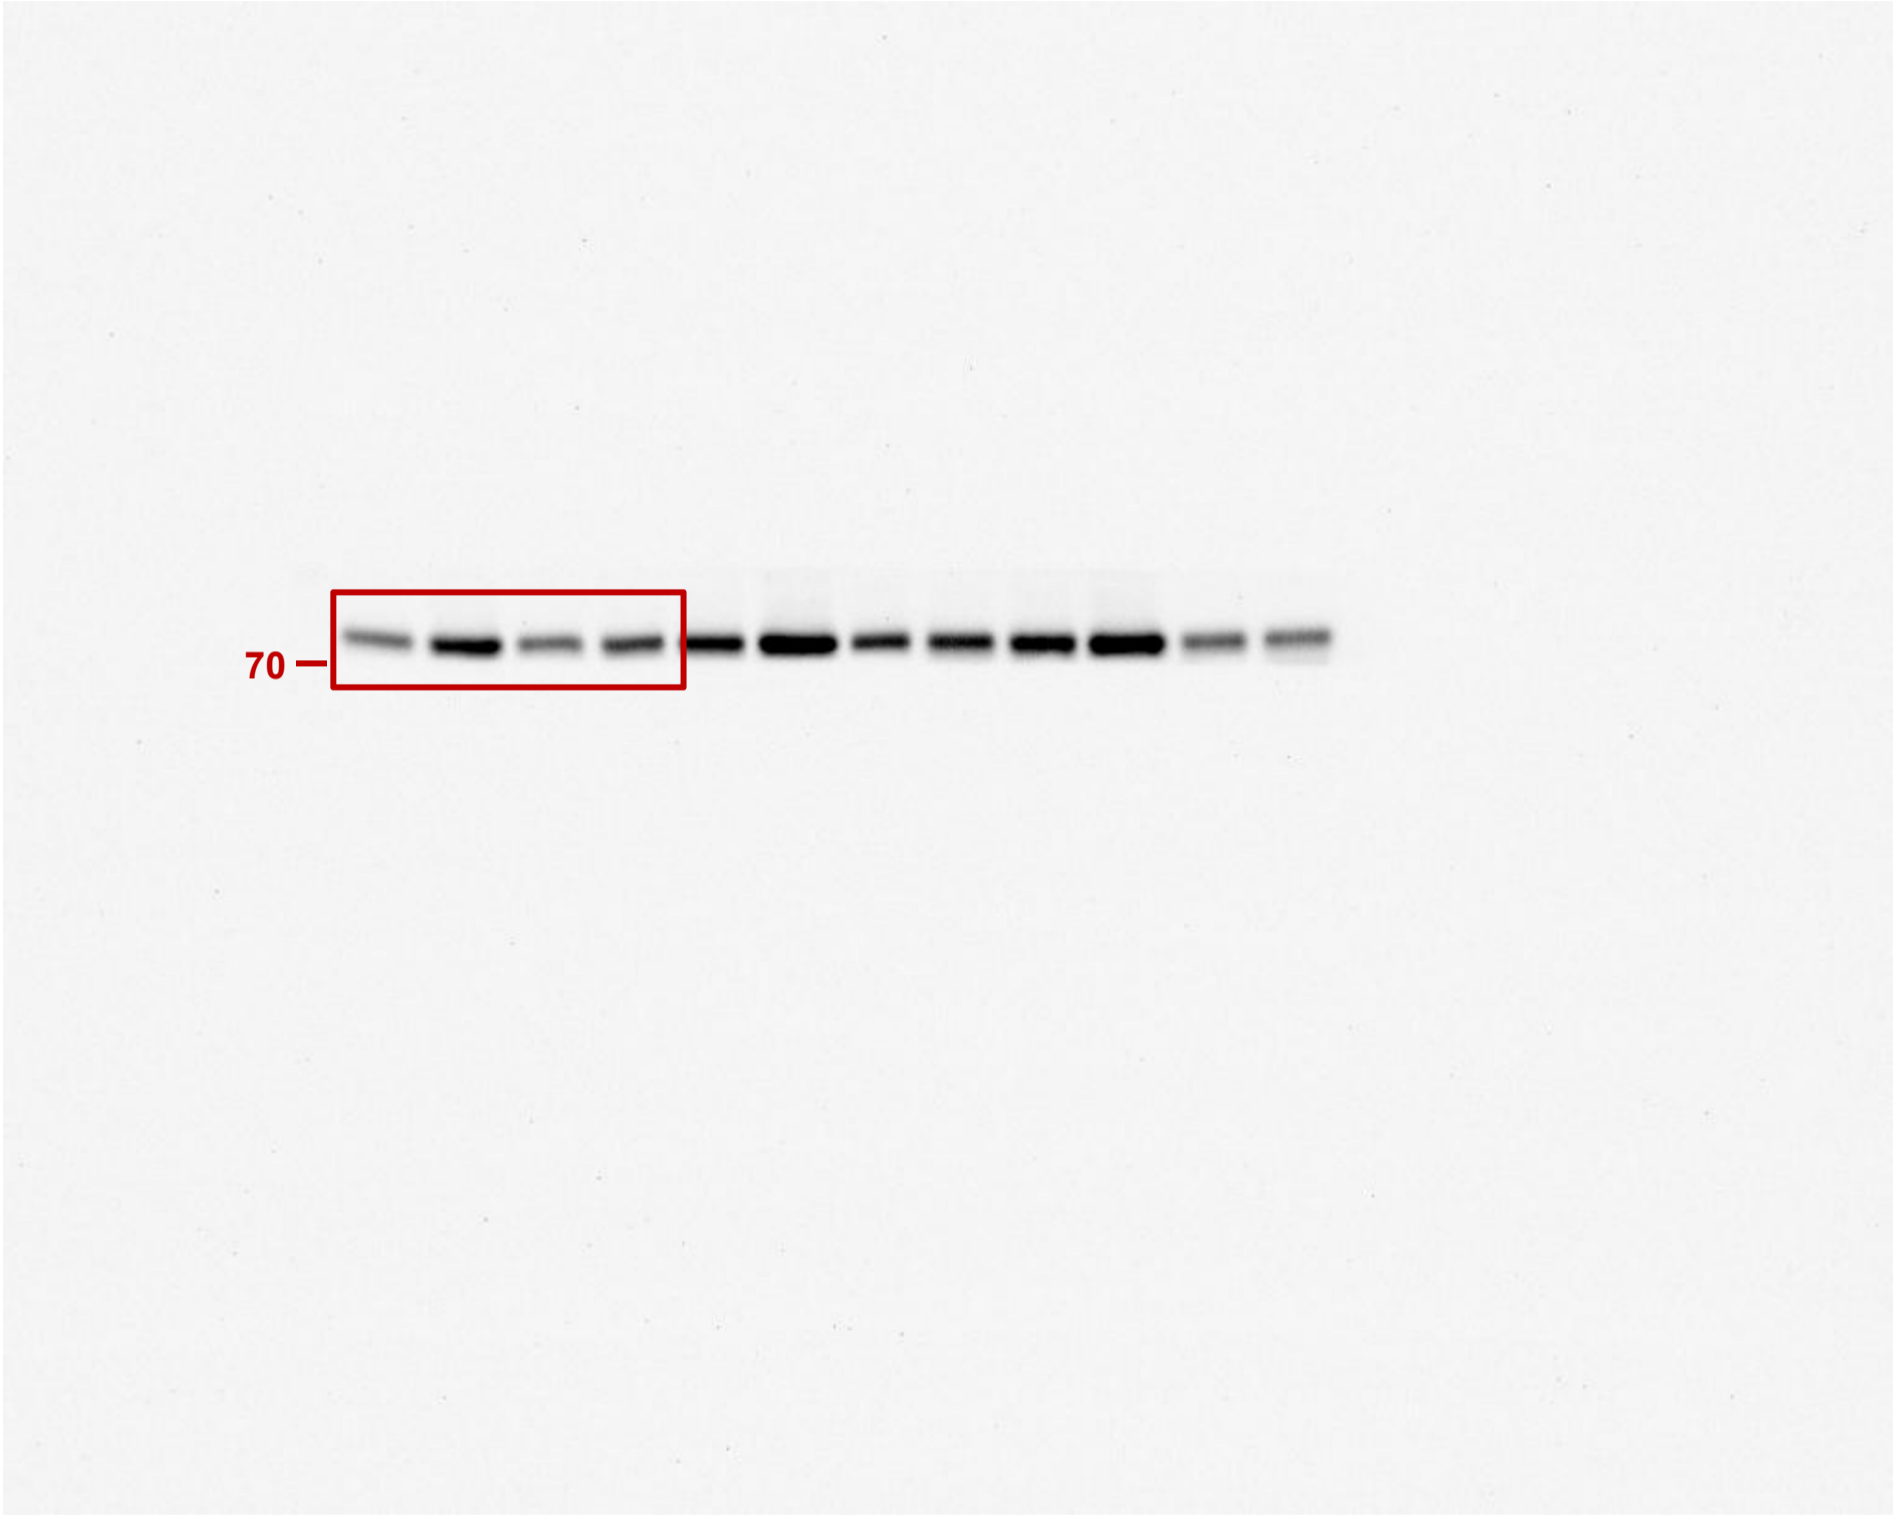

**Figure S9 YAP**

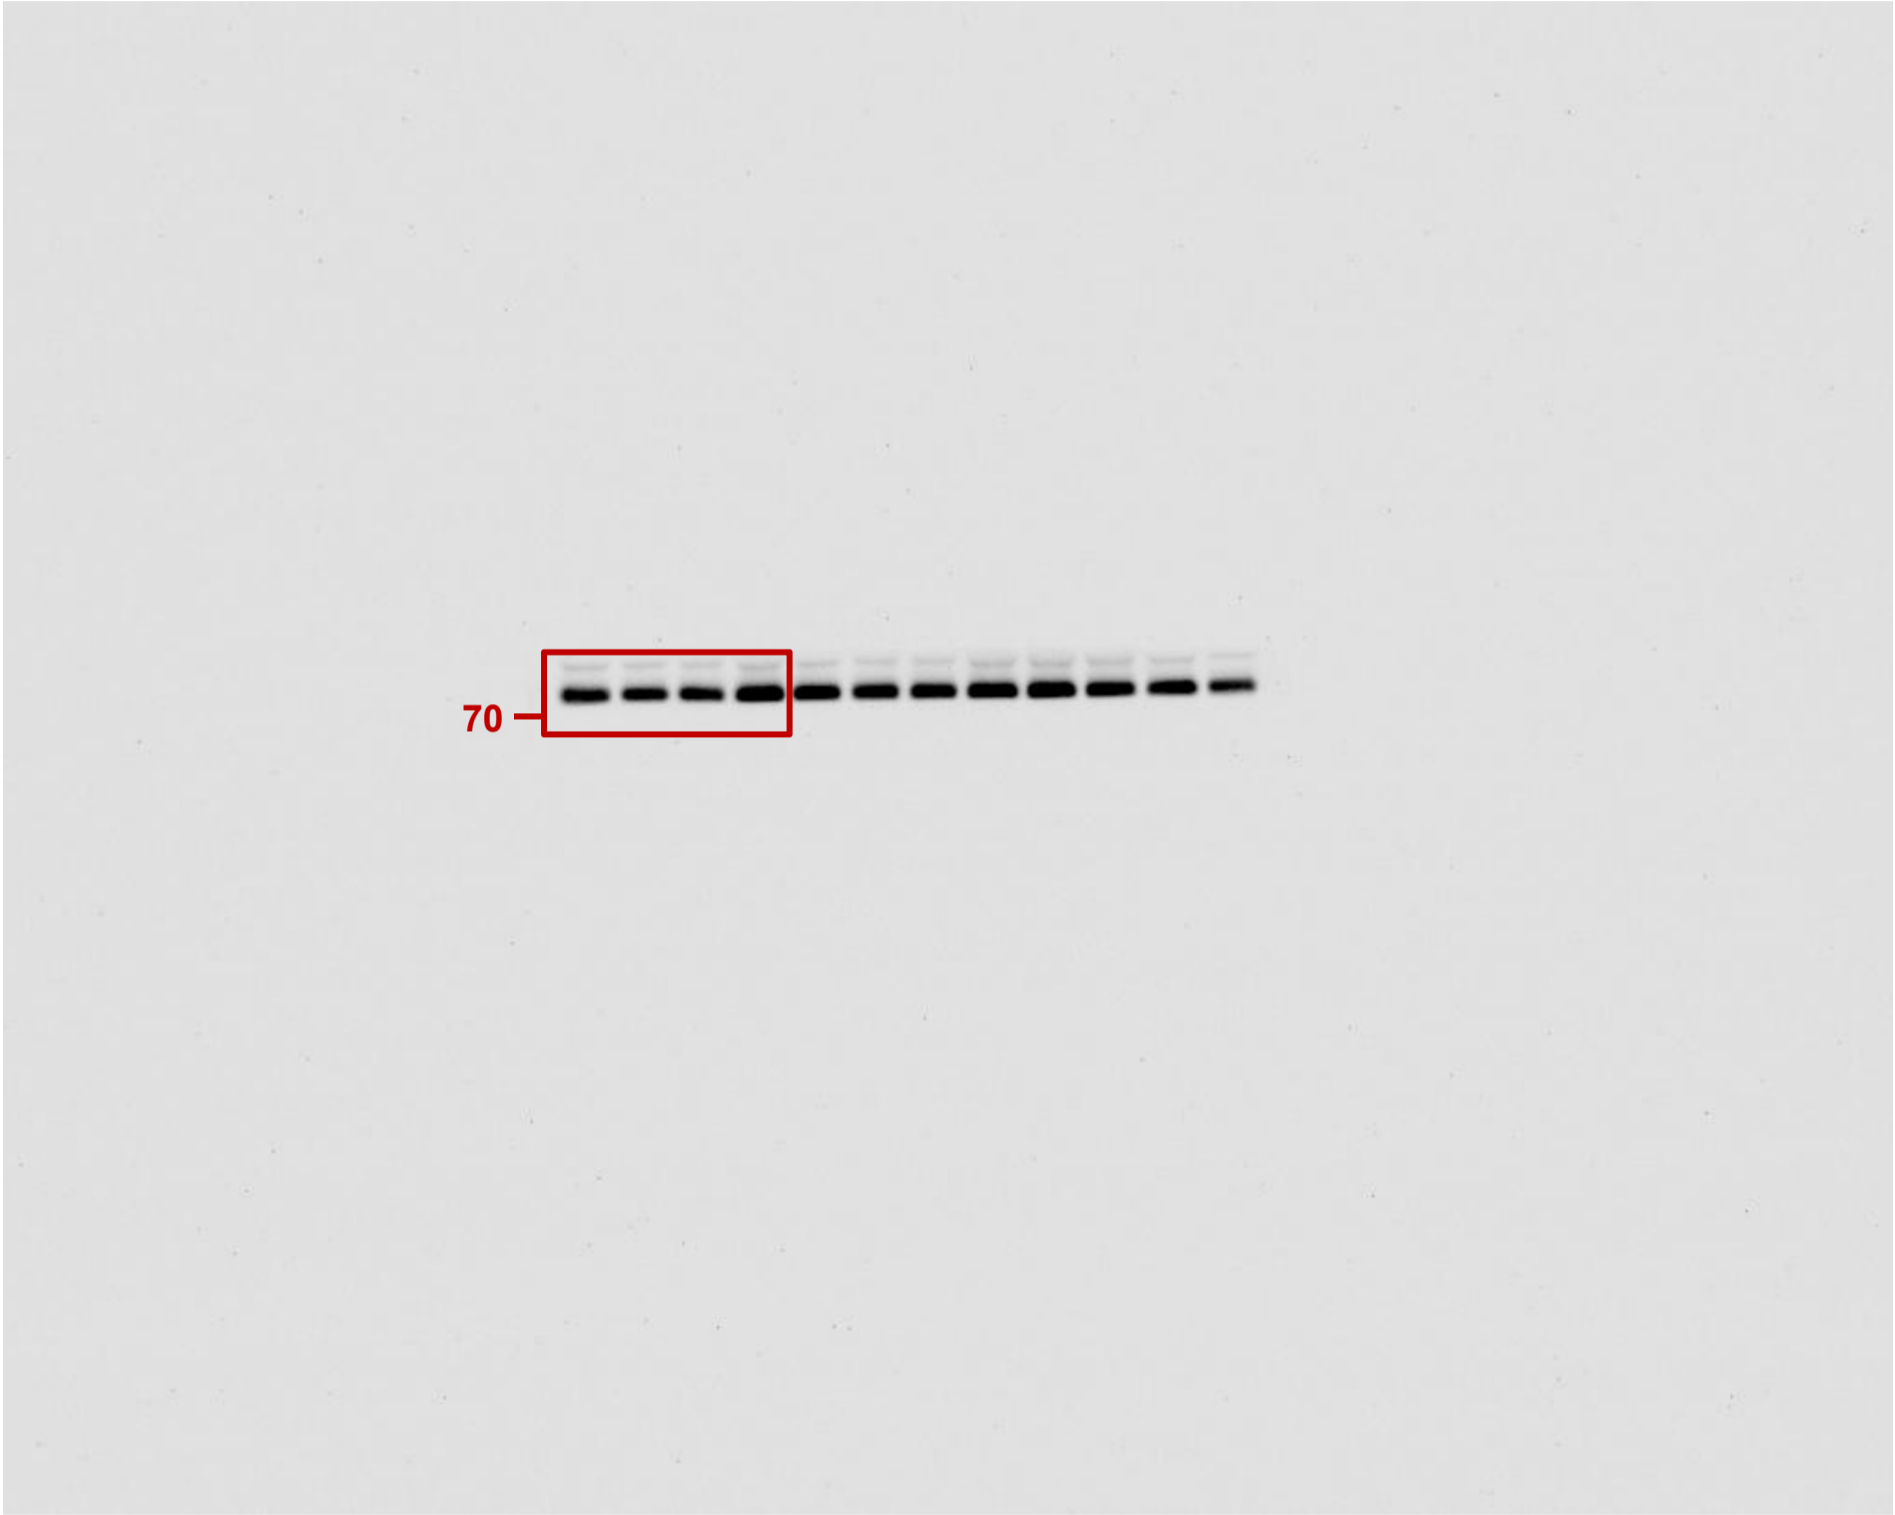

**Figure S9 Tubulin**

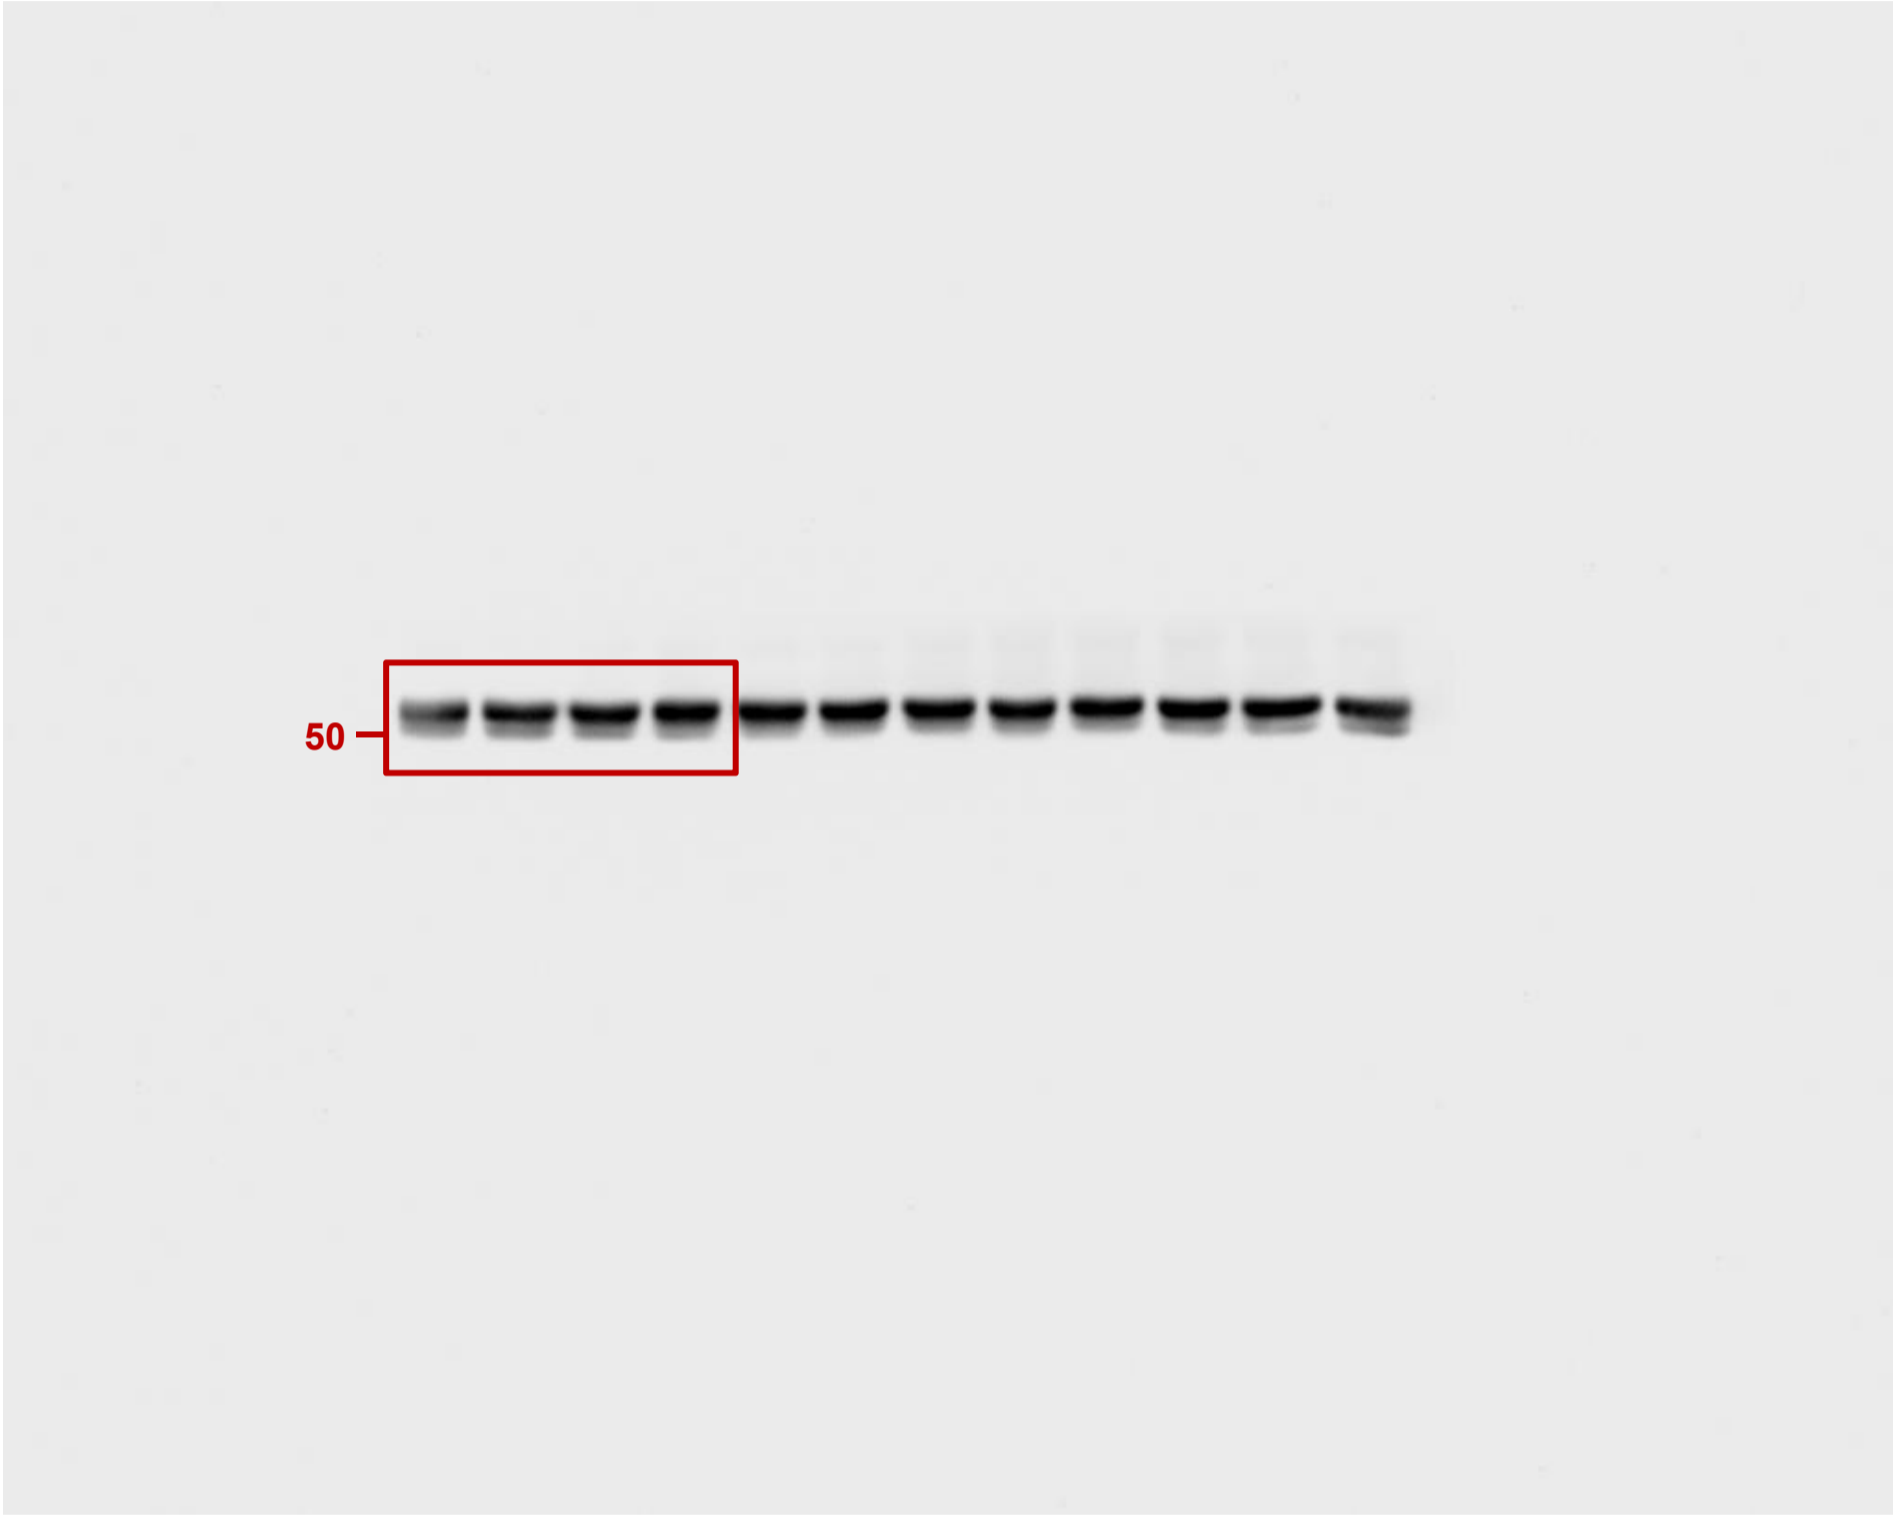

**Supplement:** Supplementary file 2 — Original Western Blots

How the deposited data were processed for this re-analysis (not part of the article)

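RNA-Seq of HT29 cells was analysed from 6 libraries, 3 with siALDOA and 3 with siControl, at 20 nM siRNA as stated in the paper. The sample labels gave the treatment, the replicate number and the time of 48 h. The authors aligned the reads to hg38 with tophat2 and counted them with gfold, and each deposited file holds the counts of 1 library per gene symbol as whole numbers without normalization. The gene annotation, the strand setting and the handling of reads with several matches are not stated by the authors. The totals ranged from 27277538 to 33237914 counts per library. At this depth a gene near 1 CPM rests on about 30 counts per library, and genes under the filter on low counts were not tested.

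Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with filterByExpr on the groups, TMM normalization and the quasi-likelihood F-test. CPM and log2 CPM used the TMM factors, with a prior count of 2 for log2 CPM. Standard errors are the log2 fold change divided by the square root of the F statistic. The thresholds were the unadjusted P < 0.01 of the paper and a Benjamini-Hochberg adjusted p < 0.05. All 6 libraries entered each comparison without a covariate.

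Gene lists were tested with the settings the paper gives for GSEA, the classic running sum and permutation of gene sets, with 10000 random lists and a threshold of 0.05. The signal-to-noise ratio used SDs of at least 0.2 times the mean. The 7 lists were YAP/TAZ targets, cell-cycle inhibitors, S phase, G2/M phase, glycolysis, interferon response and integrated stress response. The phase lists came from an R package and the others were written by hand, so none is a signature of the paper. camera, with a preset correlation of 0.01 or an estimated one, and fry came from limma 3.58.1.

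Words in 3' UTRs were tested in python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The UTRs came from GENCODE release 44 and were used from 20 bases on, 1 transcript per gene, for 12801 tested genes. Words of 7 bases carried by at least 50 genes were ranked by their genes' log2 fold changes, and differences in median were compared with 100000 resamples. The sequences printed in the paper were searched in all transcripts of the same release. Figures were drawn with matplotlib 3.10.9.

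The comparison, the lists, the alternatives listed next and the rule for named genes were set before the data were examined. The same holds for the tests of single genes, of the lists and of the seeds of the printed shRNA and scrambled control. Tests chosen later are named as such where they are reported. The rule took ALDOA, the genes the paper names for ALDOA, AMPK and YAP, and the 5 highest and 5 lowest log2 fold changes with an adjusted p < 0.05, at least 1 CPM and groups that did not overlap. It also took the 3 smallest p in each direction and up to 5 members of each list by p. Not every gene taken by this rule is reported here.

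These alternatives were limma-voom, DESeq2 1.42.0, edgeR's likelihood ratio test, scaling by library totals only, upper quartile normalization, no filter on low counts, at least 10 counts in every library, a replicate block and each library left out in turn. For the lists they were camera, fry, a weighted running sum and ranking by the signed edgeR statistic. Alternatives added after the data were seen were leaving out ribosomal RNA genes, also together with library totals only, thinning all libraries to the smallest total, a correction for GC content and transcript length, CPM on the linear scale for the signal-to-noise ratio and an adjustment for 3' UTR length and GC content.

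The methods were tested on simulated data made from the siALDOA and siControl counts with 200 changed genes. edgeR recovered 64.9%, 91.3% and 97.3% of the genes changed by 0.5, 1 and 1.5 on the log2 scale, with 19 false calls among 191 and 0 in the wrong direction. Of 200 random lists, 5% passed the threshold of the permutation test. The simulated genes were independent of each other, so this says nothing on lists of genes that vary together. A word planted with a shift of 0.06 in shuffled log2 fold changes was the lowest in 20 of 20 simulations. The shuffling removed any link with 3' UTR length and GC content.

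The functional enrichment of Fig. 4B, C was not repeated, since its gene sets are not part of the deposited data. The YAP signatures of Fig. 4D, E were left out for the same reason. Only this RNA-Seq was analysed, and the other experiments and the public datasets that the paper cites were left out.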

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

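The tests of single libraries, scaling and siRNA sensing for the interferon-response genes were chosen only after the result was seen. So were the tests of technical explanations for the integrated stress response genes and all tests of the 7-base words GAGGAGA, CGGAGAA and TCGGAGA. The list tests themselves were not.

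The interferon-response genes drew attention as a signal among genes that the paper does not discuss. All 30 genes of the list were higher with siALDOA, 29 of them at an adjusted p < 0.05 and 30 when adjusted over the list alone. The median log2 fold change was 1.22, with a range from 0.27 to 2.32, and the enrichment score was 0.824 (permutation p = 1e-04, the smallest that 10000 random lists can give). The list also passed with an estimated correlation (p = 0.00162) and in fry (p = 4.86e-04). It supplied 7 of the 10 and 26 of the 100 higher genes with the smallest p. The median log2 CPM of the list was 6.85, 7.15 and 7.22 in the siALDOA libraries and 5.67, 5.86 and 5.83 in the siControl libraries. Counts of the interferon genes themselves are given for a few that were picked after their values were seen. IFNE had 247, 199 and 203 counts with siALDOA and 192, 108 and 154 with siControl. IFNB1 had 2, 5 and 6 counts with siALDOA and 0 in each siControl library, and IFNL1 had 16, 17 and 13 against 5, 4 and 3.

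Several technical explanations were argued against. The response was not carried by a single library, since the list median exceeded every siControl library in 3 of the 3 siALDOA libraries. With library totals only, a scaling that took the median of all tested genes to 0.075, the median of the list was 1.29. It was 1.21 with libraries thinned to the smallest total and 1.22 after correction for GC content and transcript length. Of 12 transcripts abundant in blood cells, 0 rose at an adjusted p < 0.05, although only 4 of them, LYZ, CD74, LAPTM5 and CORO1A, had enough counts to be tested. LYZ, the most abundant, had from 38287 to 41042 counts in every library, too many to show a small share of blood-cell RNA. PTPRC, TYROBP, HBB, CD53 and S100A8 had 0 counts in every siALDOA library, and SRGN, FCER1G and S100A9 had at most 7. Reads shared between related genes of the list were not tested. What stays open is whether the cells may have sensed the transfected siRNA as foreign RNA. The library titles name 1 treatment against ALDOA, siALDOA, without saying whether it was 1 siRNA or a pool, and no untransfected cells. Sensing of the siRNA and an effect of the loss of ALDOA therefore cannot be told apart.

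The integrated stress response genes were likewise a signal outside the genes the paper discusses. All 18 tested genes of the list were lower with siALDOA, 14 of them at an adjusted p < 0.05 and 14 adjusted over the list alone. The median log2 fold change was -0.33, with a range from -0.76 to -0.031, and the enrichment score was -0.595 (permutation p = 1e-04, the smallest possible). The list passed narrowly with an estimated correlation (p = 0.0478) and in fry (p = 0.00697). CHAC1 changed by -0.76, SLC7A11 by -0.73, PSAT1 by -0.44, SLC3A2 by -0.34 and MTHFD2 by -0.32. CHAC1 and SLC7A11, the 2 lowest of the list, are its 2 members that carry the word GAGGAGA. With library totals only, SLC3A2 and MTHFD2 did not pass an adjusted p < 0.05. The tables argue against a single library as the cause, since the list median lay below every siControl library in 3 of the 3 siALDOA libraries. The median was -0.26 with library totals only, -0.33 after correction for GC content and length, and -0.32 in the 16 members that lack the word GAGGAGA, all of which were lower. The central 95% of random lists of this size had medians between -0.096 and 0.061. A lower activity of this pathway after the loss of ALDOA may be proposed as a hypothesis. With siALDOA as the only treatment against ALDOA, an effect of the siRNA itself stays untested.

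The 7-base word GAGGAGA was found by ranking all 16214 words carried in the 3' UTRs of 12801 genes, and words of 6 and 8 bases were looked at as well, without and with adjustment for UTR length and GC content. It ranked lowest of the 7-base words, with a z of -12.8, and of -8.51 after the adjustment, where the next word had -4.42. The 2076 genes that carry it had a median log2 fold change of -0.053 and the others 0.0049, a difference of -0.058 (permutation p = 1e-05, the smallest that 100000 resamples can give). The p takes no account of the choice of the word from 16214. Of the 975 lower genes at the paper's threshold with a 3' UTR, 34.3% carry it, against 12.1% of the 782 higher genes, and 9 of the 13 genes with a 3' UTR that were lower at least 2-fold carry it. Genes with at least 2 copies had a median of -0.078 and genes with 1 copy -0.049. The median was -0.079 in the 741 genes where an A follows the word and -0.043 in the 1335 others, an adjusted difference of -0.034 (permutation p = 0.00147). This comparison was made after the word followed by A had been seen to rank lowest of the words of 8 bases.

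After the adjustment, the other 34 words of the same bases had a median z of 0.869. The lowest of them, AGAGGAG, had -2.97 against -8.51 for GAGGAGA, which argues against base composition as the whole cause. The difference remained -0.038 after adjustment for UTR length and GC content, and -0.054 in the fit nearest to 0 among those that each left out 1 library. A candidate explanation is that the ALDOA siRNA, whose sequence is not printed, lowered genes matched by its seed. The ALDOA transcript holds 2 copies of the word in its coding sequence, where 0.0997 would be expected by chance, but 47.2% of transcripts hold it somewhere. One of these copies lies from 30069613 to 30069619, 7 bases after the shRNA target. Genes with the word in the coding sequence only were lower as well, by -0.046 against genes without it (permutation p = 1e-05), and genes with it in the 3' UTR only by -0.065. The direct comparison gave -0.019 (permutation p = 0.00292) when first computed without adjustment. The test was then changed to the adjusted values after that result was seen, and gave -0.0078 (permutation p = 0.311). An effect of the seed in 3' UTRs and a property of genes that hold the word anywhere therefore cannot be told apart, and only the sequence of the siRNA would decide.

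The word CGGAGAA ranked highest of the 16214 words. Its 303 genes had a difference in median of 0.044 (permutation p = 5.20e-04), and 0.065 after adjustment for UTR length and GC content, which argues against these as the cause. The p takes no account of the choice of this word as the highest of 16214, so it is not evidence by itself. Its adjusted z of 5.38 was close to that of the next word at 5.24. Leaving out 1 library at a time gave 0.028 without siControl replicate 2 to 0.054 without siControl replicate 1. CGGAGAA is the site of positions 1 to 7 of the printed scrambled strand, and the site of positions 2 to 8, TCGGAGA, ranked 16213 without adjustment. After adjustment its z was 4.17, so that several other words ranked above it. The control siRNA may have lowered genes with these sites in the siControl libraries. The 168 genes with TCGGAGA but not CGGAGAA had a difference of 0.017 (permutation p = 0.307), too few to decide, so this and a coincidence cannot be told apart.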

How the results depend on the processing

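The alternatives with ribosomal RNA genes left out, with thinned libraries, with GC content and length corrected, with linear CPM and with adjustment for 3' UTR length and GC content, and the counts over other splits of the libraries, were chosen only after the results were seen.

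At the paper's threshold of P < 0.01, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes as siALDOA against siControl, and at an adjusted p < 0.05 it was also 1 of the 10 splits. With 3 libraries against 3 the share is never under 0.1. The other splits gave from 25 to 151 genes at the paper's threshold and 0 at an adjusted p < 0.05, except for the split of siALDOA 1, siControl 1 and siControl 2 from the rest, with 71 and 15 genes. That split parts the 3 libraries with the largest ribosomal RNA shares from the others.

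Of the counts of genes, scaling by library totals only moved the lower genes by more than 1.5 times, to 384 at the paper's threshold and 279 at an adjusted p < 0.05. With ribosomal RNA genes left out as well, a setting added after that change was seen, the counts at the paper's threshold returned to 939 higher and 955 lower. Across the fits that each left out 1 library, the up-regulated genes at an adjusted p < 0.05 ranged from 359 to 644 and the down-regulated genes from 471 to 790, and at the paper's threshold from 631 to 849 and from 743 to 1051. The lowest adjusted counts were those without siControl replicate 2 (359 and 490) and without siControl replicate 3 (363 and 471), which is in part a matter of fewer libraries. The remaining alternatives gave totals at an adjusted p < 0.05 from 1411 with limma-voom to 2162 with the replicate block. In 16 alternatives compared gene by gene, which did not include the correction for GC content and length or library totals without ribosomal RNA genes, no gene called in both the alternative and the analysis of all 6 libraries changed direction. Libraries of the same replicate number showed little pairing over all genes, with a correlation of their deviations of 0.0262 to 0.0348. Replicate 1 had the lowest list median in both groups for the interferon-response and integrated stress response genes. A shared effect of replicate on some genes was therefore not excluded. ALDOA ranged from -1.17 to -1.06 over the same 16 alternatives.

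In the permutation test of gene sets, the YAP/TAZ target list passed p < 0.05, each time toward lower genes, when ranked by the signed edgeR statistic (p = 0.0265). The same ranking was built into the replicate block (permutation p = 0.0300), the correction for GC content and length (0.0310) and the fit with ribosomal RNA genes left out (0.0242), so that these are not separate from it. The list also passed with the signal-to-noise ratio of linear CPM (permutation p = 0.0196). Leaving out 1 library gave p from 0.0327 to 0.637, under 0.05 without siALDOA replicate 3 and without siControl replicate 2. Its other alternatives gave p up to 0.531. The main ranking set a floor on the SD that rises with the mean log2 CPM, and the signed edgeR statistic has no such floor. With linear CPM the floor follows the linear mean instead. How far this floor moved the list, and why single libraries did, was not tested. The S phase list no longer passed with an estimated correlation (p = 0.432), in fry (p = 0.133) or with a weighted running sum (p = 0.0772). For the G2/M phase list these values were 0.452, 0.136 and 0.212. The estimated correlation between genes was 0.286 for S phase and 0.336 for G2/M phase, and the cause of the other changes was not tested. The interferon response, integrated stress response, glycolysis and cell-cycle inhibitor lists kept their side of the threshold in all 16 alternatives of each.

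The 7-base site of the shRNA guide had a difference in median log2 fold change that turned from -0.012 to 0.0099 after adjustment for 3' UTR length and GC content. The difference was -0.0091 for the site of the scrambled control's guide and -0.011 for that of the shRNA's passenger strand. Neither passed p < 0.05 in the permutation test. For the 6-base site of the shRNA guide the difference was -0.020, which passed (permutation p = 1e-05, the smallest possible).

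Of the 60 named genes that were tested, none reversed a called direction. Scaling by library totals only changed 13 calls, 10 weaker and 3 stronger, and DESeq2 changed 4, 2 weaker and 2 stronger. The replicate block made 4 genes stronger. In the fits that each left out 1 library, the calls of 18 genes changed, 53 times to weaker and 2 times to stronger. Genes near 1 CPM, such as RIMS3, PECAM1, AQP2 and WWTR1, have few counts, with standard errors near 0.4.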

Differences from the paper's values

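The tests with linear CPM, with GC content and length corrected and with ribosomal RNA genes left out were chosen only after the results were seen. The paper states that the signatures of YAP signaling were enriched between siALDOA and control. The list of YAP/TAZ target genes, which is not the paper's signature, had 16 of 22 genes lower and a permutation p = 0.124. It passed p < 0.05 in that permutation test when ranked by the signed edgeR statistic (p = 0.0265), alone and with the replicate block, both set before the data were examined, and without siALDOA replicate 3 (p = 0.0327) or siControl replicate 2 (p = 0.0414). It also passed the permutation test with linear CPM (p = 0.0196), and under the signed ranking with GC content and length corrected (p = 0.0310) or ribosomal RNA genes left out (p = 0.0242), which were chosen after seeing the values. The other alternatives did not bring it past the threshold.

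The Results of the paper state that gene sets that restrain the cell cycle and proliferation were overrepresented among the up-regulated genes, while the legend of Fig. 4 gives that panel as the down-regulated genes. Of the 25 genes that inhibit the cell cycle, 13 were higher and 12 lower (permutation p = 0.530), and none of the 16 alternatives brought the list past p < 0.05. The gene sets of the paper were not tested.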

Other observations

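The tests of the seeds of the shRNA and of the scrambled control were planned, and only the adjustment for 3' UTR length and GC content was chosen after the result was seen.

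The paper reports YAP target genes by qRT-PCR in HT29 cells with stable ALDOA knockdown, with CTGF and AREG named in the legend of Fig. 5G and CYR61 and AREG in the text on the result. That is another experiment than the RNA-Seq with siRNA. In the RNA-Seq libraries AREG was lower by -0.41 (adjusted p = 0.0105), in all 3 siALDOA libraries. CTGF (CCN2) was higher by 0.43 (adjusted p = 0.132) in all 3 siALDOA libraries, and by 0.24 without siALDOA replicate 2. CYR61 (CCN1) changed by -0.14 (adjusted p = 0.721). Whether the genes differ between the experiments was not tested.

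Among the proteins that the paper examined by Western blot or discusses for AMPK, the mRNA of LATS1 changed by 0.00070, that of PRKAA1 by -0.037, of STK11 by 0.13 and of GAPDH by 0.11, none at an adjusted p < 0.05. AXIN1 was lower by -0.25 (adjusted p = 0.0132), with calls lost under library totals only, without siALDOA replicate 2 and without siControl replicate 3. ALDOC changed by 0.039 (adjusted p = 0.835).

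Of 20 tested glycolysis genes, ALDOA among them, 12 were higher and 8 lower, with an enrichment score of -0.218 (permutation p = 0.264). Adjusted over all genes 1 was up-regulated and 3 were down-regulated, and adjusted over the list alone 3 and 5. PFKL was higher by 0.25 and SLC16A3 and SLC2A1 were lower by -0.25 and -0.19. Of the 6 fits that each left out 1 library, 3 lost the call of PFKL, 5 that of SLC16A3 and 5 that of SLC2A1. SLC16A3 and SLC2A1 also lost it with library totals only and with upper quartile normalization, and SLC2A1 with at least 10 counts in every library and with thinned libraries.

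Whether the printed shRNA against ALDOA shares off-targets with the siRNA was tested as a hypothesis. The 2070 genes with the 7-base site of its guide, CAGAAGT, had a difference in median of -0.012 (permutation p = 0.0249), and the site ranked 7297 of 16214 words from the lowest, so that it was not among the lowest words. The 4870 genes with the 6-base site, AGAAGT, had a difference of -0.020 (permutation p = 1e-05, the smallest possible), which became 0.0069 after adjustment for 3' UTR length and GC content. The rank and the adjusted differences argue against off-targets of this seed as the cause of the lower genes. For the higher genes, relief from the scrambled control was tested with the site of its guide, TGTCACG, in 379 genes. The difference was -0.0091 (permutation p = 0.422), and with so few genes a small effect cannot be told apart from none.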
